# Cooperative genetic networks drive embryonic stem cell transition from naïve to formative pluripotency

**DOI:** 10.15252/embj.2020105776

**Published:** 2021-03-09

**Authors:** Andreas Lackner, Robert Sehlke, Marius Garmhausen, Giuliano Giuseppe Stirparo, Michelle Huth, Fabian Titz‐Teixeira, Petra van der Lelij, Julia Ramesmayer, Henry F Thomas, Meryem Ralser, Laura Santini, Elena Galimberti, Mihail Sarov, A Francis Stewart, Austin Smith, Andreas Beyer, Martin Leeb

**Keywords:** exit from naïve pluripotency, haploid ES cells, naïve to formative transition, signalling, systems biology, Chromatin, Epigenetics, Genomics & Functional Genomics, Methods & Resources, Regenerative Medicine

## Abstract

In the mammalian embryo, epiblast cells must exit the naïve state and acquire formative pluripotency. This cell state transition is recapitulated by mouse embryonic stem cells (ESCs), which undergo pluripotency progression in defined conditions *in vitro*. However, our understanding of the molecular cascades and gene networks involved in the exit from naïve pluripotency remains fragmentary. Here, we employed a combination of genetic screens in haploid ESCs, CRISPR/Cas9 gene disruption, large‐scale transcriptomics and computational systems biology to delineate the regulatory circuits governing naïve state exit. Transcriptome profiles for 73 ESC lines deficient for regulators of the exit from naïve pluripotency predominantly manifest delays on the trajectory from naïve to formative epiblast. We find that gene networks operative in ESCs are also active during transition from pre‐ to post‐implantation epiblast *in utero*. We identified 496 naïve state‐associated genes tightly connected to the *in vivo* epiblast state transition and largely conserved in primate embryos. Integrated analysis of mutant transcriptomes revealed funnelling of multiple gene activities into discrete regulatory modules. Finally, we delineate how intersections with signalling pathways direct this pivotal mammalian cell state transition.

## Introduction

Mouse embryonic stem cells (ESCs) can self‐renew in defined conditions in a state of naïve pluripotency (Smith, 2017). The ESC exit from naïve pluripotency provides an amenable experimental system for dissection of a cell fate decision paradigm (Buecker *et al*, 2014; Kalkan *et al*, 2017). Naïve pluripotency is under control of a gene regulatory network (GRN) containing the core pluripotency transcription factors (TFs) *Pou5f1*, *Sox2* and naïve‐specific TFs such as *Nanog*, *Esrrb*, *Klf4* and others (Chen *et al*, 2008; Dunn *et al*, 2014; Niwa 2018). In defined cell culture conditions that include inhibitors against Mek1/2 (PD0325901) and Gsk3 (CHIR990201, CH; collectively termed “2i”), ESCs can be homogenously maintained in the naïve state (Ying *et al*, 2008). Within 24–36 h after withdrawal of 2i, ESCs transit into formative pluripotency, entirely losing naïve identity (Kalkan *et al*, 2017). During this transition, the naïve GRN is extinguished and expression of formative factors such as *Otx2*, *Pou3f1*, *Dnmt3a/b* and *Fgf5* is initiated. A similar transition is evident during peri‐implantation development, where the TF network maintaining naïve pluripotency dissolves between embryonic day (E) 4.5 and E5.5 (Boroviak *et al*, 2014; Acampora *et al*, 2016; Mohammed *et al*, 2017). The speed of the naïve to formative GRN transition is notable because (i) the cell cycle is around 12 h long; (ii) all factors that are required to establish and maintain naïve pluripotency are expressed robustly in naïve cells; and (iii) the naïve pluripotency network is recursively self‐reinforcing. The rapid dissolution of naïve pluripotency implies the existence of circuit‐breaking mechanisms. In recent years, we and others have identified various factors promoting ESC differentiation using screens in haploid and diploid ES cells (Guo *et al*, 2011; Leeb & Wutz, 2011; Betschinger *et al*, 2013; Leeb *et al*, 2014; Li *et al*, 2018).

Robust assays employing ESCs expressing a Rex1 promoter‐driven destabilised GFP reporter (Rex1::GFPd2) enable the dissection of the exit from naïve pluripotency in high resolution (Kalkan *et al*, 2017; Mulas *et al*, 2017). Rex1‐GFP downregulation is initiated within 24h after 2i withdrawal (N24) and completed after 48h (N48). Nevertheless, the exact nature, mechanistic underpinnings and sequence of events during exit from naïve pluripotency remain only partially understood. In particular, we lack insight into how the different molecular components of the system co‐operate to elicit proper cell fate transition. Here, we have driven a Rex1‐GFP reporter screen to saturation, thus providing an extensive list of genes and pathways involved in the exit from naïve pluripotency. We utilised this information in a systems biology approach to explore regulatory principles of the exit from naïve pluripotency. To evaluate dependencies and causal relationships within the pluripotency and differentiation circuitries, we probed the response of the differentiation programme to a comprehensive series of exit factor gene knockouts. Through computational integration of molecular profiling data with regulatory networks and *in vivo* GRN trajectories, we expose the regulatory foundations of a cell fate choice paradigm at a pivotal junction in early mammalian development.

## Results

### Haploid ES cell saturation screen

Haploid ES cells are an efficient platform for insertional mutagenesis‐based screens (Elling *et al*, 2011; Leeb & Wutz, 2011; Kokubu & Takeda, 2014). We previously reported a medium‐scale screen comprising approximately 5 × 10^4^ mutagenic events to identify factors regulating the exit from naïve pluripotency (Leeb *et al*, 2014). We have now driven this approach to saturation by assaying approximately 1.2 million mutations in receptive genomic regions that cause delays in Rex1 downregulation in two independent Rex1‐reporter cell lines (Fig 1A and B), utilising three different mutagenic transposon vectors in 35 independent screens (Fig 1C and D).

**Figure 1:**
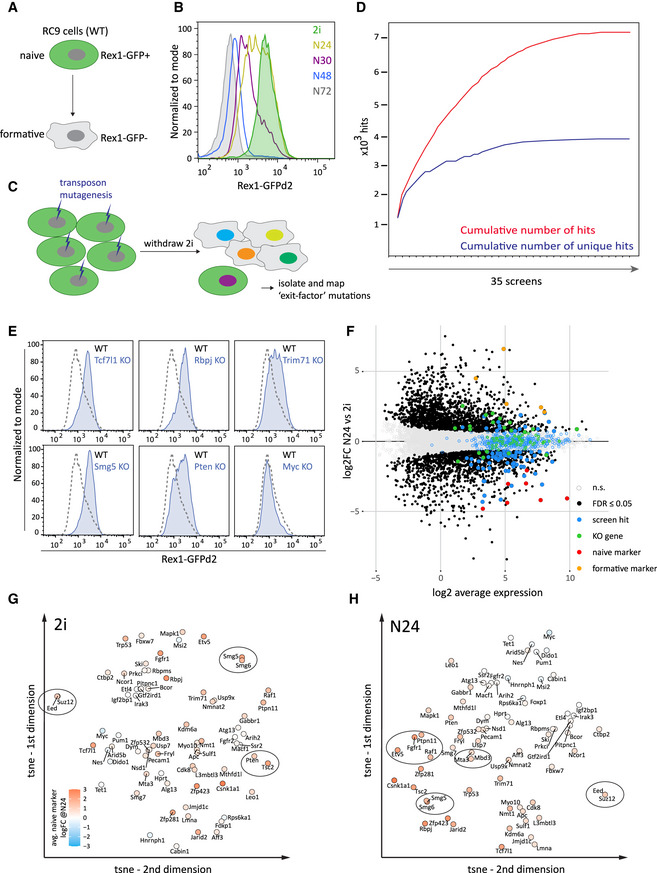
Establishment of exit factor deficient KO ESC lines informed by a haploid ESC saturation screen Illustration of the Rex1‐GFPd2 reporter cell line and its exit from naïve pluripotency. Rex1‐GFPd2 (in short Rex1‐GFP) expression is tightly linked to naïve pluripotency. Shutdown of GFP expression indicates commitment to differentiation.FACS analysis of Rex1‐GFP reporter levels throughout a 72h differentiation time course after 2i withdrawal.Scheme of the screening strategy to identify candidate genes involved in the exit from naïve pluripotency. After random insertional mutagenesis using piggyBac transposon‐based gene‐trap vectors, haploid Rex1‐GFP ESCs were released into differentiation. Cells maintaining GFP expression after exposure to differentiation conditions were isolated and the gene‐trap insertion sites mapped.The cumulative number of hits (red) and the cumulative number of novel hits (blue) in 35 independent insertional mutagenesis screens in haploid ESCs are shown.Representative Rex1‐GFP FACS plots showing the differentiation delays 24 h after 2i withdrawal of *Tcf7l1*, *Rbpj*, *Trim71*, *Smg5* and *Pten* KOs. A *Myc* KO served as a negative control. Blue indicates the Rex1‐GFP FACS profiles for KO, and dashed lines indicate WT.Differential expression of genes at N24 versus 2i in WT RC9 cells. Black dots show significance (FDR ≤ 0.05, H0: |log2FC| < log2(1.5)). Pluripotency genes are red dots, formative genes are orange dots, haploid screen hits are blue dots, and the 73 KO genes are green dots.t‐SNE projection of the 73 KOs in 2i, based on expression of the 3068 differentially expressed genes between N24 and 2i in WT. The strength of differentiation delay observed at N24 in the respective KOs are indicated by a colour gradient and measured as average naïve marker log2 fold change (log2 FC, based on expression levels of *Esrrb, Nanog, Tfcp2l1, Tbx3, Prdm14* and *Klf4, Zfp42*) in the respective KO at N24. Red: delayed differentiation; blue: accelerated differentiation.Similar to (G) for KOs at N24.

Stringent filtering resulted in a candidate list comprising 489 genes (Dataset EV1). These screens generated a candidate inventory of the machinery that mediates exit from naïve pluripotency. Reassuringly, the known exit from naïve pluripotency regulators *Tcf7l1, Fgfr2, Jarid2* and *Mapk1* (Erk2) (Kalkan & Smith, 2014) were among the highest ranked genes (Appendix Fig S1A). The candidate hit genes were enriched for processes involved in transcription regulation, epigenetics and signalling‐related functions (Appendix Fig S1B and C; Dataset EV1), as well as RNA‐binding functions in‐line with emerging evidence of RNA regulatory mechanisms in cell fate control (Ye & Blelloch, 2014).

Many identified genes are not specific to pluripotency and have functions in common pathways and processes, implying that the exit from naïve pluripotency utilises widely expressed cellular machinery. Therefore, mechanisms mediating ESC transition might also be utilised in other differentiation processes.

### Establishment of a mutant ESC library for systematic transcriptional profiling

To characterise deficiencies in naïve exit in molecular detail, we generated KO ESC lines deficient for 73 selected genes, comprising top ranked genes from the mutagenic screen. We also included components from pathways and protein complexes for which multiple members were recovered, even if just below the cut‐off threshold (e.g. the Paf complex member *Leo1*, the mTORC1 regulator *Tsc2* and the NMD component *Smg6*), and *Mbd3*, *Zfp281* and *L3mbtl3* as known players in the exit from naïve pluripotency (Betschinger *et al*, 2013). Three control genes were included that are either not expressed in ES cells (Nestin), expected to be neutral (Hprt) or whose ablation was expected to accelerate differentiation (c‐Myc). Paired gRNAs were used to disrupt target genes in a diploid biparental Rex1::GFPd2 reporter ES cell line carrying a Cas9 transgene (henceforth termed RC9 cells) (Fig 1A) (Li *et al*, 2018). Following an efficient parallelised approach, we established passage matched and isogenic homozygous KO cell lines, thus maximising comparability (Appendix Fig S1D and E). All KOs were validated by genomic PCR, followed by Sanger sequencing when required.

Full protein deficiency was validated for 14 KOs (*Eed, Suz12, Jarid2, Kdm6a, Smg5, Smg6, Smg7, Tsc2, Pten, Raf1, Tcf7l1, Leo1, Nmt1* and *Csnk1a1*) (Appendix Fig S2A). Only heterozygote clones could be generated for *Mapk1* (Erk2), resulting in reduced protein levels. 

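Mapk1 mRNA, which encodes the kinase Erk2, stood at 193 CPM in 2i (mean of 2 libraries) against 414 ± 25.7 (SD, n = 14) in WT cells. This was a log2 fold change of -1.13 (SE 0.059, adjusted p = 6.34e-07 from edgeR's test against a fold change of 1.5). At N24 the log2 fold change was -1.06 (SE 0.059, adjusted p = 1.10e-05 from edgeR), and each of the 4 libraries labelled as Mapk1 heterozygous lay below every WT library of its medium. The gene lies on chromosome 16, 16983382 to 17047453 of GRCm38.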

Notably, increased levels of Erk1 in Erk2 heterozygous mutant cells failed to rescue the strong differentiation delay in the *Mapk1^het^* KOs. For five further genes (*Alg13, Dido1, Msi2, Etv5, Jmjd1c*), we confirmed the absence of the corresponding transcripts or specific out of frame deletion of an exon by RT–qPCR or Sanger sequencing of RT–PCR products. Successful rescue experiments using 3xflag‐tagged transgenes for six genes (*Rbpj, Etv5, Fgfr1, Jarid2, Mbd3* and *Tcf7l1*) established causality between the observed genotype and phenotype (Appendix Fig S2B and C). Thus, all tested knockouts showed the expected impact on RNA or protein expression. However, we cannot exclude the possibility of hypomorphic phenotypes in some cases.

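In RNA-seq libraries of the 73 lines, with 2 per line and medium against 27 WT libraries, the mRNA of the targeted gene was lower than in WT past the threshold in 23 lines in 2i and in 25 at N24, 23 of them in both media. Nes, which encodes the intermediate filament Nestin, fell most, from 24.7 ± 5.63 CPM (SD, n = 14) in WT cells in 2i to 0.177 in the Nes KO (log2 fold change -7.29, SE 0.53). Hprt, a purine salvage enzyme, fell by 3.62 on the log2 scale in its own KO (SE 0.091), and Tcf7l1, the transcriptional repressor of the Wnt pathway, by 3.20 (SE 0.17). The log2 fold changes in 2i were -2.38 for Etv5, -2.29 for the PRC2 subunit Suz12, -2.16 for Leo1, -1.76 for Alg13, -1.64 for Eed, -1.64 for Nmt1, -1.39 for Msi2, -1.18 for Mbd3 and -1.09 for Pten, each past the threshold (adjusted p of at most 7.68e-04 from edgeR). The transcripts of Smg5 and Smg7, factors of nonsense-mediated decay (NMD), and of the Polycomb factor Bcor were higher in the lines deleted for them, with log2 fold changes in 2i of 0.98, 1.01 and 1.28 (adjusted p of at most 8.31e-04 from edgeR). Values for Jmjd1c (log2 fold change -0.10, SE 0.12), Raf1 (-0.093, SE 0.053), Tsc2 (-0.15, SE 0.068) and Rbpj (0.37, SE 0.25) did not pass it in 2i. In 45 lines the targeted gene passed the threshold in neither medium, and in 38 lines both libraries in 2i lay below every WT library. Counts cover the whole gene, so reads from outside the deleted part are included and a level near WT does not tell whether protein is made.

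**Figure D1:**
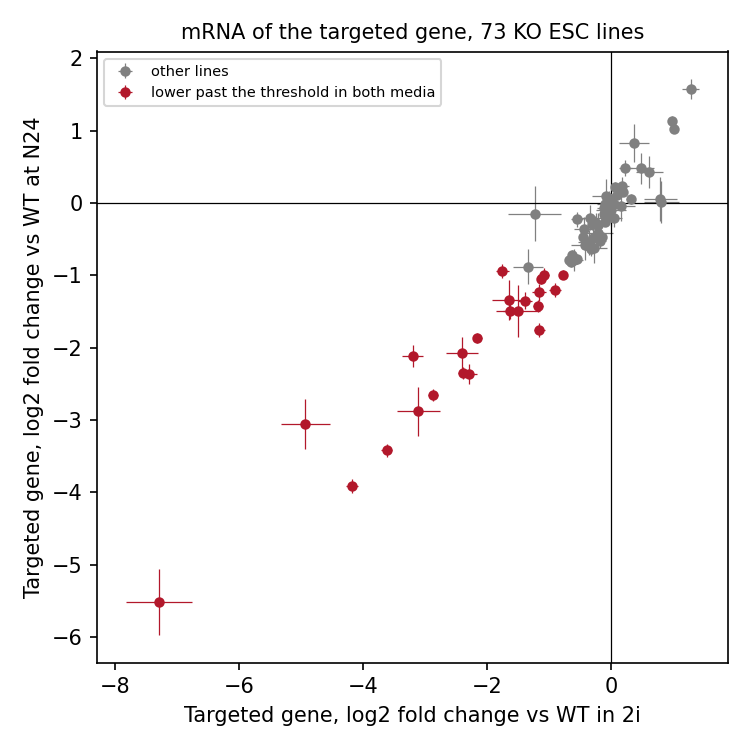
Log2 fold change against WT of the mRNA of the targeted gene in 2i (x axis) and at N24 (y axis), with standard errors, for each of the 73 KO lines (points). Lines in which the targeted gene was lower than in WT past the threshold in both media are red. Most of the other lines sit near 0. The median over the 73 lines was -0.34 in 2i and -0.48 at N24.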

ESC differentiation behaviour is highly dependent on cell density and timing of medium changes. To enable robust comparison of the differentiation of multiple KO ESC lines, we performed parallel differentiations batch wise in duplicates, always including WT ESCs and negative controls across seven experiments. At N24, we assayed the differentiation status by FACS analysis (Fig 1E) and extracted RNA for transcriptome analysis.

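The data are gene counts of 319 poly(A) RNA-seq libraries from RC9 ESCs, a diploid mouse line that carries Cas9 and the Rex1::GFPd2 reporter. Each of the 73 KO lines has 2 libraries in 2i and 2 at N24, that is 24 h after transfer to N2B27, and WT cells have 14 in 2i and 13 at N24. They fall into 7 RNA-seq batches of 8 to 68 libraries in the deposited batch table, and each batch holds 2 WT libraries per medium except batch 3, with 1 at N24. Total counts ranged from 16054017 to 60785678 per library (median 26426372), with 21742933 to 31643374 (median 25657890) in WT cells in 2i and 19422054 to 29548399 (median 25391834) in WT cells at N24. The KO libraries had medians of 26500627.5 in 2i and 26459219.5 at N24, and the 10 most abundant genes took 2.93% to 6.66% of the counts of a library. The authors mapped the reads to mm10 with STAR 2.5.3 and deposited the counts as they were, with FPKM values made with DESeq2 1.24.0. From the counts, fold changes were fitted with edgeR's quasi-likelihood model, with TMM factors and the RNA-seq batch as a term, separately for WT cells and for each KO line together with all 27 WT libraries. A gene passed the threshold at a Benjamini-Hochberg adjusted p of at most 0.05 against the null hypothesis of an absolute fold change below 1.5. In counts simulated for the WT comparison on 13348 genes, this call found 85.9% of 2-fold changes, and for a KO line at N24 46.5% of 2-fold and 87.8% of 4-fold changes on 14385 genes, with 0 false calls. The other simulated genes had no change at all, while the test is against a fold change of 1.5, and no differences between batches were simulated. The 0 therefore does not measure the rate of false calls in the real libraries. For the 24 h before the assay, the paper's methods give N2B27-based 2i with LIF, followed by plating in 2i without LIF, and the labels give N2B27-based 2i. Where 2 clones of a line were used, the labels do not tell which library came from which clone.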

### The exit machinery is already poised in 2i

Batch‐corrected RNA‐seq data (Appendix Fig S3A and B) comprising 14 replicates of WT ES cells identified 3068 differentially expressed genes (DEGs) between 2i and N24 (H0: |log2FC| < log2(1.5), FDR ≤ 0.05; Fig 1F, Appendix Fig S4A–C and Dataset EV1). 

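Between 2i and N24, 1743 genes rose and 1505 fell in WT cells (3248 of 13390 tested; 14 libraries in 2i and 13 at N24). Among genes with a mean log2 CPM of at least 3, the largest rises were in Pou3f1 (Oct6), a POU transcription factor of the formative state, from 2.47 ± 1.44 to 227 ± 93.5 CPM (SD; log2 fold change 6.53, SE 0.19), in 2610528J11Rik (6.45), in the carbonic anhydrase gene Car4 (6.36), in Wt1 (6.25), a zinc finger factor, and in the protocadherin gene Pcdh1 (5.85). Among the same genes Pglyrp1, a peptidoglycan recognition protein, fell most, from 35.5 ± 15.6 to 0.112 ± 0.104 CPM (log2 fold change -8.19, SE 0.17), followed by the Wnt targets Sp5 (-7.75), Cdx1 (-6.72) and T (-6.08) and by Pla2g4e (-6.00). All 7 naïve markers fell, among them Prdm14 (-4.60), Nanog (-4.13), Tbx3 (-4.10) and Tfcp2l1 (-4.02), and of the 14 further naïve factors on a list fixed before the data were examined 8 fell (9 when adjusted over the list alone) and 1 rose, Gbx2 (2.89). All 5 formative markers rose, for example Fgf5 (4.54) and Otx2 (2.60), with 11 of 14 further formative genes (11 when adjusted over the list alone), among them Pim2 (4.13), Fgf15 (3.81) and Sall2 (3.03).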

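Targets of FGF/ERK signalling rose in 12 of 17 tested genes (13 when adjusted over the list alone), led by the feedback inhibitors Spry4 (log2 fold change 4.83, SE 0.27) and Dusp4 (4.55, SE 0.13). Mesendoderm and primitive streak genes fell in 9 of 10 (10 when adjusted over the list alone), with Evx1 at -5.04 and Cdx2 at -4.78, and Wnt targets fell in 7 and rose in 2 of 16 (as many when adjusted over the list alone), with the feedback gene Axin2 at -3.27. Against all other genes, camera with its preset correlation of 0.01 gave adjusted p values over 26 lists of 1.62e-04 for the naïve markers, 4.82e-04 for the formative markers, 7.59e-05 for the further formative genes, 0.0180 for the further naïve factors, 1.61e-04 for the FGF/ERK targets, 4.82e-04 for the mesendoderm genes and 0.0175 for the Wnt targets. With an estimated correlation the adjusted p was 0.0236 for the formative markers and 0.00310 for the further formative genes, and adjusted p = 0.289 for the naïve markers, 0.465 for the further naïve factors, 0.223 for both the FGF/ERK targets and the mesendoderm genes and 0.445 for the Wnt targets with an estimated correlation. The naïve and formative markers were chosen by the study, so their directions are not independent evidence. The number of calls was 10423 when the test was against no change instead of a fold change of 1.5.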

Interestingly, most of the 489 genes identified in the haploid screens including the 73 genes (Dataset EV6) selected for KO did not change significantly in expression between 2i and N24 and were not present in the list of DEGs (Fig 1F and Appendix Fig S4C), with only 21% of screen hits showing differential expression at N24 (6% up‐, 15% downregulated). This implies that the exit machinery is already embedded in the ground state and ESCs are poised for rapid decommissioning of naïve identity and entry into differentiation (Kalkan & Smith, 2014).

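Of the 489 final candidates of the screen, 486 were tested in the WT comparison, and 105 of these passed the threshold (21.6%). The falls (77 genes, 15.8%) were led by the connexin gene Gjb3 (log2 fold change -4.30, SE 0.23), the junction protein gene Jam2 (-3.90), the neurotrophin receptor gene Ngfr (-3.78), the growth factor gene Pdgfa (-3.14) and the threonine dehydrogenase gene Tdh (-3.07). The rises (28 genes, 5.76%) included Aff3 (2.53), Nav2 (2.02), the forkhead factor Foxp1 (2.01) and the zinc finger factor Zfp423 (1.90), beside the formative marker Otx2. Among all other tested genes 24.4% passed, an odds ratio of 0.856 for the candidates (Fisher's exact test, two-sided, p = 0.178). Of the 73 genes chosen for KO, 14 rose and 5 fell. With a test against no change in place of a fold change of 1.5, 81.9% of the candidates and 77.7% of the others passed, an odds ratio of 1.30 (p = 0.0299), and with no filter on low counts the odds ratio was 0.785 (p = 0.0307), so which group changes more often turns with the threshold. From the small share that changes, the paper infers that the machinery of exit is already in place in the ground state.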

To facilitate interrogation of the KO gene expression datasets, we developed an interactive online tool (GENEES—Genetic Network Explorer for Embryonic Stem Cells—http://shiny.cecad.uni‐koeln.de:3838/stemcell_network/).

Using t‐Distributed Stochastic Neighbour Embedding (t‐SNE), we visualised similarities between KOs based on expression of the DEG in 2i and at N24 (Fig 1G and H). We observed clustering of members of the same complex or pathway: *Eed‐Suz12* (PRC2), *Ptpn11*‐*Raf1*‐*Fgfr1*‐*Etv5* (Fgf/ERK), *Smg5*‐*Smg*6 (NMD; nonsense mediated decay), *Mta3*‐*Mbd3* (NuRD) and *Pten*‐*Tsc2* (mTORC1 signalling) (Fig 1G and H). 

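Among the 73 lines, loss of Eed and of Suz12, the subunits of PRC2 that its histone methylation needs, gave the most alike profiles of the 6 pairs named for a complex or pathway. Across the 3248 genes that change in WT cells, their log2 fold changes against WT at N24 correlated with r = 0.925, and each line was the other's nearest of 72 lines. Smg5 and Smg6, of the decay of transcripts with early stop codons (r = 0.833), and Mta3 and Mbd3, of the NuRD remodelling complex (r = 0.661), were each other's nearest lines as well. In the Fgf/ERK pathway the phosphatase gene Ptpn11 and the receptor gene Fgfr1 were each other's nearest lines (r = 0.801), with r = 0.672 for the kinase gene Raf1 with Fgfr1, 0.631 for Ptpn11 with Raf1, which ranked 2 in either list, and 0.664 for Fgfr1 with the ETS factor gene Etv5. For Pten, an upstream brake on mTORC1, Tsc2 was the nearest line (r = 0.594), whereas Pten ranked 6 for Tsc2. The median over all 2628 pairs of lines was 0.199, with 0.323 in the 416 pairs that share an RNA-seq batch and 0.175 in the others. All lines share the WT controls, and lines simulated without any change reached a median r of 0.133 and at most 0.228, with a covariance of 0.00618. The simulation held no differences between batches. The covariance was 0.904 for Eed with Suz12, 0.731 for Smg5 with Smg6, 0.707 for Fgfr1 with Etv5, 0.307 for Ptpn11 with Raf1 and for Pten with Tsc2, and 0.204 for Mta3 with Mbd3. With a different part of the WT libraries as controls for each line of a pair, r was 0.911, 0.836, 0.653, 0.588, 0.596 and 0.618 in the same order of pairs, with Pten and Tsc2 before Mta3 and Mbd3. These values are across genes, which are not independent replicates. The 2 lines of a pair shared a batch for Eed with Suz12, Smg5 with Smg6, Mta3 with Mbd3 and Pten with Tsc2, but not within the Fgf/ERK pathway.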

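Each library was placed on the straight line from the mean of WT cells in 2i (position 0) to that of WT cells at N24 (position 1), over the genes that change in WT cells, with batch effects removed from log2 CPM by limma. The 73 lines had a median position of 0.00547 in 2i and 0.945 at N24 (2 libraries per line and medium). None of the 146 KO libraries from 2i lay nearer to WT cells at N24 than to WT cells in 2i, and 2 of 146 KO libraries from N24 lay nearer to WT cells in 2i.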

The transcription profiles of the KO ESCs clustered by genotype, but mainly by culture condition (2i and N24) (Appendix Fig S4A). This is consistent with the observation that despite manifesting differentiation delays at N24, all of the KO ESCs ultimately departed from the naïve state during longer differentiation time courses, as measured by loss of Rex1‐GFP. Furthermore, even KOs that showed extensive Rex1‐GFP downregulation delays at N24 displayed transcription profiles that were globally adjusted towards differentiation. Therefore, the knockout of a single gene is not sufficient to permanently block exit from naïve pluripotency in culture, in accord with the finding that ternary depletion of *Tcf7l1*, *Etv5* and *Rbpj* is required for sustained self‐renewal in the absence of 2i or LIF (Kalkan *et al*, 2019).

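By position, lines with large naïve marker excess at N24 still lay most of the way to WT cells at N24. The position leaves out differences that lie off the line between the WT groups. For the zinc finger factor gene Zfp423, whose KO had a mean log2 fold change over 7 naïve markers of 2.45, the position at N24 was 0.663 ± 0.0900 (SD, n = 2 libraries). It was 0.752 ± 0.00158 in the Zfp281 KO, 0.654 ± 0.000762 in the Etv5 KO and 0.739 ± 0.0463 in the Fgfr1 KO, where the marker means were 1.97, 2.12 and 1.98. All lines but 1 had a position of at least 0.644. Mean distances to WT cells at N24 were 58.6 (Zfp423), 71.6 (Zfp281), 65.0 (Etv5) and 55.6 (Fgfr1), against 20.6 for WT libraries at N24. Distances of the same lines to WT cells in 2i were larger, at 87.1, 107, 90.0 and 95.5.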

### The exceptional role of *Csnk1a1* and the involvement of compensatory mechanisms

At N24, the *Csnk1a1* KO clustered with 2i samples (Appendix Fig S4A), indicating a special behaviour for this mutant. However, at N48 most Rex1‐GFP expression was downregulated, illustrating a strong delay but not a block in differentiation (Appendix Fig S5A). siRNA treatment as well as treatment with Epiblastin A, a chemical inhibitor of Csnk1a1 (Ursu *et al*, 2016), delayed the exit from naïve pluripotency without apparently affecting proliferation within the duration of the assay (Appendix Fig S5B–D). 

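Csnk1a1 encodes casein kinase 1 alpha, and its KO stayed towards the 2i end of the line between the WT groups at N24. The position was 0.190 in 1 library and 0.225 in the other, the only libraries from N24 nearer to WT cells in 2i. Their mean distance to WT cells in 2i was still 83.6, against 22.0 for WT libraries in 2i. Against WT cells at N24, 2697 genes were higher and 1870 lower, led by the serotonin receptor gene Htr5a (log2 fold change 9.38, SE 0.29), Sp5 (9.34, SE 0.38) and Pglyrp1 (8.64, SE 0.25), and by Car4 (-6.72, SE 0.42), Pou3f1 (-6.44, SE 0.46) and the growth factor gene Fgf15 (-6.01, SE 0.52). The naïve markers Tbx3 and Klf4 were higher by 4.73 and 3.99 on the log2 scale, and their mean over the 7 markers, 2.89, was the highest of the 73 lines. In 2i, 2122 genes were higher and 942 lower than in WT, with the laminin gene Lamb3 (4.93), the imprinted growth factor gene Igf2 (4.80) and Thbs1 (4.47) rising most and Lefty2 (-3.59), Pcsk9 (-3.55) and the lactate carrier gene Slc16a3 (-3.30) falling most. Targets of p53 were higher in 16 of 22 genes in 2i and in 15 at N24, among them Perp, Fas (3.48) and the cell cycle inhibitor Cdkn1a (3.34), with the same counts when adjusted over the list alone. Of 18 glycolysis genes, 12 were lower in 2i and 11 at N24 (as many when adjusted over the list alone), Ldha by 2.84 at N24. Of 14 genes read as signs of RNA quality and stress, 8 were higher in 2i and 7 at N24, such as Fos (3.88 in 2i), and stressed cells or handling were not separated from the loss of the kinase.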

Csnk1a1 is a serine threonine kinase and a component of the beta‐catenin destruction complex. Although KO of another destruction complex member *Apc*, or of the downstream repressor *Tcf7l1* resulted in the upregulation of similar gene‐sets (Appendix Fig S5E), we observed stronger differentiation defects and larger amplitude of gene deregulation in two independently derived *Csnk1a1* mutants. However, these mutants also exhibited markedly impaired cell cycle profiles in N2B27‐based media (Appendix Fig S5F). 

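At N24, 12 of 17 Wnt targets were higher than in WT in the Csnk1a1 KO and 1 was lower (13 and 2 when adjusted over the list alone). In the Tcf7l1 KO 2 were higher, Axin2 (2.16) and Cdx1 (2.68), also when adjusted over the list alone. None passed the threshold in the Apc KO from edgeR or limma-voom, in either medium, where the median log2 fold change of the targets was 0.045 in 2i and 0.070 at N24. Mesendoderm genes, several of them Wnt targets, were higher in 9 of 13 in the Csnk1a1 KO, with T at 8.53 and the caudal factor Cdx2 at 7.89, and in 4 in the Tcf7l1 KO, with Evx1 at 2.79 and Eomes at 2.73 (the same counts when adjusted over the list alone). Changed genes numbered 4567 in the Csnk1a1 KO, 413 in the Tcf7l1 KO and 50 in the Apc KO at N24. Over the genes that change in WT cells, log2 fold changes at N24 had r = 0.507 (covariance 0.970) between Csnk1a1 and Tcf7l1, 0.397 (0.188) between Apc and Tcf7l1 and 0.113 (0.117) between Apc and Csnk1a1, and with separate controls 0.512, 0.422 and 0.144. For Apc and Csnk1a1 r ran from 0.0280 to 0.129 with 1 library left out, and simulated unchanged lines with the same WT libraries had a median r of 0.133. Of 19 cell cycle genes, 4 were lower in the Csnk1a1 KO at N24 (as many when adjusted over the list alone), among them the cyclin gene Ccne1 (-2.39) and Pcna (-0.97).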

Upon continuous culture (~5 passages), proliferation was restored in *Csnk1a1* KO cells and differentiation potential was regained, suggesting upregulation of compensatory mechanisms and a likely effect of proliferation rate on differentiation kinetics, complicating mechanistic characterisation. A second case of phenotype adaptation was observed in *Pum1* mutants. *Pum1* KOs showed pronounced differentiation delays during early passages (Appendix Fig S5G), as also seen for acute Pum1 depletion by siRNA and in previously generated CRISPR KO ESCs (Leeb *et al*, 2014). However, the phenotype was lost in later passages, and *Pum1* KO cells showed WT‐like Rex1‐GFP expression levels at N24 (Fig 2A and Appendix Fig S5G).

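Pum1 encodes an RNA-binding repressor, and its own mRNA stood at 181 CPM at N24 (mean of 2 libraries) against 258 ± 15.7 (SD, n = 13) in WT cells, a log2 fold change of -0.48 (SE 0.061, adjusted p = 1 from edgeR). The mean log2 fold change of the 7 naïve markers at N24 was -0.39, place 68 of 73 from the top, with Esrrb at -0.028 (SE 0.38) and Zfp42, which encodes Rex1, at -0.17 (SE 0.37), neither past the threshold. Changed genes numbered 10 in 2i and 11 at N24.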

**Figure 2:**
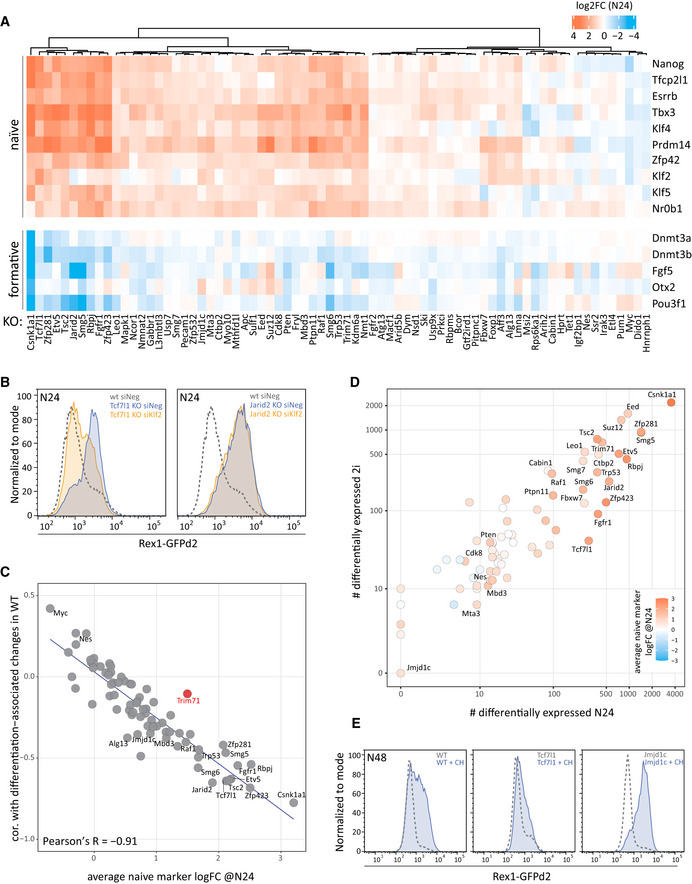
Systematic transcriptional profiling of a mutant ESC library Naïve (top) and formative (bottom) marker gene expression changes at N24 compared with WT in all 73 KO ESCs. Clustering based on naïve marker gene expression shows a wide distribution of differentiation delay phenotypes.Rex1‐GFP FACS analysis of *Jarid2* and *Tcf7l1* KO ESCs after transfection with negative control or *Klf2*‐specific siRNAs.Plot showing a comparison of the log2 fold change (KO versus WT) of mean naïve marker gene expression at N24 to the extent of change of the global transcriptome between 2i and N24 (defined as the correlation of log2FCs in WT differentiation and log2FCs in KOs at N24). Each dot corresponds to one of the 73 KOs. Pearson’s correlation is shown in the plot.Comparison of the number of genes deregulated in 2i and at N24 in all KOs (FDR ≤ 0.05, H0: |log2FC| < log2(1.5)). Differentiation phenotypes are colour coded according to average naïve marker log2FCs in KOs at N24.Rex1‐GFP FACS analysis of WT, *Jmjd1c* and *Tcf7l1* KO cells at N48 cultured with and without the Gsk3 inhibitor CH.

### Robust feedback wiring in the naïve TF network

Interestingly, the transcriptome data revealed that exit factors do not, in general, reduce naïve transcription factor (TF) expression in the ground state. However, *Rbpj* KO resulted in moderate but significant increases in *Klf4*, while the aforementioned *Csnk1a1* KO ESCs showed limited upregulation of both *Klf4* and *Tbx3* in 2i (Fig EV1A). 

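In 2i the pluripotency factors Esrrb, Nanog, Tfcp2l1, Zfp42 and Klf2 differed from WT past the threshold in none of the 73 lines. Nanog ranged from -1.23 in the Eed KO to 0.90 in the Mapk1 heterozygous line on the log2 scale, and Esrrb from -1.02 in the Eed KO to 0.61 in the Rbpj KO. Over 10 naïve factors, the median of the lines' mean log2 fold changes was 0.15 in 2i.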

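Klf4, a zinc finger factor that can replace LIF in self-renewal, was higher in 2i in the Rbpj KO (log2 fold change 1.42, SE 0.27, adjusted p = 0.0185 from edgeR) and in the Csnk1a1 KO (log2 fold change 1.61, SE 0.27, adjusted p = 7.64e-04 from edgeR; 2 libraries per line against 14 of WT). Tbx3, a T-box factor, did not pass the threshold in the Csnk1a1 KO (log2 fold change 1.10, SE 0.41, adjusted p = 0.152 from edgeR) or in the Rbpj KO (log2 fold change 1.19, SE 0.43, adjusted p = 0.330 from edgeR). Klf4 was also higher in the KOs of Trim71 (1.29, SE 0.27) and of Zfp281 (1.18, SE 0.26).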

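Nr0b1 (Dax1) is a nuclear receptor of the naïve network, and in 2i it was highest relative to WT in cells lacking the corepressor gene Ctbp2 (log2 fold change 1.48, SE 0.33, adjusted p = 0.0321 from edgeR). Klf4 in the same line had a log2 fold change of -0.68 (SE 0.29), below the threshold.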

*Ctbp2* KO significantly upregulated Nr0b1 in the ground state. 

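Of all values of the 10 naïve factors in 73 lines in 2i, 5 were higher than in WT and 1 was lower, and these 6 fell in the lines Csnk1a1, Rbpj, Trim71, Zfp281 and Ctbp2. The lower one was Prdm14, a PR domain factor, in the Csnk1a1 KO (log2 fold change -1.27, SE 0.33, adjusted p = 0.0327 from edgeR). Klf5 was past the threshold in none of the lines, with -1.04 in the Eed KO and 0.87 in the Arid5b KO as its extremes.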

Other KOs had no significant effects on factors of the naïve network in 2i. These data are consistent with robust feedback wiring in the naïve TF network (Dunn *et al*, 2014; Niwa, 2018) and neutralisation of most differentiation factors in 2i in culture (Martello & Smith, 2014). In contrast, we observed a more extensive impact on formative markers. 

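Over Otx2, Fgf5, Dnmt3a, Dnmt3b and Pou3f1, the 5 formative markers, the median of the lines' mean log2 fold changes in 2i was -0.33. Past the threshold, 13 values in 9 lines were lower than in WT and 3 in 3 lines were higher. The higher ones were Pou3f1 in the KOs of Suz12 (log2 fold change 1.70, SE 0.39, adjusted p = 0.00959 from edgeR) and Eed (1.51, SE 0.44) and Fgf5 in that of Mthfd1l, an enzyme of folate metabolism (3.04, SE 0.59).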

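Dnmt3a, a de novo DNA methyltransferase, was lower in 2i than in WT in the KOs of Csnk1a1 (log2 fold change -2.06, SE 0.14), Zfp281 (-1.95, SE 0.13), Trim71 (-1.77, SE 0.15), Tsc2 (-1.68, SE 0.18) and Ctbp2 (-0.92, SE 0.12), with adjusted p of at most 0.0306 from edgeR. Its paralog Dnmt3b was lower in the KOs of Rbpj (-1.60, SE 0.29), Zfp423 (-1.47, SE 0.29), Csnk1a1 (-1.28, SE 0.27) and Zfp281 (-1.23, SE 0.27). Otx2, a homeobox factor of the formative state, was lower in the Trim71 KO (-2.06, SE 0.50), Fgf5 in the Csnk1a1 KO (-3.17, SE 0.81) and Pou3f1 in the Smg5 KO (-2.95, SE 0.74). Fgf5 and Pou3f1 have low counts in 2i, which their standard errors carry.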

Several KO cell lines showed lower baseline expression in 2i of *Otx2, Fgf5, Dnmt3a/b* and *Pou3f1* (Oct6) (Fig EV1B). 

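Raf1 encodes a kinase upstream of ERK, and in its KO Dnmt3a was lower in 2i (log2 fold change -1.29, SE 0.13, adjusted p = 8.89e-05 from edgeR). Of the other values of Dnmt3a, Dnmt3b, Pou3f1 and Fgf5 in the lines for Fgfr1, Ptpn11, Mapk1 and Etv5, none passed the threshold, and their direction was down except for Fgf5 in the Ptpn11 KO. The nearest to it were Dnmt3b in the Mapk1 heterozygous line (log2 fold change -1.47, SE 0.28, adjusted p = 0.0558 from edgeR) and Fgf5 in the Etv5 KO (log2 fold change -3.46, SE 1.03, adjusted p = 0.0640 from edgeR). In the KO of Fgfr2, another FGF receptor gene, Dnmt3a had a log2 fold change of 0.072 (SE 0.12).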

In‐line with recent results, we noted that depletion of several Fgf/ERK components resulted in reduced *Dnmt3a/b, Pou3f1* and *Fgf5* expression in 2i (Kalkan *et al*, 2019). Although Fgf/ERK signalling is effectively inhibited in 2i (Ying *et al*, 2008), our data suggest that either residual pathway activity or potential moonlighting functions of pathway components mediate poised expression of the formative pluripotency programme in 2i.

**Figure EV1:**
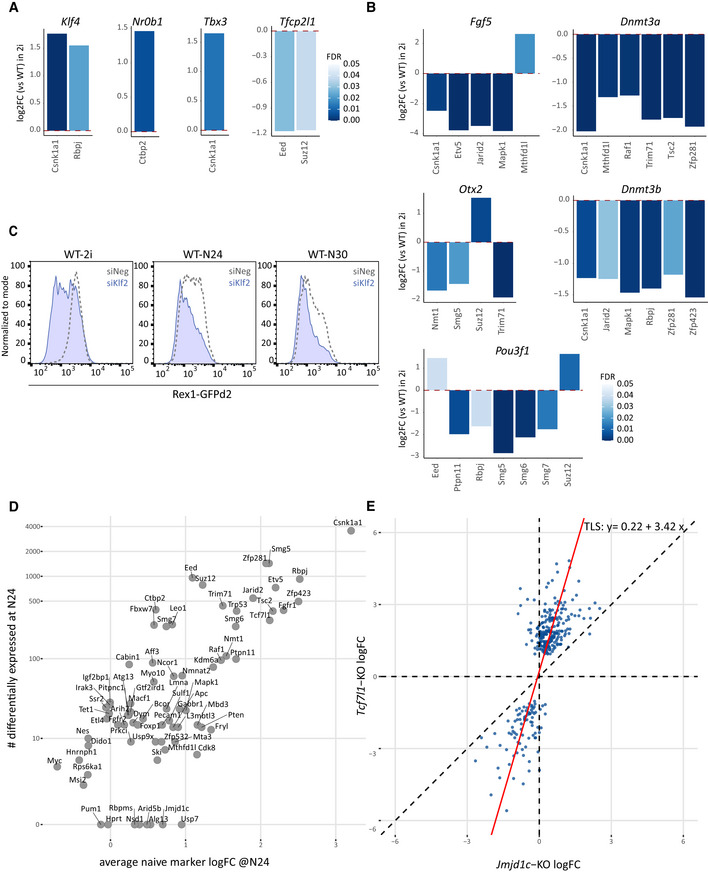
Systematic transcriptional profiling of a mutant ESC library RNA‐seq‐derived fold changes relative to WT of indicated naïve marker genes in indicated KOs in 2i (colour scale shows FDR, only genes with FDR ≤ 0.05 are shown).RNA‐seq‐derived fold changes relative to WT of indicated formative marker genes in indicated KOs in 2i (colour scale shows FDR, only genes with FDR ≤ 0.05 are shown).Rex1‐GFP FACS analysis of WT cells in 2i, at N24 and at N30, transfected with negative control or *Klf2*‐specific siRNAs.Comparison of the number of differentially expressed genes at N24 (FDR ≤ 0.05, H0: |log2FC| < log2(1.5)) to the average naïve marker log2FC at N24 (phenotype strength).Correlation of *Tcf7l1* KOs to *Jmjd1c* KOs regarding log2FCs at N24 between knockout and WT control. Each dot corresponds to one gene. Only genes showing significance (FDR ≤ 0.05, H0: |log2FC| < log2(1.5)) in either one of the two KOs are plotted. Red line: total least square regression; regression coefficients are shown.

Clustering based on the expression of ten naïve pluripotency marker genes showed that the downregulation of the naïve pluripotency TFs during formative differentiation is defective across multiple KOs (Fig 2A). 

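At N24, 96 of the values of the 10 naïve factors were higher than in WT past the threshold and none was lower, and the higher ones fell in 19 of the 73 lines. At least 5 factors were higher in 11 lines. Prdm14 was higher in 16 lines, most in the Zfp423 KO (log2 fold change 3.58, SE 0.34), Nanog in 12, with 3.14 (SE 0.35) in the Csnk1a1 KO, and Esrrb in 9, most in the Rbpj KO (log2 fold change 2.18, SE 0.40). Zfp42 was higher in 6 lines, most in the Fgfr1 KO (log2 fold change 1.86, SE 0.38), Klf5 in 5 and Nr0b1 in 4, in the Fgfr1 KO by 2.22 (SE 0.35). The mean of the 7 naïve markers (Esrrb, Nanog, Tfcp2l1, Tbx3, Prdm14, Klf4 and Zfp42) lay above WT in 57 lines, by more than 0.5 in 41 and by more than 1 in 23, and below WT by more than 0.5 in 3. This mean varied with an SD of 0.30 between the 2 libraries of a line and of 0.87 over the 13 WT libraries at N24, which come from 7 batches. All 23 formative marker values that passed the threshold at N24 were lower than in WT, in 9 lines, with Dnmt3b lower in 7 of them and Otx2 only in the Csnk1a1 KO (log2 fold change -2.71, SE 0.46). From the clustering of these factors the paper concludes that their downregulation is defective across multiple KOs.

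**Figure D2:**
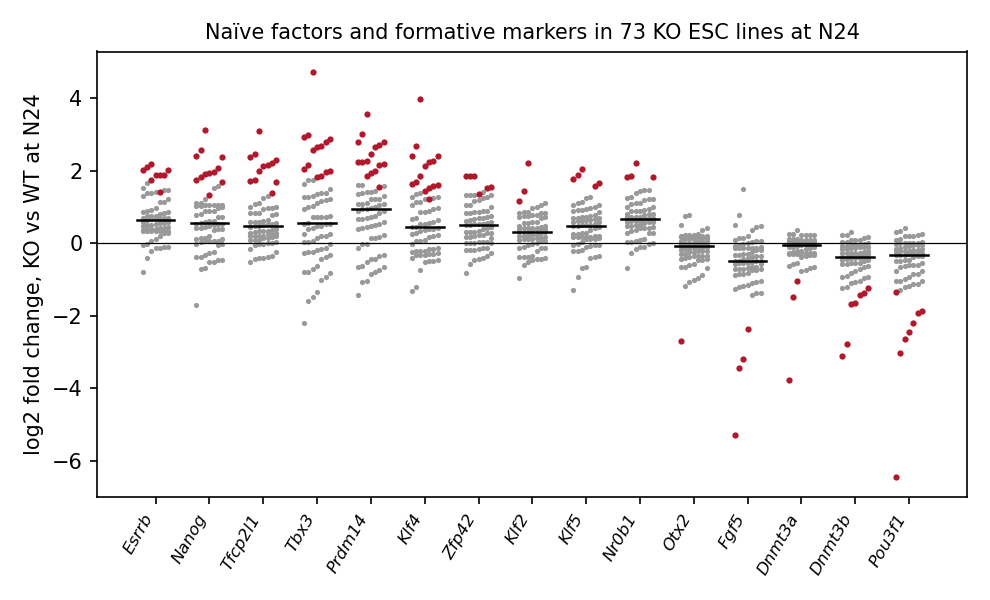
Log2 fold change against WT at N24 (y axis) of 10 naïve factors and 5 formative markers (x axis), with 1 point for each of the 73 KO lines and bars at the medians. Red points passed the threshold, 96 above 0 among the naïve factors and 23 below 0 among the formative markers.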

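Across the 73 lines at N24, the log2 fold changes of Klf2, a Krüppel-like factor, had a median r of 0.407 with those of the 9 other naïve factors. For the other factors this median lay between 0.525 (Nr0b1) and 0.842 (Nanog and Tfcp2l1), and it was 0.709 for Klf5. The highest single r was 0.928, between Tbx3 and Klf4, and Klf2 with Nr0b1 gave the lowest, 0.0629.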

Although overall expression of the naïve TFs was highly correlated, *Klf2* appeared to be an exception. 

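Klf2 mRNA at N24 was higher than in WT past the threshold in 3 lines, most in the KO of Tcf7l1, a repressor that acts on Wnt targets (log2 fold change 2.21, SE 0.27, adjusted p = 3.35e-05 from edgeR), and also in those of Csnk1a1 and Zfp281. In the KO of Jarid2, a cofactor of PRC2, it did not pass the threshold (log2 fold change -0.51, SE 0.28, adjusted p = 1 from edgeR). Nanog rose above WT by 2.42 (SE 0.35) in the Tcf7l1 KO and 1.74 (SE 0.34) in the Jarid2 KO, Esrrb by 2.02 (SE 0.36) and 1.88 (SE 0.35), and Tfcp2l1, a factor that joins LIF and Wnt inputs, by 2.31 (SE 0.28) and 1.98 (SE 0.27), all on the log2 scale and past the threshold. Each line had 2 libraries at N24 against 13 of WT.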

*Klf2* downregulation was notably impaired in *Tcf7l1* KO ESCs, whereas it was unaffected by several KOs, including *Jarid2,* despite a comparable extent of deregulation of most other naïve marker genes. This indicates that *Klf2* expression can be uncoupled from the core naïve network. Forced *Klf2* expression stabilises self‐renewal (Hall *et al*, 2009; Qiu *et al*, 2015). *Klf2* depletion destabilises mouse ESC identity (Yeo *et al*, 2014) and increases the speed of Rex1‐GFP downregulation upon 2i withdrawal (Fig EV1C). The differentiation delay in *Tcf7l1* KO ES cells is partially dependent on *Klf2* (Fig 2B), consistent with direct regulation (Martello *et al*, 2012). In contrast, *Klf2* depletion in *Jarid2* KOs did not restore differentiation timing, indicating that separable gene networks contribute to dismantling naïve pluripotency.

### Effects of exit gene depletion on global gene regulation

We used two measures to gauge differentiation delays in KOs compared with WT cells: first, the average naïve marker change defined throughout this manuscript as the log2 fold change of a set of seven naïve TFs, *Esrrb, Nanog, Tfcp2l1, Tbx3, Prdm14, Klf4* and *Zfp42* at N24 at N24 compared with WT; second, the extent of global transcriptome adjustments between 2i and N24 in each KO compared with changes occurring in WT. 

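By the first measure, the median line stood 0.63 above WT on the log2 scale at N24. Tsc2, a brake on mTORC1 (2.22), Jarid2 (1.82) and Tcf7l1 (1.86) were among the highest lines, and the lowest were Myc, a growth regulator (-0.98), the RNA-binding protein gene Msi2 (-0.62) and Dido1 (-0.56). The second was taken as r, across the genes that change in WT cells, between the fold changes of a line against WT at N24 and those of WT from 2i to N24, so that below 0 the line lags behind WT. Its median over the lines was -0.185, with 53 of 73 lines below 0, from -0.774 (Csnk1a1) to 0.459 (Myc). Both use the same WT libraries, and for lines simulated without any change r lay between -0.0857 and 0.0300. The simulation held no differences between batches. KOs of the control genes Hprt and Nes lay outside that range, at -0.152 and 0.318, so the range cannot tell which lines lag.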

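Lines with more naïve marker mRNA at N24, such as Tcf7l1 (r with the WT change -0.640), Tsc2 (-0.634) and Etv5 (-0.625), had moved less in the direction of WT. Over the 73 lines the mean marker fold change and r with the WT change had Pearson's r = -0.904 and Spearman's rho = -0.881 (permutation test, two-sided, p = 1e-05 for each, the smallest that 100000 permutations can give). This was 1 of 4 relations between lines that were computed, each with this p for r, so adjustment over them leaves it unchanged. Without the 2 lines farthest from the median r was -0.890, and without the 7 markers among the genes -0.902. With separate WT libraries as controls for the 2 measures it was -0.897, and -0.903 with the controls exchanged. Within batches of at least 6 lines r ran from -0.958 (batch 1, 11 lines) to -0.659 (batch 7, 6 lines, exact permutation p = 0.168), and in batch 6 rho was -0.327 (permutation p = 0.324).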

Generally, the delayed extinction of the naïve TF network in KOs at N24 was accompanied by reduced gene expression change between 2i and N24 (*R* = −0.91; Fig 2C). *Trim71* KOs formed an exception. They exhibited a relatively strong impact on naïve TF expression levels, while displaying only modest global transcription changes. Thus, the RNA‐binding protein Trim71 appears to be focused on the regulation of naïve pluripotency TF genes, although the ensuing exit‐delay in *Trim71* KO cells is modest.

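Trim71, an RNA-binding ubiquitin ligase, had a mean of the 7 markers of 1.42 in its KO at N24, while r with the WT change was -0.0866, place 48 of 73 from the lowest. Tbx3 (log2 fold change 2.58, SE 0.43, adjusted p = 0.00112 from edgeR) and Klf4 (log2 fold change 1.61, SE 0.29, adjusted p = 0.00725 from edgeR) passed the threshold there. Zfp42 (1.43, SE 0.34) and Esrrb (1.39, SE 0.36) did not, with adjusted p = 0.0622 and 0.0894 from edgeR. 847 genes were changed in 2i and 586 at N24 (2 libraries per medium), places 7 and 12 of 73.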

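Per KO line, between 3 and 3064 genes were changed against WT in 2i (median 78) and between 3 and 4567 at N24 (median 61), with 5 and 7 lines above 1000. The medians were 17 and 13 with limma-voom over all libraries, 50 and 44 with DESeq2, 25 and 16 with no batch term and 1370 and 1117 with no fold threshold, and 41 and 49 in 2i without 2i replicate 1 or 2 and 41 and 38 at N24 without N24 replicate 1 or 2. The 2 counts of a line, on the log2 scale, had r = 0.911 and rho = 0.878 over the 73 lines (p = 1e-05 for each, the smallest the permutations can give), r = 0.897 without the 2 farthest lines, and 0.824 to 0.979 within batches. Each line's counts in both media come from 1 fit that shares its batch term and dispersion. In all, 7314 genes were changed in at least 1 line in 2i and 8047 at N24, 2715 and 3204 of them in 1 line only. A set of 21 genes, led by Efhc2 and the X-linked Xlr3c and Xlr5a, was lower than in WT in more than 36 of the lines in 2i, and without it the medians were 57 and 42. In 13 lines the genes of a whole chromosome moved together in both media, upwards for chromosome 8 in Aff3, Alg13, Cabin1, Etv5, Foxp1, Leo1, Lmna, Msi2 and Rps6ka1, chromosome 6 in Cabin1, Jarid2, Leo1 and Mapk1, chromosome 11 in Fbxw7 and chromosome 3 in Leo1, and downwards for chromosome 12 in Mthfd1l.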

A general correlation was observed between the numbers of genes deregulated in 2i and at N24 (Fig 2D). 

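Loss of Eed changed 2590 genes in 2i and 1632 at N24, loss of Suz12 2243 genes in 2i and 1459 at N24, loss of Zfp281, a repressor of the naïve network, 1476 genes in 2i and 2069 at N24 and loss of Smg5 1265 genes in 2i and 1965 at N24, and only the Csnk1a1 KO had more in 2i than Eed; without N24 replicate 2 Eed had 786 at N24. In the Eed KO the imprinted genes H19 (log2 fold change 6.63, SE 0.29) and Igf2 (5.35, SE 0.42; 156 ± 134 CPM, SD of 2 libraries) rose most in 2i (among genes with a mean log2 CPM of at least 3, as below), with Accsl falling most (-3.73, SE 0.25), and at N24 the laminin gene Lama1 rose by 4.52. Of 16 Polycomb targets, 13 were higher in 2i in the Eed KO and 11 in the Suz12 KO (13 and 13 when adjusted over the list alone), and of 16 primitive endoderm genes 15 were higher in the Eed KO at N24 (as many when adjusted over the list alone). Igf2 led in the Suz12 KO as well (4.52 in 2i), and so did Accsl among the falls (-3.17). In the Zfp281 KO the mesoderm factor T (4.66) was highest at N24 and the imprinted RNAs Mirg (-7.07) and Meg3 (-6.63) lowest, Lefty2 fell most in 2i (-5.25, SE 0.69), and 6 of 14 further formative genes were lower at N24 (8 when adjusted over the list alone). In the Smg5 KO the snoRNA host gene Snhg12 (4.60, SE 0.13) and Epb41l4aos (4.32, SE 0.13) rose most in 2i, and of 18 transcripts known to be degraded by NMD 6 were higher in 2i and 7 at N24 (6 and 8 when adjusted over the list alone). Genes read as signs of RNA quality and stress were higher in 6 of 14 in the Eed KO in 2i and in 6 in the Zfp281 KO at N24 (as many when adjusted over the list alone).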

Mutants with the strongest impact on the transcriptome (e.g. *Csnk1a1*, *Eed*, *Suz12*, *Zfp281* and *Smg5*) showed deregulation of several thousand genes both in 2i and at N24. 

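The KO of the receptor gene Fgfr1 changed 205 genes in 2i and 691 at N24, 3.37 times as many, and the Tcf7l1 KO 83 and 413, 4.98 times as many. At N24, among genes with a mean log2 CPM of at least 3, the autophagy receptor gene Calcoco2 (4.26, SE 0.46), the peptidase gene Mme (3.41, SE 0.25) and Jam2 (3.17, SE 0.51) rose most in the Fgfr1 KO, and Efhc2 (-3.80, SE 0.18), the ephrin receptor gene Epha1 (-3.30, SE 0.55) and Xist (-2.87, SE 0.43) fell most. Efhc2 was lower than in WT in 61 of the KO lines at N24, so its fall is not particular to the Fgfr1 KO. The Tcf7l1 KO had its largest rises in Nt5e (4.23, SE 0.56), the guidance gene Ntn1 (4.23, SE 0.23) and Myh13 (3.65, SE 0.33) and its largest falls in Gprc5c (-2.61, SE 0.37) and Slc35d3 (-2.40, SE 0.35). The effect of the KO differed between N24 and 2i for 76 genes in the Fgfr1 line, Ngfr among them (2.79, SE 0.32), and for 316 in the Tcf7l1 line, Nefl (3.51, SE 0.23) and Sox1 (-2.79, SE 0.51) among them. With 1 library left out, genes changed in the Fgfr1 KO numbered 101 (without 2i replicate 1) and 84 (2i replicate 2) in 2i and 324 (N24 replicate 1) and 449 (N24 replicate 2) at N24, its interaction 15, 22, 14 and 66 in this order, and the interaction of the Tcf7l1 KO 147, 179, 188 and 174; for Tcf7l1 27 and 60 were changed in 2i without 2i replicate 1 and 2, and 232 and 250 at N24 without N24 replicate 1 and 2. All 7 naïve markers were above WT in the Fgfr1 KO at N24 (also when adjusted over the list alone) and 4 in the Tcf7l1 KO (7 when adjusted over the list alone). The paper proposes that 2i masks both genes, since the inhibitors act in the same pathways.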

*Fgfr1* and *Tcf7l1* KOs were two exceptions to this correlation with relatively few genes deregulated in 2i but several hundred at N24. We surmise that the effect of these two genes in 2i is largely masked because they are in the same pathways as the inhibitor targets Mek1/2 (PD0325901) and Gsk3 (Chiron 990201) (Ying *et al*, 2008; Martello & Smith, 2014).

Defective differentiation could simply equate with the extent of overall gene deregulation. We therefore mapped the average deregulation of naïve marker genes onto Fig 2D. 

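Csnk1a1, Zfp281, Etv5 and Rbpj KOs, each with more than 1000 changed genes at N24 (1147 for Etv5 and 1355 for Rbpj, the effector of Notch), had marker means of at least 1.97. Over the 73 lines the log2 number of changed genes at N24 and the marker mean had r = 0.645 and rho = 0.520 (permutation p = 1e-05, the smallest possible, and 2.00e-05), and r = 0.589 without the 2 farthest lines. Within batches r ran from 0.584 (batch 6, permutation p = 0.0605) to 0.843 (batch 7, exact permutation p = 0.0458). For the number in 2i, r was 0.558 and rho 0.488 (permutation p = 1e-05 and 2.00e-05), 0.521 without the 2 farthest, and 0.460 to 0.955 within batches. The marker genes are themselves among the genes counted, at most 7 of them.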

Most KOs showing the strongest increase in naïve marker gene expression correlated with large‐scale gene deregulation (both in 2i and at N24). However, there were several exceptions: for example, KO of *Eed*, *Suz12*, *Smg7, Leo1* and *Ctbp2* affected a substantial number of genes, but caused naïve marker deregulation that was weaker than expected assuming a direct correlation between the number of deregulated genes and the differentiation phenotype (Figs 2D and EV1D). 

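A straight line through the 73 lines of marker mean on the log2 number of changed genes at N24 served as the expectation. The KO of the corepressor gene Ctbp2 fell 1.07 below it (654 genes at N24, marker mean 0.28), place 71 of 73. Eed (marker mean 1.03), Smg7 (406 genes, 0.67), Suz12 (1.17) and Leo1, of the Paf1 complex (419 genes, 0.78), lay 0.63, 0.52, 0.45 and 0.42 below it. In 2i the same lines had 721 (Ctbp2), 607 (Smg7) and 739 (Leo1) changed genes. Without N24 replicate 1 the counts at N24 were 384 for Ctbp2, 241 for Smg7 and 152 for Leo1, and without N24 replicate 2 395, 256 and 203.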

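With 45 changed genes at N24 in the KO of the phosphatase gene Pten, 45 in that of the Mediator kinase gene Cdk8 and 51 in that of the NuRD subunit gene Mbd3, the marker means were 1.16, 1.06 and 1.08. These lay 0.71, 0.62 and 0.60 above the line through all KOs. Changed genes in 2i numbered 95, 70 and 38, and counts this low leave out moderate changes, since the test is against a fold change of 1.5 with 2 libraries per line and medium. The counts at N24 rest on both libraries, with 29, 26 and 26 at N24 without N24 replicate 1 and 25, 23 and 30 without N24 replicate 2. In the Cdk8 and Mbd3 KOs the Y-linked genes were lower as well, with a median at or below -2 on the log2 scale in both media.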

Vice versa, KO of *Mbd3, Cdk8* or *Pten* affect naïve marker downregulation, despite a relatively mild impact on the number of DEGs in the respective KOs.

### Transcriptome analysis reveals a genetic interaction between *Jmjd1c* and *Tcf7l1*

The putative histone 3 lysine 9 (H3K9) demethylase *Jmjd1c (Kdm3c)* KO is a case of particular note. 

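In the KO of Jmjd1c, a member of a family of H3K9 demethylases, 3 genes passed the threshold at N24 and 3 in 2i, where 8, 25, 6 and 6 passed in 2i without 2i replicate 1, 2i replicate 2, N24 replicate 1 and N24 replicate 2. At N24 they were the stress-responsive gene Ndrg1 (2.26, SE 0.32; 15.9 ± 15.1 CPM, SD of 2 libraries, against 4.02 ± 0.695 in WT, so mostly from 1 library), Uba1y (1.54, SE 0.16) and Efhc2 (-1.77, SE 0.20), where Efhc2 is lower in 61 of the 73 lines in 2i. None differed in its response from WT (edgeR's test of the interaction), where 437 of 14525 genes had an unadjusted p under 0.05, and DESeq2 called 0 and limma-voom 2. At N24 242 genes had an unadjusted p under 0.05, and limma-voom over all libraries called 6, and with only the WT libraries of its batch 0 were called. The mean of the 7 markers was 0.63, 1.02 above the line through all KOs, with Prdm14 highest (log2 fold change 1.41, SE 0.38, adjusted p = 1 from edgeR), and r with the WT change was -0.322, place 20 from the lowest.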

No genes were significantly deregulated at N24 (Fig 2D), and a mild global neutralisation of differentiation‐induced transcriptome changes was observed (Fig 2C). Neither the role of *Jmjd1c* in pluripotency regulation nor its mode of action is known. We used multiple regression analysis to determine the similarity of the *Jmjd1c* KO to all other KO RNA‐seq profiles. 

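Across the genes that change in WT cells, log2 fold changes against WT at N24 in the KOs of Jmjd1c and of Tcf7l1, the repressor downstream of Gsk3, had r = 0.466 (covariance 0.213). With separate WT libraries as controls r was 0.455, and with 1 library of each line left out 0.271 to 0.392. By this measure Tcf7l1 was the third line for Jmjd1c, after the lamin gene Lmna (r = 0.611) and the sulfatase gene Sulf1 (0.501), and Jmjd1c ranked 9 for Tcf7l1, whose nearest lines were Kdm6a (0.583) and Tsc2 (0.564). Lmna and Sulf1 are in batch 6 with Jmjd1c and Tcf7l1 is in batch 1, and pairs of lines had a median r of 0.323 within batches and 0.175 between them, so part of that order may come from the batch. Klf2, held up in the Tcf7l1 KO, had a log2 fold change of 1.01 (SE 0.29, adjusted p = 1 from edgeR) in the Jmjd1c KO. The paper proposes from the likeness of the profiles a functional connection between both genes.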

At N24, the *Jmjd1c* KO transcriptome was most similar to the *Tcf7l1* KO profiles (Fig EV1E), suggesting a potential functional connection between *Jmjd1c* and *Tcf7l1*. Indeed, Jmjd1c has recently been reported as a high‐confidence protein interactor of Tcf7l1 (preprint: Moreira *et al*, 2018). The 2i component Chiron 99021 is a specific inhibitor of Gsk3 and phenocopies deletion of *Tcf7l1*, which is the downstream repressor in ESCs (Wray *et al*, 2011; Shy *et al*, 2013). Accordingly, Chiron 99021 delays the differentiation of WT ESCs, but had little additional effect on *Tcf7l1* KOs, without affecting growth or survival of treated cells (Fig 2E and Appendix Fig S5H). *Jmjd1c*‐deficient ESCs did not show a discernible phenotype at N48, in‐line with minimal deregulation of the naïve TF network. Addition of Chiron 99021 had a stronger than expected effect on *Jmjd1c* KOs and resulted in a synthetic enhanced delay phenotype (Fig 2E), suggesting a cooperative activity of *Jmjd1c* and the Wnt/Tcf7l1 axis in the exit from naïve pluripotency.

### Relative quantification of differentiation delays *in vitro*

To quantify differentiation delays, we obtained RNA‐seq data from a 2h‐resolved WT ESC differentiation time course (Fig 3A and Appendix Fig S6A). 

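The time course has 21 libraries of WT RC9 ESCs, with 2 in 2i, 2 in 2i with LIF, 1 at each 2 h step from 2 to 30 h after transfer to N2B27 and 2 at 32 h, so that the hours from 2 to 30 have no replicates. The authors mapped reads with STAR 2.5.2b, normalized with DESeq2 and deposited counts, TPM and FPKM for 27351 genes, of which 7287 had a count of 0 in every library. Total counts were 38376865 to 49421844 per library (median 44217241). At 12 h Otx2 stood 3.43, Pou3f1 3.48 and Dnmt3b 1.41 above 2i on the log2 scale, and at 24 h 4.21, 5.53 and 2.69. Nanog was at -1.48 at 12 h and -2.89 at 24 h, whereas Zfp42 was at 0.32 and -0.85, and took 24.75 h to reach the midpoint of its change at 32 h, against 13.5 h for Nanog. In the 2 libraries at 32 h Tfcp2l1 stood at -4.02 and -4.06 and Fgf5 at 6.99 and 6.77. Against 2i, 1501 genes rose and 1439 fell by 32 h (2 libraries each, with the dispersion of all groups). Across 12781 genes tested in both sets, the change by 24 h and that of the WT cells of the KO set at N24 had r = 0.910, and of the 3095 present that change at N24, 3047 had the same sign; genes are not independent replicates. Timing of a line is the point of the smoothed course, in steps of 0.25 h, with the smallest distance to the line's mean at N24, both taken as log2 fold changes from 2i, and its delay is 24 h less that time.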

We then compared the expression patterns of a set of naïve markers in a given KO at N24 with the expression of the same gene‐set along the WT 2i to N32 trajectory. This enabled us to “position” each KO along the trajectory and thus quantify the differentiation delay with a precision of about 4h (Fig 3B, Dataset EV2). 

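By the 7 naïve markers, the Csnk1a1 KO at N24 lay at 9 h of the WT course, a delay of 15 h, and 15 to 16.75 h with 1 library left out. Zfp423 and Jarid2 lay at 14.25 h, Smg5 at 16.75 h, Suz12 at 17 h, Eed at 17.5 h and Tcf7l1 at 18.25 h. The WT cells of the KO set at N24 lay themselves at 32 h, the end of the course (28 to 32 h within 10% of the smallest distance), so delays measured from 24 h had a median of -3.5 h, and 23 lines lay at 32 h. That median turned to 5.25 h with 1 minus Pearson correlation as the distance. Delays over 4 h were found in 13 lines. The times within 10% of the smallest distance spanned 4 h in the median line, and timing moved by 1 h (median span) with 1 of a line's libraries left out. Delay and the mean of the same 7 markers had r = 0.905 and rho = 0.926 over the 73 lines (permutation p = 1e-05 for r), which share the marker values.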

In a complementary approach, we used all 3068 DEGs between 2i and N24 as an alternative reference set. This yielded similar, but on average slightly less pronounced differentiation delays (Fig 3C and Appendix Fig S6B), supporting the hypothesis that the naïve TF network is regulated in concordance with but partially independently from the rest of the transcriptome during exit from naïve pluripotency.

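With 3095 genes that change in WT cells, the Csnk1a1 KO lay at 0.25 h, Eed at 15.25 h, Suz12, Zfp423 and Jarid2 at 16.75 h, Smg5 at 20.5 h and Tcf7l1 at 20.75 h. Each line is timed by its change from its own libraries in 2i. Eed and Suz12 had positions of 0.309 and 0.293 already in 2i, where the median line had 0.00547. Their early times therefore do not tell a lag from a start ahead of WT. Under the alternative described below, their delays by these genes were -1.5 h each. The WT cells of the KO set at N24 lay at 29 h (22 to 32 h within 10% of the smallest distance), and the median delay from 24 h was -2.75 h. The markers gave a longer delay than these genes in 28 lines and a shorter one in 40, with a median difference of -0.25 h, while 5 lines had a delay over 4 h by the larger set. These counts of lines cannot decide which set gives the longer delay. Counted from 24 h, the 2 sets start unequally, since WT cells lay at 32 h by the markers and at 29 h by these genes. By the markers 23 lines lay at 32 h, the end of the course, and by these genes 3. An alternative chosen after the values had been seen added the change of a line against WT to the time course at 24 h. There every line starts from 24 h, and the markers gave the longer delay in 51 lines and the shorter one in 22, with medians of 4.5 and 2 h. Both delays had r = 0.908 and rho = 0.953 (permutation p = 1e-05 for each). The range within 10% of the smallest distance was 10 h wide in the median line. The paper proposes from the comparison of both sets that the naïve network is regulated partly apart from the rest of the transcriptome.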

**Figure 3:**
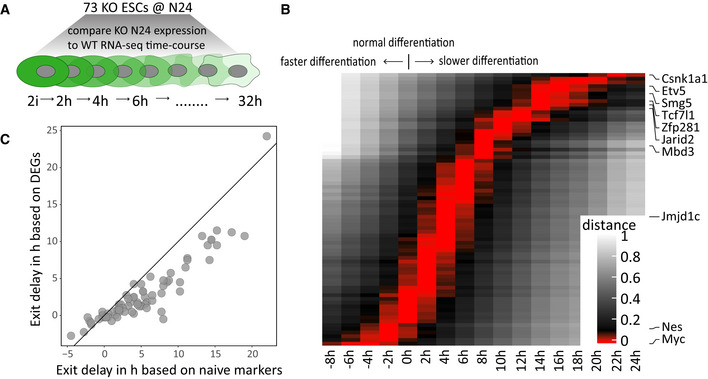
Relative quantification of differentiation delays *in vitro* Scheme illustrating comparisons of the 73 KO gene expression profiles at N24 with an *in vitro* differentiation time course of WT ESCs with a 2‐h resolution.Heatmap showing differentiation delays of the 73 KO lines quantified by average naïve marker gene expression. Red bars indicate the closest correlation to that specific time point. Positive values indicate delayed differentiation. Negative values indicate more rapid differentiation. Each line corresponds to one KO. Selected KOs are indicated. See Dataset EV2 for the full hierarchy of the 73 KOs.Plot showing a comparison of the differentiation delays calculated using naïve markers as in (B) to differentiation delays calculated using all 3068 genes differentially expressed in WT differentiation (N24 vs. 2i) (see Appendix Fig 6B).

### The regulatory programme for the *in vivo* pre‐ to post‐implantation epiblast transition is preserved in most mutants

To explore the extent to which our *in vitro* data captures *in vivo* regulation, we first compared global transcriptomes of WT and KO ESCs with single‐cell transcriptome data from the *in vivo* pre‐ (E4.5) and post‐implantation (E5.5 and E6.5) mouse epiblast (Mohammed *et al*, 2017) (Fig 4A and Dataset EV3). As expected (Boroviak *et al*, 2014), WT cells in 2i showed greater similarity (fraction of identity, FOI) to the E4.5 than to the E5.5 epiblast (Gong & Szustakowski, 2013). At N24, in contrast, higher FOI to the E5.5 epiblast was observed. We could not detect a clear difference between FOIs of cells in 2i or at N24 when compared to the E6.5 epiblast. This underscores that 24 h of 2i withdrawal models the E4.5 to E5.5 epiblast transition (Kalkan *et al*, 2017).

**Figure 4:**
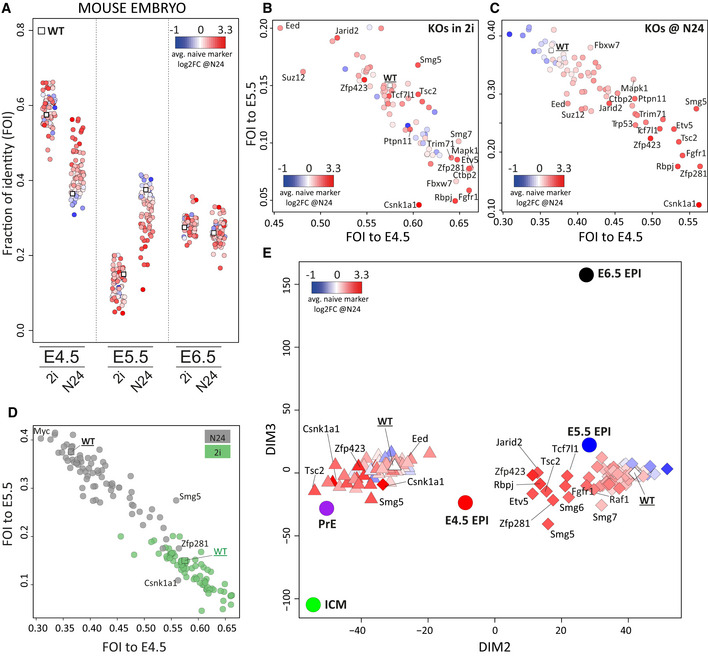
Comparing KO expression profiles to the *in vivo* pre‐ to post‐implantation epiblast transition Fractions of identity (FOI) between 2i and N24 expression data and mouse E4.5, E5.5 and E6.5 epiblast, computed using all expressed genes (log2FPKM > 0) for all KOs. Each dot represents one KO. Average naïve marker log2FC in KOs at N24 is indicated by a colour gradient.FOIs of WT and KO cells in 2i compared with the E4.5 and E5.5 mouse epiblast, computed using all expressed genes (log2FPKM > 0); average naïve marker log2FCs in KOs at N24 are indicated by a colour gradient.FOIs of WT and KO cells at N24 compared with the E4.5 and E5.5 mouse epiblast, computed using all expressed genes (log2FPKM > 0); average naïve marker log2FCs in KOs at N24 are indicated by a colour gradient.FOIs of WT and KO cells in 2i (green) and at N24 (grey) compared with E4.5 and E5.5 mouse epiblast, computed using all expressed genes (log2FPKM > 0).PCA showing all KOs in 2i (triangles) and at N24 (diamonds) and embryo‐derived data sets (ICM, primitive endoderm [PrE], E4.5, E5.5 E6.5 epiblast). Colour gradient indicates naïve marker log2FC at N24 of the respective KO.

Interestingly, some KO ESCs showed expression features in 2i that indicated increased similarity to the *in vivo* epiblast (Fig 4B). Among those were KOs showing strong *in vitro* differentiation defects, such as *Zfp281, Rbpj, Fgfr1 and Etv5,* but also *Trim71*, *Fbxw7* and *Smg7*, which showed only modest differentiation delays in culture. PRC2 mutants (*Eed*, *Suz12* and *Jarid2* KOs) showed an opposing pattern and lost similarity to the E4.5 epiblast in 2i.

At N24 several KOs, such as *Csnk1a1*, *Zfp281*, *Fgfr1*, *Etv5*, *Rbpj* and *Smg5*, retained strong similarity to the E4.5 epiblast (Fig 4C). Strikingly, *Zfp281* and *Csnk1a1* KO profiles at N24 showed similarity to the E4.5 epiblast on par with WT cells cultured in 2i (Fig 4D). The strong *Zfp281* phenotype is consistent with an overt differentiation delay phenotype (Mayer *et al*, 2020). Overall, there was a good correlation between the *in vitro* differentiation delay and the similarity with pre‐implantation epiblast cells, and both the 2i and N24 KO transcriptomes that were more similar to the E4.5 epiblast exhibited stronger exit‐delay phenotypes *in vitro* (Figs 4C and D, and EV2A). Together, this indicates that similar transcriptional networks are regulated by similar mechanisms during *in vivo* and *in vitro* transitions to formative pluripotency, with the exception of the *Jarid2* KO, which at N24 showed a similarity to the E4.5 epiblast that was smaller than expected based on its strong *in vitro* differentiation defect (Figs 4B and C, and EV2A).

**Figure EV2:**
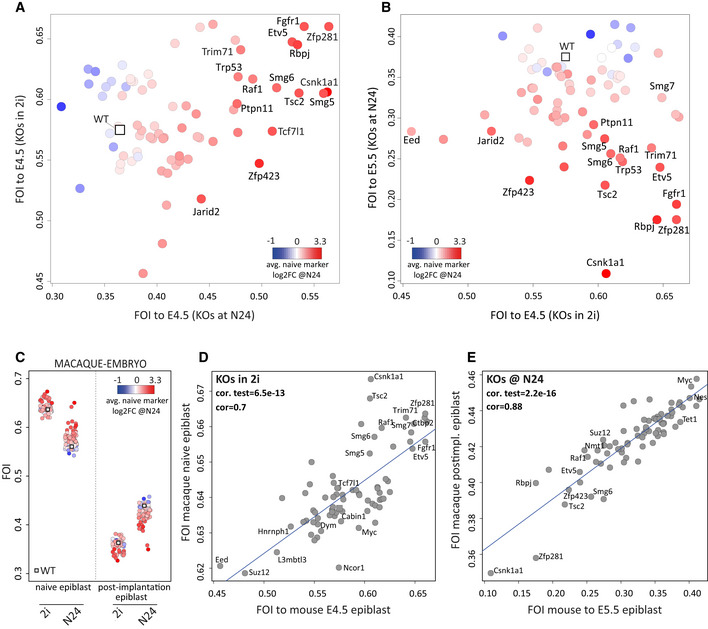
Comparing KO expression profiles to the *in vivo* pre‐ to post‐implantation epiblast transition FOIs to the E4.5 epiblast of all KOs in 2i compared with FOI to the E4.5 epiblast of all KOs at N24. The average naïve marker log2FC in KOs at N24 is indicated as colour gradient (strength of differentiation phenotype).FOIs of 2i samples to E4.5 epiblast (x‐axis) and FOIs of N24 samples to E5.5 epiblast (y‐axis). The average naïve marker log2FC in KOs at N24 is indicated as colour gradient.FOIs between 2i and N24 expression data and macaque naïve and post‐implantation epiblast, computed using all expressed genes (log2FPKM > 0) for all KOs. Each dot represents one KO. Average naïve marker log2FC in KOs at N24 is indicated by a colour gradient.Correlation plot of FOIs between 2i profiles and mouse naïve (E4.5) epiblast and FOIs between 2i profiles and macaque naïve epiblast (correlation significance is indicated in the plot).Correlation plot of FOIs between N24 profiles and mouse E5.5 epiblast and FOIs between N24 profiles and macaque post‐implantation epiblast (significance of correlation is indicated in the plot).

We then performed principal component analysis (PCA) for genes variably expressed in embryo development, using averaged values for inner cell mass (ICM), primitive endoderm (PrE) and E4.5, 5.5 and 6.5 epiblast (Mohammed *et al*, 2017). The PCA separated the 2i and N24 transcriptomes into two clusters with proximity to PrE/E4.5 and E5.5 epiblast, respectively (Fig 4E). Notably, *in vitro* differentiation defects were reflected by closer proximity of mutant N24 profiles to the E4.5 epiblast in the PCA.

We found that overall KOs showing strong *in vitro* differentiation phenotypes also exhibited increased similarity at N24 to the E4.5 epiblast and a concomitant reduction in the similarity to the E5.5 epiblast (Fig EV2B). This indicates a delay along the normal naïve to formative differentiation axis. Such a behaviour was most prominently detectable in KOs for *Zfp281*, *Etv5*, *Fgfr1*, *Rbpj* and *Trim71*. However, KOs for *Csnk1a1*, *Zfp423* and *Jarid2* deviated from this pattern, indicating that they might have disengaged from the normal embryonic developmental trajectory.

### Correspondence to primate embryogenesis

Despite morphological and timing differences between rodent and primate peri‐implantation development, embryos of both orders appear to transit through similar pluripotency states (Smith, 2017; Rossant & Tam, 2018). To examine a potential role for the set of 73 exit factors in primate naïve to formative epiblast transition, we compared transcriptional profiles of our KO series and cells of the macaque *in vivo* naïve and post‐implantation epiblast (Nakamura *et al*, 2016). In general, ESCs in 2i were more similar than cells at N24 to the pre‐implantation macaque epiblast (Fig EV2C). Correspondingly, N24 cells were closer to the macaque post‐implantation epiblast. Levels of similarity of KOs in 2i to the pre‐implantation epiblast and at N24 to the post‐implantation stage were well correlated between mouse and macaque (Fig EV2D and E). These observations suggest that the overall GRN redeployment and the activity and role of exit factors during the naïve to formative transition are conserved between rodents and primates.

### Identification of an extended naïve pluripotency network

ESC differentiation requires fine‐tuned coordination between extinction of the naïve and initiation of the formative transcription networks. To date, only incomplete inventories of the genes that functionally define these two states have been made. These genes cannot be defined based simply on differential expression between 2i and N24, because not all DEGs will be functionally linked to the naïve GRN. To identify those genes that show specific linkage to the core naïve pluripotency network, we trained regression models to predict gene expression changes across all KOs at N24 as a function of naïve marker log fold changes. 

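For each of 14038 genes with a median count above 5, the log2 fold changes against WT at N24 in the 73 lines were regressed on those of Nanog, Esrrb, Tbx3, Tfcp2l1, Klf4, Prdm14 and Zfp42 together. The markers explained 0.869 of the variance of Cpt1a, the gate of fatty acid oxidation in mitochondria, and 0.851 of that of the growth factor gene Pdgfa. 422 genes reached R² of at least 0.65, the markers included, and the median R² of all genes was 0.348. With the lines shuffled 100 times, 0 genes at most reached it. With each line predicted from the 72 others, 79 genes kept an R² of 0.65, and without the Eed, Suz12 and Csnk1a1 lines 268 reached it. With the fold changes centred within each batch of lines the number was 1055, 407 of the first set among them.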

The 496 genes whose expression was thereby identified to be tightly associated (*R* ^2^ ≥ 0.65) with one or several of the seven core pluripotency markers (*Nanog, Esrrb, Tbx3, Tfcp2l1, Klf4, Prdm14 and Zfp42)* were defined as “Naïve‐Associated Genes” (NAGs; Dataset EV3). Identification as NAG can be achieved by positive or negative association with naïve TF expression. Thus, we identified 278 NAGs that were downregulated (downNAGs—similar to e.g. *Nanog*) and 218 NAGs that were upregulated (upNAGs—similar to *Pou3f1*, Figs 5A and EV3A) during WT differentiation. 

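Of these genes 229 fell and 191 rose by the sign of their change in WT cells, and 299 passed the threshold there. Among the rising ones R² was 0.862 for Sephs1, a selenophosphate synthetase, whose WT change itself did not pass the threshold (log2 fold change 0.63, adjusted p = 0.347 from edgeR), 0.848 for Acsl4, which activates long fatty acids (1.85), and 0.842 for the phospholipase gene Plcg2 (2.34). For the formative markers R² was 0.765 (Dnmt3b), 0.722 (Pou3f1), 0.697 (Dnmt3a), 0.573 (Fgf5) and 0.465 (Otx2). Cpt1a fell by 3.02 in WT cells.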

Importantly, NAGs largely differ in identity from the top differentially expressed genes in WT differentiation (Fig 5A). 

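Among as many of the genes with the largest rise in WT cells, 46 of the 191 rising NAGs were found, and 48 of the 229 falling ones among the largest falls. Otx2 and Fgf5 rise strongly in WT cells but stayed under R² = 0.65, while Sephs1 ranks 9 by R² with a small WT change.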

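Klf5, a Krüppel-like factor, followed the 7 markers across the lines with R² = 0.844 (rank 12 of all genes, 0.798 when each line was predicted from the others). For the nuclear receptor Nr5a2 R² was 0.70 (0.510 predicted), and for Nr0b1 0.645 (0.488 predicted). Nr5a2 fell in WT cells by 3.85 on the log2 scale, whereas Nr0b1 (log2 fold change -0.55, adjusted p = 1 from edgeR) did not pass the threshold.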

Naïve pluripotency TFs not represented in the defining TF set were correctly identified as NAGs, including *Klf5, Nr0b1* and *Nr5a2*. *Klf2* is not one of the NAGs being only weakly associated (*R* ^2^ = 0.49) with the naïve network, in‐line with our earlier observation that *Klf2* expression can be uncoupled from the naïve TF network. 

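For Klf2 R² was 0.500, rank 2390 of all genes, and 0.292 when each line was predicted from the others, although Klf2 falls in WT cells by 2.32 on the log2 scale, from 145 ± 19.0 FPKM in 2i (SD, n = 14) to 31.6 ± 12.0 at N24 (n = 13). Fold changes centred within batches gave R² = 0.508.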

Of further note, *Klf2* expression is barely detectable in marmoset or human pre‐implantation epiblast cells (Fig EV3B).

**Figure 5:**
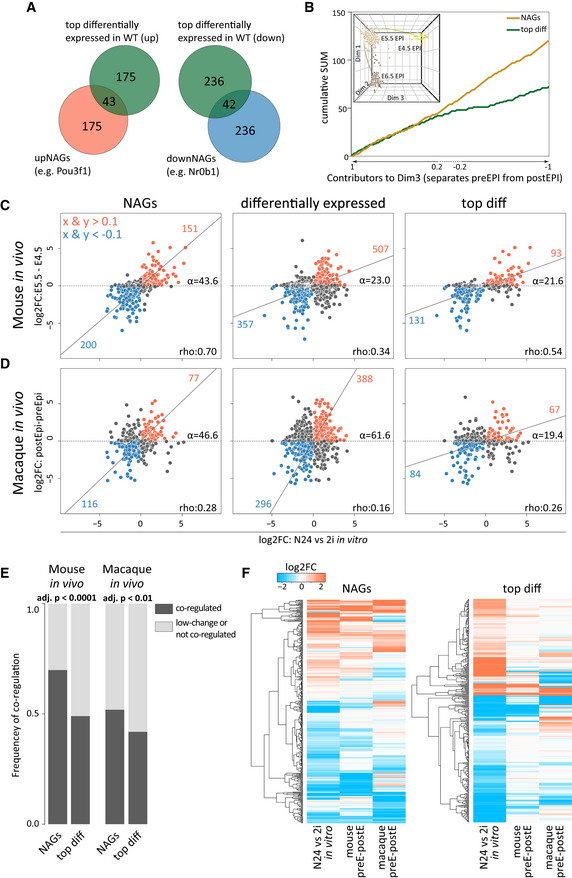
Identification of an extended naïve pluripotency network Venn diagrams showing the overlap between upNAGs and top‐upregulated genes (left) and downNAGs and top‐downregulated genes (right).The x‐axis displays all 3^rd^ dimension (Dim3) genes, separating mouse naïve from post‐implantation epiblast (the inset shows the full PCA plot, see also Fig EV3D) in order of extent of contribution to Dim3. The contribution of the 496 NAGs (218 upNAGs, 278 downNAGs; orange line) to Dim3 and a size‐matched set of top differentially expressed genes (218 top‐upregulated, 278 top‐downregulated based on log2FC between 2i and N24; green) are plotted in a cumulative manner.Log2FC in mouse ESC differentiation (N24 versus 2i) compared with log2FC in mouse *in vivo* transition from pre‐ to post‐implantation epiblast (E5.5 versus E4.5). Selected gene groups are plotted from left to right: i) NAGs, ii) all 3068 differentially expressed genes between 2i and N24 and iii) top differentially expressed genes in mESC differentiation (218 top‐upregulated, 278 top‐downregulated). Rho values indicate the level of correlation between *in vivo* and *in vitro* differentiation of given gene groups. Alpha indicates the angle between the x‐axes and the orthogonal regression. Genes with |log2FC| > 0.1 in both the x‐ and y‐axes are highlighted in orange and blue, respectively.Log2FC in mouse ESC differentiation (N24 versus 2i) compared with log2FC of orthologues in macaque *in vivo* transition from pre‐ to post‐implantation epiblast. Gene groups from left to right are identical to (C).Frequency of co‐regulation of NAGs or the matching set of top differentially expressed genes and differentially expressed genes in mouse and macaque *in vivo* pre‐ to post‐implantation epiblast differentiation. Co‐regulation was defined as showing a |log2FC| > 0.1 in both conditions. Two‐tailed chi‐square test (CI 95%) was used to compute significance levels between the expected and the observed number of modulated genes.Heatmap derived from one‐way hierarchical clustering of log2FCs of NAGs (left) and top differentially expressed genes (right) in the *in vitro* exit from naïve pluripotency model (N24 versus 2i), mouse pre‐ to post‐implantation transition and macaque pre‐ to post‐implantation transition.

**Figure EV3:**
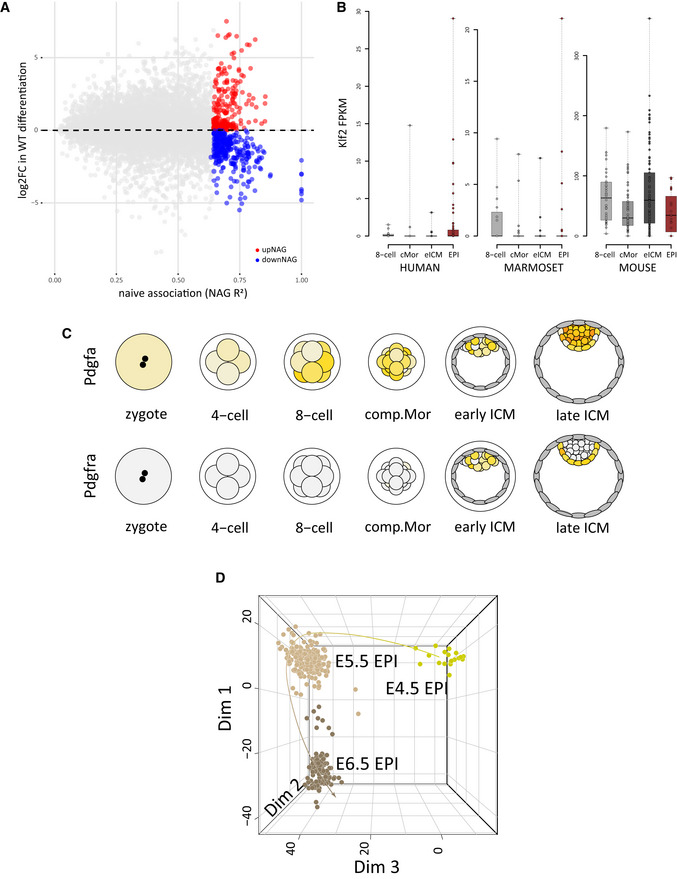
Identification of an extended naïve pluripotency network Comparison of the strength of the linkage to the naïve network (naïve association, R^2^ values; x‐axis) to the log2FC of all genes during the naïve to formative transition in WT (y‐axis). upNAGs are indicated in red, downNAGs in blue.
*Klf2* expression at the indicated stages. Expression levels (FPKM) in compacted morula (cMOR), expanded ICM (eICM), E4.5 epiblast (EPI) are shown derived from single‐cell RNA‐seq data sets from human, marmoset and mouse pre‐implantation development. Box‐plots were generated utilising the GRAPPA web app (Boroviak *et al*, 2018) and indicate the first and third quartile of expression levels. The midline identifies the median. Each dot corresponds to an individual cell.Plots showing expression of *Pdgfa* (top) and its cognate receptor *Pdgfra* (bottom) during mouse pre‐implantation embryo development in a white (low) to orange (high) gradient.Principal component analysis of published single‐cell RNA‐seq data sets showing that Dimension 3 (Dim 3) separates pre‐ from post‐implantation epiblast *in vivo* (magnification of plot in Fig 5A).

The NAG showing the strongest association with the naïve core network is *Pdgfa*, which is relatively highly expressed in ES cells (FPKM ~80). 

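Pdgfa encodes a growth factor chain and lies on chromosome 5 of GRCm38 from 138976014 to 138997370. In the FPKM the authors deposited, its mRNA stood at 80.0 ± 4.01 in WT cells in 2i (SD, n = 14) and at 9.69 ± 3.43 at N24 (n = 13), a log2 fold change of -3.14 (SE 0.11, adjusted p = 6.19e-17 from edgeR). Fold changes of Pdgfa across the lines were predicted by the 7 markers with R² = 0.766 when each line was left out in turn and its rank by the fitted R² was 10 with the markers counted. The highest line means were 172 FPKM in the Trim71 KO in 2i and 85.3 in the Csnk1a1 KO at N24 (2 libraries each).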

*Pdgfa* has no known role in ESC self‐renewal, but functions in segregation of the primitive endoderm (Artus *et al*, 2013). To examine whether the link between *Pdgfa* and the naïve transcription factor network is maintained *in vivo*, we utilised GRAPPA, a tool to visualise single‐cell expression data from pre‐implantation development (Boroviak *et al*, 2018). Indeed, *Pdgfa* is uniformly expressed in the E4.5 epiblast (Fig EV3C). Its cognate receptor *Pdgfra*, in contrast, is neither expressed in ES cells nor the naïve epiblast (FPKM in WT ESCs < 0.5), but specifically marks the neighbouring primitive endoderm at E4.5 (Plusa *et al*, 2008).

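Pdgfra encodes the receptor for this factor and lies on the same chromosome, from 75152292 to 75198215. Its FPKM was 0.470 ± 0.196 in WT cells in 2i (SD, n = 14, from 0.304 to 0.880) and 0.726 ± 0.549 at N24 (n = 13), with no change that passed the threshold (log2 fold change 0.38, SE 0.23, adjusted p = 1 from edgeR). In the Eed KO, which lacks Polycomb repression, the mean was 4.33 in 2i and 19.7 at N24 (2 libraries each), the highest of all lines.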

We surveyed the expression of NAGs at the transition from naïve to post‐implantation pluripotency in the single‐cell RNA‐seq data sets from E4.5, E5.5 and E6.5 epiblast cells (Mohammed *et al*, 2017). We detected a clear enrichment of NAGs within genes that separate the pre‐ from the post‐implantation epiblast in the differentiation state resolving dimension of a principal component analysis (PCA) (Figs 5B and EV3D), highlighting that NAGs are indicators for the naïve epiblast state also *in vivo*. Strikingly, NAGs showed a strongly correlated fold change behaviour *in vitro* and *in vivo* during the epiblast transition from E4.5 to E5.5 (Fig 5C, E and F). Underscoring the special role of NAGs, this effect was not observed for a matched set of top differentially expressed genes in ESC differentiation *in vitro*. Furthermore, NAG orthologues showed significantly co‐regulated expression dynamics during macaque pre‐ to post‐implantation epiblast differentiation *in vivo* (Fig 5D–F), which further underscores their relevance. We thus propose that NAGs constitute an integral component of the naïve transcriptional network with potential functional relevance *in vivo* across mammalian species.

### Deregulation of signalling cascades is a hallmark of differentiation delay

We next analysed the extent of deregulation of five key signalling pathways known to be active in pluripotent cells: LIF/Stat3, mTORC1, Wnt/β‐catenin, Fgf/ERK and Notch (Smith *et al*, 1988; Lowell *et al*, 2006; Watanabe *et al*, 2006; Kunath *et al*, 2007; Ying *et al*, 2008; Molotkov *et al*, 2017). Changes in the activity of a signalling pathway are not necessarily reflected in expression changes of pathway member transcripts. Thus, in order to quantify pathway activities, we employed “expression footprints”. We identified pathway‐specific marker gene sets, each containing 50 genes, reporting pathway activity changes. These marker sets were determined using N24‐derived KO transcription profiles of ESC lines deficient for key signalling pathway components. Thereby, we defined specific mTORC1 (affected by *Tsc2 KO*), Wnt/β‐catenin signalling (*Tcf7l1 KO*), Fgf/ERK (*Fgfr1* and *Ptpn11 KOs*) and Notch (*Rbpj KO*) pathway targets (Appendix Fig S7A, Dataset EV4). 

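Each footprint has 50 genes, listed by the authors, and all 50 of each were in the table of counts. In the KO that defines them, 24 of the mTORC1 genes were higher than in WT at N24, as were 41 of the Wnt genes, Klf2 among them, 27 of the Fgf/ERK genes and 31 of the Notch genes. During the exit of WT cells, 33 of the Wnt genes fell and 9 rose, while 15 mTORC1 genes fell and 16 rose, 7 Fgf/ERK genes fell and 13 rose, and of the Notch genes 13 changed in each direction. The score of a line is the mean over the 50 genes of its log2 fold change against WT, with the sign of the defining change, divided by the mean size of the defining change. It is 1 in the defining KO, or averages 1 over Fgfr1 and Ptpn11, and a positive score means a change like that after the loss of the defining gene. Since the authors chose the genes on these libraries, the scores of the defining lines are not independent evidence.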

Overlaps with available Tcf7l1 ChIP profiles (Martello *et al*, 2012) supported the reliability of this approach. For LIF signalling, we compared RC9 ESCs grown in 2i in the presence and absence of LIF for 24 h. This resulted in a list of LIF‐sensitive genes including known targets such as *Socs3, Gbx2, Junb, Tfcp2l1, Klf4* and *Klf5* (Martello *et al*, 2012; Ohtsuka *et al*, 2015) (Dataset EV4). In summary, the expression footprints present non‐overlapping sets of marker genes whose expression state is indicative of the activity of the respective signalling pathway.

Using the expression footprints, we then asked whether we could detect a preferential deregulation of one or more of these signalling footprints in specific KOs either in 2i (for LIF) or at the N24 time point (for all other pathway profiles) (Fig 6A, Dataset EV4). 

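LIF, which sustains ESC self-renewal through Stat3, was absent from the 2i medium of the KO lines. For the 50 LIF-responsive genes of the authors, 20 of them higher with LIF, a score of 1 equals the change the authors list for LIF itself, and the median line in 2i scored 0.0184. 4 of the 73 lines scored at least 0.3 and none -0.3 or less, and the lowest was Myc (-0.112). During the exit of WT cells 11 of these genes fell and 22 rose, and none is among the 7 markers.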

Surprisingly, we detected mis‐regulated LIF target genes in several KO ESC lines cultured in 2i in the absence of LIF (Fig 6A). Activation of such a “LIF‐like” profile in 2i was closely correlated with the extent of differentiation delay observed at N24 (Appendix Fig S7B). 

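The LIF score in 2i and the mean of the 7 markers at N24 had r = 0.684 and rho = 0.650 over the 73 lines (permutation test, two-sided, p = 1e-05 for each, the smallest that 100000 permutations give, and 1.67e-05 when adjusted over the 5 pathways). Without the 2 lines with the most extreme scores r was 0.651. Within the batches r ran from 0.625 (batch 1, 11 lines, permutation p = 0.0344) to 0.954 (batch 7, 6 lines, exact permutation p = 0.00972). Both measures come from 1 fit per line that shares its batch term and dispersion. The paper proposes a causative role of the LIF-like state from the slower exit of cells kept with LIF beforehand, which was not analysed here.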

Notably, the presence of LIF together with 2i before induction of differentiation slows down naïve state exit (Appendix Fig S7C), suggesting a causative role of increased LIF likeness for the observed differentiation delays (Dunn *et al*, 2014; Mulas *et al*, 2017). 

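The LIF score in 2i was 0.331 in the Zfp281 KO, 0.313 in the KO of the phosphatase gene Ptpn11, 0.300 in the Trim71 KO, 0.254 in the KO of the MAPK kinase kinase gene Raf1 and 0.231 in the Csnk1a1 KO. Mapk1, which encodes ERK2, followed at 0.211, and its KO line is named as heterozygous in the labels. With 1 of its 2 libraries left out, Ptpn11 scored between 0.0862 and 0.541, so a single library decides its place, while Raf1 stayed between 0.245 and 0.262. Y-linked genes were also lower in the Ptpn11 line in both media. Tcf7l1 scored -0.0562, place 65 of 73.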

*Tsc2, Ptpn11*, *Raf1, Mapk1* and *Trim71* KO ESCs showed the greatest similarity to the LIF profile in 2i; in contrast, *Tcf7l1* KO ESCs, despite showing a pronounced differentiation defect, lack the “LIF footprint” (Appendix Fig S7B). *Tsc2* depletion resulted in the strongest activation of a LIF footprint of all KOs, suggesting that a component of the LIF response is mediated through Akt (Appendix Fig S7B) (Watanabe *et al*, 2006; Niwa *et al*, 2009). 

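The Tsc2 KO scored 0.391 (0.352 to 0.414 with 1 library left out), the highest of all lines, which is a change 0.391 times as large as that after addition of LIF. Spearman's rho with the LIF change, across the 50 genes, which are not independent replicates, was 0.717 for Tsc2 and 0.742 for Ptpn11. From the Tsc2 line the paper proposes that part of the LIF response runs through Akt.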

Addition of a JAK inhibitor to several KOs showing a LIF‐like profile resulted in no or only minor amelioration of the differentiation defect. This suggests that these KOs do not directly activate Jak/Stat signalling, but that a LIF‐like expression profile reflects a consolidated naïve network that is resilient to dismantling.

**Figure 6:**
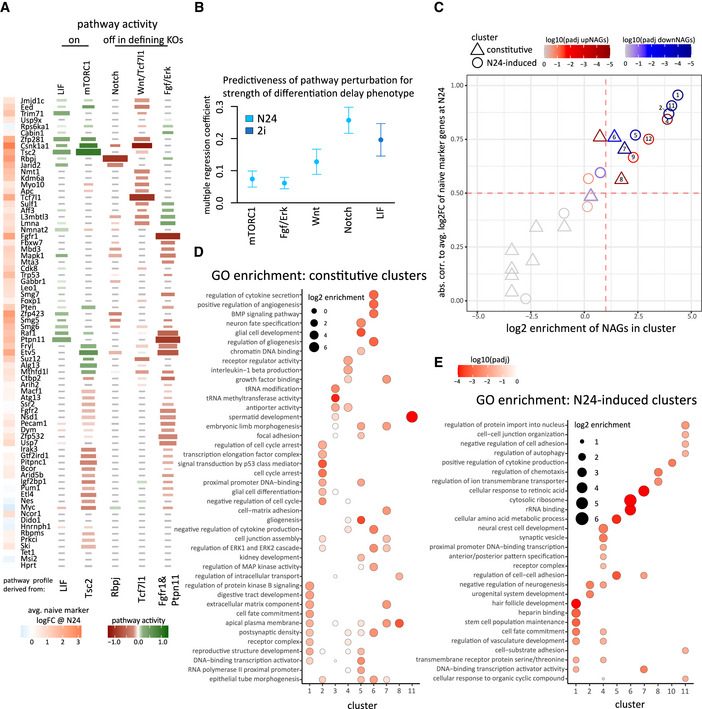
Signalling pathways and gene expression modules regulated by multiple KO genes Relationship between the KO expression profiles at N24 (or in 2i for the LIF pathway) to the expression footprints of the five signalling pathways, as indicated (see Appendix Fig S7A for details on derivation of pathway footprint genes). Relative pathway activity is set to −1 (red, indicating relative inactivity of pathway in pathway‐defining KO) for the Fgf/ERK (defined by *Fgfr1* & *Ptpn11* KOs), Wnt (*Tcf7l1* KO) and Notch (*Rbpj* KO) pathways and + 1 (green, indicating relative activity in pathway‐defining KO or upon LIF supplementation) for mTORC1 (*Tsc2 KO*) and LIF pathways. Pathway activity is indicated by a colour gradient (green for activity, red for inactivity). All tiles with an absolute pathway activity smaller |0.3| are greyed out. The size of the tiles corresponds to the Spearman correlation of pathway footprints between each KO and the corresponding representative KOs. The colour gradient on the sidebar at the left indicates average log2FC of naïve marker gene expression for the corresponding KO at N24 (strength of differentiation phenotype).Multiple regression coefficients of pathway activity profiles across all 73 KOs were used to predict the differentiation delay phenotype (defined by average naïve marker log2FC at N24). Error bars indicate the standard error of the coefficients.The absolute correlation value (Pearson’s) between average expression change of cluster genes and expression change of naïve marker genes is plotted against the enrichment of NAGs in all clusters. Constitutive clusters are indicated by triangles, induced clusters are shown as circles. Adjusted *P*‐values (Fisher’s exact test) are indicated as colour gradient for upNAGs (e.g. formative genes; shades of red) and downNAGs (e.g. naïve TFs; shades of blue).GO enrichment analysis for constitutive KO clusters. Dot‐size scales with log2 enrichment. Multiple testing corrected *P*‐values (Fisher’s exact test) are colour coded in shades of red.As for (D) except GO enrichment analysis is for the N24‐induced clusters.

*Tsc2* deficiency leads to constitutive activity of the mTORC1 pathway, which has previously been associated with an exit from naïve pluripotency phenotype (Villegas *et al*, 2019). 

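Tsc2 restrains mTORC1, which drives growth, and Pten acts upstream through Akt. The mTORC1 score at N24 was 0.923 in the Csnk1a1 KO, 0.527 in the Zfp281 KO, 0.452 in the Eed KO, 0.347 in the Suz12 KO, 0.325 in the KO of the glycosylation gene Alg13 and 0.176 in the Pten KO, place 10. With 1 library left out the Csnk1a1 score was 0.812 to 1.12, that of Eed 0.329 to 0.514 and that of Pten 0.154 to 0.206. The median line scored -0.00812, and 6 lines, besides Tsc2, at least 0.3.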

KOs including *Pten*, *Csnk1a1*, *Zfp281*, *Eed* and *Suz12* exhibited deregulated Tsc2 responsive genes. Surprisingly, deletion of *Etv5*, a core downstream TF in the Fgf/ERK pathway, also increased the set of Tsc2‐responsive genes. 

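The Etv5 KO scored 0.616 (0.478 to 0.799 with 1 library left out), below only Tsc2 and Csnk1a1, and in this line the genes of chromosome 8 also stood higher as a group. The Fgfr1 and Ptpn11 KOs, upstream of Etv5 in the Fgf/ERK pathway, scored 0.0216 and 0.0406.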

Genes downstream of the Notch pathway were most strongly affected in a group of mutants deficient for mRNA homeostasis (*Smg5* and *Smg6*) and transcriptional regulators, including *Zfp423*, *Jarid2, Mbd3 and L3mbtl3*. 

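Rbpj is the DNA-binding effector of Notch. Behind the Rbpj line, the highest Notch scores were 0.343 (Csnk1a1), 0.275 (Jarid2, a cofactor of Polycomb), 0.244 (Zfp423, a zinc finger protein) and 0.201 (Smg5, of NMD). Mbd3 scored 0.160, L3mbtl3 0.141 and Smg6 0.118, places 7, 9 and 12, and with 1 library left out Jarid2 stayed between 0.272 and 0.284 and Mbd3 between 0.135 and 0.178. Only Csnk1a1 reached 0.3, and in the Jarid2 line the genes of chromosome 6 also stood higher as a group. The paper proposes from the lines with Polycomb and NuRD genes that both complexes interact with Rbpj.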

The latter suggests an interaction between the Notch pathway (*Rbpj*) with the Polycomb and NuRD complexes to modulate network rewiring during the exit from naïve pluripotency. Co‐operativity between Rbpj and the Polycomb‐associated protein L3mbtl3 has been reported in *Drosophila* and *C. elegans* (Xu *et al*, 2017). 

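Fgf/ERK signalling drives the exit, from the receptors Fgfr1 and Fgfr2 through Ptpn11, Raf1 and Mapk1 to the transcription factor Etv5. At N24 the Fgf/ERK score was 0.668 in the Etv5 KO (0.638 to 0.702 with 1 library left out), 0.562 in the Raf1 KO (0.560 to 0.563), 0.294 in the Mapk1 line (0.159 to 0.426) and 0.196 in the Fgfr2 KO (0.157 to 0.241). Fgfr1 scored 1.05 and Ptpn11 0.949, which define the footprint, and the median line 0.0792. The lowest score was -0.387, in the Lmna KO.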

As expected, *Raf1, Fgfr2, Mapk1* and *Etv5* KO ESCs showed an Fgf‐signalling footprint at N24. 

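Among the chromatin regulators, the KO of the corepressor gene Ctbp2 had an Fgf/ERK score of 0.440 (0.421 to 0.460 with 1 library left out), place 5. The NuRD lines Mbd3 and Mta3 scored 0.215 and 0.204 and the KO of the H3K36 methyltransferase gene Nsd1 0.183, places 14, 16 and 18. Spearman's rho with the defining change, across the 50 genes, was 0.508 for Ctbp2, 0.522 for Mbd3, 0.489 for Mta3 and 0.612 for Nsd1. The ubiquitin ligase gene Fbxw7 (0.310) and Smg7 (0.306) scored higher than the NuRD lines. The paper proposes from these lines that chromatin regulators take part in the control of ERK targets.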

*Mbd3*, *Mta3*, *Nsd1* and *Ctbp2* KOs showed Fgf/ERK target deregulation similar to reference KOs, indicating an involvement of chromatin regulators in ERK target gene control (Fig 6A). 

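Tcf7l1 represses naïve genes until β-catenin relieves it, and Apc promotes the destruction of β-catenin. The Wnt score of the Jmjd1c KO at N24 was 0.162 (0.0985 to 0.188 with 1 library left out), place 14, with a Spearman's rho of 0.502 across the 50 genes. The Apc KO scored 0.155 (0.152 to 0.157), place 16, with a rho of 0.411. The median line scored 0.0163.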

The KOs for the beta‐catenin destruction complex member *Apc* and the previously discussed *Jmjd1c* showed the expected similarities with the *Tcf7l1* profile. 

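The Csnk1a1 KO, which lacks a kinase that marks β-catenin for destruction, exceeded the Tcf7l1 KO in the Wnt score, with 1.21 (1.19 to 1.25 with 1 library left out). Zfp281 (0.355), Suz12 (0.329) and Eed (0.322) followed, then Myo10 (0.227), and the lowest was the Mapk1 line (-0.264). Strong phenotypes without this footprint were found in Tsc2 (score 0.121, with a high LIF score), Zfp423 (0.0366) and Jarid2 (-0.167).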

Interestingly, several KOs with strong phenotypes showed footprints similar to *Tcf7l1* KOs at N24. This is in‐line with evidence that β‐catenin constitutes or regulates a major differentiation switch during the exit from naïve pluripotency and is influenced by multiple exit KO genes (Wray *et al*, 2011; Hoffman *et al*, 2013; Neagu *et al*, 2020). 

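In the Rbpj KO the Wnt score was -0.0777 and the mTORC1 score -0.00755, and in the Tcf7l1 KO the Notch score was 0.106 and the mTORC1 score -0.0196. The Tsc2 KO had a Notch score of 0.0999. Across the genes that change in WT cells the fold changes at N24 had r = 0.486 for Rbpj and Tcf7l1 (covariance 0.550), 0.556 for Rbpj and Tsc2 (covariance 0.643) and 0.564 for Tcf7l1 and Tsc2 (covariance 0.500). With the controls split r was 0.439, 0.546 and 0.543. Each exceeds every r of simulated unchanged lines, but those lines do not lag behind WT. With the WT change the lines themselves had r of -0.532 (Rbpj), -0.640 (Tcf7l1) and -0.634 (Tsc2). A shared lag alone makes r between them positive, so these values do not tell whether the genes act independently. The lines are from different batches.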

*Rbpj* and *Tcf7l1* KOs did not show a correlation with each other or with *Tsc2* KO, consistent with independent but cooperative mechanisms (Kalkan *et al*, 2019).

We then asked to what extent the alteration of any of the five signalling pathways was predictive for the strength of the differentiation defect. 

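Lines with a Notch-like or mTORC1-like change, such as Jarid2 and Etv5, kept more naïve marker mRNA at N24. Across the lines other than the defining ones the Notch score and the marker mean had r = 0.660 and rho = 0.583 (72 lines) and the mTORC1 score 0.635 and 0.618 (72 lines), with permutation p = 1e-05 for each and an adjusted p of 1.67e-05 over the 5 pathways. Without the 2 lines with the most extreme scores r was 0.592 for Notch and 0.542 for mTORC1. Within batches r ran from -0.0612 (batch 3, permutation p = 0.817) to 0.916 for Notch and from 0.337 (batch 6, permutation p = 0.300) to 0.835 for mTORC1. For Wnt r was 0.389 and rho 0.282 (72 lines, permutation p = 6.30e-04 and 0.0167, adjusted 7.87e-04 and 0.0209), which rests on the most extreme lines, since without 2 of them r was 0.181 (permutation p = 0.134), and within batches r lay between -0.424 and 0.838 with no p under 0.05. For Fgf/ERK r was 0.00312 and rho -0.00597 (71 lines, permutation p = 0.979 and 0.960), -0.143 without the 2 most extreme lines, and from -0.366 (batch 1) to 0.863 (batch 2, 12 lines, permutation p = 0.00148) within batches. In a regression of the marker mean on all 5 scores over the 73 lines, which explained 0.799 of its variance, the coefficients per unit of score were 2.72 (SE 0.593) for LIF, 2.65 (SE 0.356) for Notch, 1.39 (SE 0.263) for Wnt, 1.22 (SE 0.216) for Fgf/ERK and 0.626 (SE 0.297) for mTORC1. The p of the mTORC1 coefficient was 0.0385, and 0.0603 with fold changes from limma-voom over all libraries, 1.43e-04 with Spearman correlations as the scores and 0.00858 without Eed, Suz12 and Csnk1a1, and the p of the Fgf/ERK coefficient was 3.79e-07. All N24 scores and the marker mean share the libraries of a line and the WT controls. Unlike the single r, the regression includes the defining lines, whose own scores are 1, or average 1, by construction. The variance it explained and the p values of its coefficients are therefore not independent of how the footprints were chosen.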

We found that whereas aberrant Fgf/ERK or mTORC1 activity were unreliable predictors, deregulation of Notch/Rbpj or Wnt/Tcf7l1 at N24, or deregulation of LIF target genes in 2i correlated with differentiation delay (Fig 6B). Together these data indicate that many KOs with a delay phenotype have altered activity of at least one of the five key signalling pathways. Strikingly, however, there was no single signalling pathway perturbed downstream of all KOs. We observed that KOs showing multiple pathway footprints are rare, but most KOs showing a delayed naïve marker gene downregulation at N24 deregulate at least one specific pathway. 

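56 of the 73 lines had no score of at least 0.3 in size, the defining lines counted, 10 had 1, 5 had 2 and 2 had 3. With 3 were Csnk1a1 (mTORC1, Wnt and Notch) and Zfp281 (LIF, mTORC1 and Wnt). Of the 41 lines with a marker mean of at least 0.5 on the log2 scale, 14 had such a score and 27 had none, and of the 32 others 3 had one. The line of 0.3 is that below which the authors greyed out their tiles.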

*Trp53*, *Ncor1* and *Usp9x* constitute exceptions, which show appreciable differentiation defects without clear deregulating of any of the tested signalling cascades. 

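The KO of the tumour suppressor gene Trp53 had a marker mean of 1.32, that of the corepressor gene Ncor1 0.53 and that of the deubiquitinase gene Usp9x 0.54. Their largest scores in size were 0.160 (Fgf/ERK) for Trp53, 0.115 (Notch) for Ncor1 and 0.0765 (Wnt) for Usp9x.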

We conclude that signalling pathways are harnessed in an independent fashion and that most KO genes contribute directly or indirectly to at least one pathway activity that promotes the exit from naïve pluripotency.

### Identification of gene‐networks downstream of multiple KO genes

To explore common regulatory targets of multiple KO factors, we classified deregulated genes into two groups: (i) deregulated by a KO in both 2i and at N24, termed “constitutive KO response”; (ii) not, or only weakly, deregulated by a KO in 2i, but significantly deregulated at N24, termed “N24‐induced KO response”. Genes in both groups are affected by knockouts, but genes in the second group deviate from wild‐type expression only under conditions of differentiation. We identified all genes that showed either type of behaviour in at least one KO (Appendix Fig S7D; Dataset EV5). Genes deregulated exclusively in PRC2 core‐components (*Eed* or *Suz12* KOs) or *Csnk1a1* KOs were excluded from further analysis, because the deregulation of thousands of genes in these KOs had a disproportionate impact on the resulting gene lists. 

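By the counts, 2652 genes met the constitutive definition in at least 1 line, Eed, Suz12 and Csnk1a1 aside, and 915 the N24-induced one. Of the genes the authors list, 1658 and 541 were among them. With fold changes and tests from limma-voom over all libraries the groups had 1887 and 690 genes.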

In total, the constitutive and the N24‐induced KO response groups contained 1,886 and 716 genes, respectively. 

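Of 866 genes of the N24-induced group tested in WT cells, 610 or 70.4% changed between 2i and N24, against 21.1% of the other genes tested (Fisher's exact test, odds ratio 8.93, p = 1.48e-195). Of 2430 constitutive genes 800 or 32.9% changed, against 22.3% of the others (odds ratio 1.71, p = 8.53e-27). Among the authors' own genes the shares were 71.3% and 33.8%. Genes are not independent, and the WT libraries at N24 enter both the change in WT cells and the groups.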

Genes belonging to the N24‐induced KO response group were strongly enriched for factors that are dynamically regulated during normal differentiation, whereas genes of the constitutive response group were not (Appendix Fig S7E). To characterise the constitutive KO response genes, we grouped them based on their log2 fold changes between KO and WT at N24. This resulted in twelve clusters, ranging in size from 5 to 496 genes (Fig EV4A and Dataset EV5). Analysis of the N24‐induced response genes yielded 12 clusters ranging from 17 to 107 genes (Fig EV4B and Dataset EV5).

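The authors' clusters were taken as listed, and all their genes were in the table of counts. For each cluster the mean log2 fold change of its genes against WT at N24 was formed in every line and set against the mean of the 7 naïve markers. In WT cells the genes of i4 rose by 2.54 on average and those of i2 fell by 2.64, while the largest constitutive cluster, c3, moved by -0.071. The median count of the genes was lowest in i12 (4), c11 (4.50) and c10 (5.50). Of the 21 genes lower than in WT in most lines, 10 are among the 32 of c9 and 9 among the 10 of c11.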

**Figure EV4:**
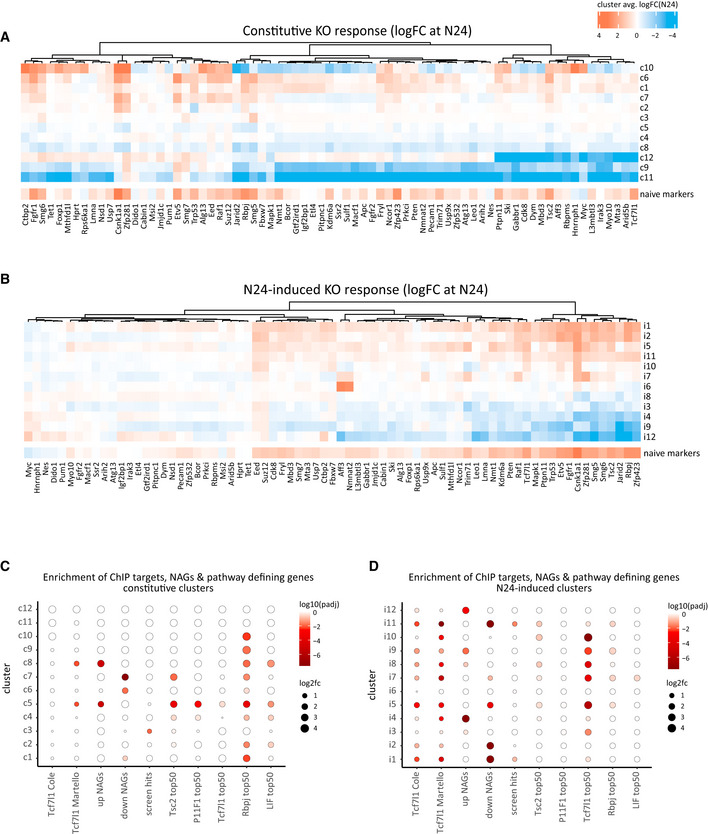
Signalling pathways and gene expression modules regulated by multiple KO genes Heatmap showing average log2FCs (KO^N24^ versus RC9^N24^) of constitutive KO response gene clusters (c1‐c12). For reference, average naïve marker log2FCs versus WT at N24 are shown for each KO in a separate row below.As for (A) for N24‐induced KO response gene clusters (i1‐i12).Fisher test‐based enrichments of ChIP targets, up/downNAGs and pathway‐defining gene sets in constitutive clusters are indicated by circles. Size indicates log2 fold over‐representation; the colour gradient encodes adjusted *P*‐values.Similar to Fig EV4C for N24‐induced clusters.

Gene expression patterns in 9 out of 12 N24‐induced clusters showed a strong correlation with the phenotypic strength across all KOs, indicating that they contain genes relevant for the naïve to formative transition (Fig 6C). 

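With |r| of at least 0.5 between the mean of the cluster and that of the 7 markers, 9 of 12 N24-induced clusters followed the phenotype over the 73 lines, i1, i2, i4, i5, i7, i8, i9, i11 and i12, and the median |r| was 0.678. For i2 r was 0.860 and rho 0.821, for i7 0.651 and 0.693, for i9 -0.601 and -0.483, and for i12 -0.705 and -0.604 (permutation p for r = 1e-05 in each, the smallest possible, and 1.85e-05 when adjusted over the 24 clusters, as for every cluster with this p). i6 had r = 0.00780 (permutation p = 0.949), i3 -0.441 and i10 0.373. Without the 2 lines with the most extreme marker means r for i2, i7, i9 and i12 was 0.837, 0.596, -0.563 and -0.672, and within each of 6 batches r kept its sign in these clusters. With the fold changes centred within batches 10 clusters reached 0.5, i10 joining the others. The markers and clusters share libraries and WT controls, and without the markers among the genes the number stayed at 9. From these relations the paper proposes that the clusters hold genes that matter for the naïve to formative transition.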

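By Fisher's exact test against the other genes with a median count above 5, and with NAGs from the regression on the 7 markers, i4 held 42 upNAGs (odds ratio 63.7, adjusted p = 5.91e-51), i1 32 downNAGs (odds ratio 49.7, adjusted p = 4.02e-36), i2 17 downNAGs (odds ratio 33.5, adjusted p = 1.10e-17) and i5 7 downNAGs (odds ratio 15.5, adjusted p = 7.67e-06), where the p are adjusted over the 24 clusters. i9 held 2 upNAGs (adjusted p = 0.117), i12 1 (adjusted p = 0.439) and i7 3 downNAGs (adjusted p = 0.308), which did not pass. In i12 only 7 of 17 genes had a median count above 5, so few could be NAGs. NAGs are defined by the same fold changes as the clusters, so the enrichment is not independent evidence.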

All phenotype‐correlated N24‐induced clusters showed enrichment of up (N24‐induced clusters i4, i9, i12)‐ or downNAGs (N24‐induced clusters i1, i2, i5, i11).

Induced cluster 1 was enriched for genes involved in cell fate commitment and stem cell population maintenance and contained genes that are associated with signalling and transcriptional activation (Fig 6E, Dataset EV5, Appendix Figs S8–S20). Naïve marker genes were detected in N24‐induced cluster 1 (i1), with the notable exception of *Klf2*. 

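In WT cells 60 of 75 genes of i1 fell and 1 rose. All 7 markers belong to it, with Klf5, Nr0b1 and Nr5a2. At N24 Prdm14 was higher than in WT in 16 lines and Nr5a2 in 14, Esrrb in 9, Klf5 in 5, Nr0b1 in 4 and Klf2 in 3, and none of these was lower in any line.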

*Klf2* was part of cluster i5, within which more than half the genes were bound by Tcf7l1 (Martello *et al*, 2012) (Fig EV4D). This provides further support for the notion that Wnt/Tcf7l1 controls *Klf2* expression, independently of the rest of the naïve network.

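In WT cells 23 of 34 genes of i5 fell and none rose. The mean of the cluster had r = 0.790 and rho = 0.779 with the marker mean (73 lines, permutation p = 1e-05 for each), 0.753 without the 2 farthest lines, and 0.289 to 0.950 within batches.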

Cluster i4 was enriched for functional terms overlapping with cluster i1, indicating that these two clusters contain pivotal cell fate switch genes with opposing expression patterns during differentiation. 

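The formative genes Dnmt3b, a DNA methyltransferase, and Pou3f1, a POU factor, are in i4, where 96 of 104 genes rose in WT cells and 1 fell. Dnmt3b was lower than in WT at N24 in 7 lines and Pou3f1 in 8, and neither was higher in any line. Fgf5 belongs to c8, lower in 4 lines, and Dnmt3a to c5, lower in 3, while Otx2 is in no cluster.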

Consistently, formative factors were detected in cluster i4, which was further enriched for several GO terms relating to neuroectodermal differentiation, indicating that i4 contains genes of the formative programme and the ectodermal “default” programme of ESC differentiation (Ying *et al*, 2003) (Fig 6E, Dataset EV5, Appendix Figs S8–S20). Average expression of genes in both clusters (downregulation in cluster i1, upregulation in cluster i4) showed strong correlations with the extent of differentiation defects across all KOs (Fig 6C).

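The mean fold change of i1 had r = 0.949 and rho = 0.931 with the marker mean, and that of i4 -0.822 and -0.776 (73 lines, permutation p = 1e-05 for each). Without the 2 farthest lines r was 0.946 and -0.795. Within batches r was 0.971 to 0.992 for i1 and -0.969 to -0.566 for i4, and with the 7 markers left out of i1 r was 0.933.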

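Cluster i11 fell in WT cells in 81 of its 95 tested genes, by 1.63 on average. It held 31 downNAGs (odds ratio 33.6, adjusted p = 2.34e-31), after i1 the most downNAGs of any cluster. With the marker mean it had r = 0.897 and rho = 0.868 (73 lines, permutation p = 1e-05 for each), 0.876 without the 2 farthest lines and 0.743 to 0.972 within batches.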

Interestingly, cluster i11 with the second highest NAG enrichment and phenotype correlation is enriched for terms pertaining to cell adhesion, indicating the importance for cell–cell interaction for proper regulation of the exit from naïve pluripotency. Further enrichments for cell adhesion in clusters i5 and i7 underscore the importance of controlling cell adhesion properties for maintaining proper differentiation behaviour. Cluster i8, although neither strongly correlated with the exit defect nor enriched for NAGs, contained pivotal cell fate switch genes such as *Tcf7l1, Fgf4* and *Tfe3* (Betschinger *et al*, 2013).

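Tfe3, which activates lysosomal genes, stood at 193 ± 39.9 FPKM in WT cells in 2i and 389 ± 78.6 at N24 (SD), a log2 fold change of 1.02 (SE 0.049, adjusted p = 3.42e-09 from edgeR). Fgf4, at 693 ± 91.9 and 1046 ± 127 FPKM, and Tcf7l1, at 47.0 ± 6.78 and 43.5 ± 4.86, did not pass the threshold (log2 fold changes 0.57 and -0.11). The mean of i8 had r = -0.585 and rho = -0.460 with the marker mean (73 lines, permutation p = 1e-05 and 6.00e-05), -0.517 without the 2 farthest lines, and from -0.839 to -0.492 within batches. At N24 Tfe3 was lower than in WT in 3 lines and Fgf4 in 2, and the cluster held 2 upNAGs (adjusted p = 1).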

A correlation with the differentiation defect was less pronounced in constitutive clusters and only detectable in constitutive clusters c6, c7 and c8, with an overall weaker effect than observed for N24‐induced clusters. 

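Of the 12 constitutive clusters, 4 had |r| of at least 0.5 with the marker mean, and the median |r| was 0.321. For c6 r was 0.778 and rho 0.740, for c5 -0.735 and -0.679, for c7 0.696 and 0.628, and for c8 -0.514 and -0.446 (73 lines, permutation p for r = 1e-05 each). Without the 2 farthest lines r was 0.741, -0.717, 0.633 and -0.551, and r kept its sign within each of the 6 batches in all 4. c1 followed with 0.460, and with fold changes centred within batches 5 clusters reached 0.5.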

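Among the constitutive clusters c5 held 16 upNAGs (odds ratio 4.10, adjusted p = 8.70e-05), c7 10 downNAGs (odds ratio 4.77, adjusted p = 5.04e-04), c8 7 upNAGs (odds ratio 6.47, adjusted p = 0.00155) and c6 6 downNAGs (odds ratio 5.36, adjusted p = 0.00556). The other 8 clusters did not pass, c1 coming nearest with 4 downNAGs (adjusted p = 0.480). In WT cells 63 of 133 genes of c7 and 34 of 66 of c6 fell, and 51 of 88 of c8 rose.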

Consistently, only five out of twelve constitutive clusters showed an enrichment for NAGs, including phenotype associated c5, c6 (downNAGs) and c8 (upNAGs). Constitutive cluster 6 genes were enriched for Bmp signalling and Fgf/ERK signalling‐related terms and constitutive cluster 7 for Fgf/ERK signalling and extracellular matrix related terms (Fig 6D and Dataset EV5). Overall, in contrast to the N24‐induced KO response, constitutive clusters showed a less cluster‐specific enrichment for GO terms (Fig 6D and E). In summary, constitutive and N24‐induced clusters define crucial genetic modules that are co‐regulated by multiple exit factors.

### Wiring between regulatory pathways and gene expression clusters

To identify regulatory pathways potentially controlling the gene expression clusters from above, we measured signalling pathway activity using the pathway‐specific genes defined before across the 2h‐resolved 32h long WT differentiation time course (Fig 7A). mTORC1 and LIF signalling were downregulated in parallel, with slightly slower kinetics for LIF signalling. 

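During the exit of WT cells the mTORC1 activity fell by 0.74 by 32 h and reached the midpoint at 9.25 h (6.47 to 11 h when genes were drawn anew). The LIF activity fell by 0.84, with the midpoint at 10.5 h (0 to 11.5 h when genes were drawn anew), so their order is not resolved. Pathway activity is the mean of the footprint genes, on the log2 scale of the authors' normalized counts with 1 added, turned so that higher means more activity and smoothed over the hours. 37 of 49 mTORC1 genes and 36 of 49 LIF genes moved with the mean.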

Notably, the *Tcf7l1*‐axis of Wnt signalling showed an early activation whereas Fgf/ERK signalling appeared to initiate strong activation only just before the 20h time point. This is in‐line with a reported sequential requirement of first Wnt and then Fgf signalling to transit cells to a formative state (Neagu *et al*, 2020). 

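Wnt activity, read from the genes that define the Tcf7l1 footprint, gained 1.50 by 32 h and passed the midpoint at 3.25 h (1.75 to 10.8 h when genes were drawn anew). It is turned so that a change like that after loss of Tcf7l1 counts as less activity. Of the genes themselves 33 fell and 9 rose between 2i and N24 in WT cells of the KO set. Notch activity gained 1.11, with the midpoint at 13 h (8.24 to 17.5 h when genes were drawn anew). Fgf/ERK activity gained 0.57 and passed the midpoint at 21.25 h (2.98 to 24.5 h when genes were drawn anew), an interval that overlaps that of Wnt. For these pathways the sign is opposite to that of the line scores above. The hours from 2 to 30 have 1 library each.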

We then utilised pathway activities and cluster‐specific expression levels across all KOs to build a model predicting the impact of pathway activity on cluster‐gene expression (Figs 7B and EV5AB). We only considered those pathways‐to‐cluster connections in our model where activity changes of the regulatory pathways preceded the expression changes of their putative target clusters over the 32 h WT differentiation time course (Fig EV5C and D). 

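The mean fold change of each of the 24 clusters at N24 was regressed on the 5 pathway scores together over the 73 lines, the defining lines included. Coefficients were called at an adjusted p of at most 0.01 over all 120. They are not independent of how the footprints were chosen. The time order of pathways and clusters was not applied, so connections that the paper leaves out for their timing remain. The scores explained 0.802 of the variance of c6, 0.791 of that of i5, 0.781 of that of i1 and 0.0992 of that of i6.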

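Notch, scored by the change after loss of Rbpj, was connected to 7 of 12 N24-induced clusters and 6 constitutive ones. mTORC1 was connected to 3 and 5, LIF to 9 and 2, Fgf/ERK to 4 and 3 and Wnt to 6 and 2. Per unit of the Wnt score, i5 rose by 1.65 (SE 0.158, adjusted p = 1.18e-13), i1 by 0.982 (SE 0.195, adjusted p = 2.17e-05), i11 by 0.618 (SE 0.131, adjusted p = 5.69e-05) and c6 by 0.818 (SE 0.207, adjusted p = 6.53e-04), with the other pathways held fixed, and the other connected clusters were i7, at 0.735 (SE 0.183, adjusted p = 5.57e-04), c2, at 0.590 (SE 0.165, adjusted p = 0.00191), i10, at 0.455 (SE 0.145, adjusted p = 0.00689), and, in the other direction, i4, at -0.644 (SE 0.208, adjusted p = 0.00773). Klf2, in i5, is itself 1 of the 50 Wnt genes. Among the mTORC1 coefficients, that of c7 (1.58, SE 0.198) had the lowest p, and among the induced clusters that of i10 (1.03, SE 0.163). From the clusters tied to Wnt the paper proposes a major role of Tcf7l1 in the downregulation of the naïve network.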

In our model, the Notch and mTORC1 pathways showed high connectivity to N24‐induced clusters (7 out of 12 clusters, each), whereas Wnt/β‐catenin signalling was specifically correlated with clusters containing high levels of downNAGs (cluster i1, i5 and i11) and the only constitutive cluster containing an appreciable number of (down)NAGs (const c6), indicating a major role for *Tcf7l1* in downregulation of the naïve GRN.

**Figure 7:**
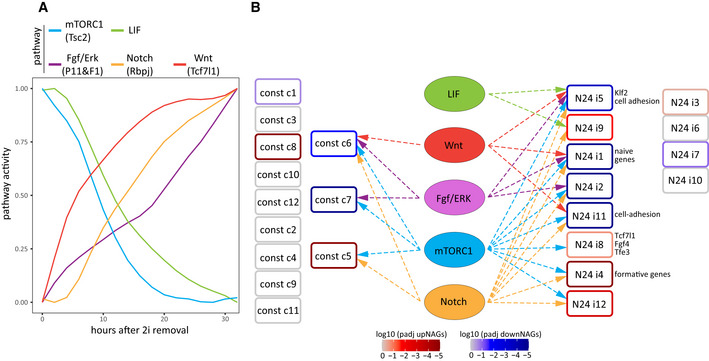
Wiring between regulatory pathways and gene expression clusters Pathway activities (average expression of the 50 specific pathway‐defining genes) across a WT differentiation time course for the mTORC1, LIF, Fgf/Erk, Notch and Wnt pathways. Pathway activity is defined as the average log2FC of pathway‐defining genes relative to the mean expression throughout the time course.Visualisation of connections between pathways (central ellipses) and gene clusters (rectangles), based on multiple regression models. The colour gradient of the clusters indicates adjusted *P*‐values of enrichment for up‐ or downNAGs. Connecting arrows link pathways to clusters that fit time course validated regression models (see Fig EV5B–D). Connecting arrows are coloured by source pathway. Unconnected clusters are listed separately (constitutive, left; N24‐induced, right).

**Figure EV5:**
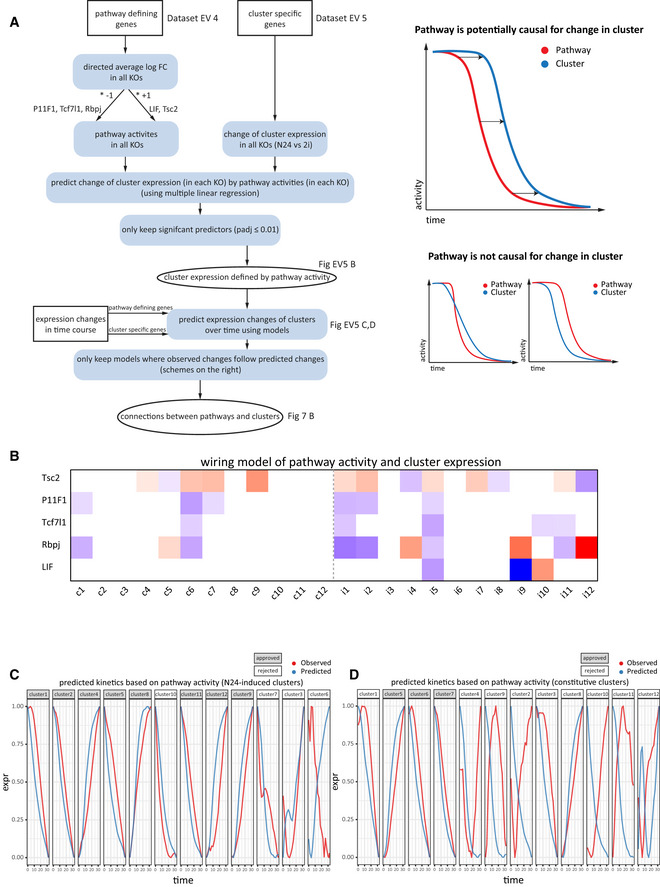
Wiring between regulatory pathways and gene expression clusters Schematic overview of the workflow to model cluster‐pathway connections. White rectangles indicate input data from previous analysis steps, white ellipses indicate results from this analysis and blue rounded rectangles represent different processing steps and calculations to obtain indicated results. Schematic pathway to cluster relations over the time course is shown on the right. If the change in pathway activity is causal for a change in cluster expression, behaviour as shown in the top scheme is expected. The two schemes at the bottom exclude causality as the cluster changes precede changes in the pathway.Heatmap showing multiple regression models of pathway activities that predict cluster expression. Only significant (adjusted *P* ≤ 0.01) interactions are shown. Colour intensity represents the strength of the interaction. Red tiles indicate that higher activity of a certain pathway is linked to higher expression of the cluster, while blue tiles indicate the inverse correlation.Observed cluster expression change (red) and cluster expression change predicted by regression models (blue) throughout the 32 h WT differentiation time course for all induced clusters. Predicted cluster expression is calculated using pathway activities throughout the WT time course and significant (adj. *P* ≤ 0.01) interactions from the multiple regression models from (B). Graphs show log2FC of cluster expression relative to the mean cluster expression across the time course. Cluster–pathway connections that were not validated through this test (predicted expression did not follow the same trend AND/OR did not precede observed expression) were rejected, as indicated.Similar to Fig EV5C for constitutive clusters.

Together, this shows that N24‐induced clusters which contain genes dynamically regulated during the exit from naïve pluripotency are largely under the control of five key signalling pathways gating differentiation in a cooperative manner by co‐regulation of the majority of differentiation‐specific gene modules.

## Discussion

Ordered progression through pluripotency requires the shutdown of the naïve TF network and concomitant large‐scale rewiring to establish the formative GRN (Buecker *et al*, 2014; Kalkan & Smith, 2014; Kalkan *et al*, 2017). Following Harald Weintraub’s pioneering work with muscle differentiation and Thomas Graf’s work on haematopoiesis, the ability of certain transcription factors to change cell identity without a developmental context gained central prominence with somatic cell reprogramming to pluripotency (Lassar *et al*, 1986; Xie *et al*, 2004; Takahashi & Yamanaka, 2006). However, most of these studies involved forced expression of selected transcription factors to achieve synthetic cell state transitions *in vitro*. Here, we utilised the remarkable properties of ESCs to recapitulate the pivotal embryonic transition from naïve to formative pluripotency. We show that this developmental cell state transition is not based on the action of few master transcription factors. Although crucial for defining lineage trajectories, transcription factors do not initiate cell fate decisions. Instead, the robust stability of naïve pluripotent stem cells is sustained and dismantled by multiple crosstalking components and by at least four diverse signalling inputs.

Our dissection of an authentic cell state transition indicates that the exit from naïve pluripotency is largely guided along a trajectory constrained by signalling pathways and funnelled through a handful of genetic modules. These adaptations of cellular networks establish the opportunity for TFs to initiate and consolidate cell identity. In the specific case of the exit from naïve pluripotency, expression of Oct4 and Sox2, which are key TFs for both the naïve and formative states, supports the maintenance of both the naïve and formative regulatory networks to ensure lineage fidelity during differentiation. Transcription factor circuits are crucial to maintain cell identity and to ensure proper lineage identity, but our data suggest that lineage‐specific TFs do not stand at the top of cell fate decision hierarchies.

Several signalling cascades have been implicated in ESC self‐renewal and naïve pluripotency exit, including pathways controlled by LIF, Akt/mTORC1, Wnt, Fgf/ERK and Notch. We derived transcription footprints of these pathways and scrutinised the extent to which they were deregulated by the different KOs to find that virtually all KOs showing a strong differentiation defect also showed deregulation of at least one of these five pathways. Notably, however, we observed segregation in terms of pathway deregulation. Thus, KOs that induce, e.g. a *Tcf7l1*‐like profile were less likely to show a signature of another pathway. We also confirm a previously reported sequential activity of Wnt and Fgf/ERK signalling during the naïve to formative transition (Neagu *et al*, 2020). Our data suggest that the exit from naïve pluripotency involves co‐ordinated activity changes of independent but functionally partially redundant pathways under the control of separable genetic networks. The observation that single gene depletion is not sufficient to prevent exit from the naïve state is consistent with this interpretation. Our analyses exposed discrete pathway and GRN features that mediate timely and robust mammalian cell state transitions. The finding that multiple sub‐networks with distinct expression patterns can be identified indicates the existence of several independent but cooperative molecular programmes that control differentiation.

By examining co‐regulation with the core naïve network across all KOs at N24, we identified the NAGs. NAGs obey strikingly similar expression dynamics *in vitro* and *in vivo*. Moreover, in the macaque pre‐ to post‐implantation transition, orthologous NAGs show similar behaviour as during mESC exit from naïve pluripotency. Therefore, this cohort of genes constitutes a layer of the pluripotency network that is tightly linked to, and likely acts in conjunction with, the core naïve TF network across mammalian species (Dunn *et al*, 2014). We suggest that collective modulation of NAG expression will propel naïve cells into formative differentiation and, conversely, that collective NAG deregulation will delay proper differentiation in exit factor KOs. The control of NAG expression appears to be interwoven with the signalling pathways involved in controlling the naïve to formative transition. The N24‐induced clusters enriched for NAGs showed high levels of deregulation in KOs exhibiting a strong differentiation delay and an overall high connectivity to all tested pathways. The functional significance of NAGs likely extends beyond self‐renewal and naïve identity. Indeed, most NAGs are not transcription factors. The growth factor Pdgfa is a case in point. *Pdgfa* is the most strongly associated NAG, but has no known activity on ESCs, which do not express the cognate receptor, Pdfgra. Within the ICM, Pdgfa expression is restricted to the naïve epiblast, whereas Pdgfra is present exclusively in the primitive endoderm. This reciprocal expression pattern is consistent with the known paracrine action of Pdgfa to promote primitive endoderm segregation (Artus *et al*, 2013). Thus, conserved linkage of NAGs to the naïve TF network may mediate paracrine communication to other lineages within the blastocyst as well as consolidate naïve epiblast fate.

Whereas most naïve TFs were tightly co‐regulated across the 73 KOs, *Klf2* expression was uncoupled from other members of the core network. Interestingly, while *Klf2* is highly expressed in mouse ESCs and naïve epiblast, it is very lowly expressed in primate blastocysts, and also in the porcine pluripotent compartment (Ramos‐Ibeas *et al*, 2019). *Klf2* may therefore be a rodent‐specific addition to the naïve TF network. A further significant species difference is the very low expression of *TCF7L1* in primate naïve cells, which underlies the differential responsiveness of mouse and human naïve cells to GSK3 or Wnt pathway inhibition (Bredenkamp *et al*, 2019; Rostovskaya *et al*, 2019). *Klf2* is a genomic target of Tcf7l1 (Martello *et al*, 2012). Together this suggests a rodent‐specific linkage between *Klf2* and *Tcf7l1* as regulatory module to sustain and extinguish the naïve to formative transition, respectively.

For most KOs, the degree of failure in naïve TF downregulation and the neutralisation of global differentiation‐related transcription changes are comparable. However, the relatively weak *Trim71* phenotype despite specific upregulation of some naïve TF genes suggests that upregulation solely of core naïve factors must reach a certain threshold to stably maintain naïve pluripotency, consistent with negative feedback constraints within the network (Chambers & Tomlinson, 2009; Dunn *et al*, 2014; Niwa, 2018).

The remarkable advantages of ESCs as an experimental venue include the utilisation of well‐defined culture conditions to recapitulate key features of *in utero* developmental progression (Nichols & Smith, 2012; Boroviak & Nichols, 2014; Kalkan *et al*, 2017; Smith, 2017). Our high‐resolution transcriptome analysis confirms that differentiation over 24 h *in vitro* mimics the peri‐implantation transition from naïve to formative epiblast *in utero*. These data provide rich resources for further studies. In particular, many strong differentiation delay KO transcriptome profiles retained transcriptome resemblance to the pre‐implantation epiblast. This relationship held true in 2i and at N24 and indicates that the KO of these genes perturb the cell state transition machinery operative *in vivo*. In general, we surmise that stalling the activity of the exit machinery is critical to *in vitro* capture and self‐renewal of naïve stem cells, consistent with empirical requirements for signal inhibition in both mouse and human (Ying *et al*, 2008; Bredenkamp *et al*, 2019). Interestingly, deficiency for some differentiation regulators increases similarity of 2i profiles to the *in vivo* pre‐implantation epiblast. Therefore, we propose that some of the mechanisms driving exit from naïve pluripotency contribute to the lack of complete identity between *in vivo* E4.5 epiblast and ES cells in 2i. This is in‐line with ESCs representing an engineered interruption in developmental progression and suggests that state‐of‐the‐art self‐renewal culture conditions may not yet capture the naïve state perfectly (Smith, 2017).

Our analyses provide a comprehensive inventory of genetic factors and regulatory networks governing the major cell fate transition from pre‐ to post‐implantation epiblast. We present evidence that mammalian *in vivo* development employs similar regulatory networks operating with similar mechanisms (Boroviak & Nichols, 2017; Rossant & Tam, 2017). These programmed cell state transitions in development do not rely upon instructions delivered by one or two master transcription factors. Rather, a cloud of activity involving multiple co‐ordinated and partially redundant inputs serves to destabilise an existing, multiply stabilised GRN. Thereby, a consolidated cell state can be rapidly dismantled by a combination of signals, triggering transition to the next developmental waystation.

## Materials and Methods

### Cloning

Guide RNAs (gRNAs) were designed using the computational pipeline described below, or by http://crisprscan.org. To clone the gRNAs for ESC KO of the 73 selected genes, we used RecET recombineering to insert the guide RNA protospacer encoding sequence between the U6 promoter and the universal sgRNA scaffold in pBR322‐U6‐cm‐ccdB‐sgRNA‐amp, as described previously (Baker *et al*, 2016). In brief, the plasmid was linearised at the point of insertion by BstZ17I digestion, purified using the Invitrogen Charge Switch PCR Purification Kit and dissolved in water; 80‐mer oligonucleotides containing the protospacer sequence, flanked by 30 bp of homology to the target plasmid were dissolved in water. *E. coli* GB05 transformed with the pSC101‐Prha‐ETgA‐tet plasmid (Baker *et al*, 2016) were cultured to OD600 ~0.5 in deep‐well 96‐well plates and then induced for 1 h for expression of the ETgA operon with L‐rhamnose. Electroporation with 200 ng (0.1 pmol) of the linearised vector and 50 pmol of oligonucleotide, using BTX 96‐well electroporation plates (MOS96, 2 mm gap,) and the BTX ECM630 electroporator with HT‐200 adapter, was described previously (Sarov *et al*, 2012). After 1 h of recovery time, 100 µl (1/10th) of the culture was transferred to a new plate with 900 µl of LB media plus 100 µg/ml ampicillin. After overnight selection, the saturated cultures were plated for single colonies on L‐agar + 100 micrograms/ml ampicillin. A single colony for each construct was picked and the clones were grown under selection in 96‐well plates, plasmid DNA was isolated, and Sanger sequenced from both directions using the M13F and M13R primers (flanking the U6‐protospacer‐sgRNA scaffold cassette, Dataset EV6). Sequence analysis confirmed the correct engineering of the plasmids. Alternatively, annealed oligonucleotides (Dataset EV6) were cloned into a BsaI site of a gRNA expression vector (Addgene Plasmid number 41824) (Mali *et al*, 2013) and correct insertion was determined by Sanger sequencing with the SP6 primer (Dataset EV6). For generating rescue cell lines, indicated coding sequences were cloned into a pCAG‐3xFLAG‐empty‐pgk‐hph vector (Betschinger *et al*, 2013) after PCR amplification. Correct insertion was detected by restriction digest and Sanger sequencing with the 3xFlag_seq primer (Dataset EV6).

### Cell culture

Diploid (biparental) ES cells were routinely cultured in gelatin‐coated 25 cm^2^ flasks in DMEM supplemented with 15% FCS (batch tested, Biowest), 1× Penicillin‐Streptomycin (Sigma), 0.1 mM NEEA, 1 mM sodium pyruvate, 1 mM l‐glutamine, 0.05 mM 2‐mercaptoethanol (Gibco), 10 ng/ml LIF (batch tested, in‐house), 1.5 µM CHIRON and 0.5 µM PD0325901 (termed ESDMEM‐2i) on gelatin‐coated plates. The basal medium during all differentiation assays and for haploid ES cell culture (N2B27) consisted of a 1:1 mixture of DMEM/F12 and Neurobasal medium supplemented with 1× B27 (Gibco), 0.5× N2 (homemade), 0.1 mM NEAA, 1 mM l‐glutamine, 1× Penicillin‐Streptomycin and 0.05 mM 2‐mercaptoethanol. Haploid ES cells were routinely cultured in N2B27 supplemented with 3 µM CHIR99201, 1 µM PD0325901 and 10ng/ml LIF and regularly sorted based on FSC/SSC parameters by FACS (Leeb *et al*, 2015). Haploid Rex1::GFPd2‐IRES‐BSD (hRex1‐GFPd2) (Leeb *et al*, 2012) and haploid Rex1::mKO2‐IRES‐BSD/pOct4‐GFP‐IRES‐Puro ESCs (generated in this study from a double reporter mouse) were derived from activated oocytes in 2i/LIF medium and used for screens. Biparental diploid ES cells expressing a destabilised GFP transgene (GFPd2) under control of the endogenous Rex1 promoter and carrying an EF1alpha‐driven Cas9 cassette targeted to the Rosa26 locus (RC9 cells, (Li *et al*, 2018)) served as the parental cell line for the KO lines generated in this study. A list of KO cell lines can be found in Dataset EV6.

### Transposon‐based saturation screen for key players of the exit from pluripotency

The gene‐trap vectors 5’‐PTK‐3’, TNN, TNP (Horie *et al*, 2011) together with haploid Rex1::GFPd2 ES cells (hRex1‐GFPd2, Leeb *et al*, 2014) and haploid Rex1::mKO2‐IRES‐BSD/pOct4‐GFP‐IRES‐Puro ES cells (hOR, this study) were used in 35 independent experiments to drive the screen to saturation. Mutant pools were generated by electroporation of 10^7^ haploid ESCs using a GenePulser Xcell (270 V, 500 μF, ∞ Ω, Bio‐Rad) with 0.5 μg gene‐trap plasmid and 10 μg hyperactive transposase (hyPBase) (Yusa *et al*, 2011). 24 h after electroporation, selection was started for 4 days using 1µg/ml puromycin. Thereafter, cells were plated at a density of 10^4^ cells/cm^2^ in N2B27 medium in the absence of LIF or inhibitors to allow differentiation. After 7–10 days in differentiation conditions, GFP‐positive cells were sorted and replated at a density of 10^4^ cells/cm^2^. After culture in N2B27 medium for a further 7–10 days, GFP‐positive ESCs were sorted, expanded for 48 h in 2i/LIF medium and DNA was isolated using the PureGene kit (Qiagen) according to the manufacturer’s instructions. Sequencing libraries were prepared using an optimised Splinkerette PCR protocol (Leeb *et al*, 2014) with a modified and improved set of adapters and primers (see Dataset EV6). Adapters were annealed at 50 µM each in T4 DNA ligase buffer by incubating at 97.5°C for 150 s followed by a temperature decrease of 0.1°C/5 s for 775 cycles. Ready‐to‐use adapters were stored at −20°C. Genomic DNA was isolated using the PureGene kit (Qiagen) according to the manufacturer’s recommendations and quantified on the Qubit 2 fluorometer (Life Technologies) using the Qubit dsDNA Broad Range Assay (Life Technologies, Q32853). 2 µg of genomic DNA was diluted to a total volume of 120 µl with Low TE buffer (10 mM Tris–HCl, pH 8.0, 0.1 mM EDTA) and sheared to 250 bp on a Covaris S‐series Sample Preparation System with the following settings: Duty Cycle—20%, Intensity—5, Cycles per Burst—200, Time—60 s, Temperature—4–7°C. After shearing, DNA was isolated with the QIAquick PCR purification kit (Qiagen) and quality assessed using the Agilent Bioanalyzer with the DNA high sensitivity kit (Agilent). End repair was performed using the NEBNext End Repair Module (E6050S) by mixing 100 µl sheared DNA, 11.6 µl buffer and 6 µl enzyme followed by incubation at 20°C for 60 min. After cleanup with the PureLink PCR Purification Kit (K3100‐01), 42 µl of the end repaired DNA was A‐tailed with the NEBNext dA‐Tailing Module (E6053S) with 5 µl buffer and 3 µl enzyme at 37°C for 60 min. Following PureLink purification of the A‐tailed DNA, the annealed adapters were ligated using the NEBNext Quick Ligation (E6056S) kit at 20°C for 30 min. Products were cleaned up using Ampure XP beads at a 1:1 ratio. Libraries were amplified using Kapa HIFI (Roche) with 1 µM PB5_pr1 and 1 µM SplAP1 during 18 cycles of 20 s 98°C, 20 s 63°C and 40 s 72°C with an initial denaturation at 95°C for 2 min and a final extension at 72°C for 5min. Samples were cleaned up using Ampure XP beads at a ratio of 0.8. A second round of PCR was conducted with 24 µl of PCR1 using the Kapa HIFI polymerase with 0.6 µM SplAP2 and 0.6 µM index primer for 13 cycles at an annealing temperature of 60°C with all other settings as in PCR1. Final libraries were quantified using the KAPA SYBR Fast qPCR Mix with primers SYB7 and SYB5 (Dataset EV6) at 0.5 µM each, and a final quality control was conducted with the Agilent Bioanalyzer DNA High Sensitivity Assay. Integration sites were mapped as in (Leeb *et al*, 2014) and described below.

### Generation of KO ESCs

Direct comparison between KOs necessitates a similar culture and passaging history. We therefore established an experimental pipeline to parallelise the generation of multiple KO ESC lines per week. 2 × 10^5^ RC9 cells were transfected in a 6‐well format with a set of two gRNA‐containing vectors (Dataset EV6; (1 µg each), together with 0.5 µg of pCAG‐dsRed by Lipofectamine2000 (3 µl per reaction). 12–16 h after transfection, medium was replaced. To enrich for transfectants, cultures were sorted for GFP/dsRed double‐positive cells on a BD FACS Aria III 48h after transfection and plated at clonal density in 6‐cm dishes (100–800 cells per dish) in ESDMEM‐2i. Approximately 1 week after sorting, 48 colonies per gene KO were picked into 96‐well plates, trypsinised and split into one expansion‐plate and one plate for PCR genotyping after boiling lysis and proteinase K treatment (see PCR genotyping). Identified KO clones were expanded to 12‐well or 6‐well plates after 3 days of growth, and the remaining plate was frozen by adding 100 µl 2× freezing medium (80% FCS/20% DMSO) to 100 µl cell suspension as a backup. Clones were frozen from 12‐ or 6‐well plates in freezing medium containing 50% FCS and 10% DMSO. The 73 cell lines generated by this strategy and analysed by RNAseq are listed in Dataset EV6.

### PCR genotyping

Crude DNA lysates were generated by pelleting half of a picked colony in a PCR plate at 500 g at 4°C, followed by two washes with PBS. 25 µl of water were added and cell pellets were boiled for 5min at 95°C. After cooling, Proteinase K was added at a final concentration of 3 µg/µl and incubated at 65°C for 1 h followed by inactivation at 95°C for 10min. Successful KO generation was confirmed by PCR, employing a three‐primer strategy. Specific reverse primers for the deletion event and a possible wild‐type allele were used in combination with a common forward primer (Dataset EV6) in separate PCRs. Cell lines with indels caused by a NHEJ event around the exonic gRNA1 target site were detected by Sanger sequencing of the “wild‐type”‐like band. Verification of the KO events was performed by the same PCR strategy on DNA, isolated using the PureGene DNA isolation kit (Qiagen) according to the manufacturer recommendations. For genotyping PCR, we used OneTaq (NEB) or JumpStart RedTaq (Sigma) PCR Master Mix according to the manufacturer’s recommendations for cycling and a standard annealing temperature of 55°C and 35–40 cycles.

### qPCR genotyping

Cells grown in ESDMEM‐2i were harvested in RLT buffer and isolated with the RNeasy mini kit (Qiagen) according to the manufacturer’s recommendations. cDNA was transcribed using the SensiFAST cDNA Synthesis Kit (Bioline). Expression of exonic regions upstream of the deletion, the deleted exon and an intronic region downstream of the mutated exon was determined for the tested KO by qPCR using the Sensifast SYBR No Rox‐Kit (Bioline). Primers are listed in Dataset EV6.

### Immunoblotting

Whole cell fractions were isolated using RIPA buffer, and protein concentrations were determined using a Bradford Assay (Bio‐Rad). 20 µg whole cell lysate were separated on 8‐12% SDS–PAGE gels (depending on the molecular weight of the target proteins) and subsequently blotted on 0.2 µm nitrocellulose membranes (Amersham). Membranes were blocked in TBS or PBS containing 5% milk and 0.1% Tween‐20 or 3% BSA and 0.1% Tween‐20 for 1h. Primary antibodies were incubated overnight at 4°C, at a dilution of 1/1,000 with the following exceptions: Anti‐Gapdh 1/25,000, Anti‐Tubulin 1/5,000, Anti‐Vinculin 1/5,000, Anti‐Smg5 1/200 and Smg7 1/2,000. Secondary goat anti‐mouse IgG HRP (1:10,000) or goat anti‐rabbit IgG HRP (1:15,000) were incubated at RT for 1h in blocking solution. Antibody binding was detected using the ECL select detection kit (Amersham). A list of antibodies can be found in Dataset EV6.

### Parallel differentiation

ES cells were differentiated in seven batches, always including WT controls, control KO ESCs (no phenotype expected) and a range of ESCs with expected weak to strong phenotypes. Where applicable two independent KO clones were used, other KO ESCs were cultured in replicates before initiation of differentiation. 24 h before starting the differentiation assay, the medium was changed from ESDMEM‐2i to N2B27‐based 2i/LIF medium. Cells were then trypsinised, counted and plated in 2i (without LIF) at a density of 10^4^ cells/cm^2^ in two replicate wells of a 6‐well plate for differentiation, one 6‐well as undifferentiated control and 2 wells of a 12‐well plate (undifferentiated control and differentiated sample) to monitor differentiation by FACS. 12h after plating, cells were washed twice with PBS and medium was changed to unsupplemented N2B27. For the undifferentiated controls, medium was replaced with fresh 2i. 24 h later, at N24, cultures were harvested in RLT buffer and stored at −80°C before isolation of RNA using the RNeasy Mini Kit (Qiagen). mRNA was isolated from 1 ug total RNA by poly‐dT enrichment using the NEBNext Polya mRNA Magnetic Isolation Module according to the manufacturer’s instructions. Samples were eluted in 15 µl 2x first strand cDNA synthesis buffer (NEBnext, NEB). After chemical fragmentation by incubating for 15 min at 94°C, the sample was directly subjected to the workflow for strand specific RNA‐Seq library preparation (Ultra Directional RNA Library Prep, NEB). For ligation, custom adapters were used (Dataset EV6). After ligation, adapters were depleted by an Ampure‐XP bead purification (Beckman Coulter) adding beads in a ratio of 1:1, followed by an index PCR (15 cycles) using Illumina compatible index primer. After double Ampure‐XP beads purifications (with beads added in a ratio 1:1), libraries were quantified on a Fragment Analyzer run with a NGS Assay Kit (Agilent) and loaded on a HiSeq 3000 flowcell with 50 cycles single end sequencing by pooling the samples based on molarity aiming for 30 mio. reads per sample.

### 2h resolved differentiation time course

Medium was changed from ESDMEM‐2i to N2B27‐2i/LIF 24h before initiating the assay. Cells were trypsinised, counted and plated at a density of 10^4^ cells/cm^2^ in 6‐well plates in 2i (without LIF). 12h later, medium was changed to unsupplemented N2B27 (or 2i for the undifferentiated controls), and cells were harvested in buffer RLT every 2 h for the next 32h (until N32). RNA was isolated using the RNeasy Mini Kit (Qiagen). All libraries were generated from 500 ng RNA using the TruSeq Stranded mRNA Library Prep Kit (Illumina) and analysed on a HiSeq4000 machine to generate paired end reads at 75 bp read length.

### LIF signature

1x10^4^ cells/cm^2^ were plated in N2B27‐2i and N2B27‐2iLIF and grown for 24 h after which RNA was isolated using the RNeasy Mini Kit (Qiagen). Libraries were made from 500ng high quality RNA using the Quantseq 3′ mRNA‐Seq Library Prep Kit FWD for Illumina (Lexogen) according to the manufacturer’s instructions. Libraries were quantified using qPCR according to the Quantseq Library Prep Kit and with the included primers, pooled and quality checked using an Agilent Bioanalyzer DNA High Sensitivity Assay (Agilent). Multiplexed samples were sequenced on a HiSeq4000 machine to generate single end reads of 50bp read length.

### RNAi experiments

For RNAi FlexiTube, siRNAs against Klf2 were used with AllStars Negative Control siRNAs (Qiagen). 20 ng siRNAs/4 × 10^4^ cells were transfected in 2i using DharmaFect (Dharmacon). 12 h later, the medium was changed to N2B27 after two PBS washes. At N24 and N32, Rex1‐GFPd2 expression was determined by flow cytometry (see below).

### Flow cytometry

Cells were dissociated in 0.25% trypsin/EDTA, and trypsin was neutralised with DMEM supplemented with 15% FCS. After passing through a 40 µm mesh, Rex1‐reporter activity was measured using a BD Fortessa machine. High‐throughput measurements were performed in 96‐well plates using the HTS unit of the BD Fortessa. Data were analysed using FlowJo software.

### Data analysis

#### Statistical analysis

Established standard tests (e.g. for differential expression testing, gene set enrichment) were used throughout. Correction for multiple testing was performed whenever necessary. Details of individual statistical tests are provided in the following sections.

### Transposon mutagenesis screen in haploid murine embryonic stem cells

Integration mapping was performed as previously described (Leeb *et al*, 2014). Most gene‐trap insertions were found in intronic sequences, consistent with the relative length distributions of genomic features. However, after normalising to available TTAA sites per region, TTAA sites in 5’UTRs and promoters (defined as < 500 bp upstream of the TSS) were overrepresented, whereas TTAA sites in introns were relatively depleted. 7,760 independent integrations passing cut‐off criteria were mapped to 3,469 genes. Of those, 232 Genes (2,474 independent integration sites) were hit in five or more independent screens, indicating that those are integrations causative for the detected differentiation defect. To complement the candidate list and correct for gene‐specific biases, we further developed a strategy to assign statistical strength to candidate genes by assessing the number of integrations per gene in relation to available TTAA transposon integration sites. We utilised the number of different TTAA sites within each gene to calculate the probability of having integrations in *k* or more different locations by chance. All TTAA sites in mm10 were assessed using bowtie, and the analysis was restricted to genes classified as protein‐coding, long non‐coding RNAs and micro‐RNAs. We computed the probability that a gene is hit *k* times given that it contains *n* TTAA transposon integration sites assuming a binomial distribution (while *k* is the observed number of integrations).

$$P\left[X\geq i\right]=\sum_{i=k}^{n}P\left[X=i\right]=\sum_{i=k}^{n}B\left(i|p_{0},n\right)=\sum_{i=k}^{n}\left(\begin{array}{c} n\\ i \end{array}\right)p_{0}^{i}{\left(1‐p_{0}\right)}^{n‐i}$$

*p_0_* was then calculated by $\frac{All\;hit\;TTAA‐sites\;in\;genes}{All\;TTAA‐sites\;in\;genes}$

We applied this test to genes with at least 26 TTAA sites, as genes with fewer TTAA sites would be significant (*P*‐value < 0.05) with a single integration. Candidate gene lists between both analyses showed overlapping results and top hits were largely identical. This resulted in a list of 421 significant genes (adjusted *P*‐value < 0.01 and hit in at least two independent screens).

### Guide RNA design criteria

To automate the design of sgRNAs as far as possible, we used the R package CRISPRseek (Zhu *et al*, 2014) to score the efficiency and likely off‐target binding of candidate sgRNA sequences. For a selected gene, the algorithm proceeds as follows:

Retrieve the sequence of the first protein‐coding exon.

1. Sequence has to be at least 50nt long.
2. Find sgRNAs within the sequence and score them.
3. If no appropriate sgRNA could be found, move to next exon.
4. Still in the first third of the coding sequence?
5. Find a second sgRNA in an intron at least 5kb, but no further than 30kb downstream.
6. Score the sgRNAs.

A minimal efficiency of 0.2 and an off‐target score < 100 was required.

### PCR primer design strategy for simplified knockout validation

The surrounding regions of the sgRNAs (min distance 20 bp) were used as input for PRIMER3 primer predictions. Primers were designed to have a length of 18–27 bases with an optimum of 20 and to have melting temperatures between 57 and 63°C with an optimum of 60°C. All primers were checked for off‐target binding sites by using Blastn. Blastn was called with the parameters:

‐task megablast ‐use_index false ‐word_size 7 ‐perc_identity 65 –evalue 30000 ‐max_target_seqs 50 ‐num_threads 4 –outfmt 7.

### RNA quantification, RNAseq

Quality control was performed using fastQC (version 0.11.5). Transcripts were mapped to the mm10 mouse reference genome and counts determined using STAR (version 2.5.3). FPKM values were calculated using DESeq2 (version 1.24.0).

### RNA quantification, QuantSeq

Transcripts from RC9 cells in 2i and 2i/LIF medium were measured using QuantSeq (Lexogen) and quantified as described. Reads were trimmed with bbduk (version 35.92). Quality control was performed using fastQC (version 0.11.5). Transcripts were mapped to the mm10 mouse reference genome using STAR (version 2.5.3). After indexing with samtools (version 1.3), reads in genes were counted using HTSeq‐count (version 0.6.0). Counts were subjected to differential expression analysis.

### Differential expression analysis

Differential expression analysis was carried out using limma (version 3.40.6), after transforming transcript counts using the included voom function. We then fitted a linear model to sample measurements from each combination of knockouts (including RC9 control) and conditions (2i and N24). RNAseq batches were included in the model as a confounding factor and batch‐corrected using removeBatchEffect for visualisation. Contrasts were fitted to determine the expression differences between (i) each knockout sample in 2i and the RC9 control, (ii) each knockout sample in N24 and the RC9 control, and (iii)the difference between the log fold changes calculated in (i) and (ii) (interaction effect). We also fitted a contrast to determine changes during normal differentiation, i.e. the differential expression between RC9‐N24 versus RC9‐2i. All fitted contrasts were tested for differential expression using moderated t‐statistics through the limma function treat (H0 |log2FC| < log2(1.5)). *P*‐values were corrected for multiple testing using the Benjamini–Hochberg method (FDR). For subsequent analyses, the more stringent *P*‐values and FDR values as calculated by treat were used (unless noted otherwise). Differential expression analysis of 2i/LIF versus 2i RC9 measurements was carried out separately, but in an identical manner.

### GO enrichment analysis

Mouse gene GO annotations were extracted from the R package org.Mm.eg.db (version 3.4.0). GO terms that included between 5 and 500 genes were selected for further analysis. For each gene list of interest, significance of functional enrichment of GO terms compared with the background list was determined using Fisher’s exact tests. The background was restricted to genes whose transcripts were detected at a median count above 5. To reduce redundancy of functional categories, we clustered GO terms that differed in 5 or fewer genes of interest (using the R base function hclust on the L1‐distance of the binary membership matrix). The smallest GO term by total annotations was selected independently from Fisher test results as the primary, i.e. most specific term to represent each cluster. We then carried out correction for multiple hypothesis testing using the Benjamini–Hochberg method on all primary GO terms to obtain adjusted *P*‐values.

Pathway enrichment was performed in the same way as described above for GO terms with Reactome pathway annotations taken from the reactome.db R package (version 1.68.0).

### Naïve marker dependency of N24 KO expression patterns (NAGs)

To quantify the similarity of each gene’s log2 fold change across KOs at N24 with the log2 fold change of seven core pluripotency markers (*Nanog, Esrrb, Tbx3, Tfcp2l1, Klf4, Prdm14 and Zfp42*), multiple regression analysis was performed. That is, each gene’s DE pattern was modelled as a linear combination of marker DE patterns, quantifying the strength of association as their shared variance (multiple‐*R* ^2^). NAGs were defined as having a naïve marker *R* ^2^ of ≥ 0.65.

### Cluster analysis (constitutive and N24‐induced)

Based on the differential expression analysis of all KOs (excluding *Suz12*, *Eed* & *Csnk1a1* KOs) in both N24 and 2i, and their interactions with the RC9 control, we defined two main categories of KO‐responsive genes: (i) the constitutive knockout response: genes that were significantly changed (adj. *P* ≤ 0.05) in the same direction in both N24 and 2i, in at least one knockout condition. Genes from the N24‐induced KO response category were excluded. (ii) N24‐induced knockout response: genes that were significantly changed in both N24 and the knockout:RC9 interaction term, in at least one knockout condition. To determine whether genes in the N24‐induced knockout response subset were overall more correlated with naïve pluripotency markers, we checked the distribution of naïve marker multiple‐R^2^ values in the N24‐induced knockout response set compared with both the background distribution and genes classified as part of the constitutive KO response.

To determine whether distinct functional clusters of genes that may be activated in all, single or sub‐groups of knockouts, we clustered genes in either of the categories (constitutive and N24‐induced response) based on their KO^N24^ versus RC9^N24^ log fold changes, using the R base package hclust with the “Ward.D2” method. We determined the total within‐cluster variance at different numbers of clusters. The number of clusters was chosen such that the model improved strongly by increasing the number of clusters up to that value, but only marginal gains result from increasing it further. Thereby, 12 gene clusters in the constitutive response and 12 clusters in the induced response were identified. GO enrichment analysis was carried out as described above for member genes of each cluster. Here, we required at least five genes of a cluster to be enriched in a GO term to be considered.

### Differentiation pathway correlation analysis

We defined downstream responses of key differentiation pathways using the most specific responses to the knockouts of their upstream regulators: *Tsc2* (mTORC1), *Ptpn11* & *Fgfr1* (Fgf/Erk signalling), *Tcf7l1* (Wnt signalling) and *Rbpj* (Notch signalling). In addition, LIF‐specific changes were defined as the response of genes in RC9 cells in the 2i/LIF compared with the 2i condition. To ensure specificity, we required that the log fold change of each response gene for a given regulator (in N2B27 medium) exceeded that observed in the remaining conditions by a factor of two. In the case of Ptpn11 and Fgfr1, this criterion had to be met by the lower of the two log fold changes for each gene. Additionally, the genes were required to satisfy a FPKM (CPM in case of LIF) cut‐off of at least 1 in either the KO or the WT. From all remaining, significantly expressed genes (FDR ≤ 0.05) we then selected, by absolute log fold change in descending order, the top 50 most specific genes for each pathway (Appendix Fig S7A).

Pathway activity was then determined across all KOs at N24. For each pathway, the log2 fold changes of the 50 pathway‐specific response genes from the associated regulator knockout (KO^N24^ versus RC9^N24^) were selected. We then correlated these log fold changes to the log fold changes of the same genes in all other knockouts at N24 (and in 2i for the LIF pathway footprint, which was derived by the contrast 2i versus 2i/LIF). A positive correlation indicates that the pathway is disrupted in a manner similar to knocking out its regulator, whereas a negative correlation indicates the opposite. In the case of LIF‐specific genes, a positive correlation indicates an effect similar to that of adding LIF. *P*‐values of correlation values were calculated based on Fisher’s Z transform. *P*‐values were then corrected for multiple testing using the Bonferroni method.

To determine how predictive the calculated correlations were of the differentiation phenotype (mean naïve marker log2FC versus RC9 at N24), we carried out multiple linear regression and extracted the coefficients of the model to establish the relative contribution of each pathway signature to naïve marker deregulation.

### Quantification of differentiation delay in knockouts

Raw RNA‐seq data were aligned to the mm10 genome, and read counts were obtained using the STAR aligner (version2.5.2b). Gene expression for the following biotypes was quantified: protein_coding, misc_RNA, miRNA, scaRNA, scRNA, snoRNA, snRNA and sRNA. Read counts were normalised using DESeq2 (version 1.22.2) and subsequently the log2fc between all samples and the mean expression of the 2i samples was calculated. This resulted in expression profiles for each gene over 32 h of differentiation.

Gaussian process regression was used to smoothen the profiles of each gene (R package tgp version 2.4‐14). The expression profiles of 73 knockouts at N24 were mapped onto the differentiation axis from the time course to quantify differentiation delays per KO, i.e. we aimed to quantify how many hours the KO expression pattern is “behind” the expected differentiation in WT cells. This “mapping” to the time axis was done first computing the log2FCs between N24 versus 2i for each KO. The resulting log2FC profiles were compared with the log2FCs at each time point during the WT differentiation. We assumed that the time point at which the difference between the WT profile and the KO profile is minimised best reflects the molecular differentiation state of the respective KO.

We used the Euclidean distance for this purpose. To make distances better interpretable between the knockouts the distances were set to:

$$\frac{\text{Euclidean}\;\text{distance}‐\min\;\text{Euclidean}\;\text{distance}}{\max\;\text{Euclidean}\;\text{distance}‐\min\;\text{Euclidean}\;\text{distance}}$$

where the maximum and minimum distances refer to the respective maximum and minimum Euclidean distances of the respective KO across all time points (i.e. the worst and the best matching time point). Thus, the best matching time point will get a distance score of 0.

In order to further increase the time resolution, additional time points were imputed via linear interpolation. Here, we interpolated expression profiles every 15 min between the two neighbouring time points of the time point with the smallest Euclidean distance. Timing of knockouts was repeated on the interpolated time points, and the new minimal distance was used to quantify the differentiation delay.

### Prediction of cluster expression by pathway activity

Pathway activities for each pathway in all KOs were calculated using following formulas:

$$directed\;FC\left(KO\right)=FC\left(\frac{\mathrm{KO}}{\mathrm{WT}}\right)*\left\{\begin{array}{c} LIF\left\{\begin{array}{c} +1\;same\;direction\;as\;in\frac{\mathrm{LIF}}{2i}comparison\\ ‐1\;opposite\;direction\;as\;in\;\frac{\mathrm{LIF}}{2i}\;comparison \end{array}\right.\\ Tsc2,P11F1,Tcf7l1,Rbpj\left\{\begin{array}{c} +1\;same\;direction\;as\;in\;\frac{rep,KO}{\mathrm{WT}}\;comparison\\ ‐1\;opposite\;direction\;as\;in\frac{rep,KO}{\mathrm{WT}}\;comparison \end{array}\right. \end{array}\right.$$

$$directed\;avg.\log FC_{\mathrm{KO}}=\frac{\sum_{n}^{PW\;specific\;marker\;genes}directed\;FC{\left(KO\right)}_{n}}{\sum_{n}^{PW\;specific\;marker\;genes}directed\;FC{\left(rep.KO\right)}_{n}}$$

$$pathway\;activity_{\mathrm{KO}}=directed\;avg.\log FC_{\mathrm{KO}}*\left\{\begin{array}{c} 1\;for\;LIF,Tsc2\\ ‐1\;for\;P11F1,Tcf7l1,Rbpj \end{array}\right.$$

The combinations of pathway activities and average cluster expression changes over all KOs were used to build a multiple regression model to predict the expression changes in each cluster by the five pathway activities. Connections between pathway activities and cluster expression changes not passing a significance cut‐off (adj. *P*‐value ≤ 0.01) of the multiple regression models were excluded from each model. The remaining models were tested in the time course data. Connections from clusters where prediction of expression changes based on pathway activities did follow or contradict the observed expression changes in the time course were excluded.

### Embryo comparison

Sequencing data were obtained from the European Nucleotide Archive (Toribio *et al*, 2017) from single‐cell mouse embryo profiling studies (Deng *et al*, 2014; Mohammed *et al*, 2017). The macaque FKPM expression data set was provided by (Nakamura *et al*, 2016). Orthologues genes mapping in 1‐to‐1 fashion were used during comparative analysis. Alignments to gene loci were quantified with htseq‐count (Anders *et al*, 2014) based on annotation from Ensembl 87 (Toribio *et al*, 2017). Principal component and cluster analysis were based on log2 FPKM values computed with the Bioconductor package DESeq (Anders & Huber, 2010), custom scripts and FactoRmineR packages (Lê *et al*, 2008). Highly variable genes were calculated by fitting a non‐linear regression curve between average log2 FPKM and the square of coefficient of variation. Specific thresholds were applied along the x‐axis (log2FPKM) and y‐axis (coefficient of variation) to identify the most variable genes. Fractional identity between the bulk RNAseq (2i, N24) and the mouse, macaque embryo or human capacitation data set were computed using R package DeconRNASeq (Gong & Szustakowski, 2013).

### GENEES (Genetic Network Explorer for Embryonic Stem Cell Differentiation) Application

To both visualise and interrogate gene expression analysis of all KO ES cells, we have set up the online tool GENEES (Genetic Network Exploration of Embryonic Stem Cell Differentiation). It is accessible at [http://shiny.cecad.uni‐koeln.de:3838/stemcell_network/]. The app integrates multiple visualisations and summary statistics to make all information directly available for exploratory analysis. The app has 3 different tabs for inspection of single genes, pre‐computed clusters and custom gene sets. Single genes can be inspected in the “Genes tab”, while previously described constitutive clusters and induced clusters can be further inspected in the “Pre‐computed clusters” tab. In the “Select custom geneset” tab, a set of genes of interest subjected to analysis can be defined and analysed.

## Author contributions

Conceptualisation of study: ML, AB, AS and AFS. Study design: ML and AB. Experiments: ML, AL, AB, RS, MG and FT‐T. Wet‐laboratory experiments: AL, MH, JR, PvdL, HFT, LS, EG, ML and MS. Bioinformatic analyses: RS, FT‐T, MG, GGS, MR and AL. Manuscript writing: ML, AB, AS, AFS, AL, RS, MG, MH, FT‐T and GG. Funding: ML, AB, AFS and AS.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Review Process File

Appendix

Expanded View Figures PDF

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

## Data Availability

The data sets produced in this study are available on the Gene Expression Omnibus database under: GSE145653 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145653).

# Supplementary material for: Cooperative genetic networks drive embryonic stem cell transition from naïve to formative pluripotency
**Source:** EMBO J. 2021 Mar 9;40(8):e105776. doi: 10.15252/embj.2020105776
**Supplement:** Supplementary file 2 — Appendix

Appendix

Cooperative genetic networks drive embryonic stem cell transition from naïve to formative pluripotency

Andreas Lackner[#], Robert Sehlke[#], Marius Garmhausen[#], Giuliano Giuseppe Stirparo[#], Michelle Huth[§], Fabian Titz-Teixeira[§], Petra van der Lelij, Julia Ramesmayer, Henry Fabian Thomas, Meryem Ralser, Laura Santini, Elena Galimberti, Mihail Sarov, A. Francis Stewart, Austin Smith, Andreas Beyer*, Martin Leeb*

Appendix Table of Contents

Appendix Figure S1 – Exit from Pluripotency Screen

Appendix Figure S2 – KO validation and rescue experiments

Appendix Figure S3 – RNAseq: Sample clustering dendrograms

Appendix Figure S4 – RNAseq: Batch correction and DEGs

Appendix Figure S5 – *Csnk1a1* KO phenotype

Appendix Figure S6 – 2h resolved time course

Appendix Figure S7 – Pathway and cluster analysis

Appendix Figure S8-S20 – Heatmaps of cluster and GO term genes

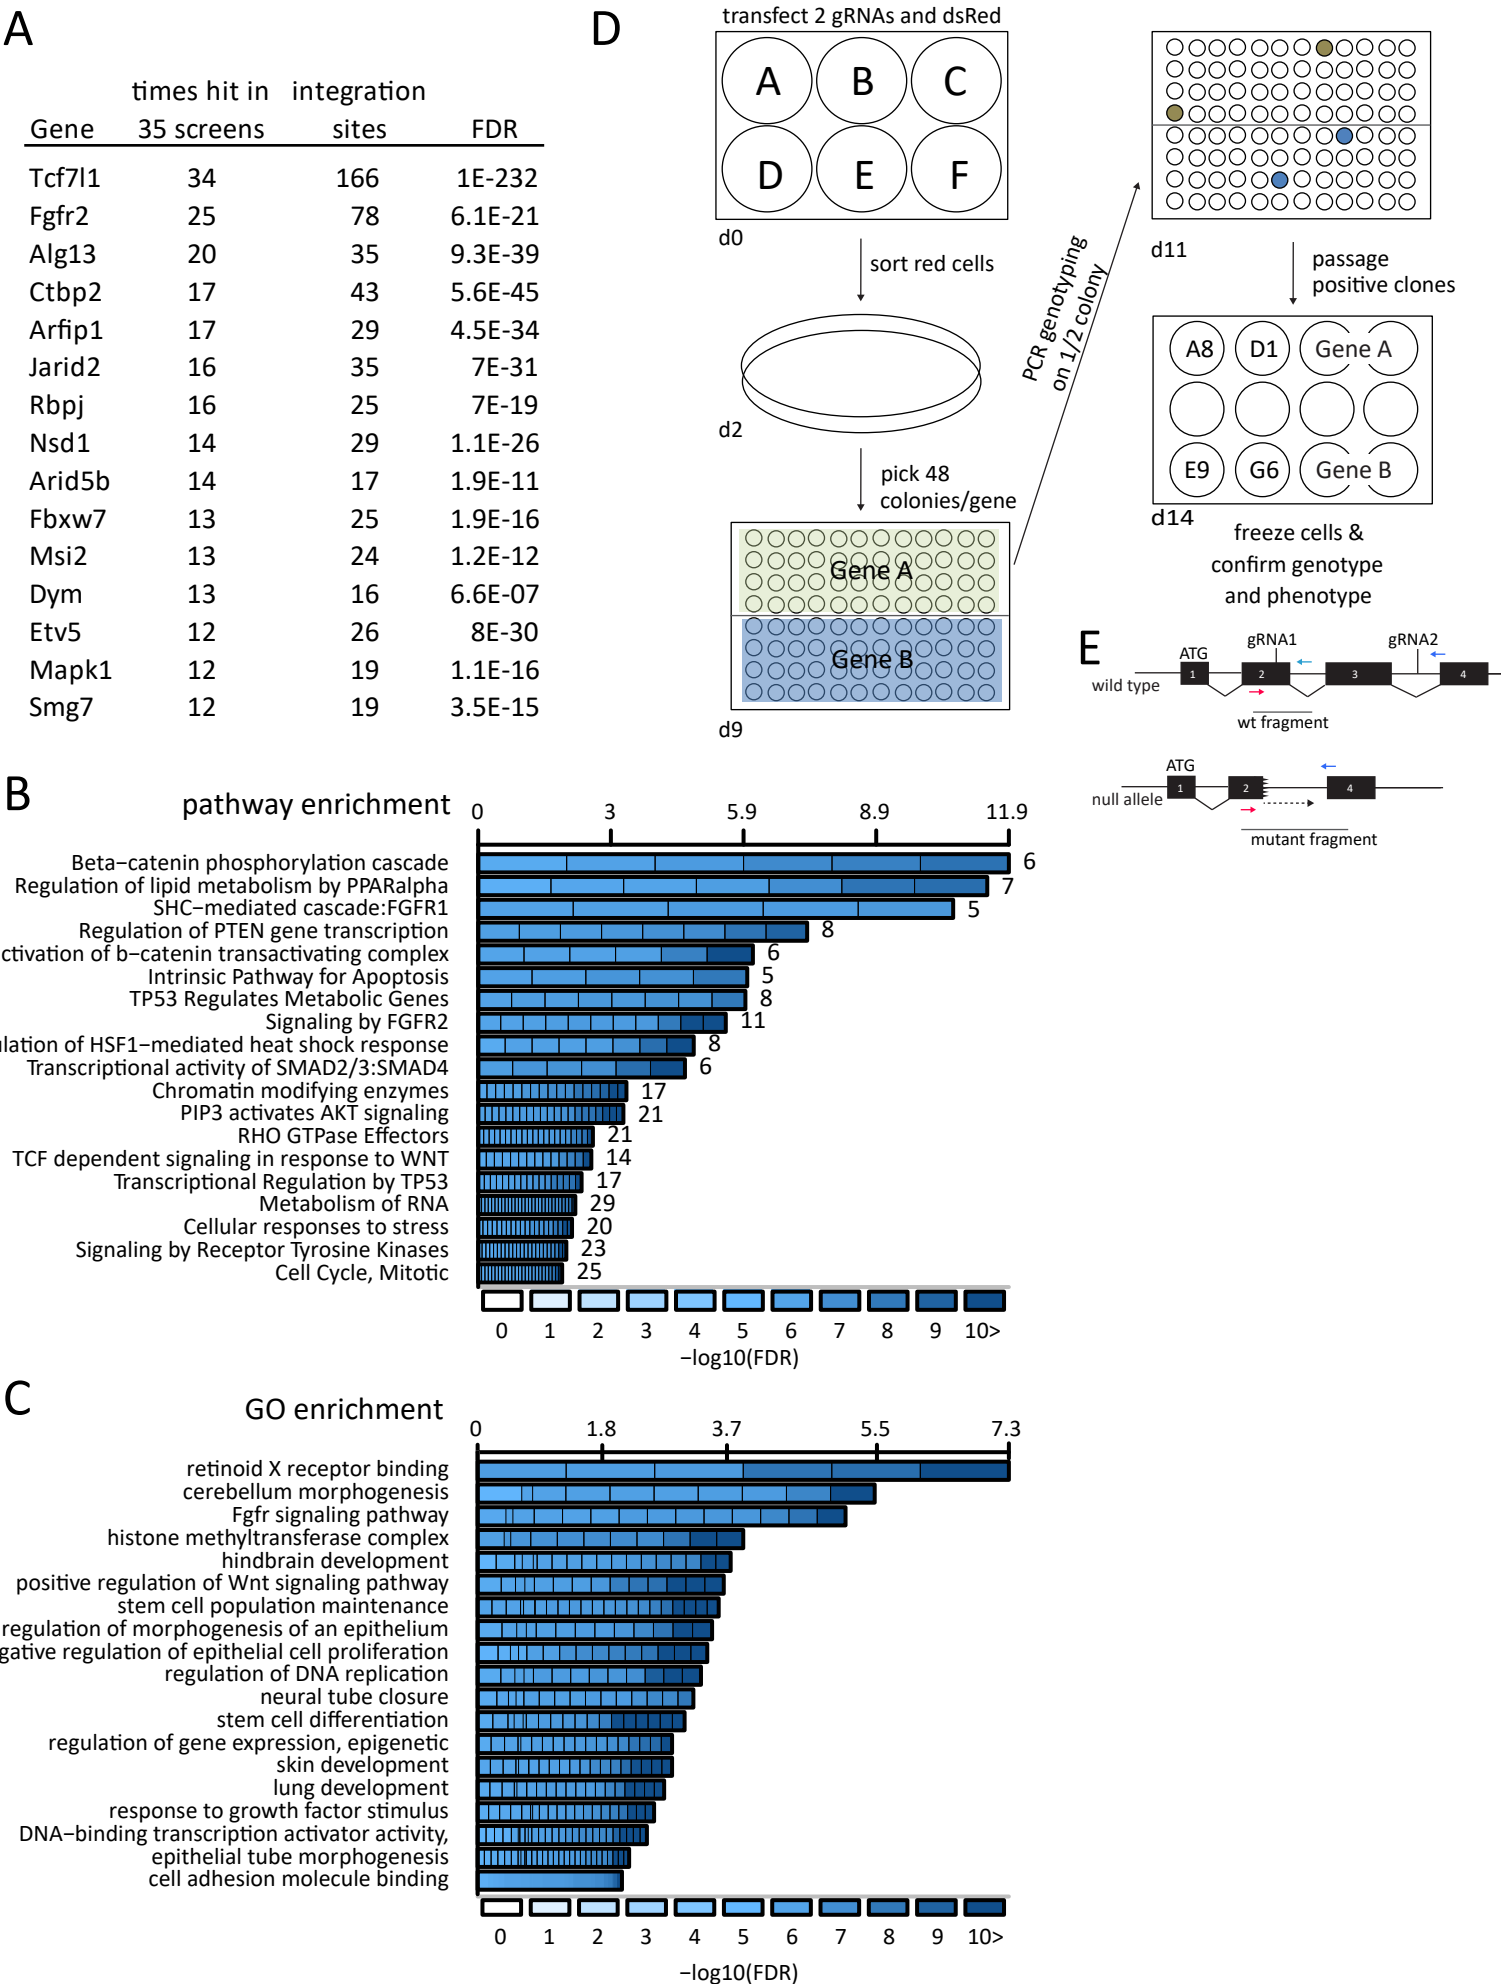

Appendix Figure S1

Appendix Figure S1

A The top 15 candidate genes from the haploid screen ordered by the number of screens (out of 35 screens) they were independently detected. The number of accumulated independent integration sites across all 35 screens and the calculated FDR are given for each hit (Dataset EV6).

B Significantly enriched pathways among screen hits, ranked by fold enrichment; colour code represents haploid screen-based FDR for genes in the GO and pathway categories. Numbers next to bars indicate the number of hit-genes within the category.

C Significantly enriched GO terms among screen hits as in **B**.

D Workflow to generate CRISPR/Cas9 knockouts in RC9 ESCs.

E Schematic strategy illustrating gRNAs and genotyping primers.

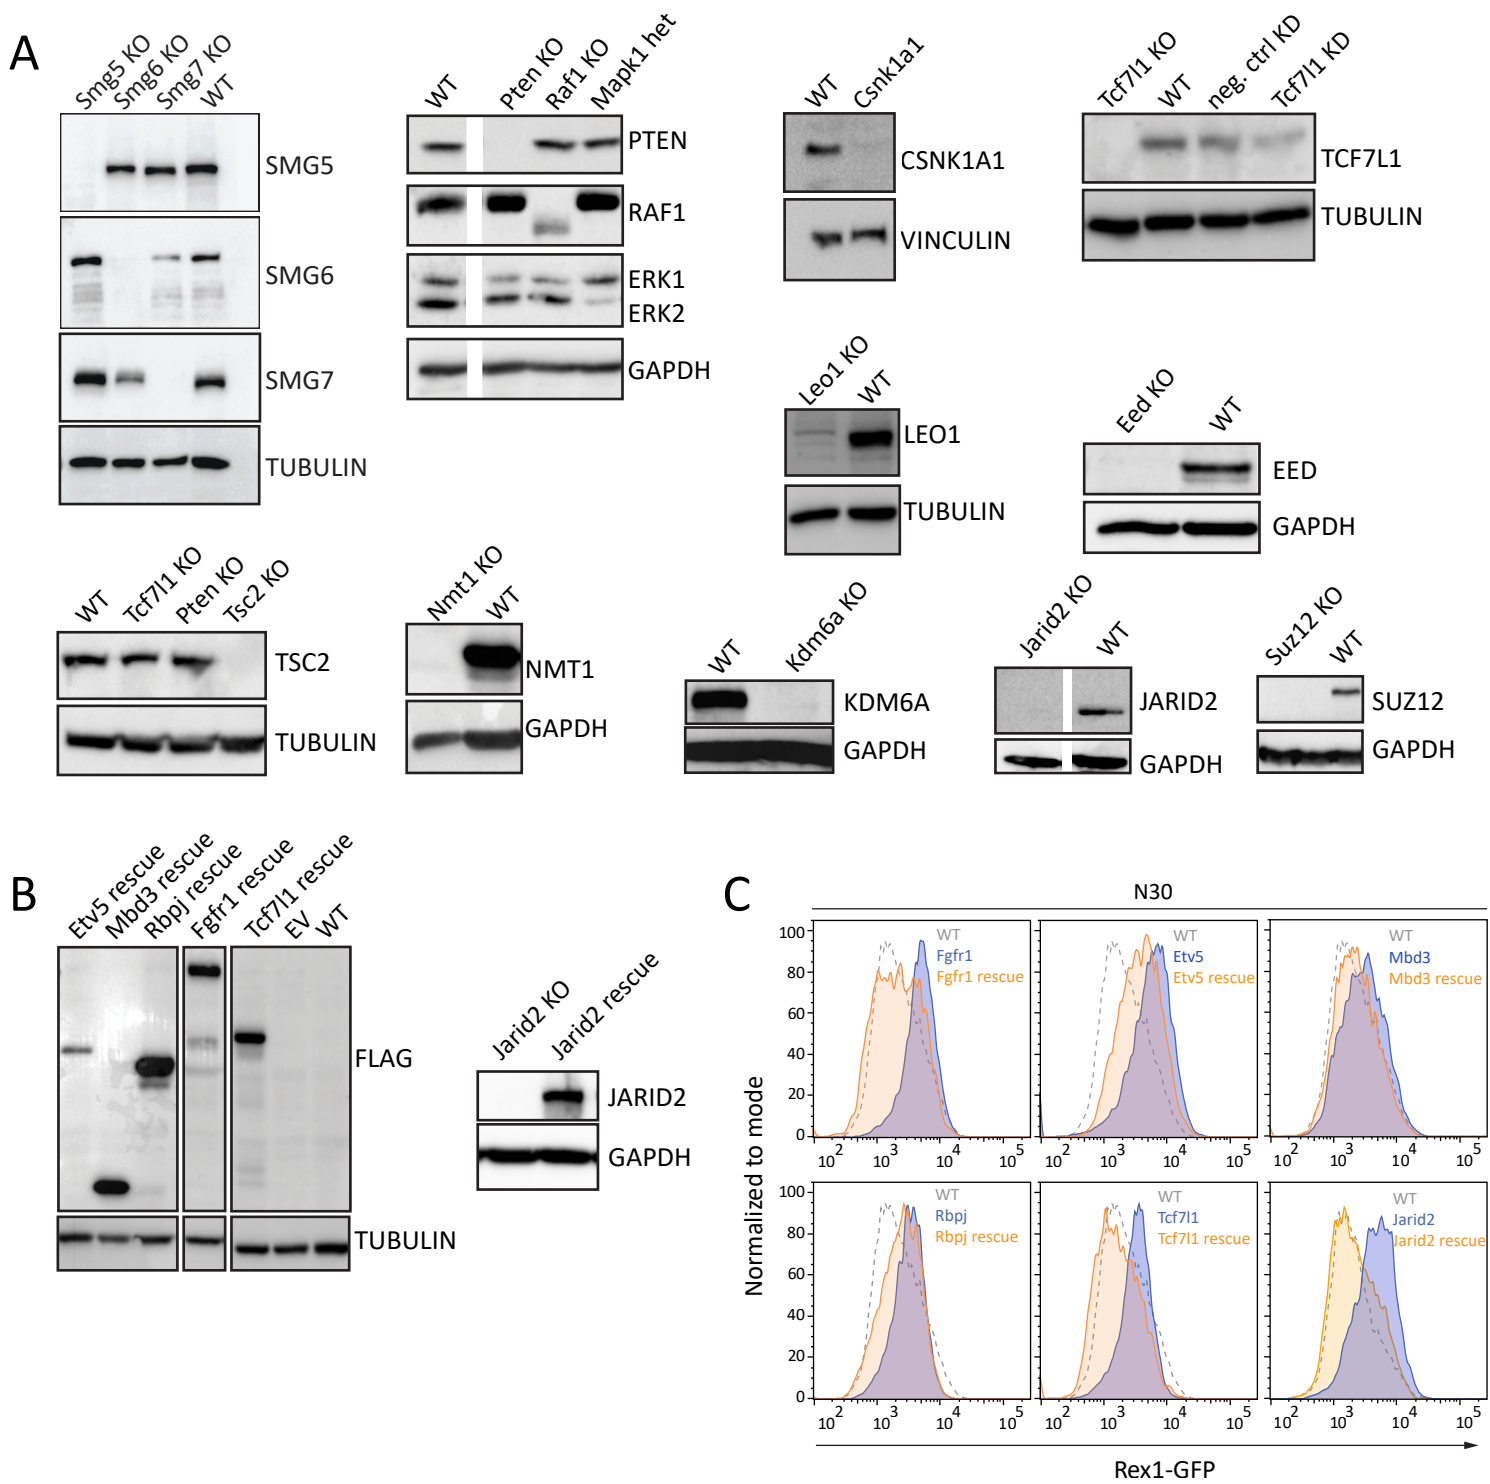

Appendix Figure S2

A Western analysis using indicated KOs and indicated antibodies. Tubulin, Gapdh or Vinculin were used as loading controls, as indicated.

B Anti-flag specific immunoblots for indicated KO^{rescue} ESCs upon forced expression of 3xflag rescue cDNAs from piggyBac-based transgenes driven from a CAG promoter (left panel). Jarid2 specific immunoblot to detect rescue-construct expression in Jarid2KO ESCs (right panel)

C Rex1-GFP levels measured by FACS showing restoration of differentiation behaviour in the indicated rescue cell lines at N30.

A

Replicate clustering, Euclidean

2i samples, WT DEGs only

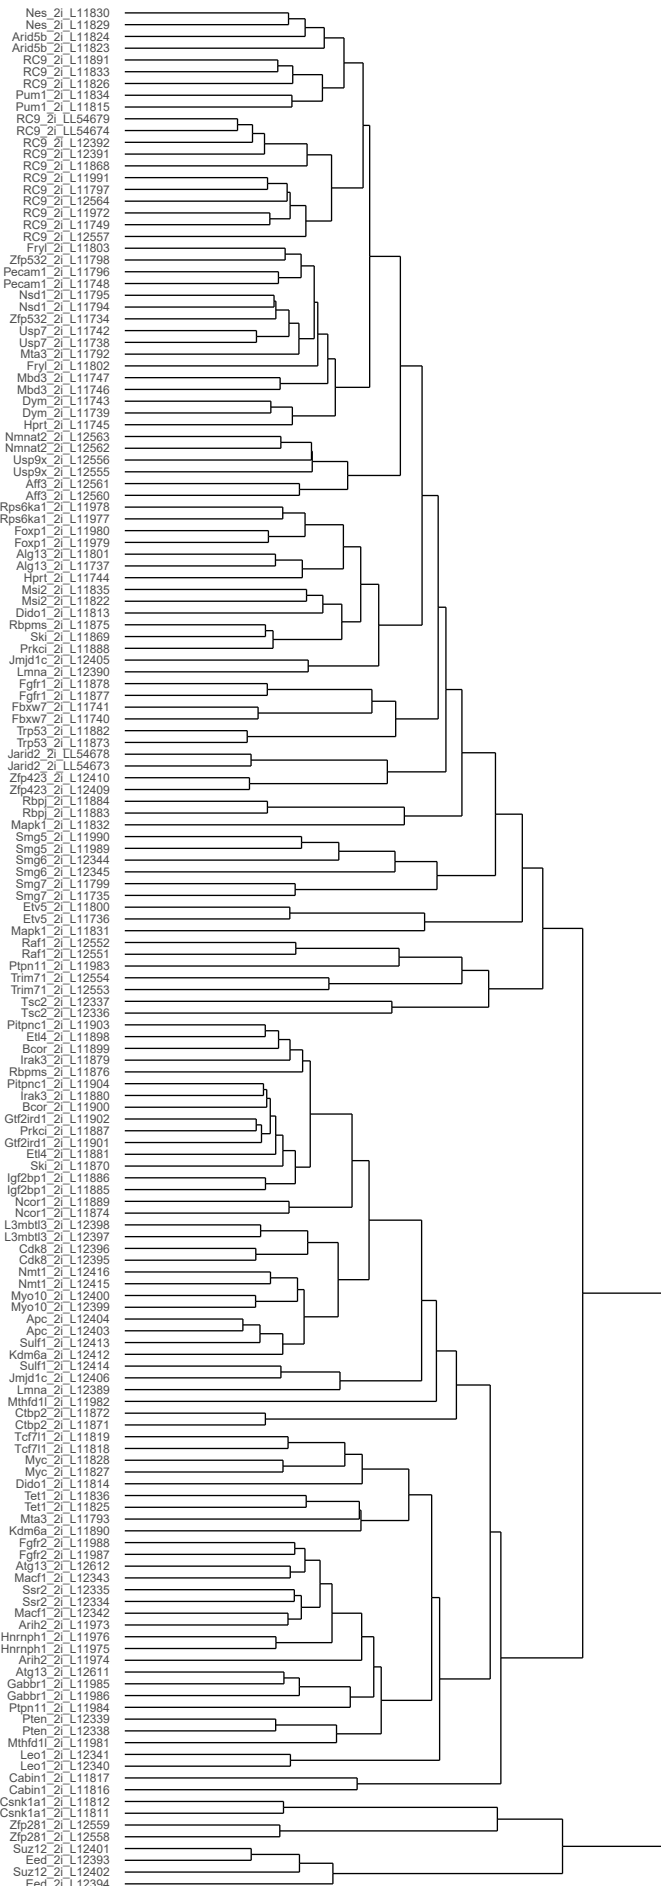

B

Replicate clustering, Euclidean

2i samples, 1000 most variable genes

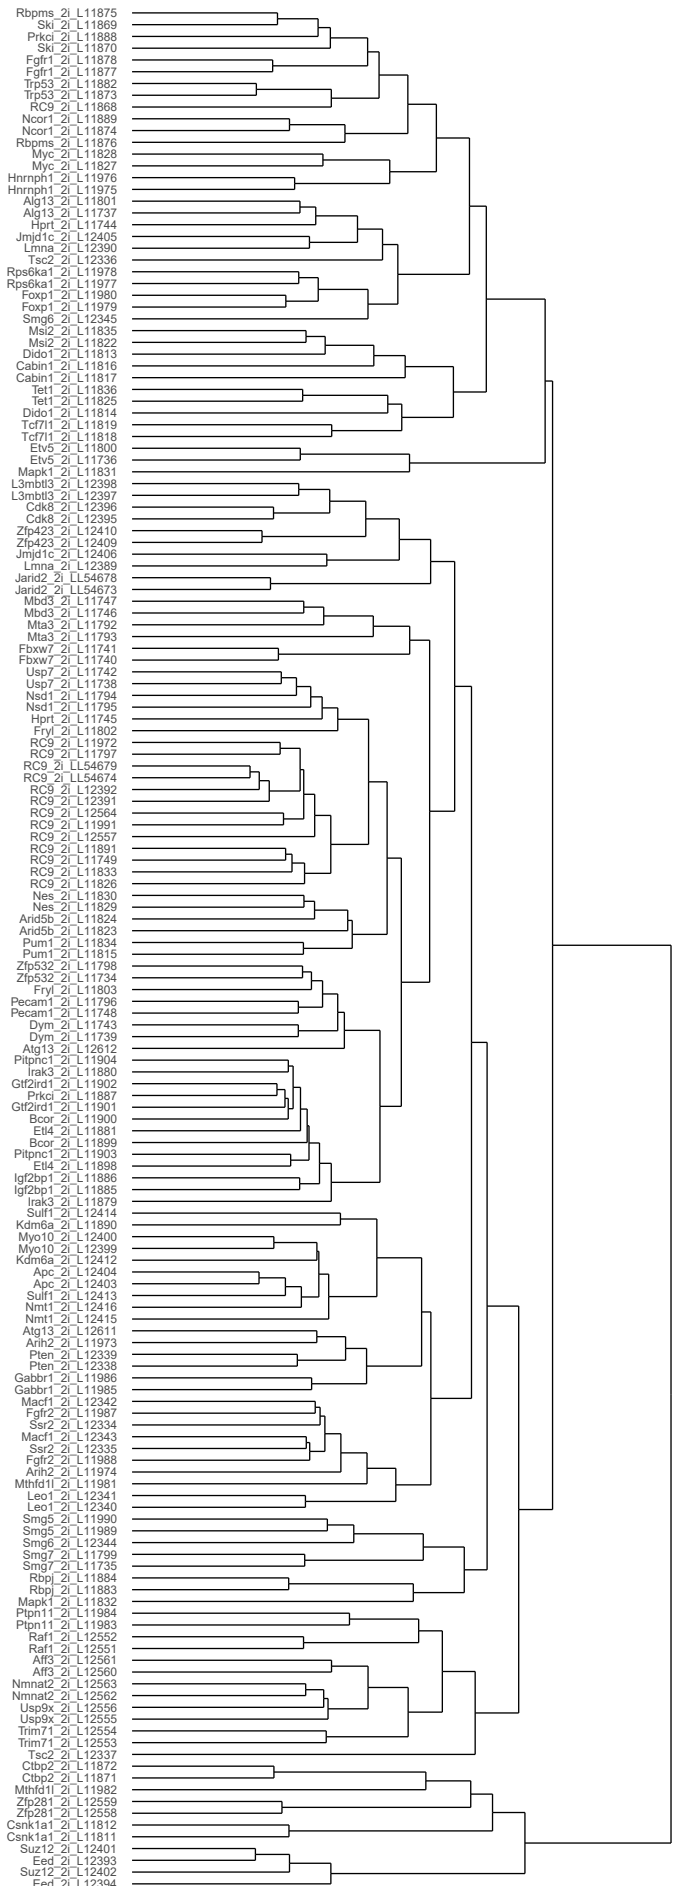

Appendix Figure S3

Dendrograms showing replicate clustering of KO and WT transcriptome profiles based on all DEGs in WT differentiation (**A**) or the 1000 top variant genes (**B**).

A

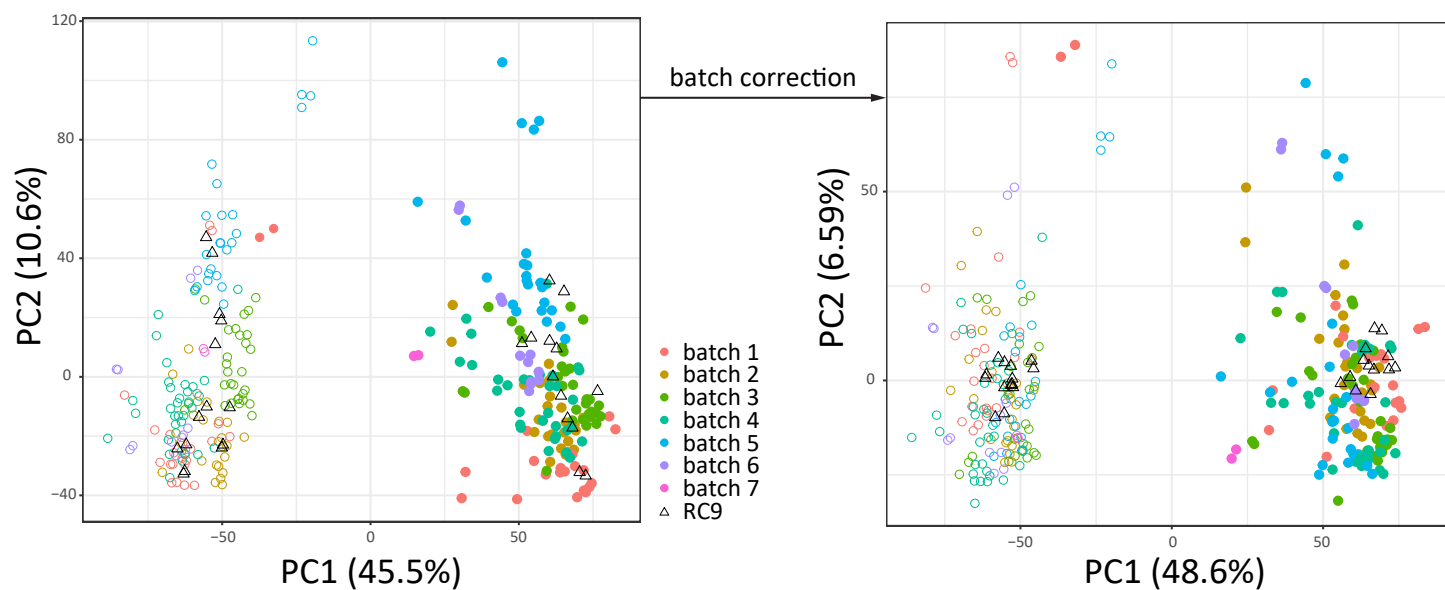

B

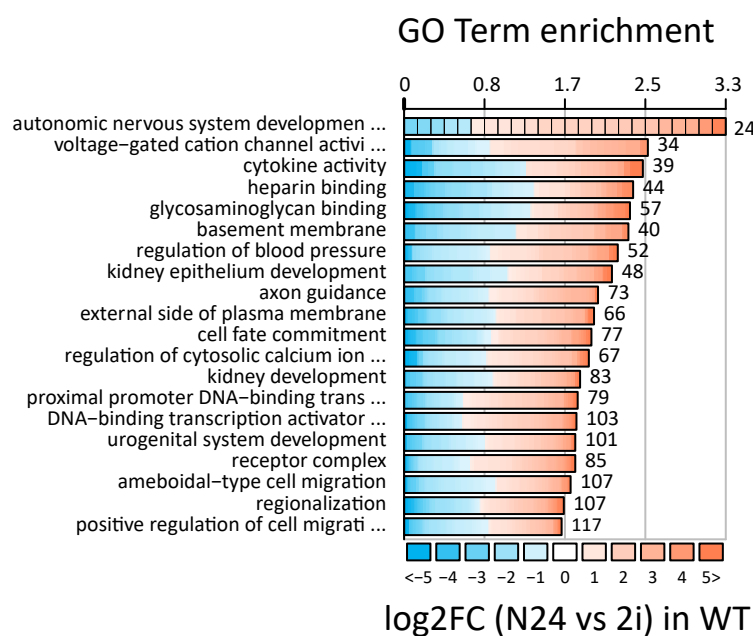

C

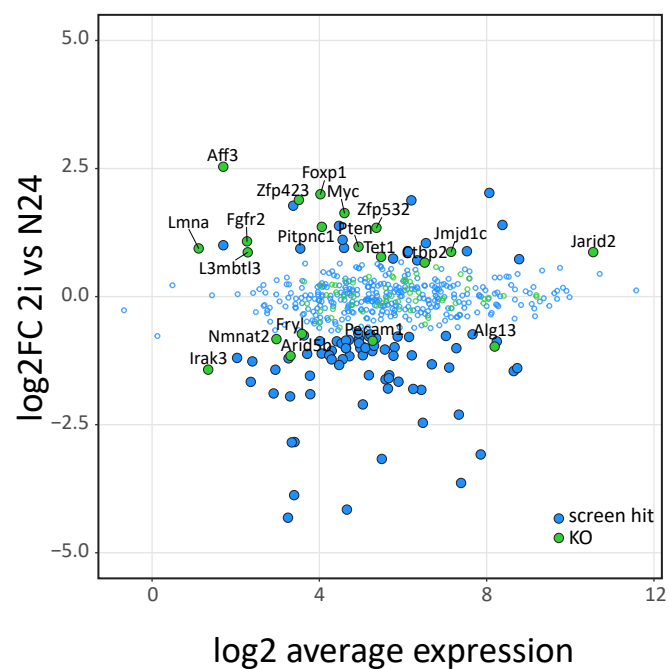

Appendix Figure S4

A PCA visualization of RNA-seq profiles in 2i and at N24 before (left) and after (right) batch correction. Open circles indicate samples in 2i, closed circles samples at N24. Black triangles show WT cells.

B GO term enrichment analysis of differentially expressed genes between 2i and N24 in WT ESCs ($FDR \leq 0.05$, $H_0: |\log_2FC| < \log_2(1.5)$). The colour code indicates the $\log_2FC$ in WT differentiation (N24 vs 2i) of individual genes in the GO-terms.

C Differential expression of genes at N24 vs. 2i in WT RC9 cells. Only Haploid screen hits (blue dots) and the 73 KO-genes are shown (green dots). Genes showing significant differential expression (DEGs) are shown as filled circles. All other genes as unfilled circles.

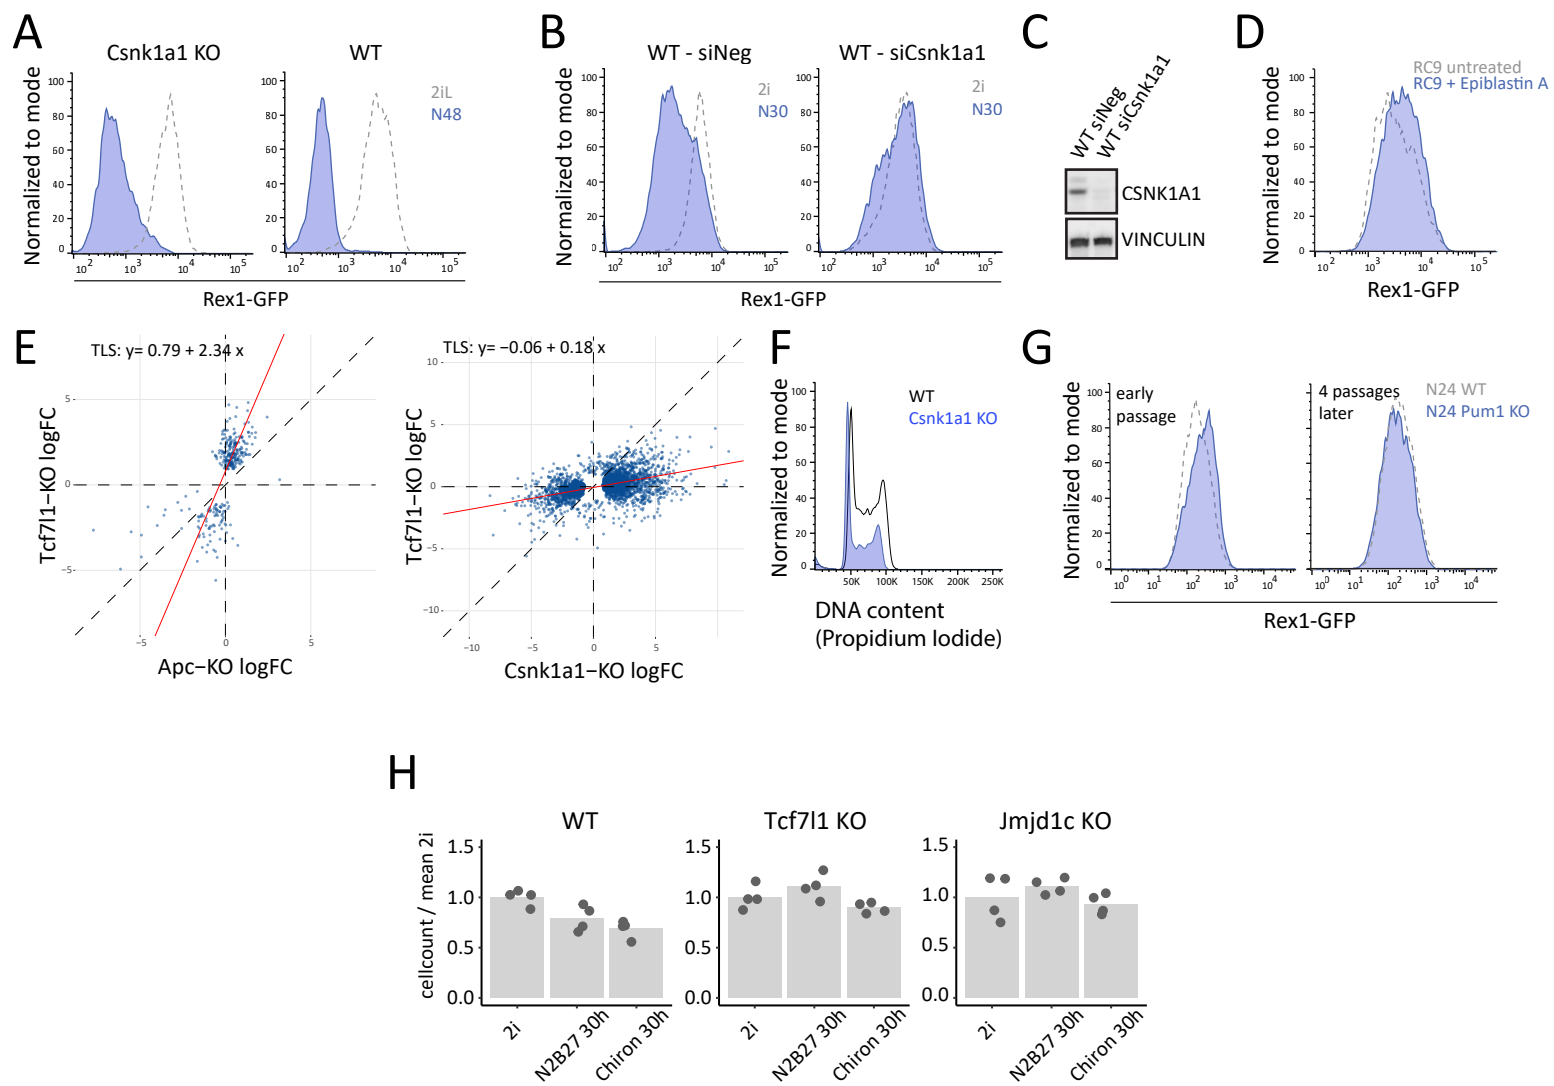

Appendix Figure S5

A Rex1-GFP FACS in *Csnk1a1* KO cells compared to WT at N48.

B Differentiation delay of *Csnk1a1* siRNA knockdown cells compared to negative control siRNA knockdown at N30 measured by Rex1-GFP FACS.

C Reduction of protein after siRNA mediated knockdown of *Csnk1a1* determined by immunoblotting.

D Rex1-GFP levels measured by FACS at N24 showing the effect of Epiblastin A addition during differentiation.

E Dot-plot showing regression analysis of KO-induced changes at N24, comparing *Tcf7l1* KO to *Apc* and *Csnk1a1* KOs. Total least squares (TLS) analysis results are indicated. All genes that show significant expression changes ($FDR \leq 0.05$, $H_0: |\log_2FC| < \log_2(1.5)$) in each of the KOs in each of the pairwise comparisons are plotted.

F Propidium Iodide staining and FACS analysis illustrating the proliferation defect of *Csnk1a1* KO compared to WT cells in N2B27 based medium.

G Rex1-GFP analysis at N24 of *Pum1* KO cells, showing a relatively strong differentiation defect at early passages which is lost in later passages.

H Quantification of cell number in WT and KO lines after 30h in N2B27 or N2B27 supplemented with Chiron 99021. 2i samples serve as control. Measurements are normalized to the mean of 2i samples (n=4). Each dot corresponds to one measurement.

A

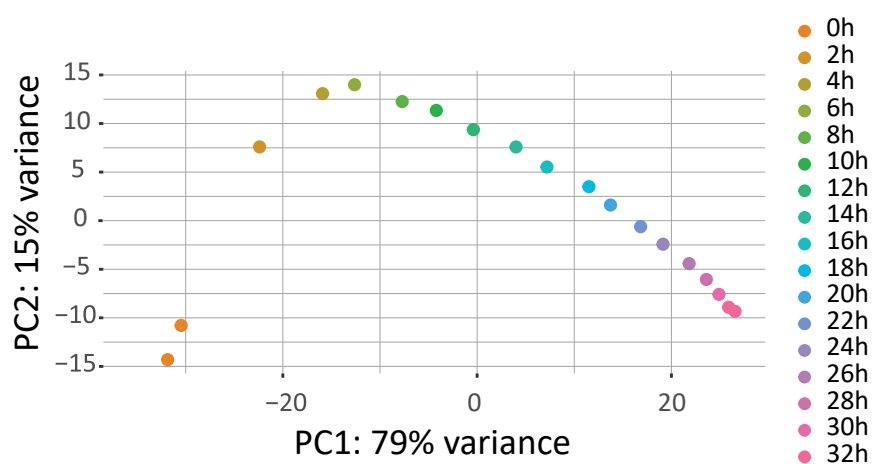

B

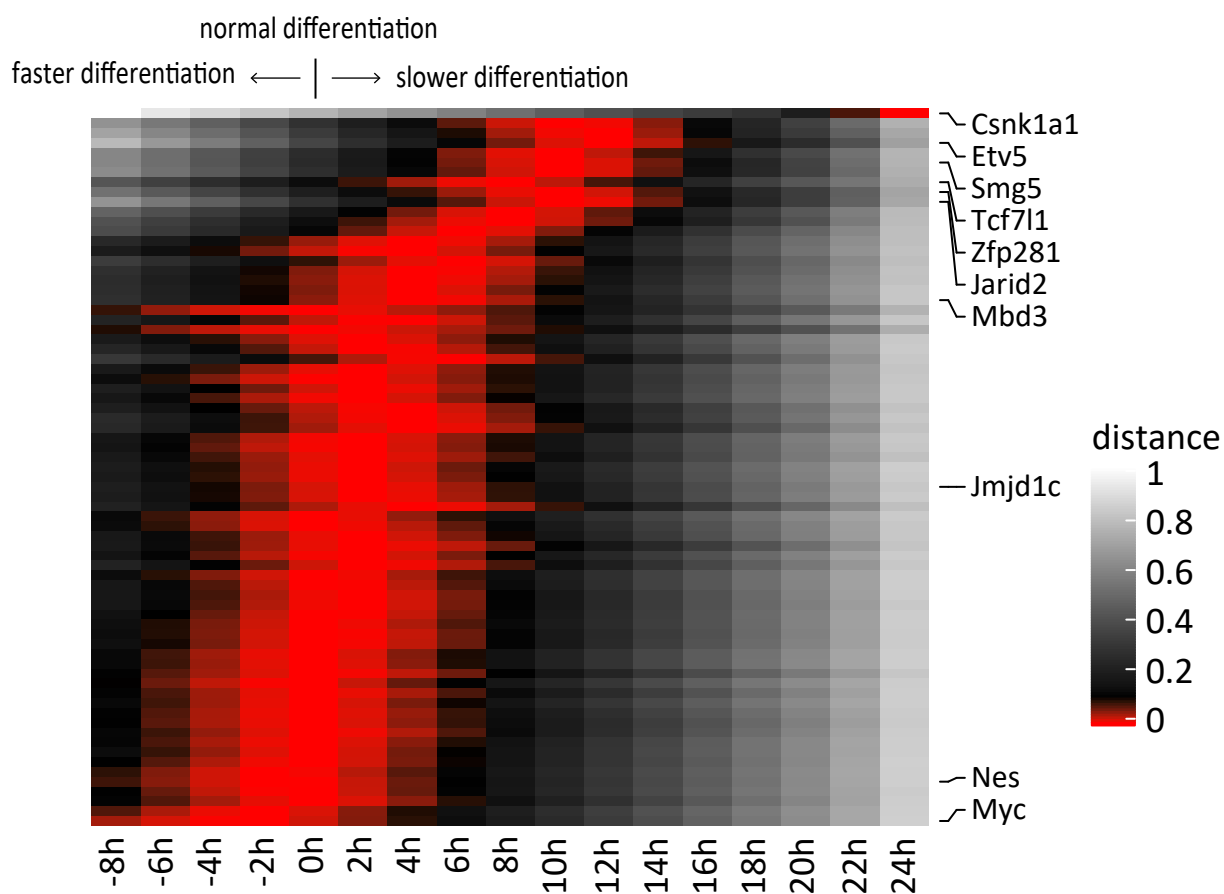

Appendix Figure S6

A Principle component analysis (PCA) of the 2h resolved WT differentiation time course sampled by RNA-seq. 0h corresponds to cells in 2i.

B Heatmap showing differentiation delays of the 73 KO lines quantified using the expression of all 3068 genes differentially expressed in WT between 2i and N24. Red bars indicate the closest correlation to that specific time-point. Positive values indicate delayed differentiation; negative values more rapid differentiation compared to WT. Each line corresponds to one KO. Selected KOs are annotated. (see also EV Dataset 2)

Example pathway signature workflow, Tsc2 (mTOR signalling)

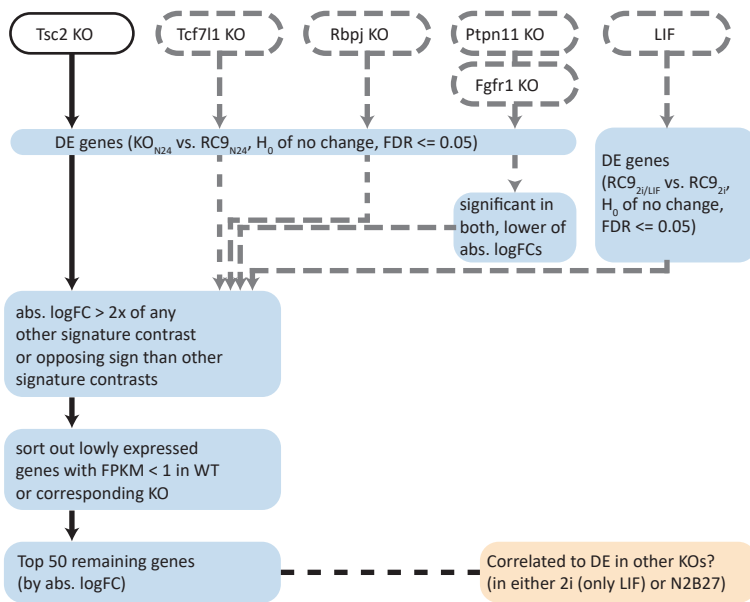

B

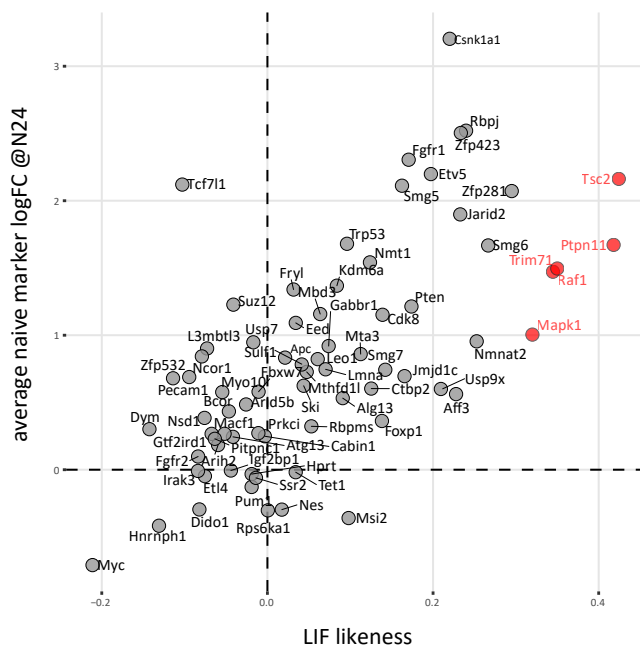

C

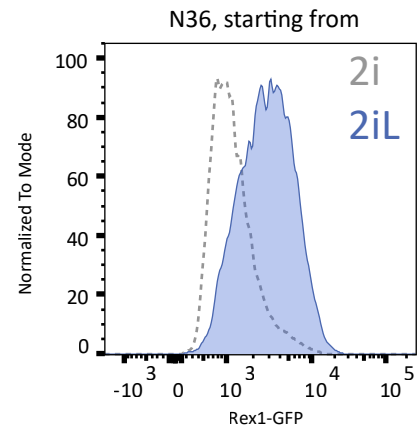

D

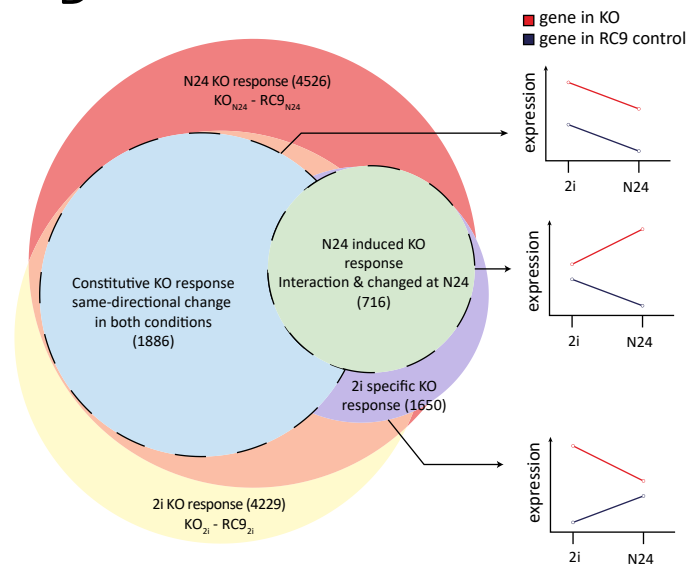

E

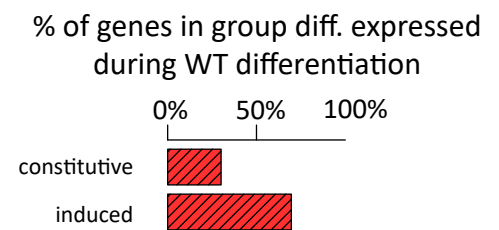

Appendix Figure S7

A Schematized computational strategy to derive non-overlapping gene-expression footprints for the five signalling pathways.

B Average log₂FC in naive marker expression induced by KOs at N24 (y-axis) and their 'LIF-likeness' in 2i (x-axis) to indicate correlation of expression of LIF regulated genes with the differentiation strength in all KOs. Overall correlation is $r=0.65$. The KOs showing the strongest correlations (*Tsc2*, *Ptpn11*, *Raf1*, *Mapk1* and *Trim71* KOs) are indicated in red.

C Flow analysis showing delayed Rex1-GFP downregulation in cells starting from cultures in 2i/LIF compared to cells starting from 2i.

D Euler diagram showing the overlap of defined gene groups for determination of the constitutive and the N24 induced KO-response. Panels on the right show exemplary gene expression behaviours. The constitutive and the N24 induced KO response group of genes were used for further analysis.

E Percentages of genes in the N24 induced KO response (N24 induced) or constitutive KO response (constitutive) clusters that significantly change during WT differentiation ($FDR \leq 0.05$, $H_0: |\log_2FC| < \log_2(1.5)$).

Appendix Figure S8

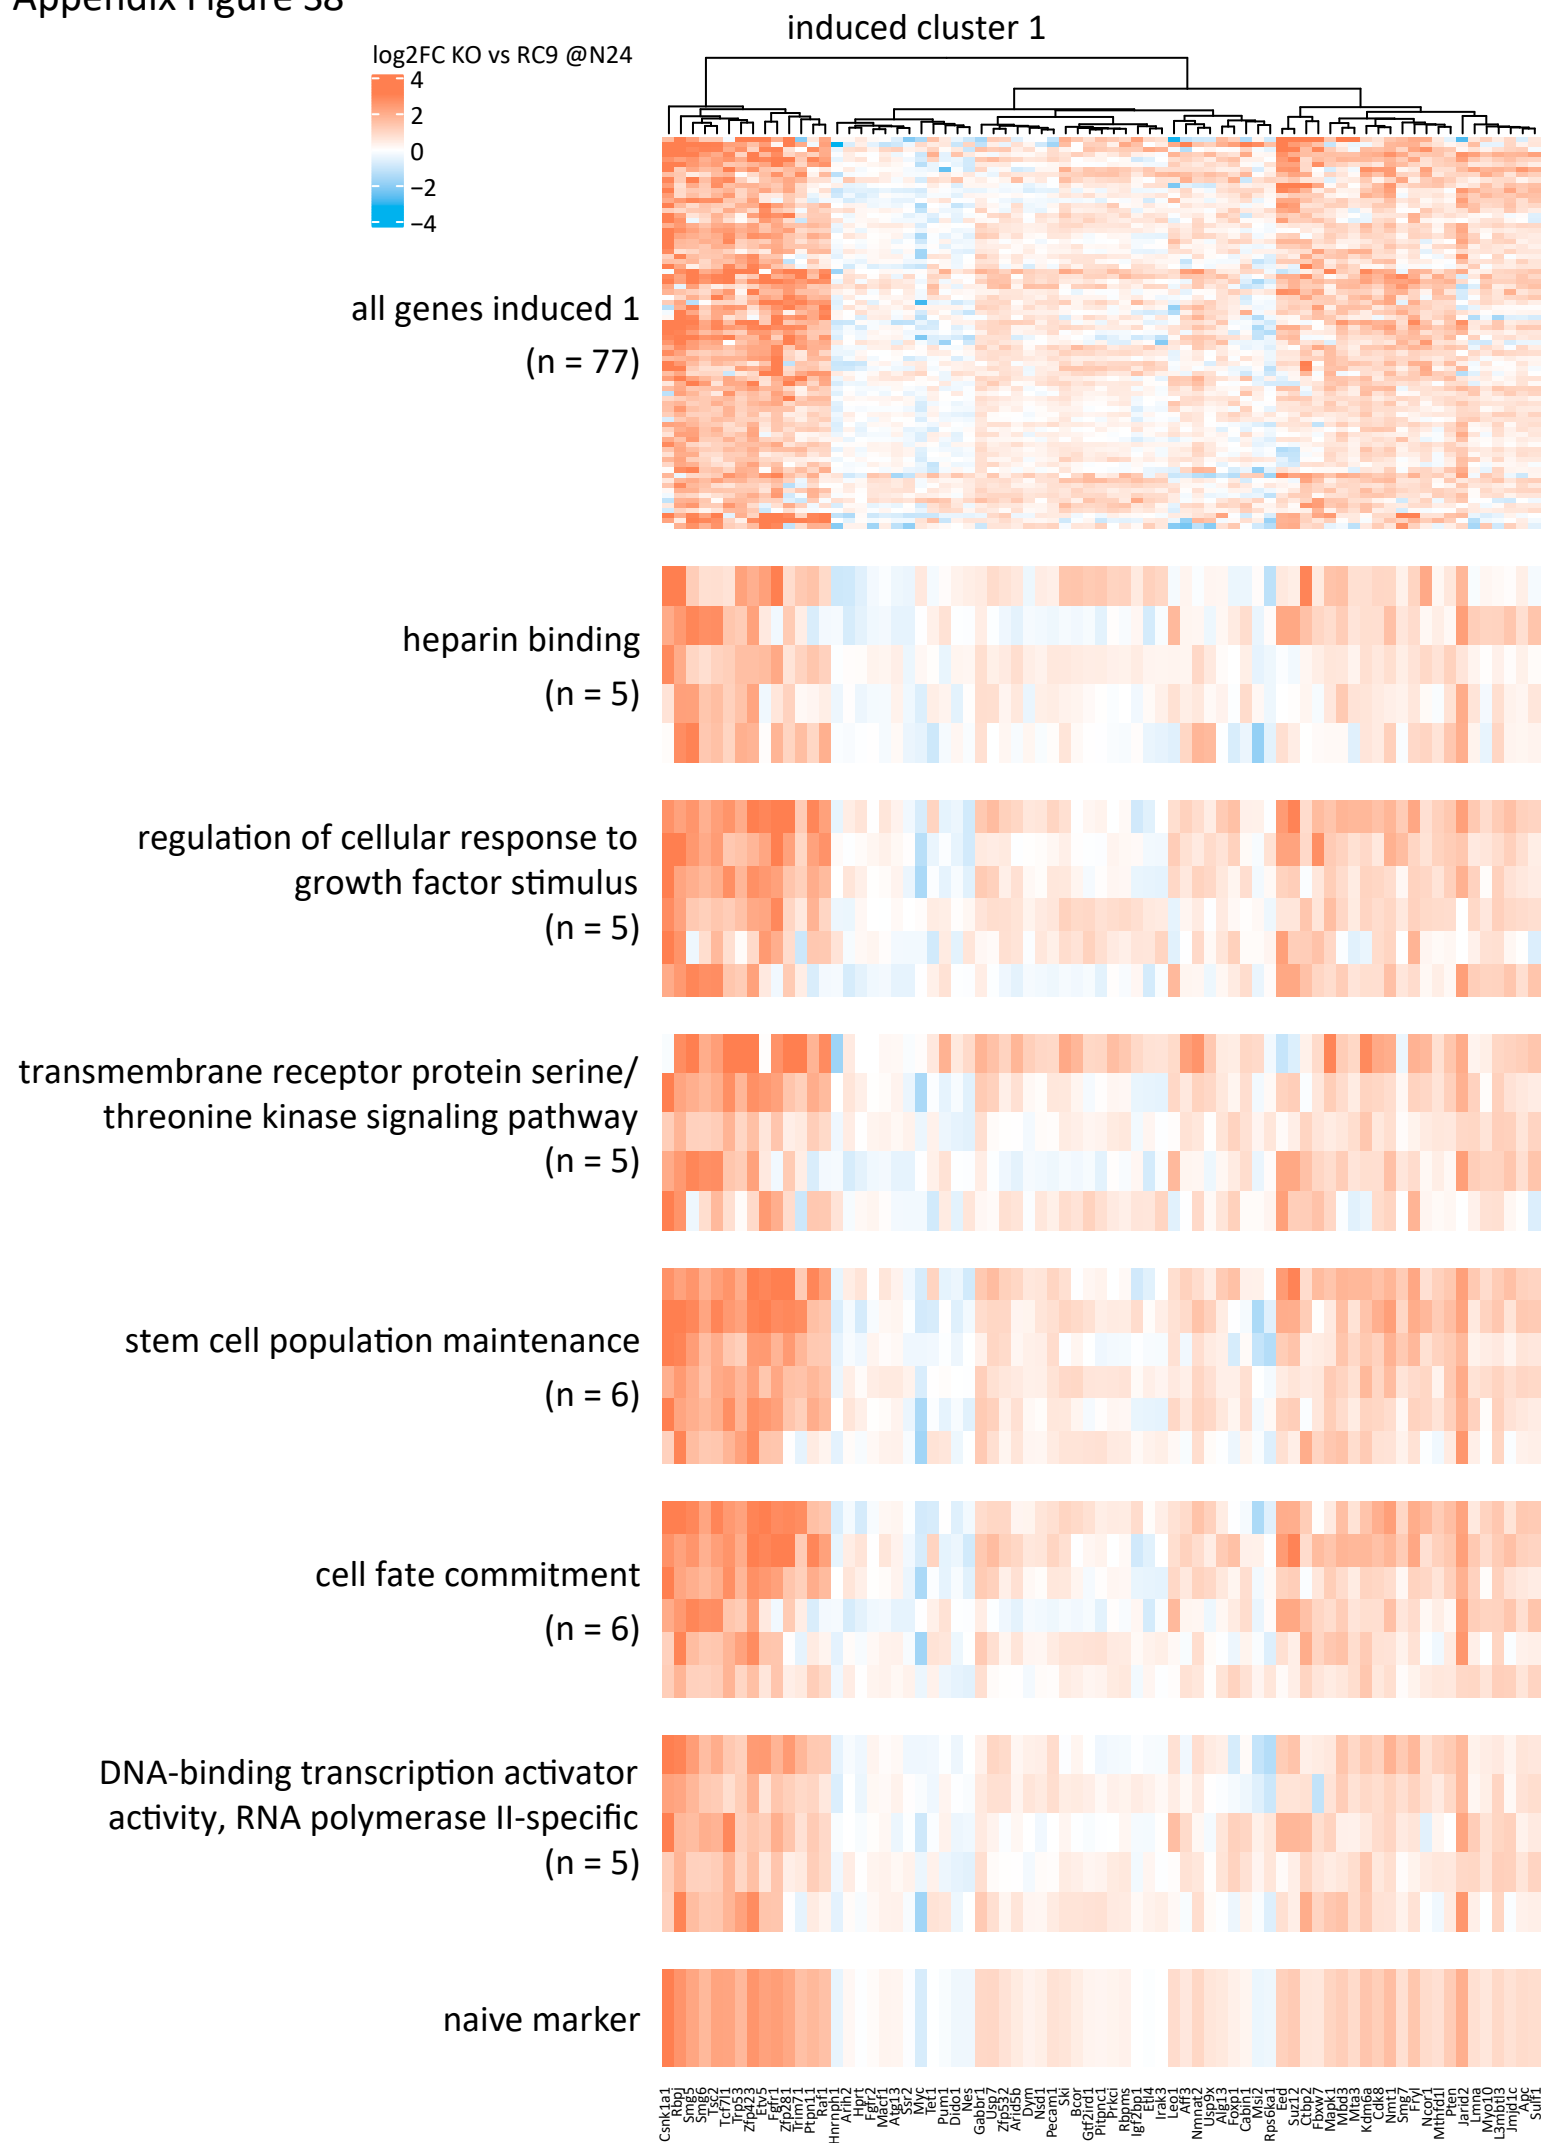

Appendix Figure S9

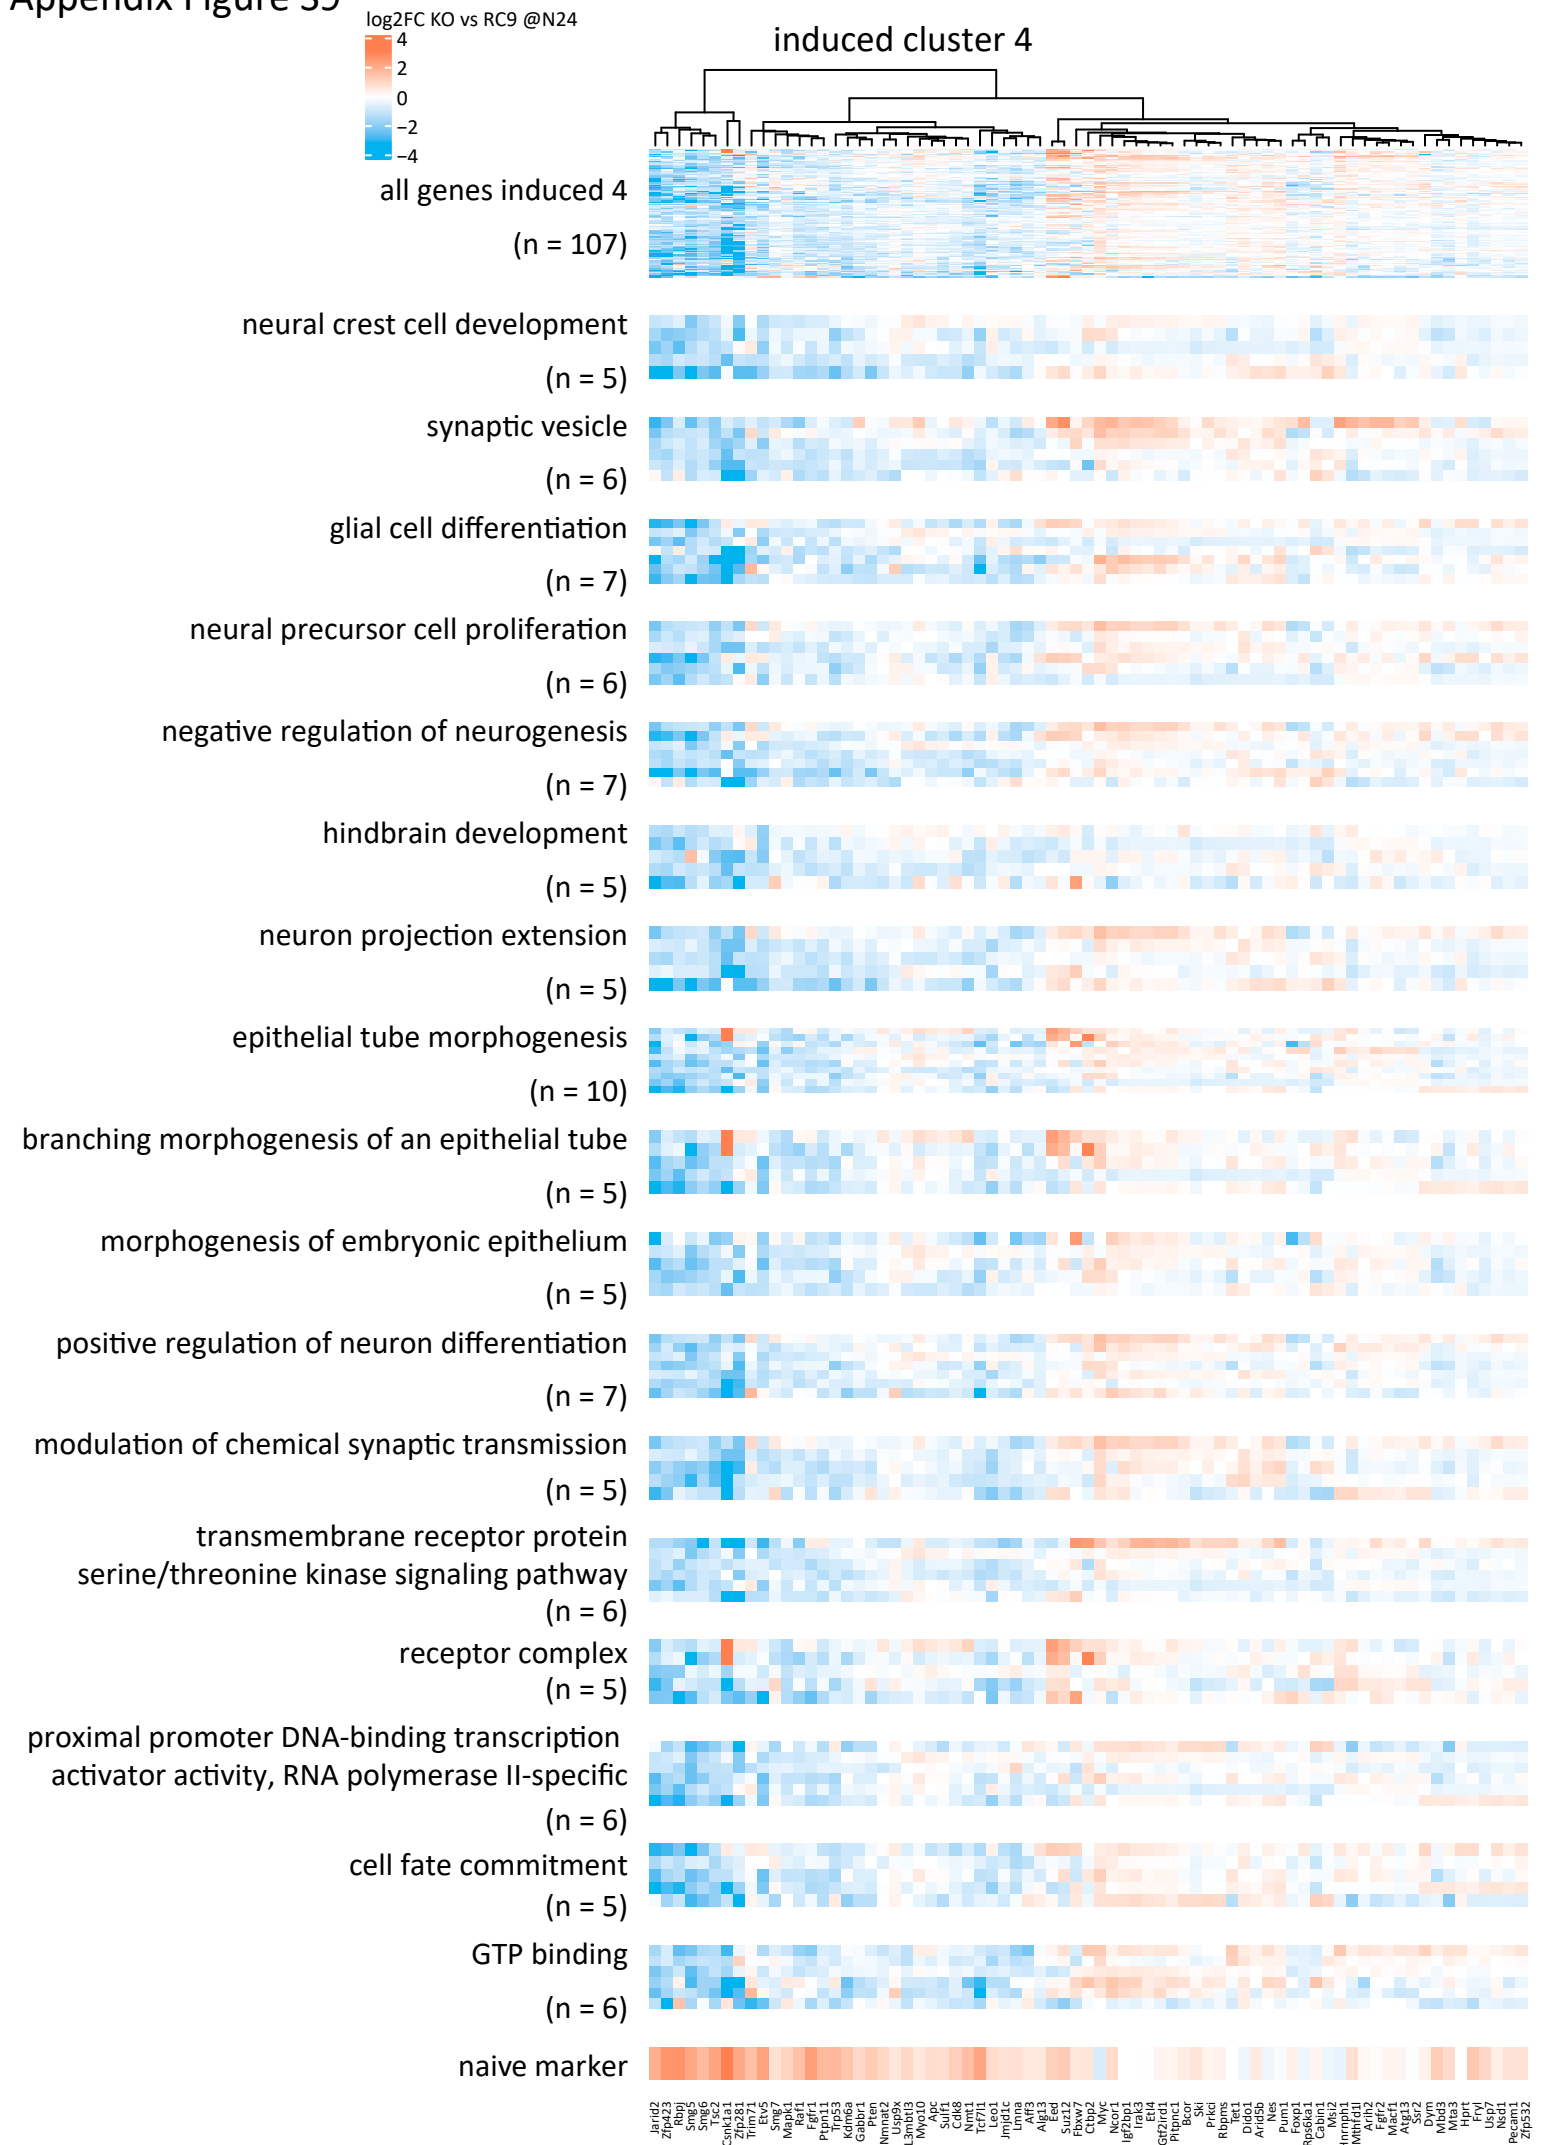

Appendix Figure S10

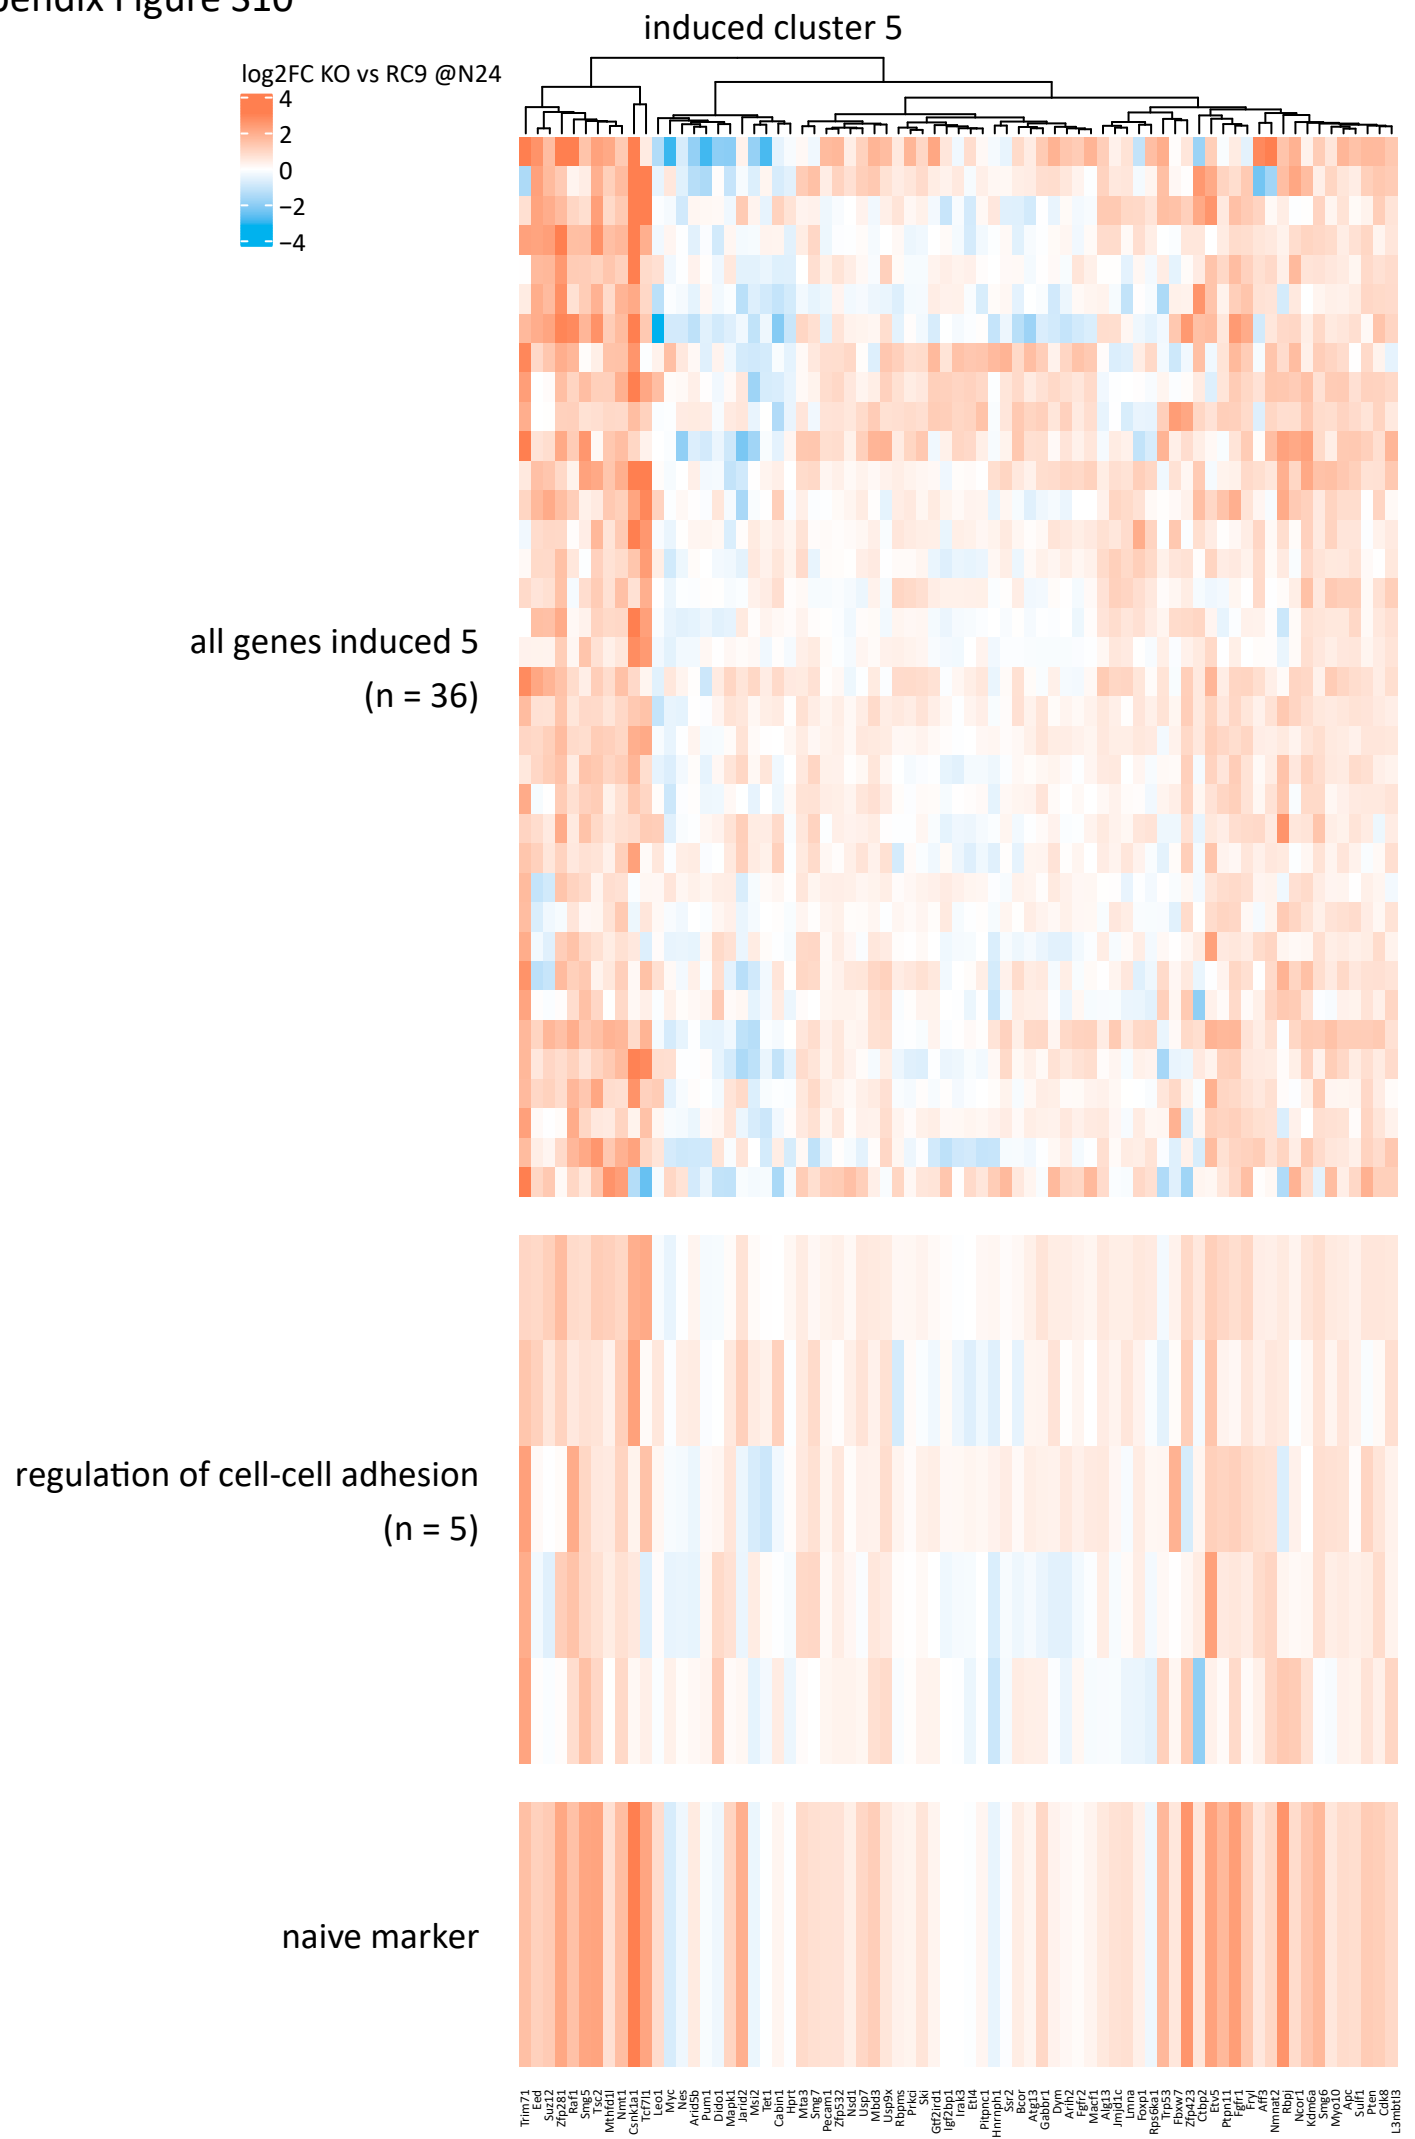

Appendix Figure S11

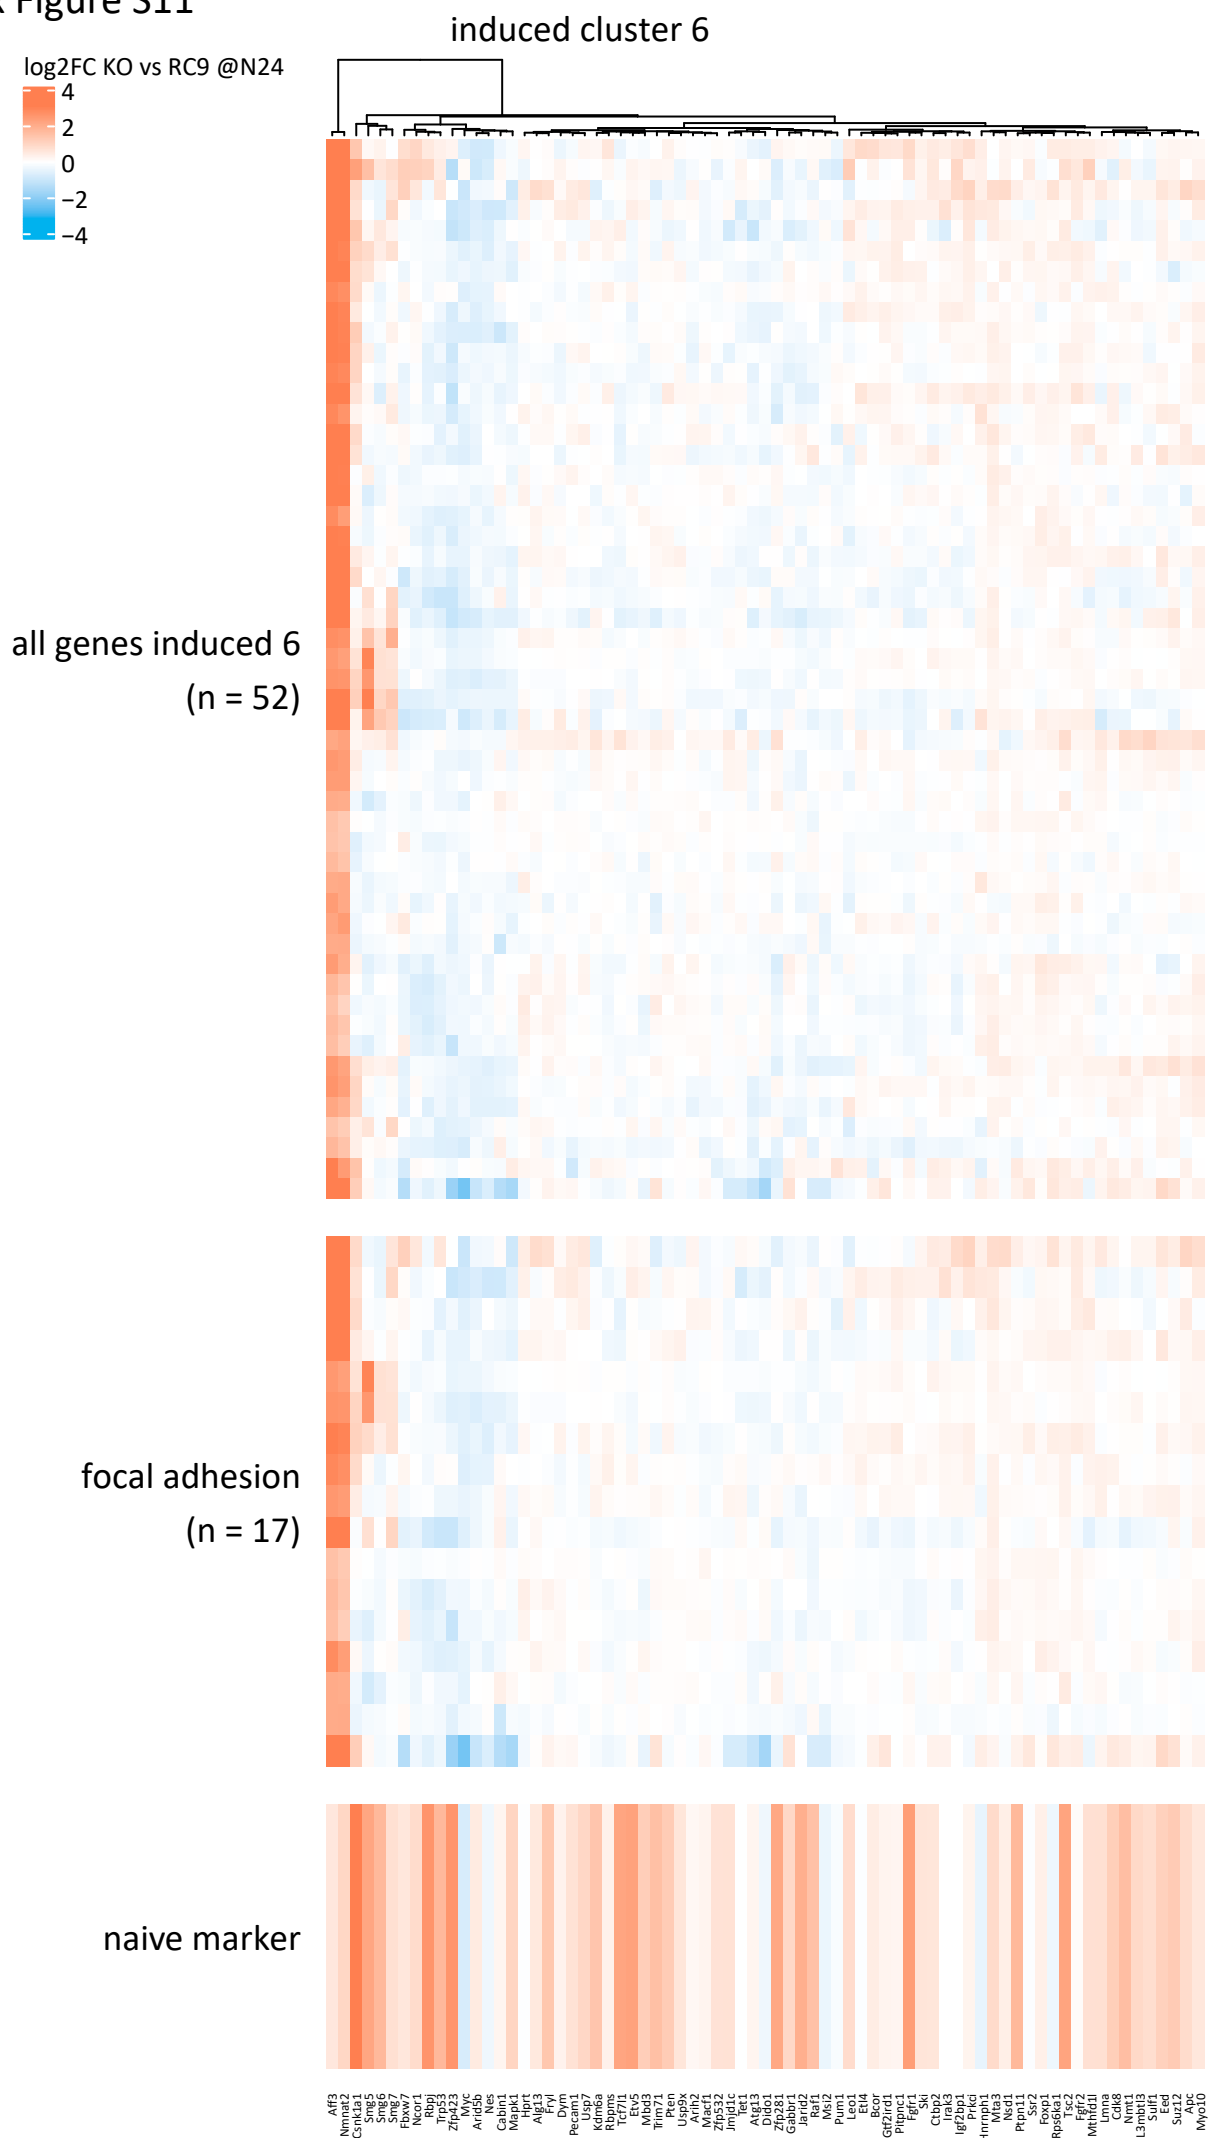

Appendix Figure S12

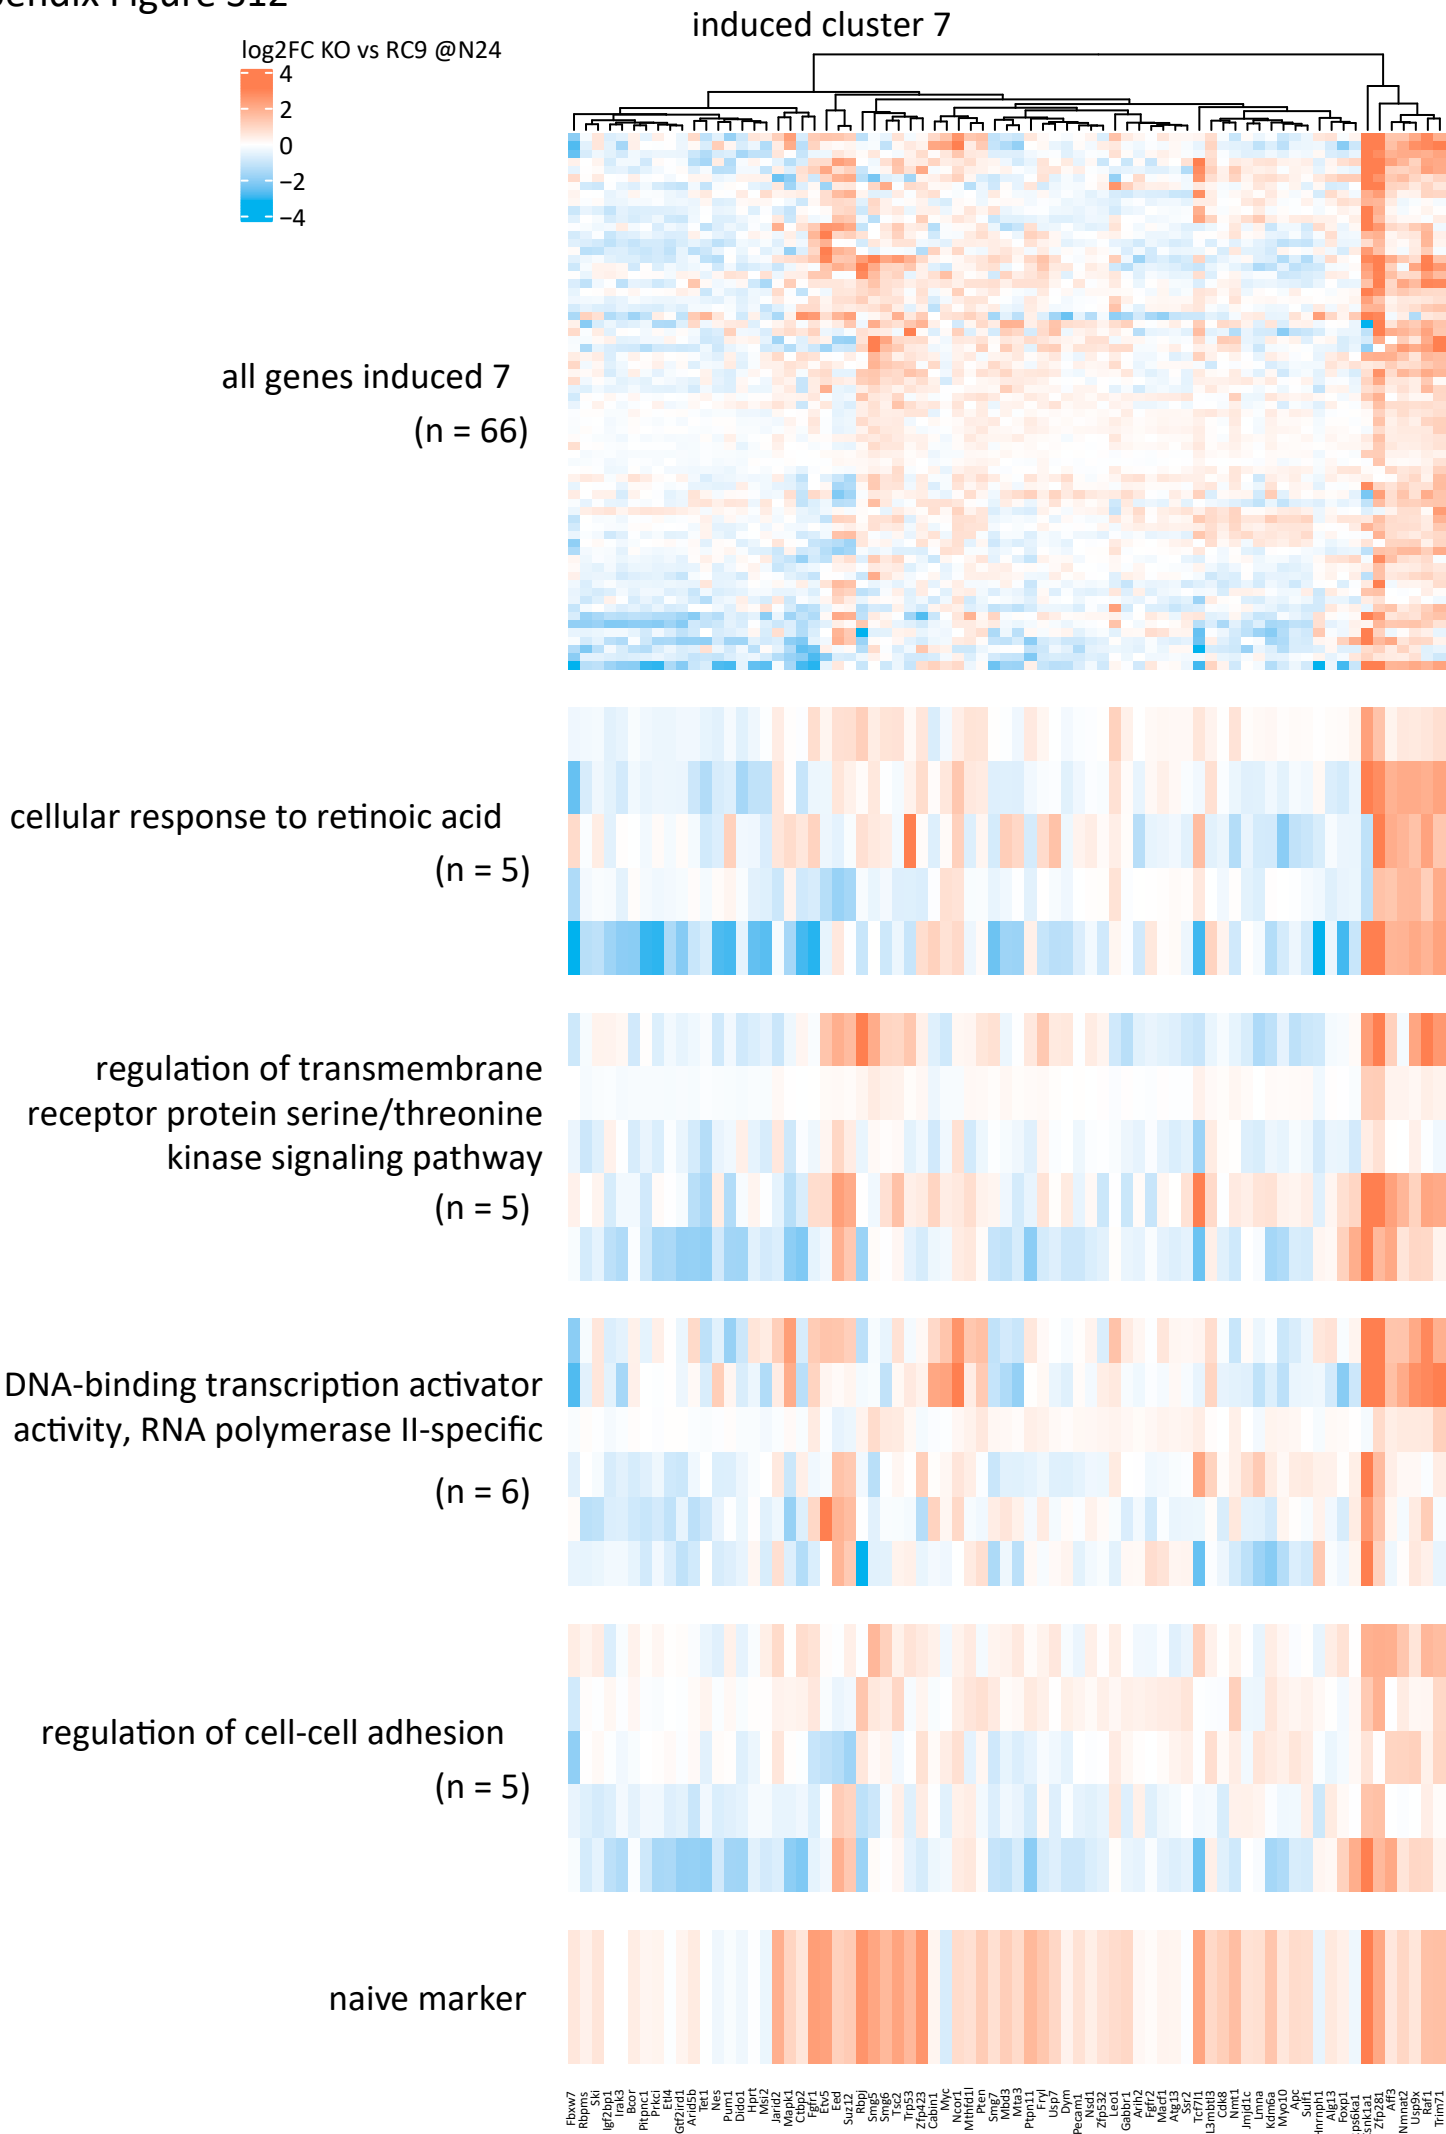

Appendix Figure S13

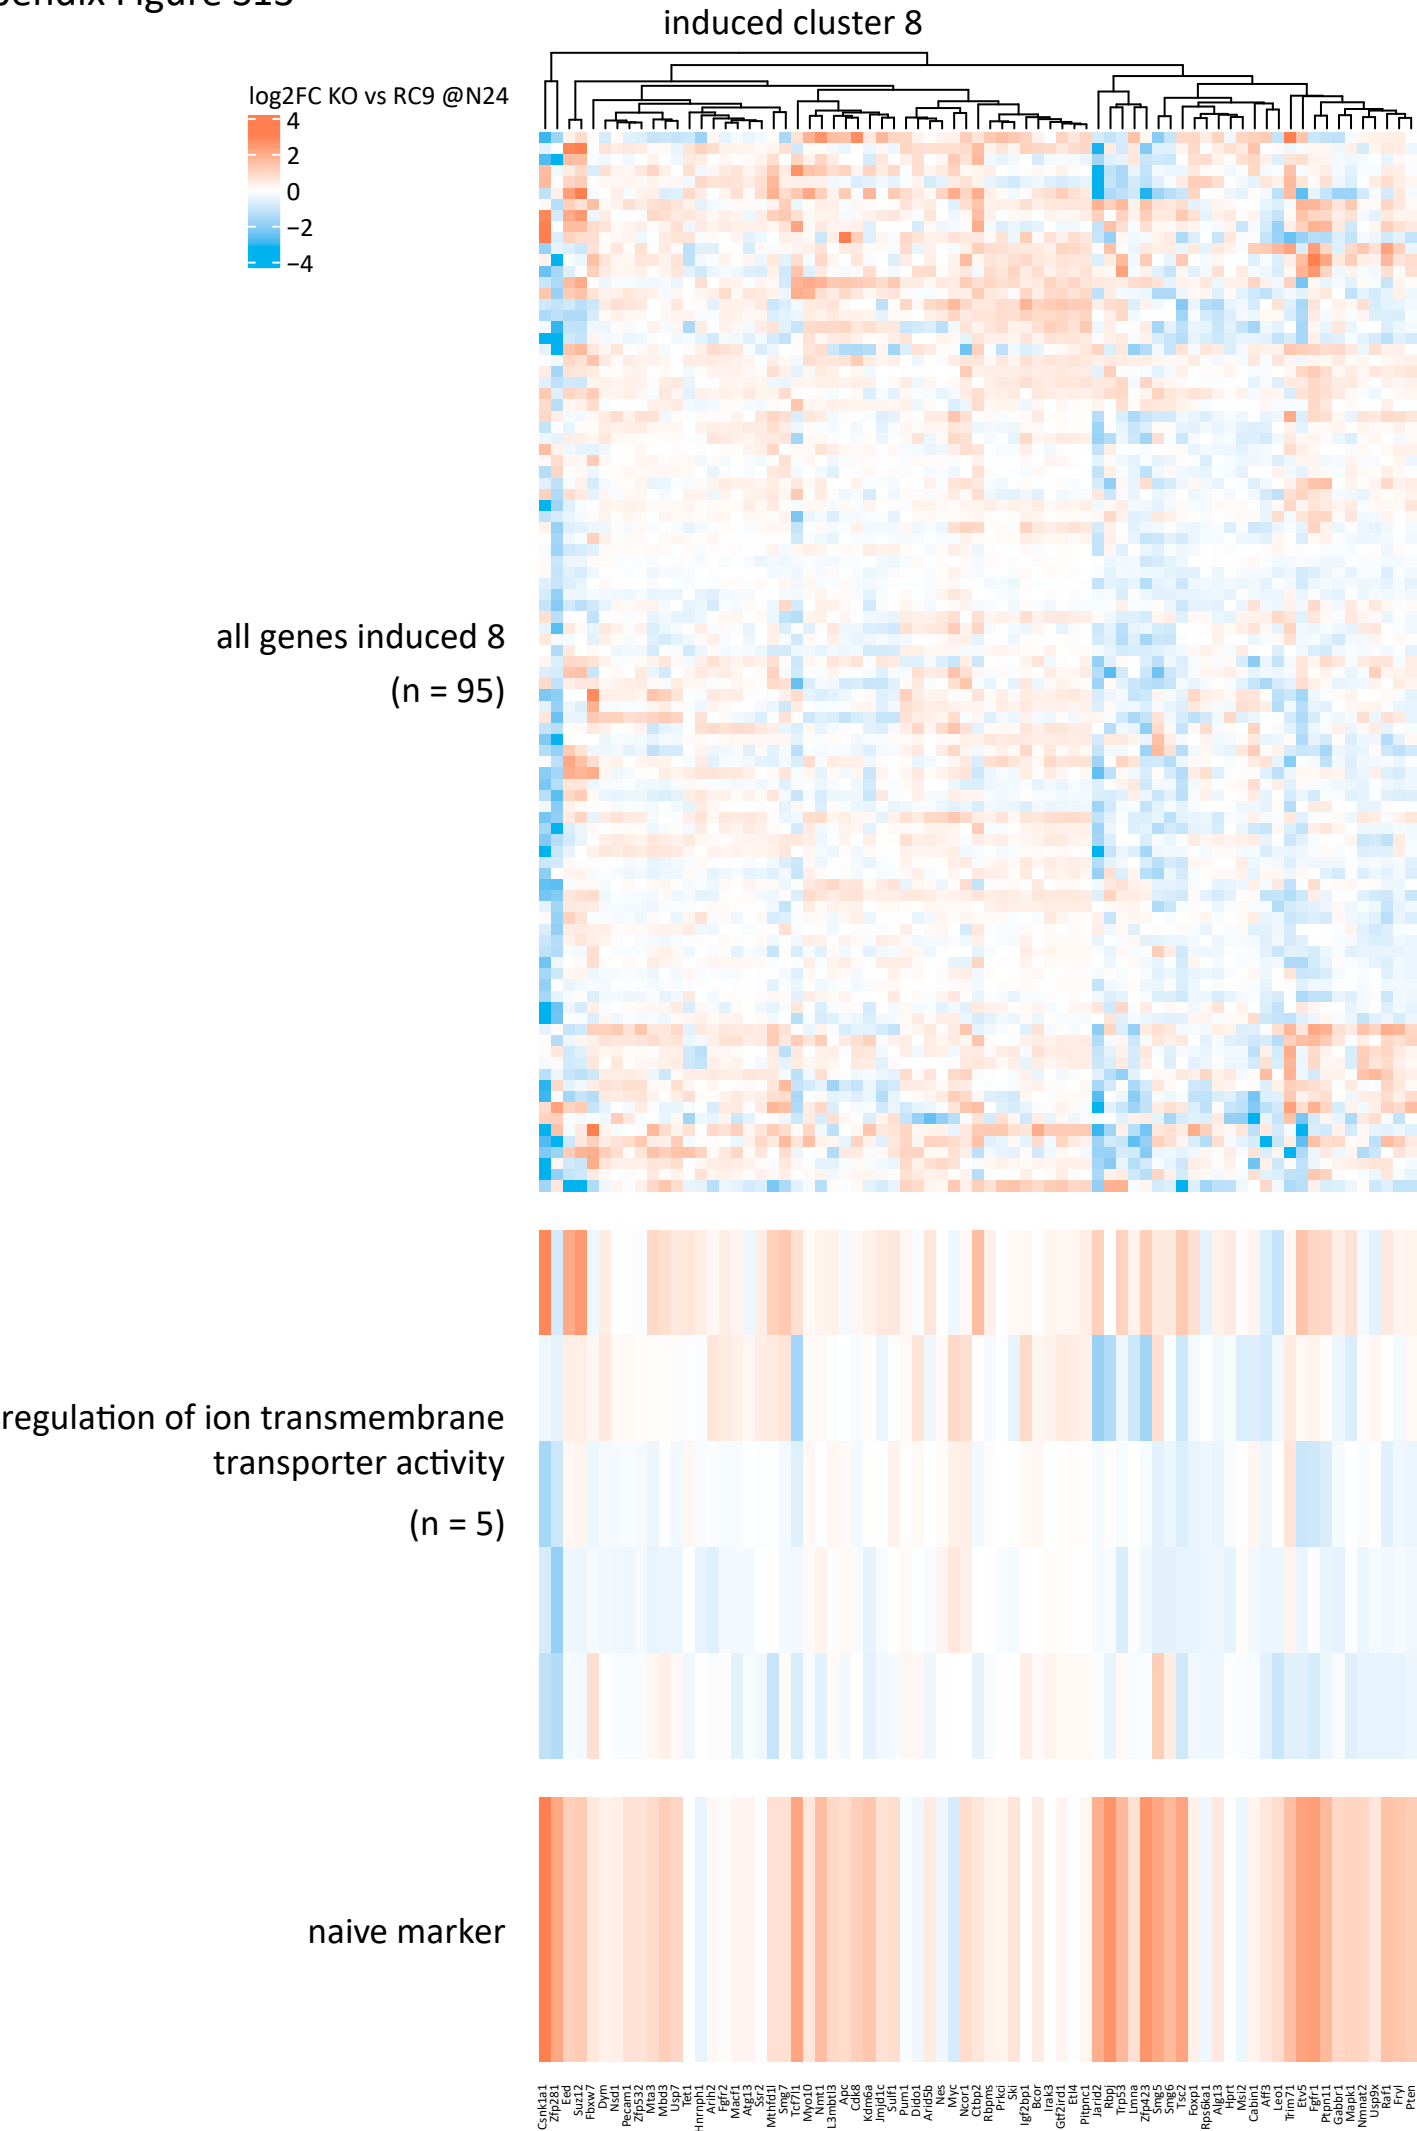

Appendix Figure S14

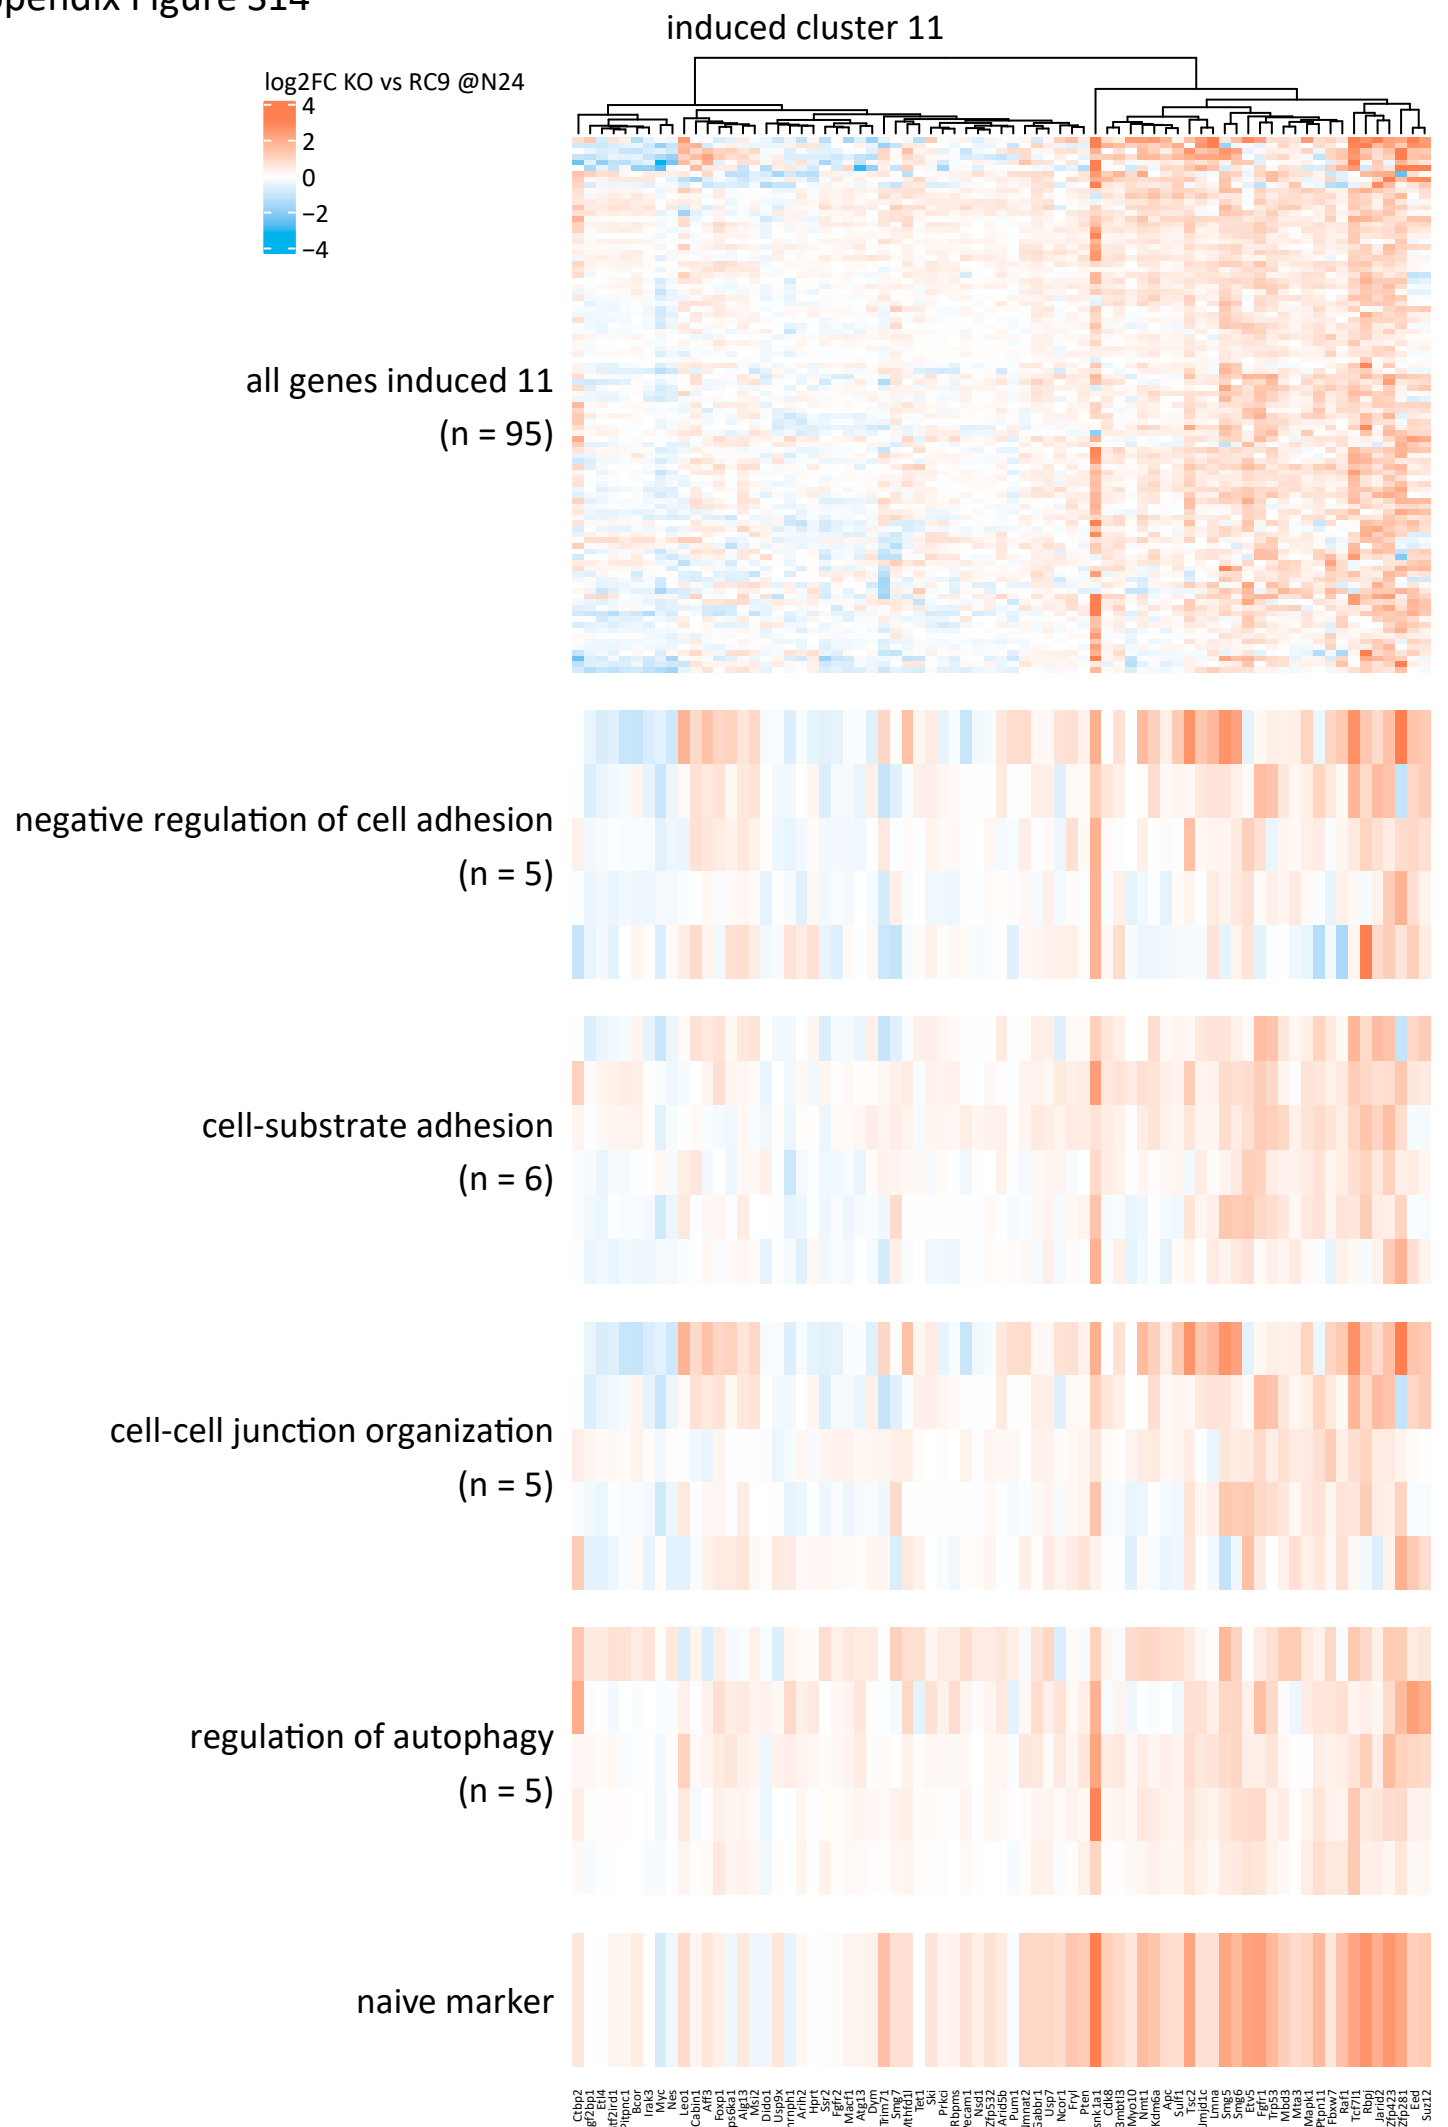

Appendix Figure S15

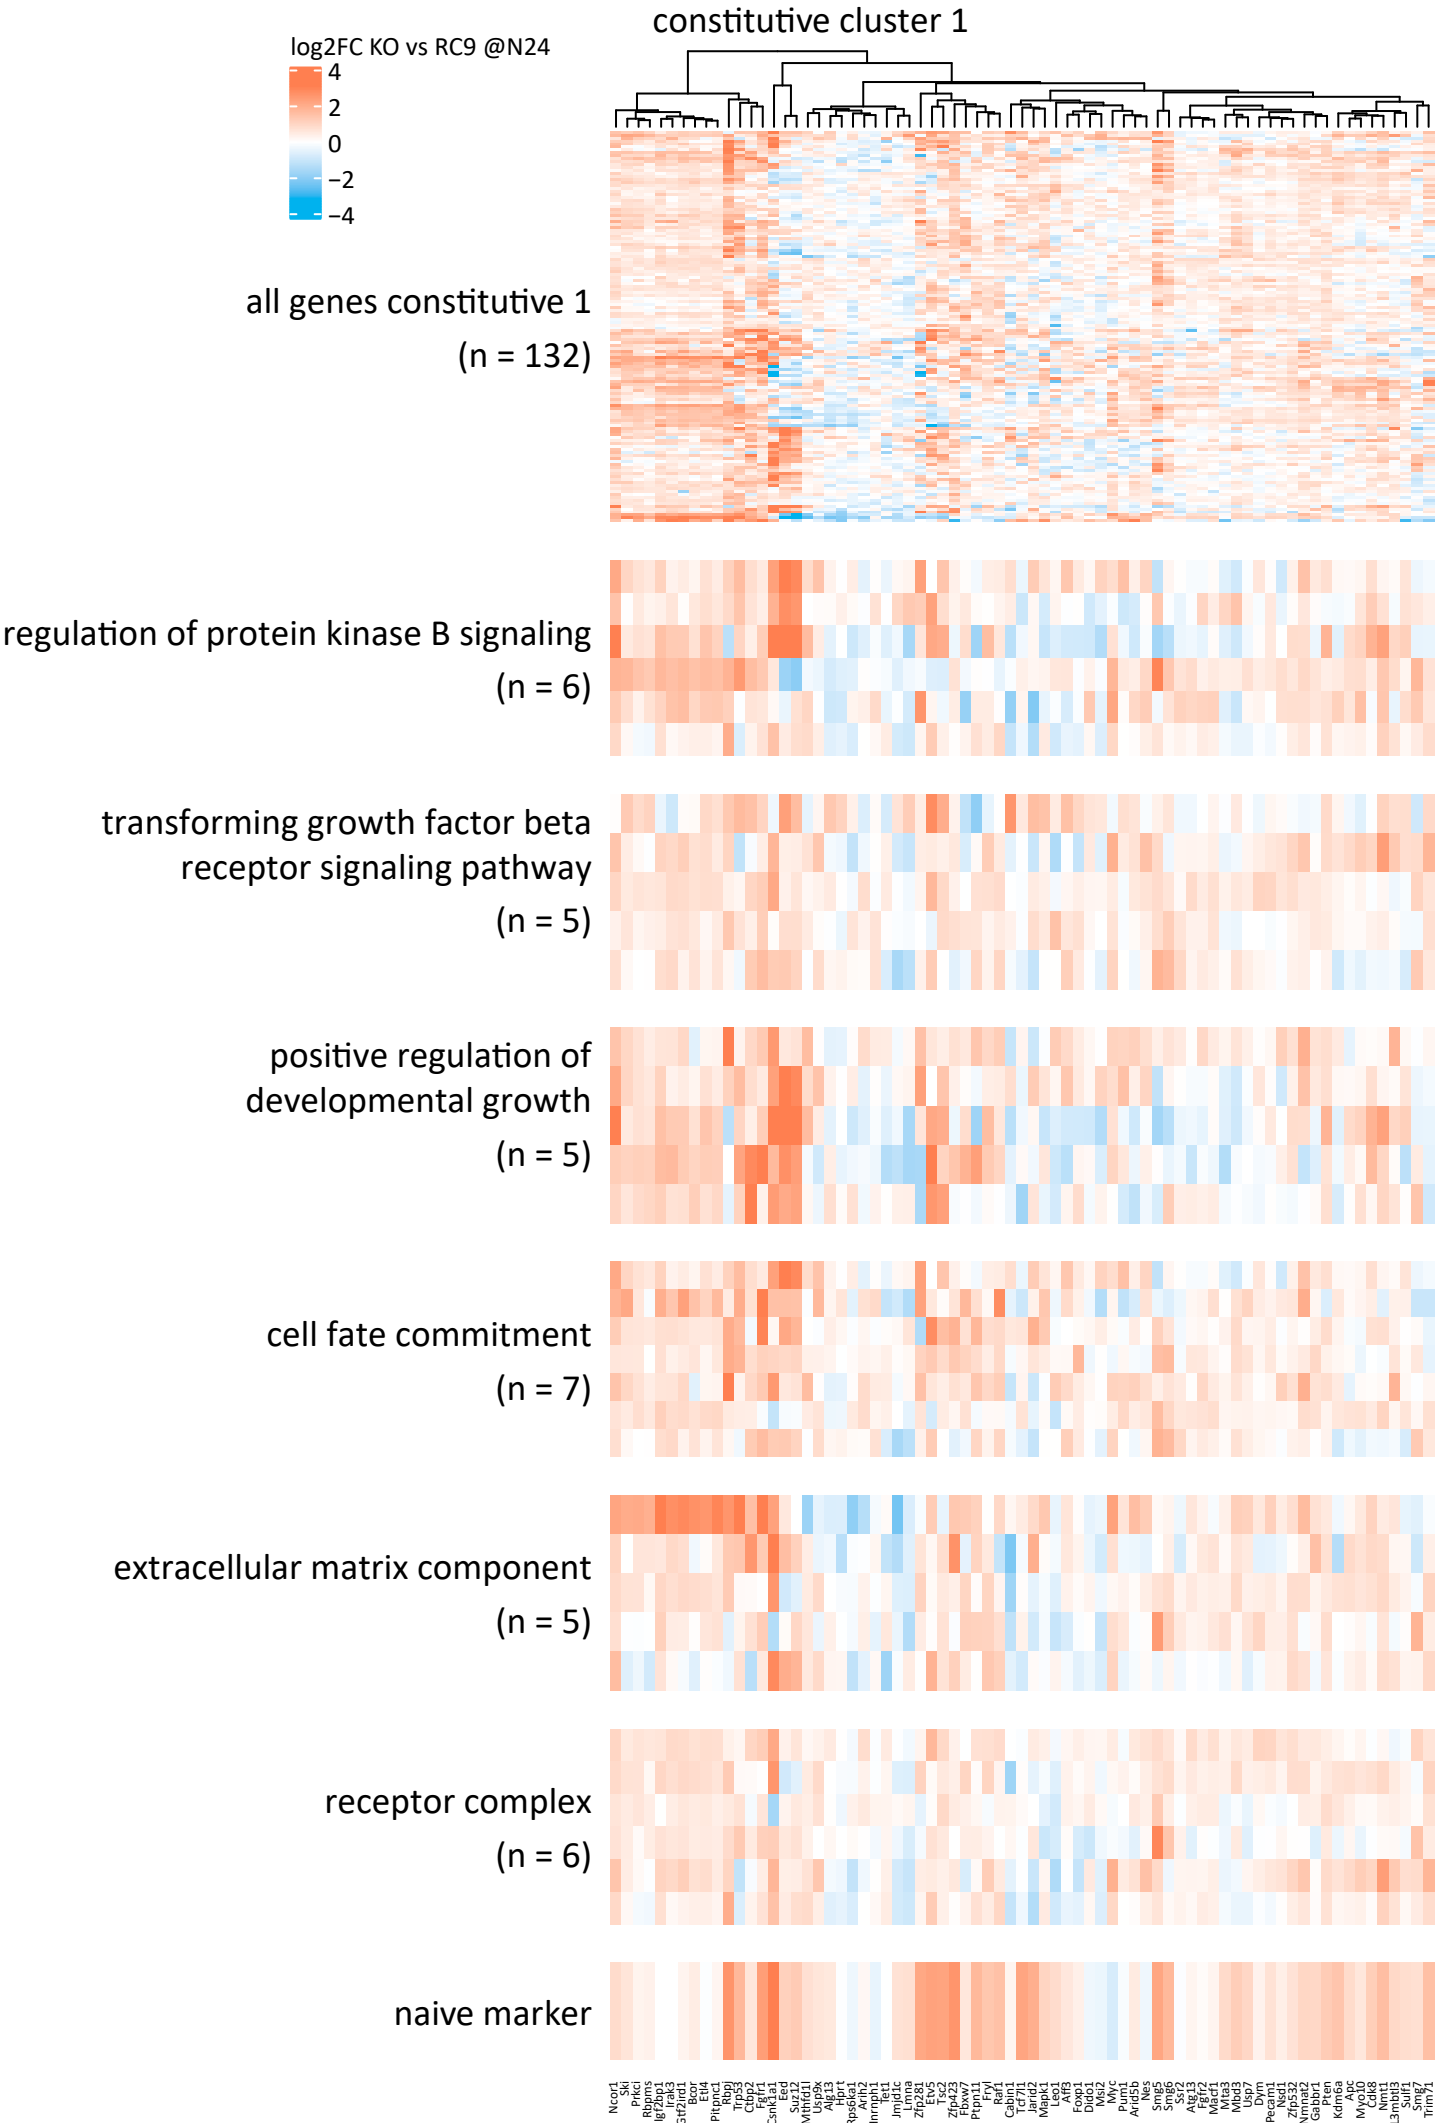

Appendix Figure S16

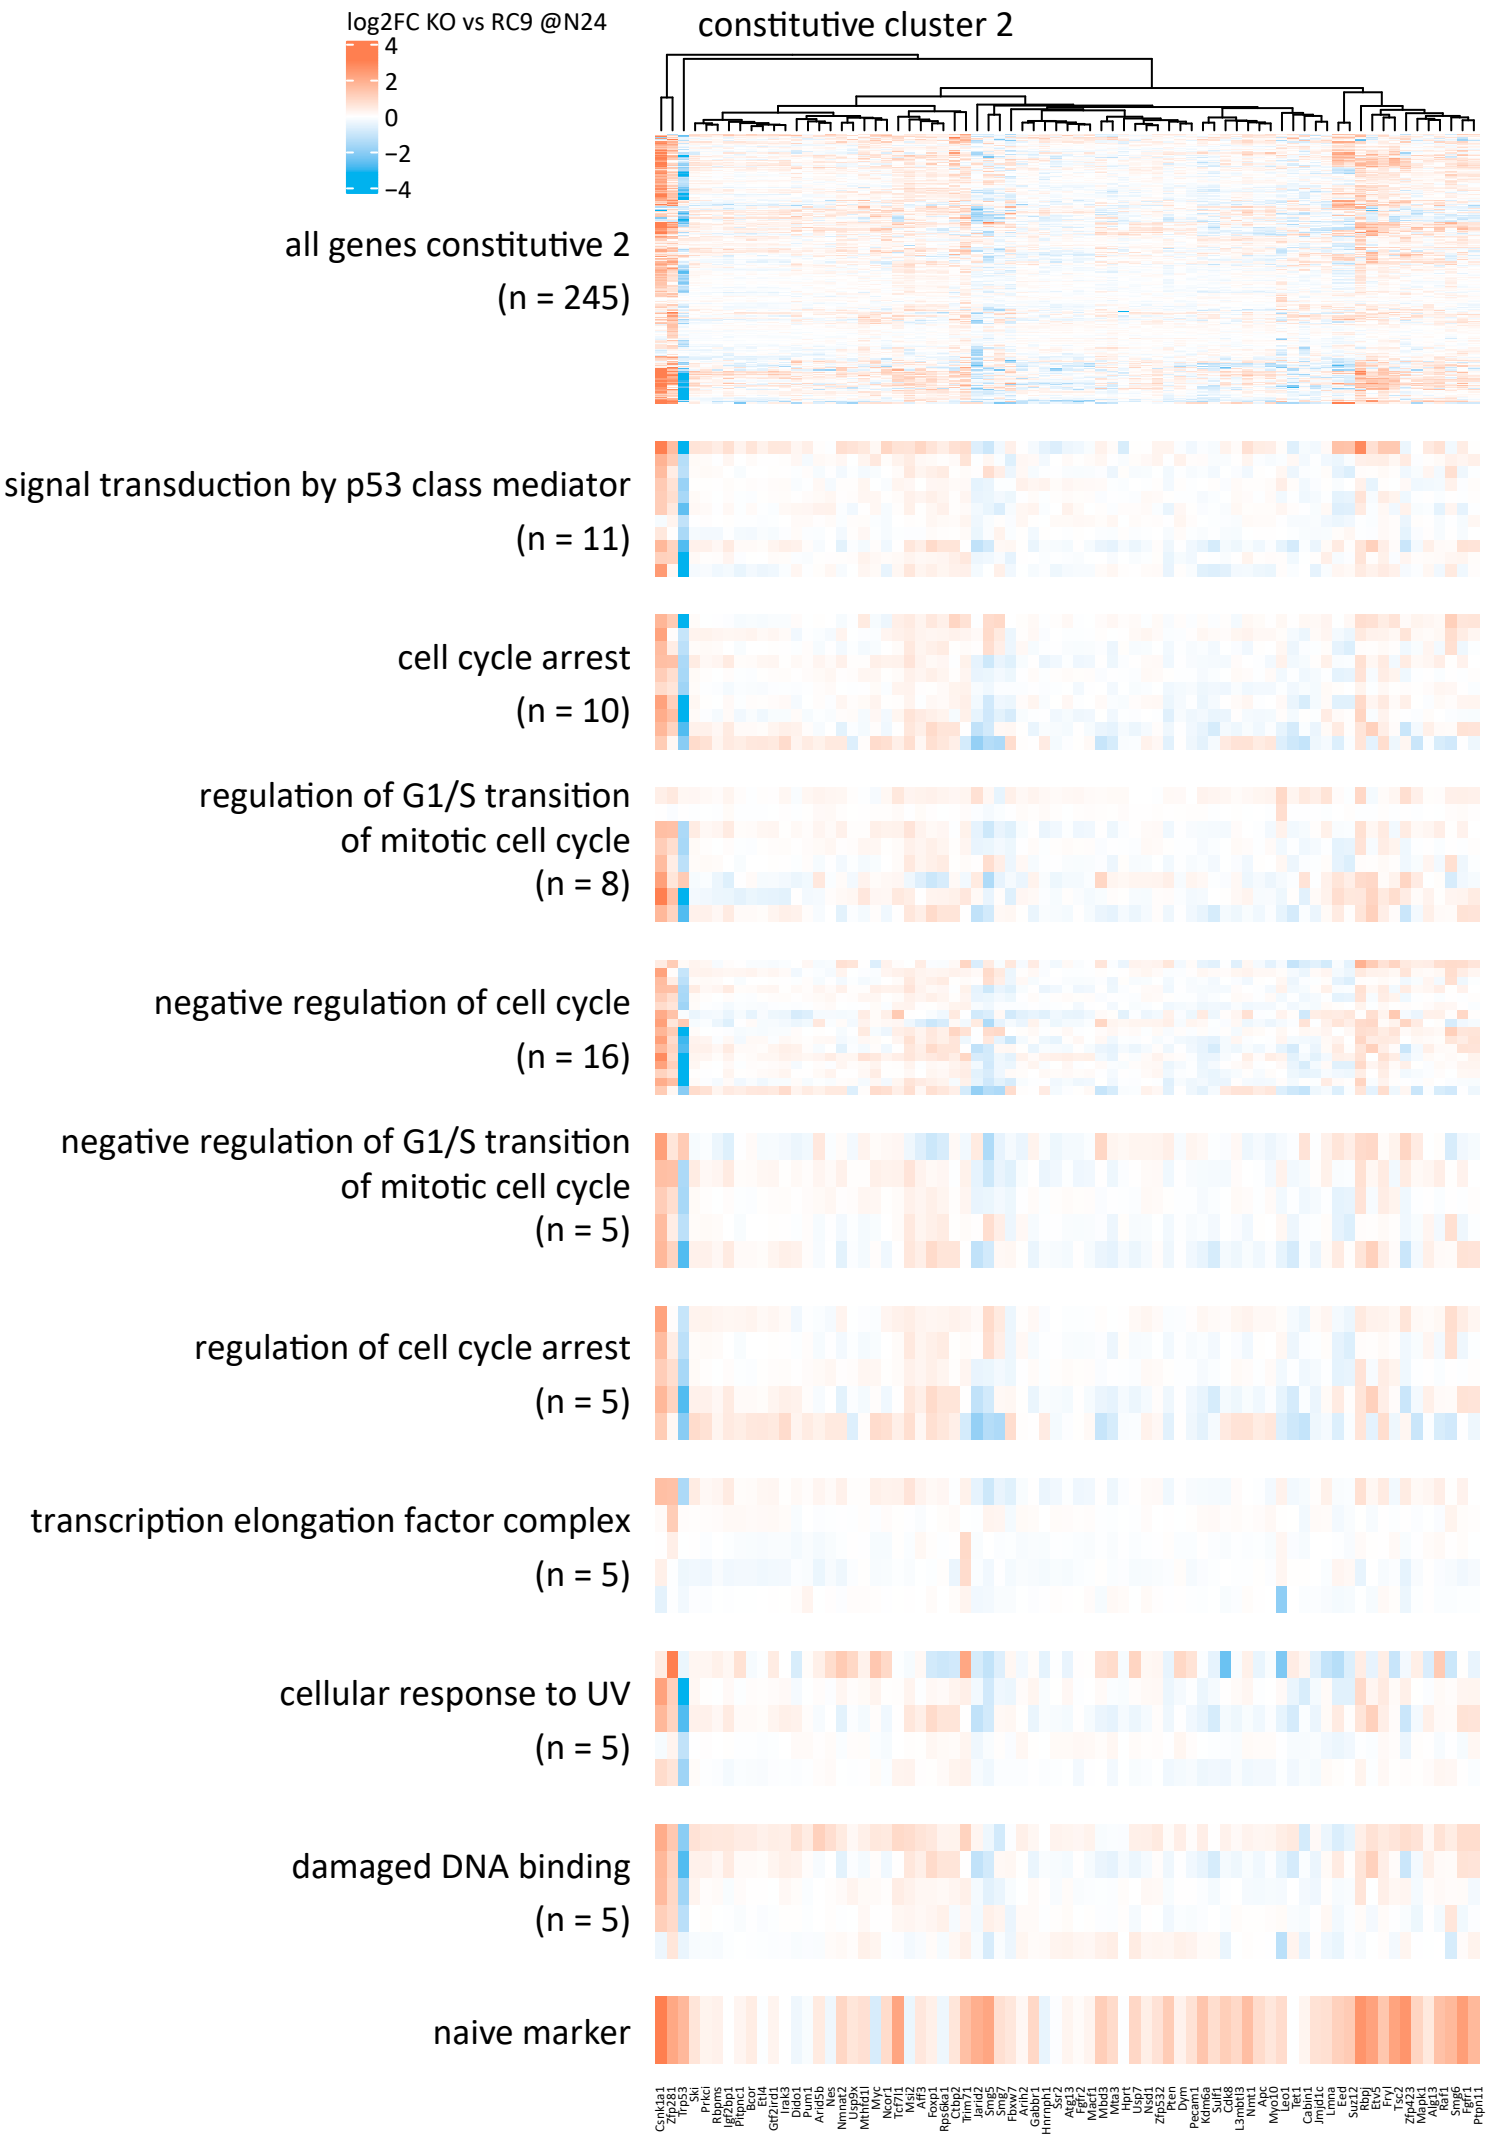

Appendix Figure S17

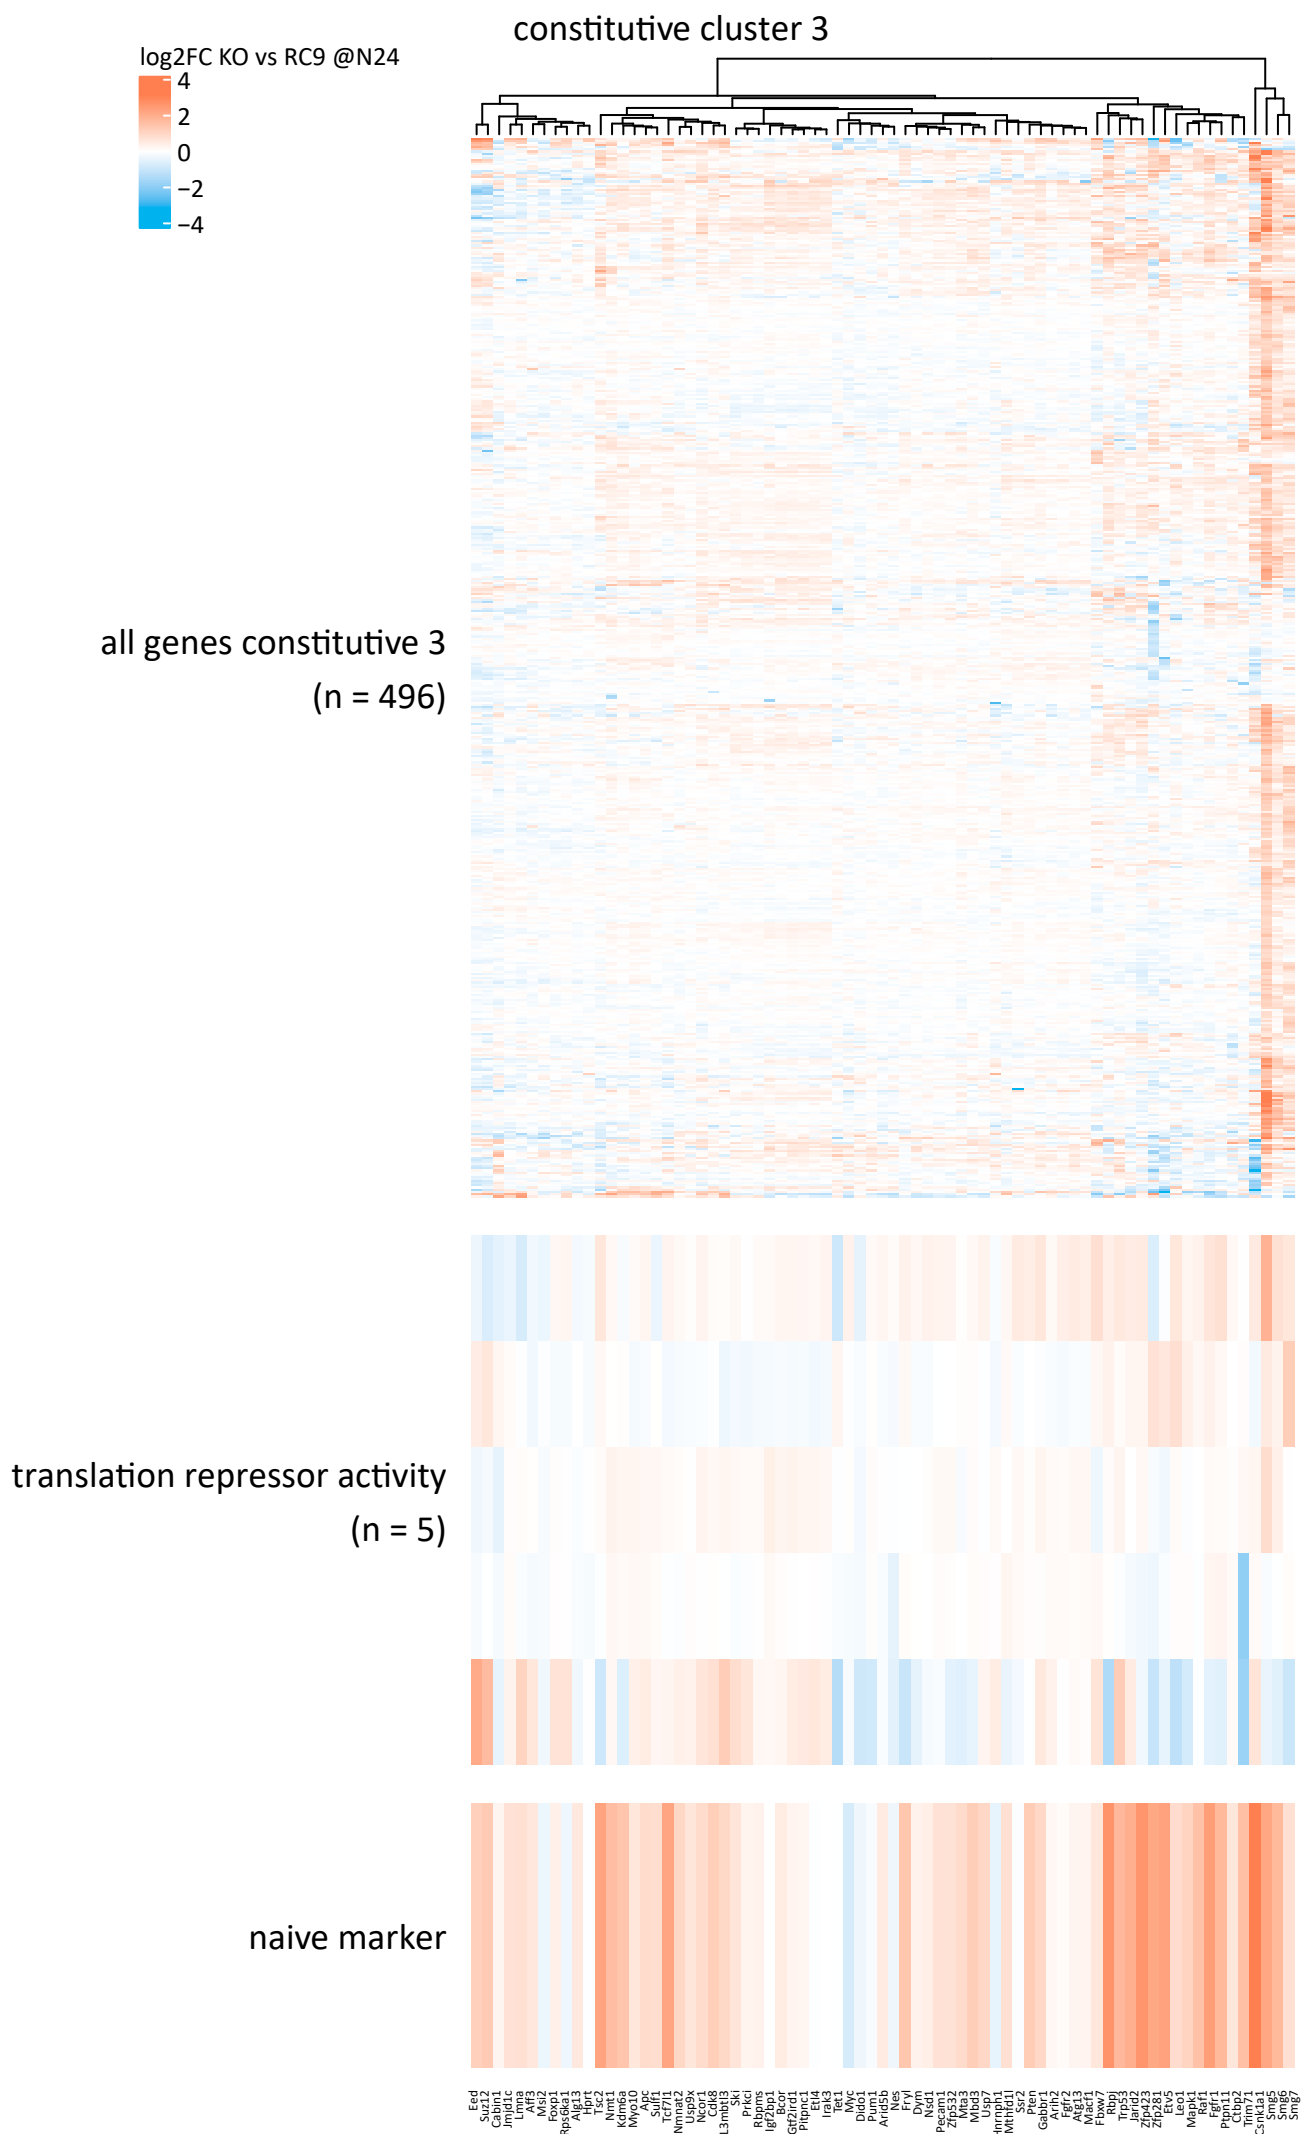

Appendix Figure S18

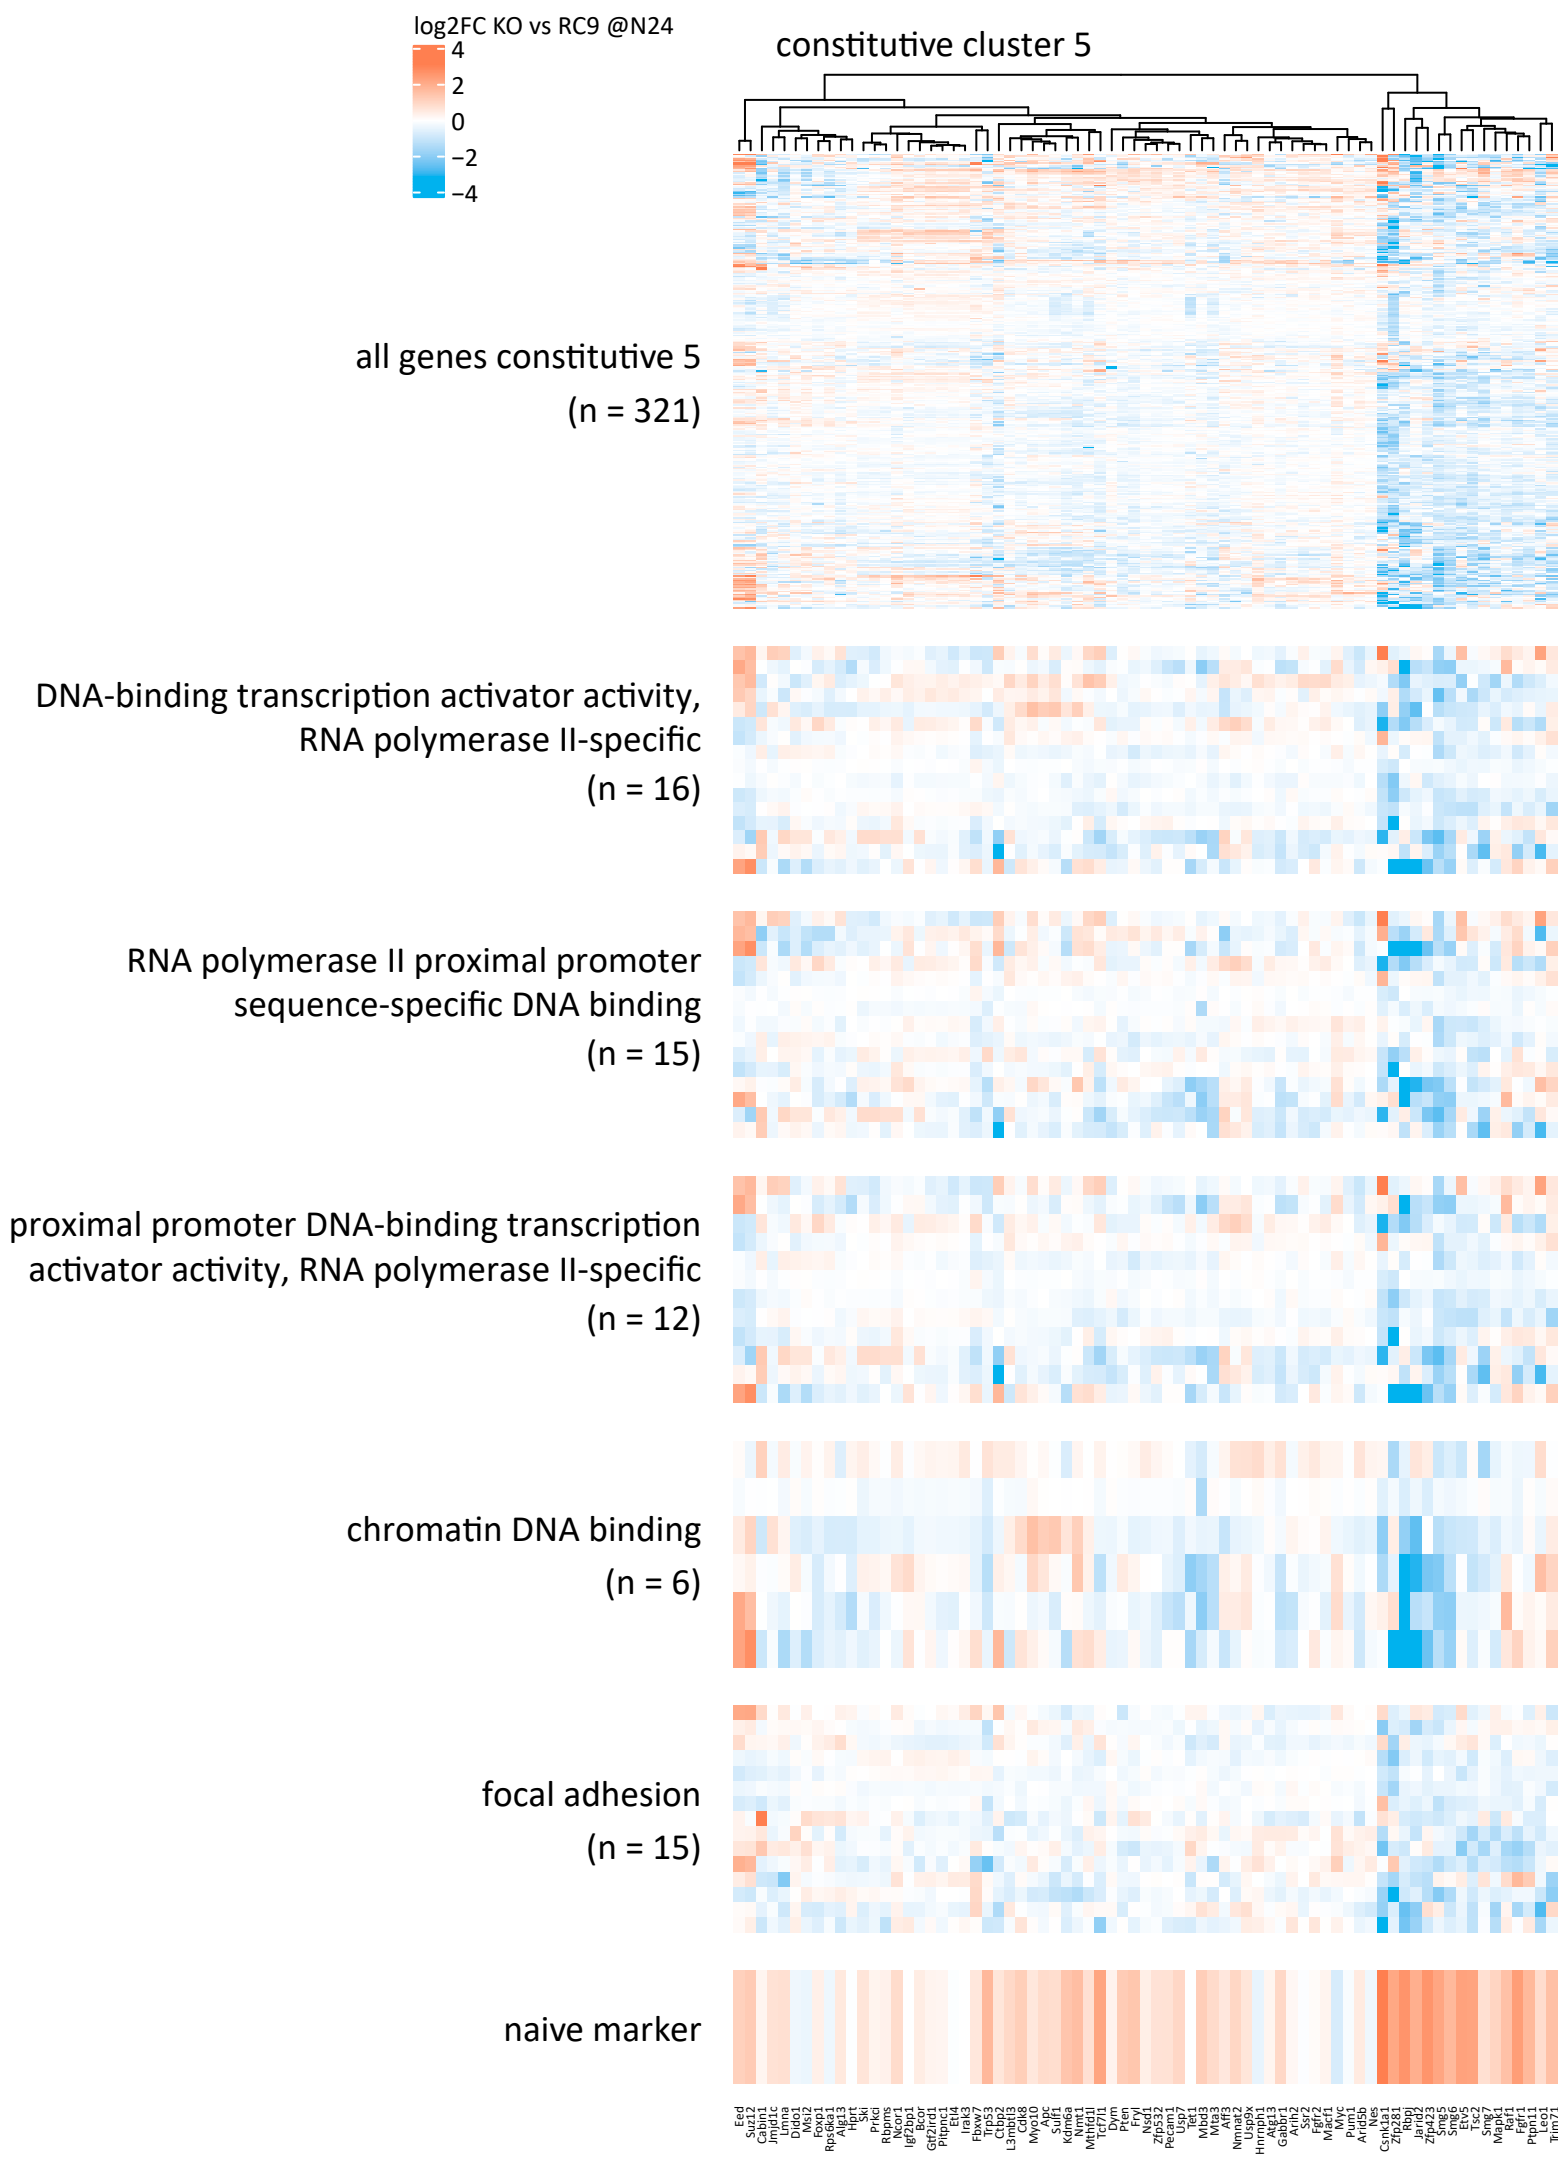

Appendix Figure S19

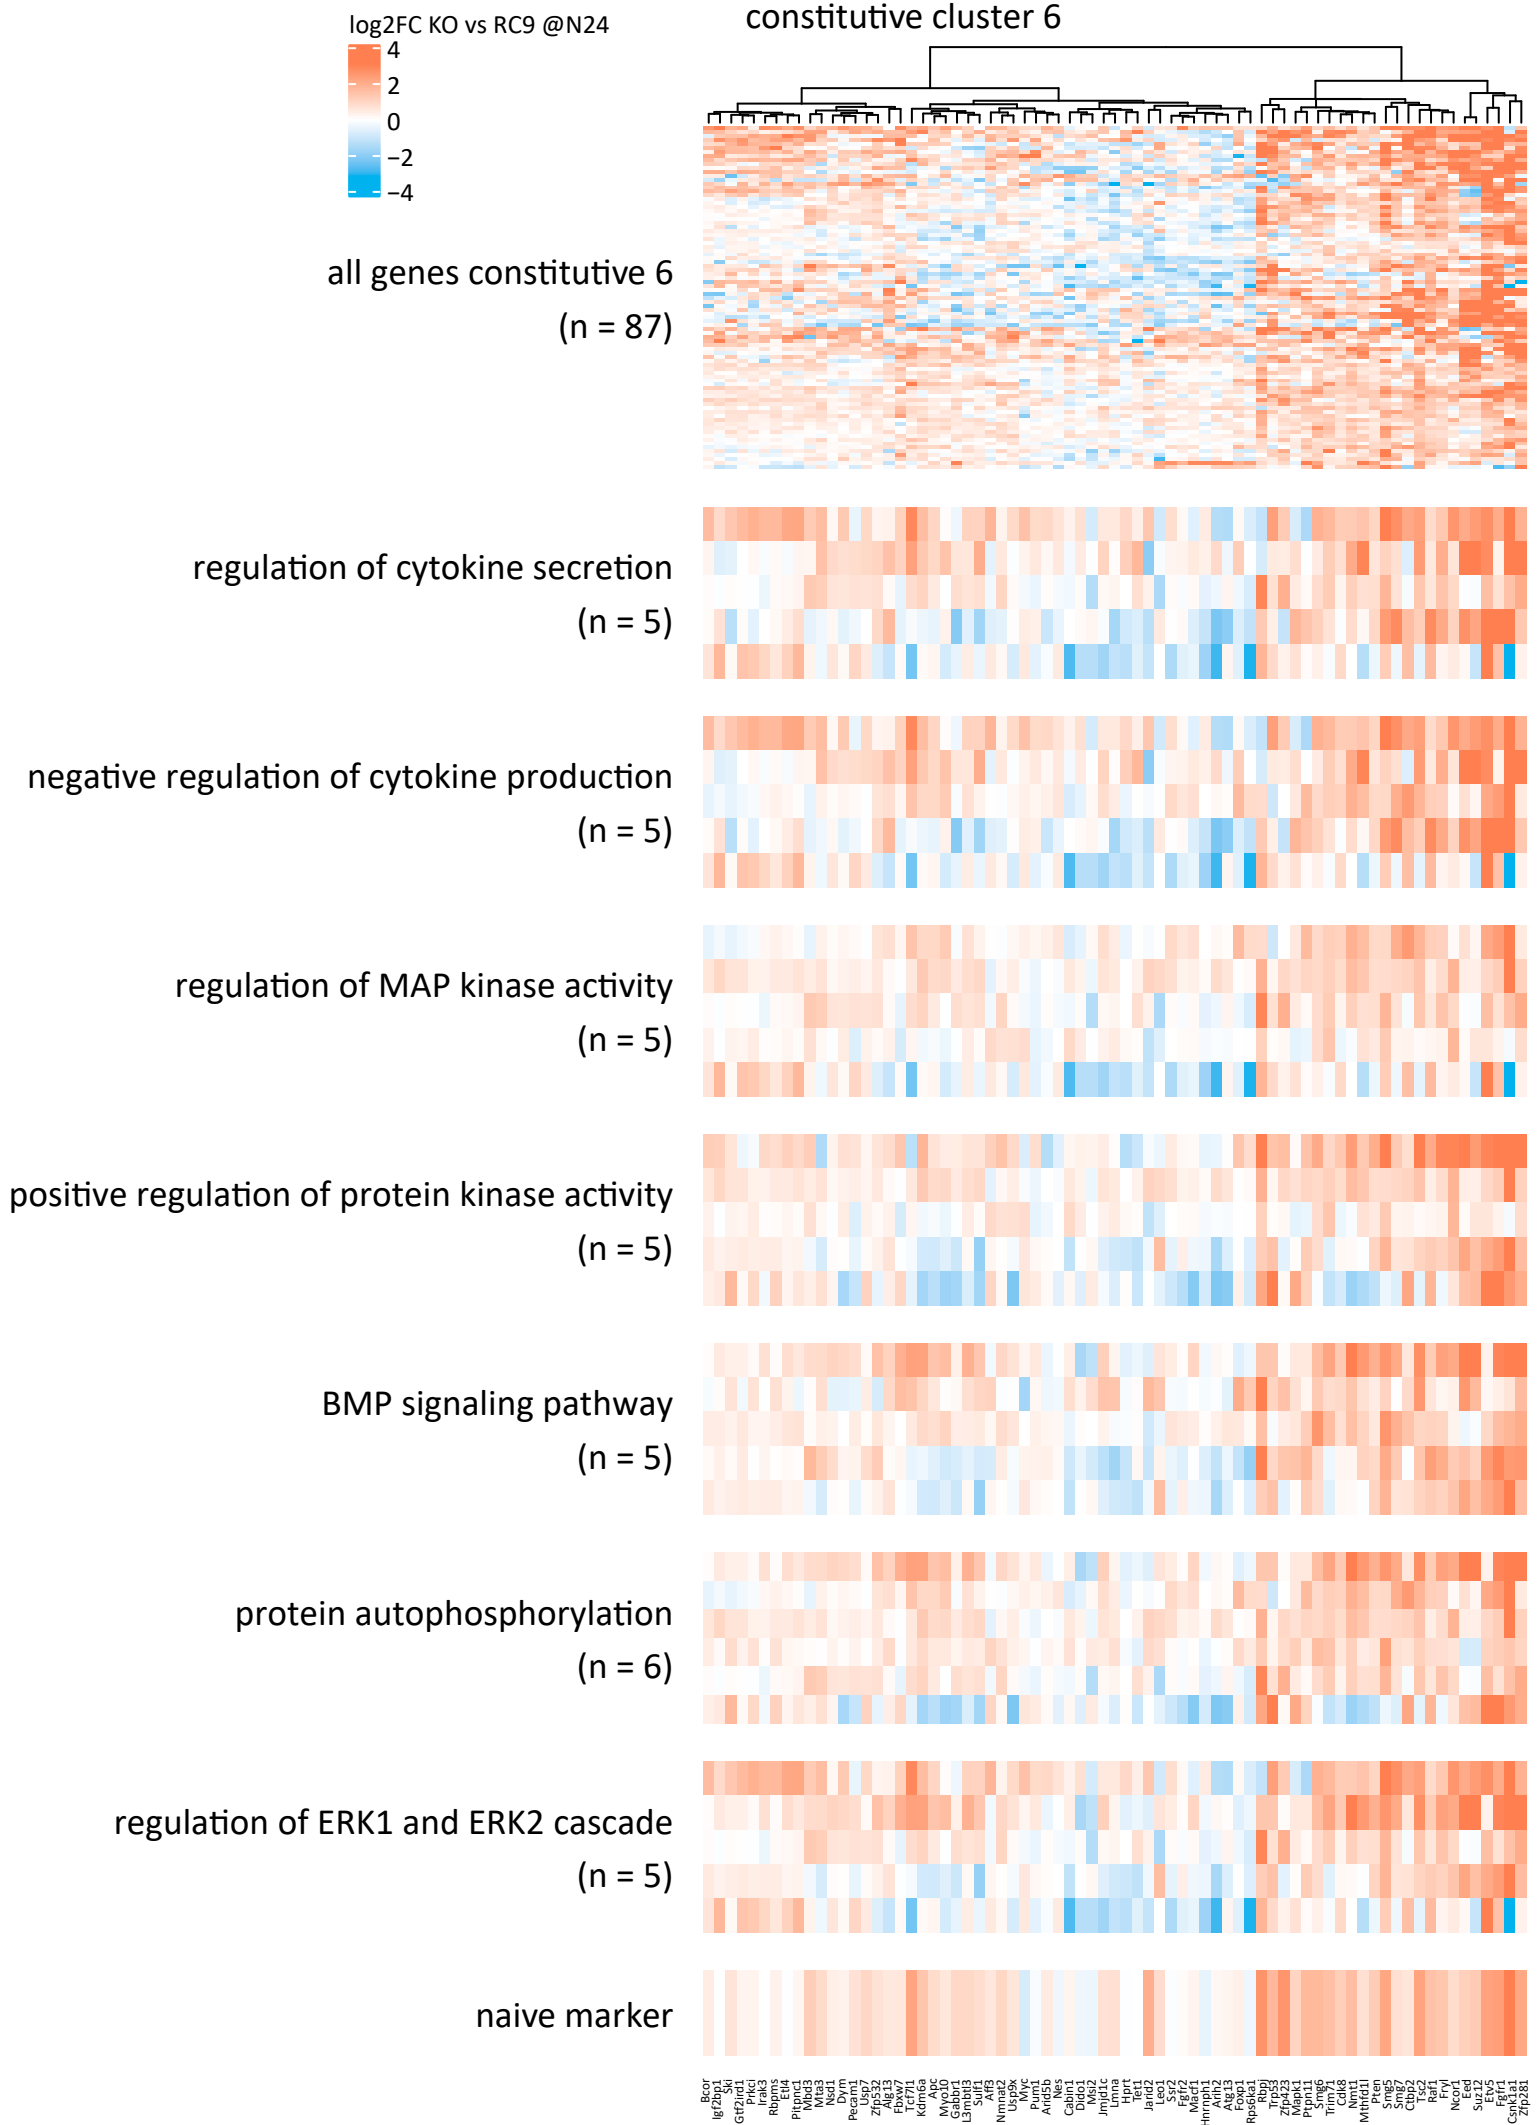

Appendix Figure S20

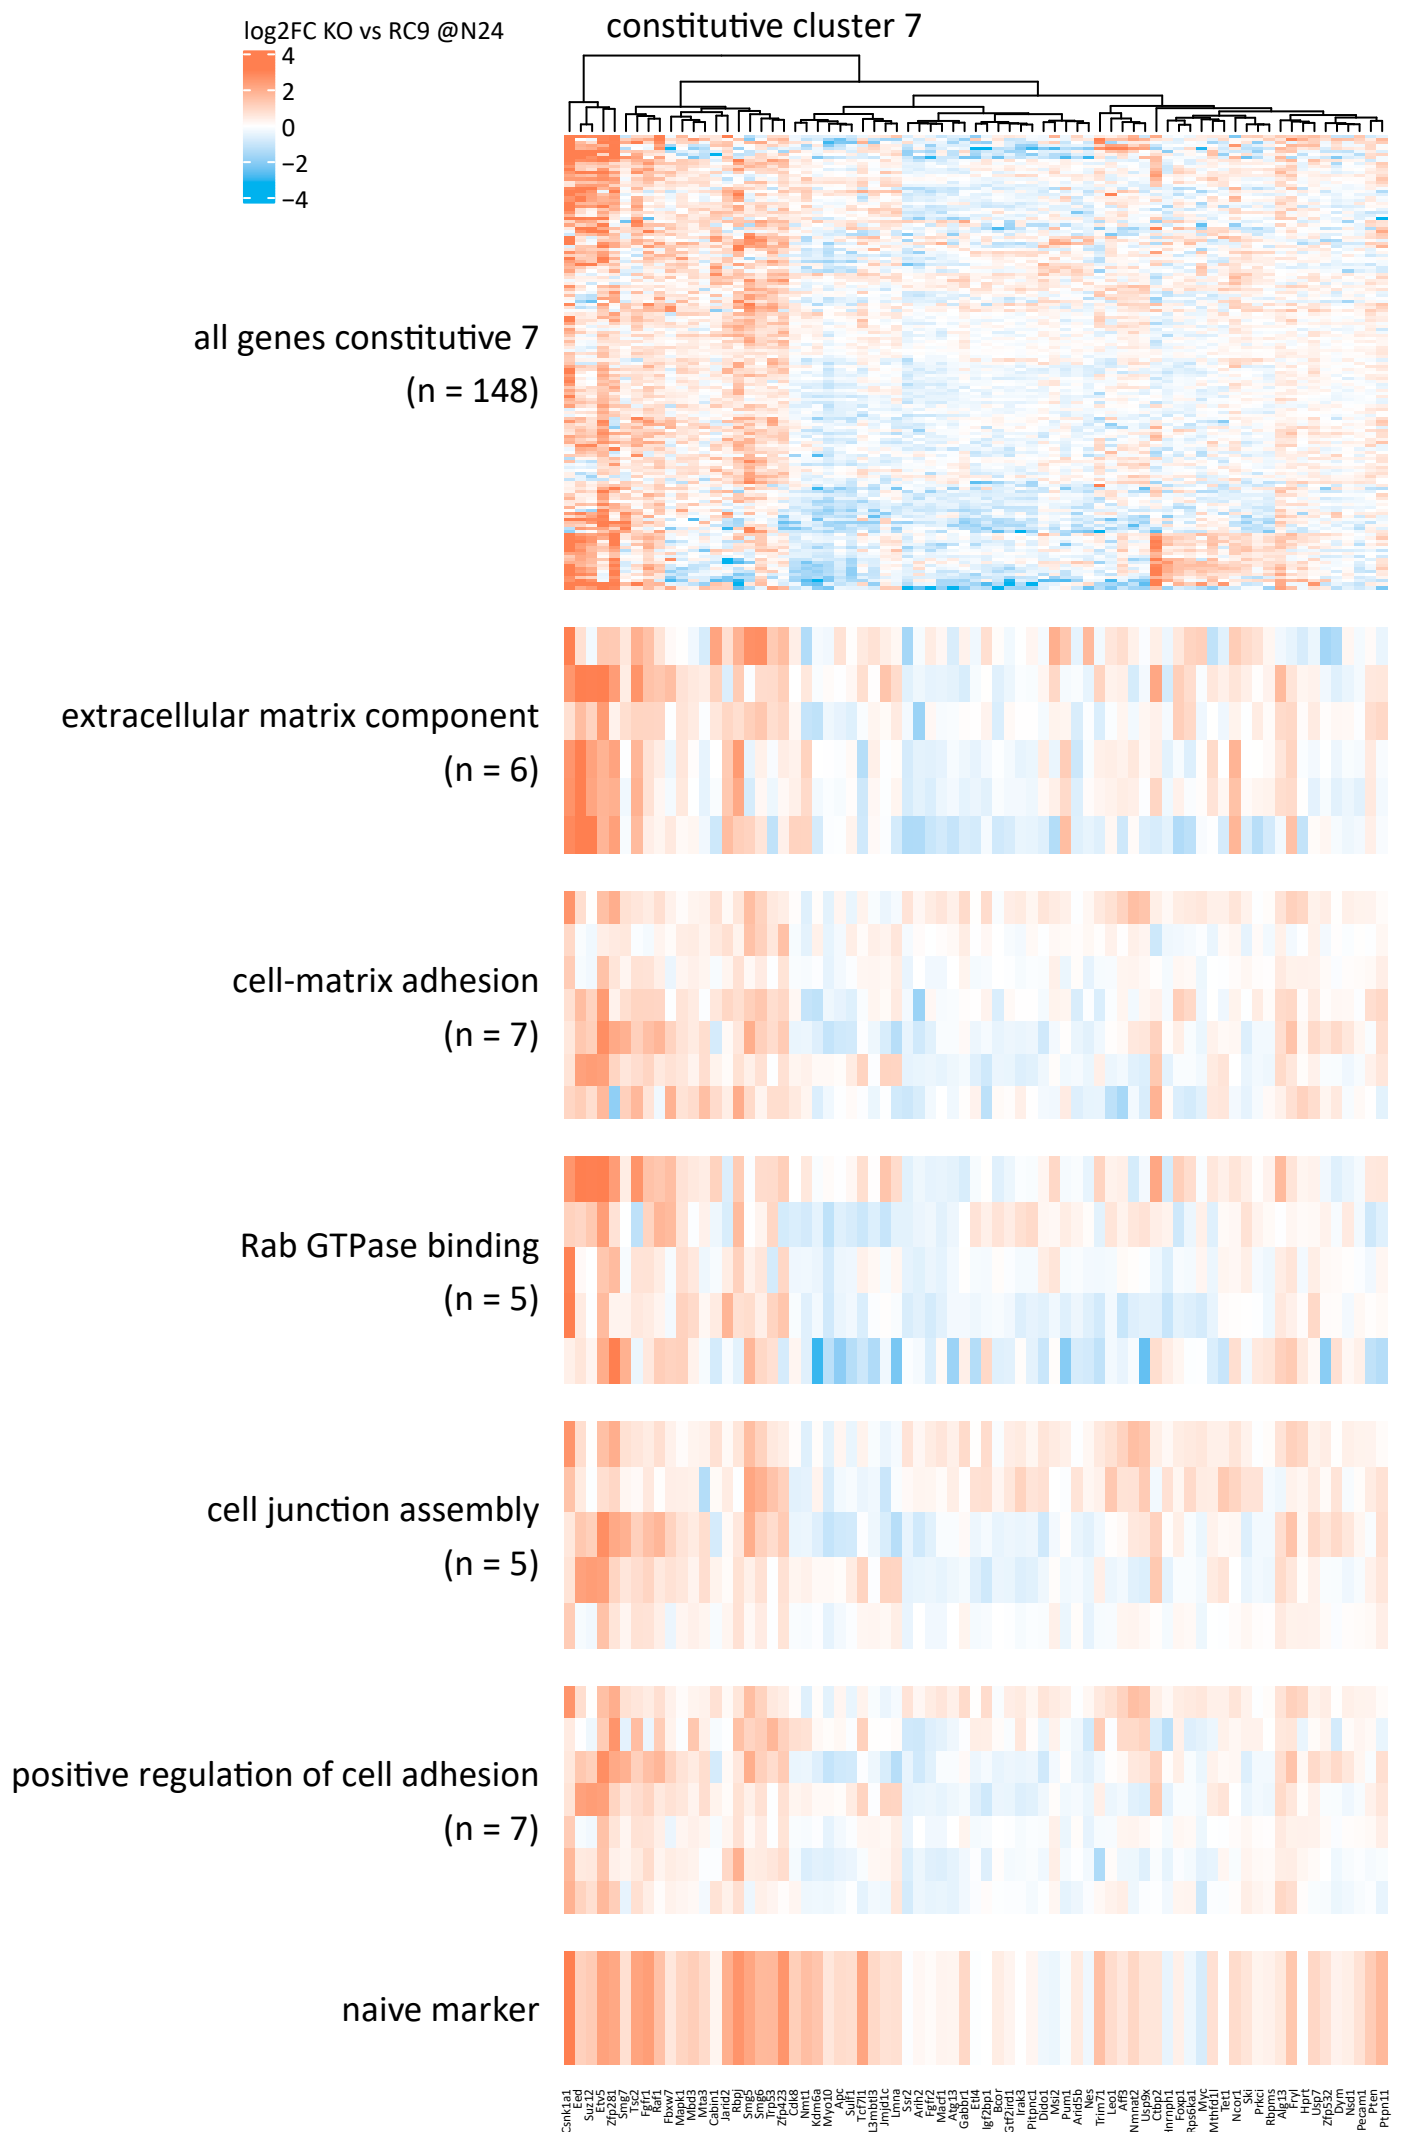

Appendix Figure S8 – S20

Heatmaps showing hierarchical clustering of selected constitutive and N24 induced clusters and subsets of cluster genes identified in GO term analysis in all KOs at N24. Upper panels show heatmaps of all genes in the selected cluster. Middle panels show genes included in selected GO terms to determine clusters of KO regulating a specific GO term and agreement of cluster and GO term expression. Bottom panel shows average naïve marker log₂FC (to identify potential phenotype dependence of clustering).

# Supplementary material for: Cooperative genetic networks drive embryonic stem cell transition from naïve to formative pluripotency
**Source:** EMBO J. 2021 Mar 9;40(8):e105776. doi: 10.15252/embj.2020105776
**Supplement:** Supplementary file 3 — Expanded View Figures PDF

Expanded View Figures

Figure EV1. Systematic transcriptional profiling of a mutant ESC library.

- A RNA-seq-derived fold changes relative to WT of indicated naïve marker genes in indicated KO cells in 2i (colour scale shows FDR, only genes with $FDR \leq 0.05$ are shown).
- B RNA-seq-derived fold changes relative to WT of indicated formative marker genes in indicated KO cells in 2i (colour scale shows FDR, only genes with $FDR \leq 0.05$ are shown).
- C Rex1-GFP FACS analysis of WT cells in 2i, at N24 and at N30, transfected with negative control or *Klf2*-specific siRNAs.
- D Comparison of the number of differentially expressed genes at N24 ($FDR \leq 0.05$, $H_0: |\log_2 FCI| < \log_2(1.5)$) to the average naïve marker $\log_2 FC$ at N24 (phenotype strength).
- E Correlation of *Tcf7l1* KO cells to *Jmjd1c* KO cells regarding $\log_2 FC$ s at N24 between knockout and WT control. Each dot corresponds to one gene. Only genes showing significance ($FDR \leq 0.05$, $H_0: |\log_2 FCI| < \log_2(1.5)$) in either one of the two KO cells are plotted. Red line: total least square regression; regression coefficients are shown.

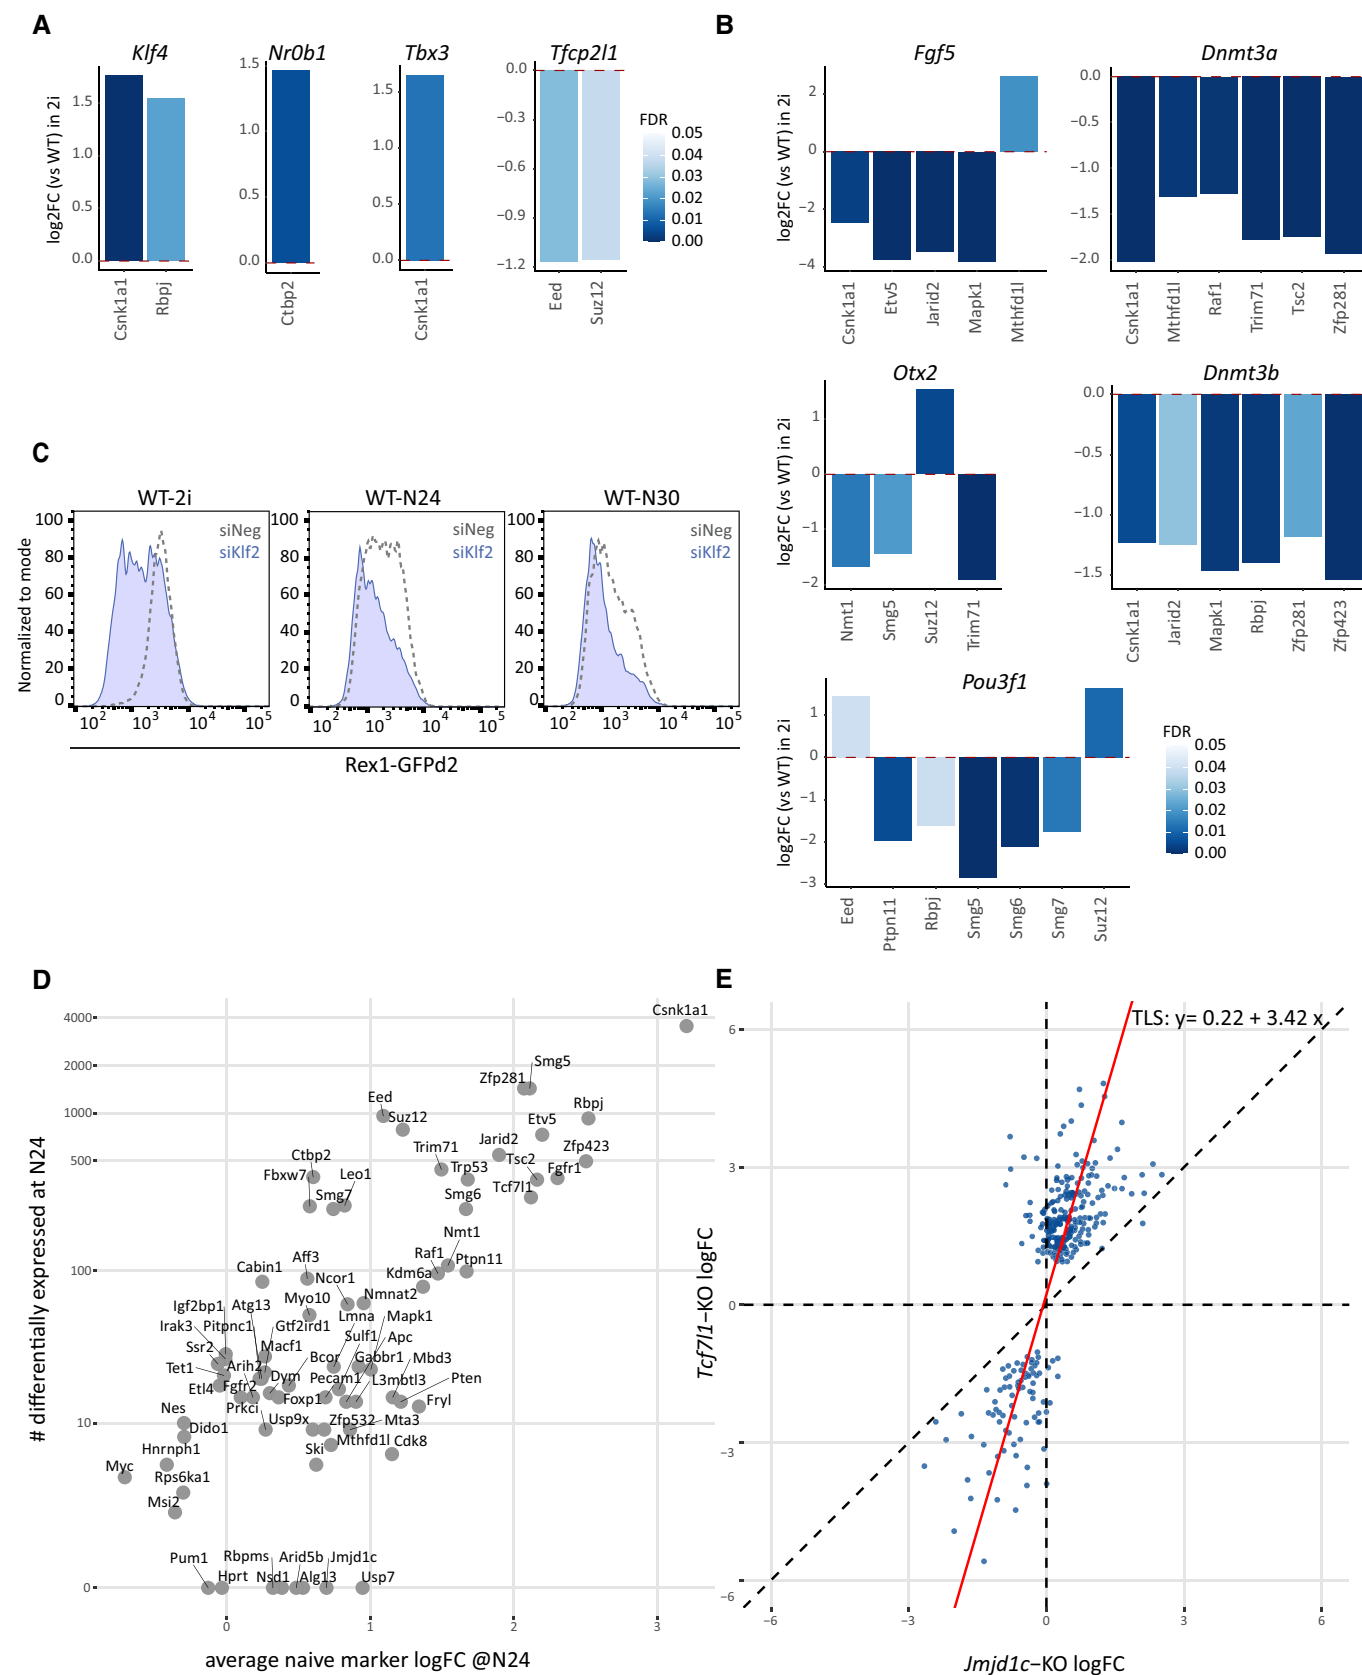

Figure EV1.

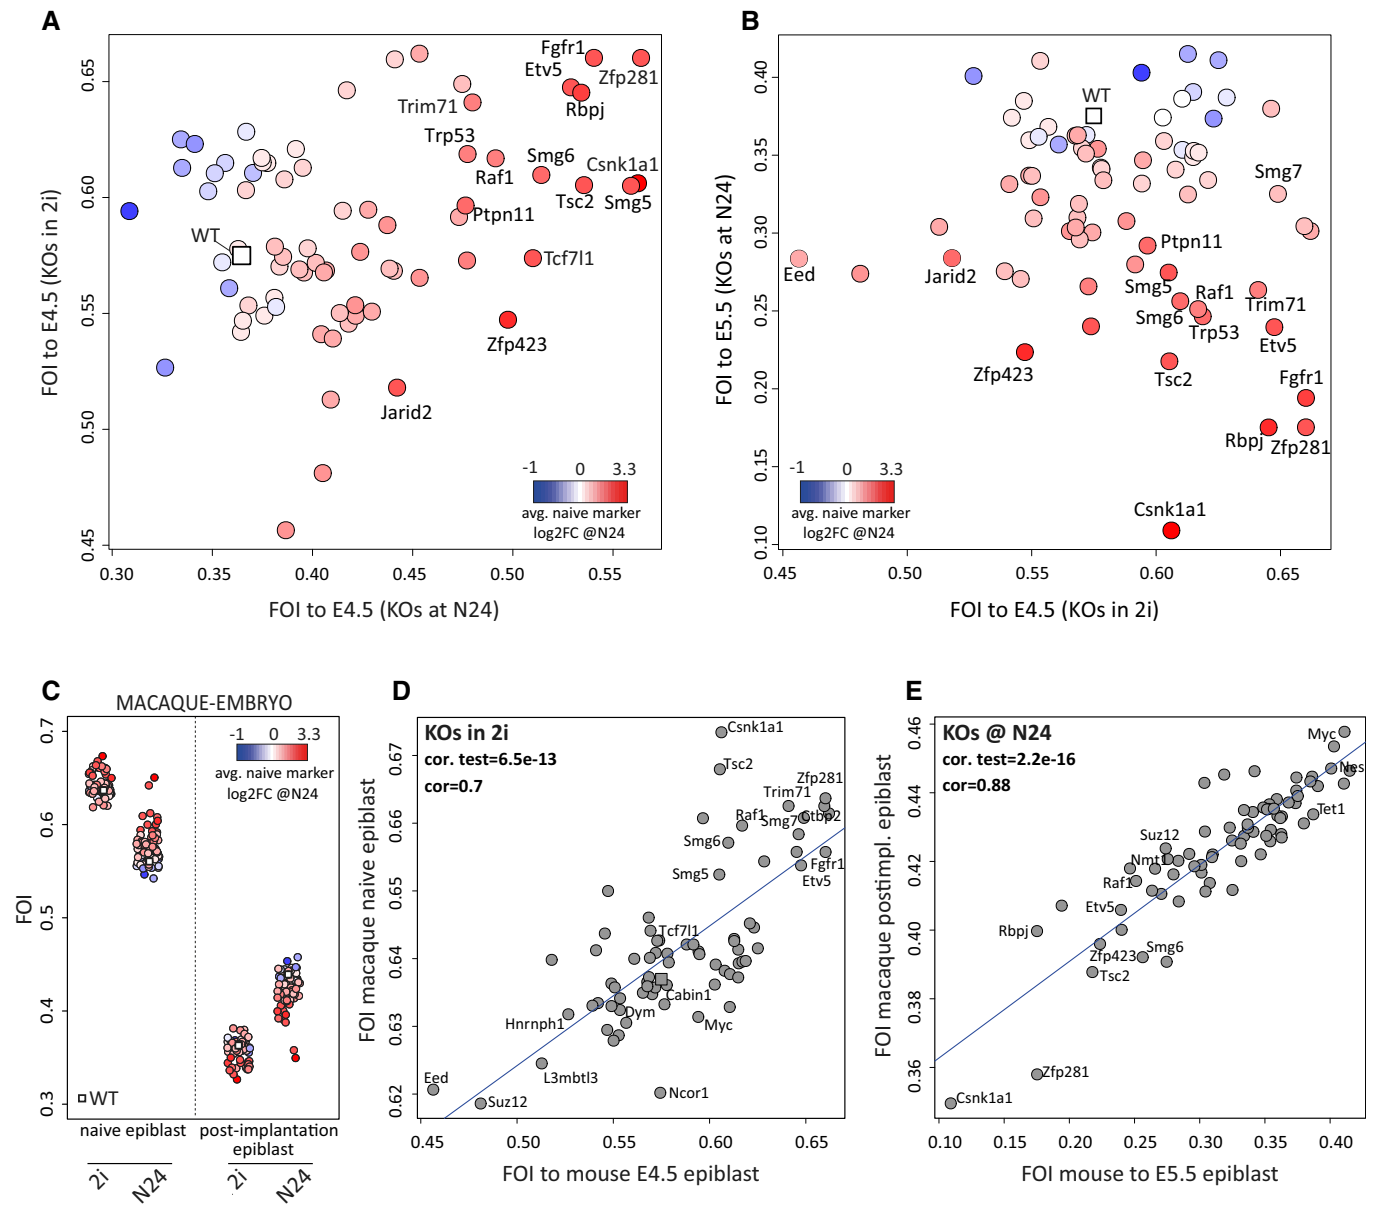

Figure EV2. Comparing KO expression profiles to the *in vivo* pre- to post-implantation epiblast transition.

- A FOIs to the E4.5 epiblast of all KOs in 2i compared with FOI to the E4.5 epiblast of all KOs at N24. The average naive marker log2FC in KOs at N24 is indicated as colour gradient (strength of differentiation phenotype).
- B FOIs of 2i samples to E4.5 epiblast (x-axis) and FOIs of N24 samples to E5.5 epiblast (y-axis). The average naive marker log2FC in KOs at N24 is indicated as colour gradient.
- C FOIs between 2i and N24 expression data and macaque naive and post-implantation epiblast, computed using all expressed genes ($\log_2\text{FPKM} > 0$) for all KOs. Each dot represents one KO. Average naive marker log2FC in KOs at N24 is indicated by a colour gradient.
- D Correlation plot of FOIs between 2i profiles and mouse naive (E4.5) epiblast and FOIs between 2i profiles and macaque naive epiblast (correlation significance is indicated in the plot).
- E Correlation plot of FOIs between N24 profiles and mouse E5.5 epiblast and FOIs between N24 profiles and macaque post-implantation epiblast (significance of correlation is indicated in the plot).

Figure EV3. Identification of an extended naïve pluripotency network.

- A Comparison of the strength of the linkage to the naïve network (naïve association, R^2 values; x-axis) to the log2FC of all genes during the naïve to formative transition in WT (y-axis). upNAGs are indicated in red, downNAGs in blue.
- B *Klf2* expression at the indicated stages. Expression levels (FPKM) in compacted morula (cMOR), expanded ICM (eICM), E4.5 epiblast (EPI) are shown derived from single-cell RNA-seq data sets from human, marmoset and mouse pre-implantation development. Box-plots were generated utilising the GRAPPA web app (Boroviak et al, 2018) and indicate the first and third quartile of expression levels. The midline identifies the median. Each dot corresponds to an individual cell.
- C Plots showing expression of *Pdgfa* (top) and its cognate receptor *Pdgfra* (bottom) during mouse pre-implantation embryo development in a white (low) to orange (high) gradient.
- D Principal component analysis of published single-cell RNA-seq data sets showing that Dimension 3 (Dim 3) separates pre- from post-implantation epiblast *in vivo* (magnification of plot in Fig 5A).

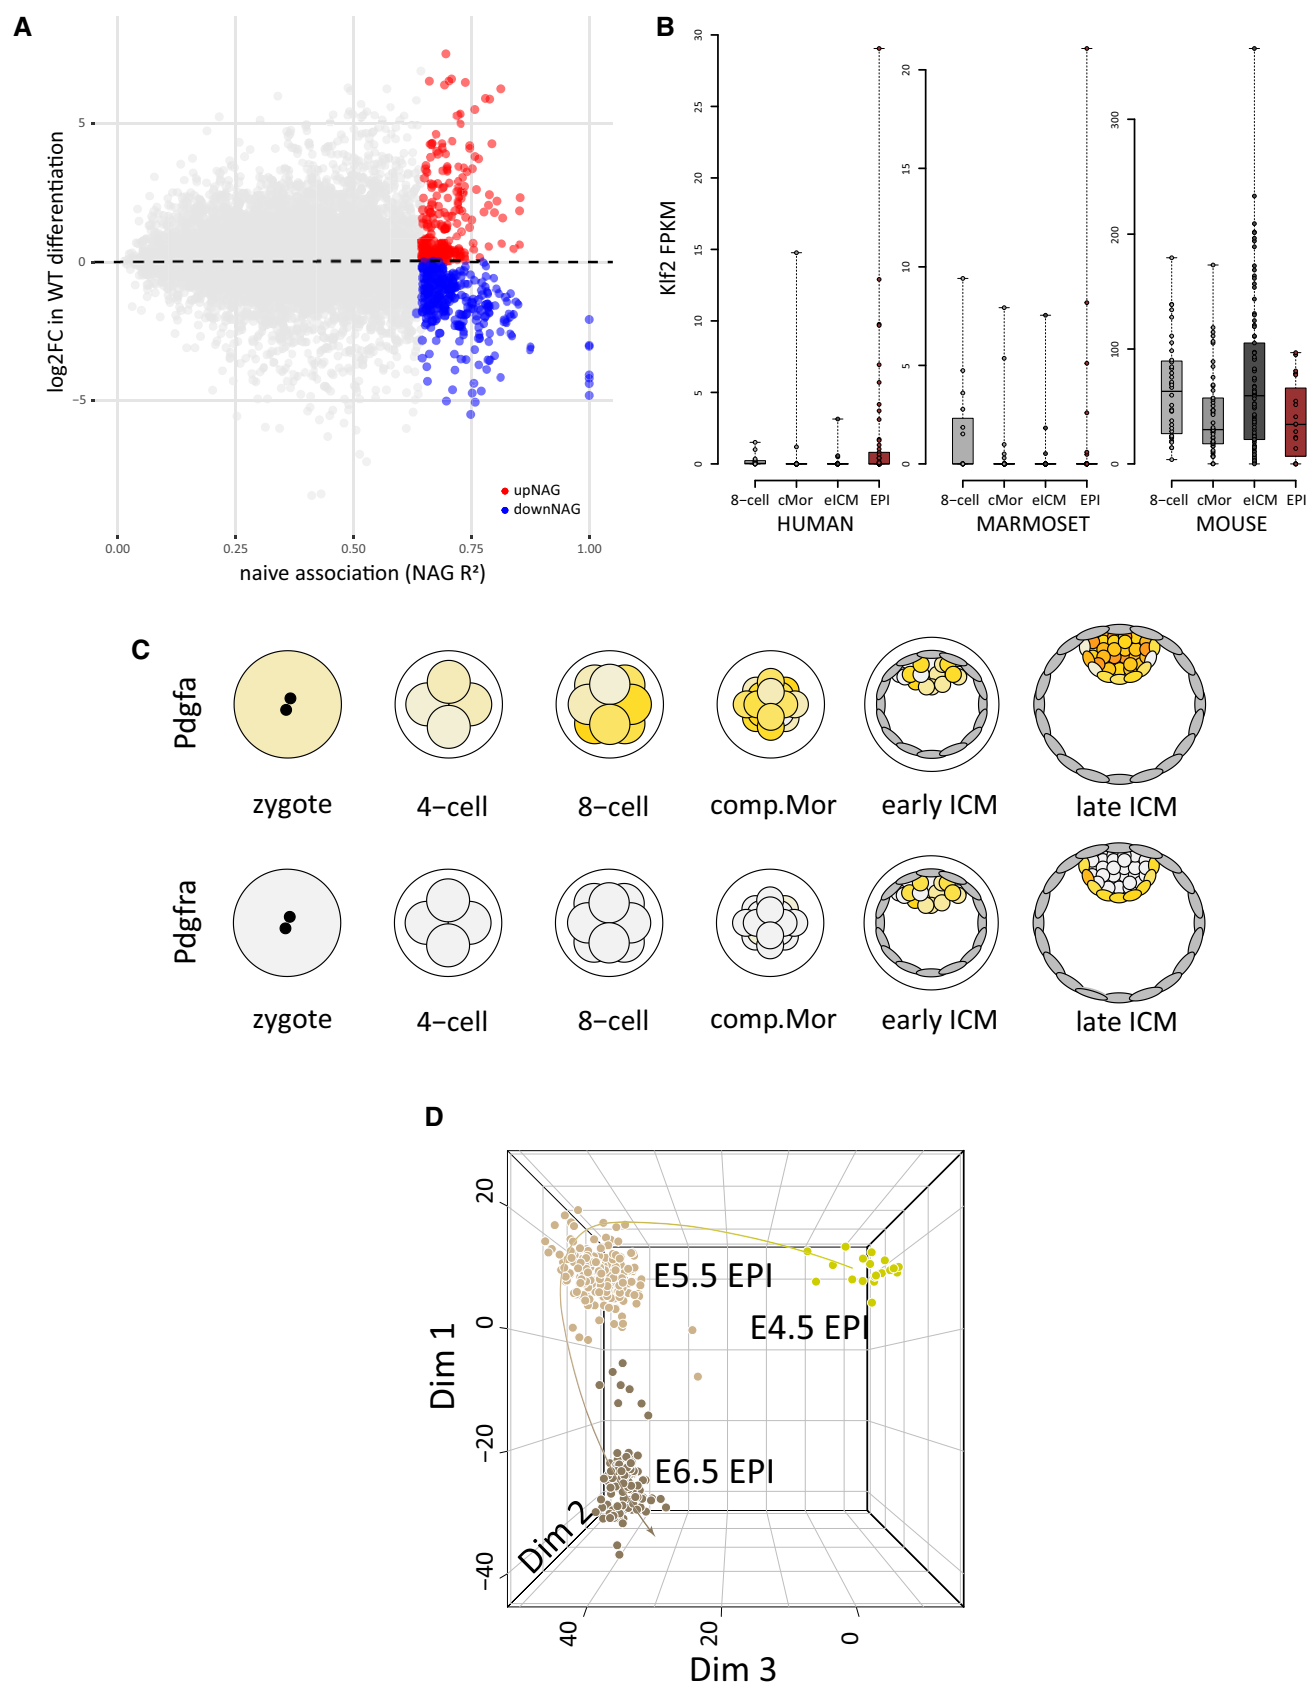

Figure EV3.

Figure EV4. Signalling pathways and gene expression modules regulated by multiple KO genes.

- A Heatmap showing average log₂FCs (KO^{N24} versus RC9^{N24}) of constitutive KO response gene clusters (c1-c12). For reference, average naïve marker log₂FCs versus WT at N24 are shown for each KO in a separate row below.
- B As for (A) for N24-induced KO response gene clusters (i1-i12).
- C Fisher test-based enrichments of ChIP targets, up/downNAGs and pathway-defining gene sets in constitutive clusters are indicated by circles. Size indicates log₂ fold over-representation; the colour gradient encodes adjusted *P*-values.
- D Similar to Fig EV4C for N24-induced clusters.

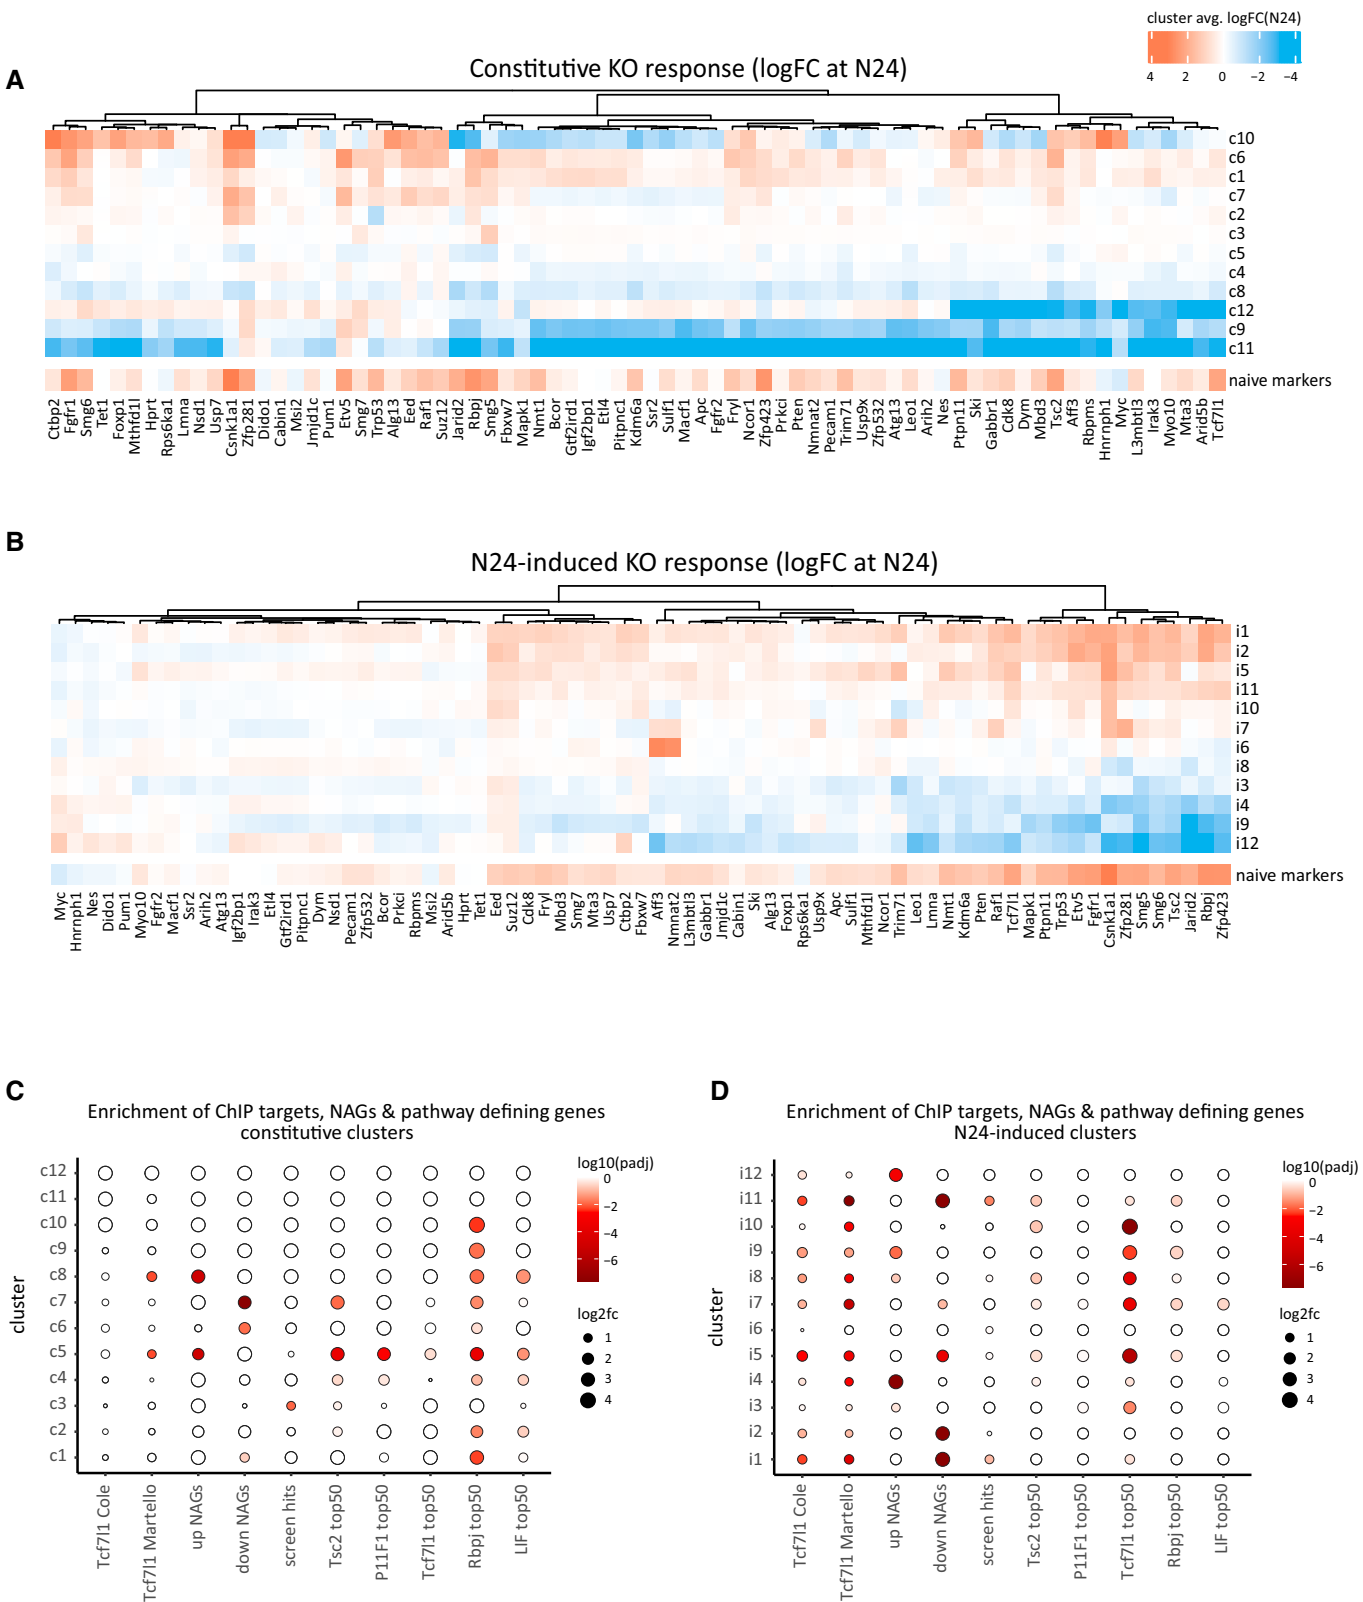

Figure EV4.

Figure EV5. Wiring between regulatory pathways and gene expression clusters.

- A Schematic overview of the workflow to model cluster-pathway connections. White rectangles indicate input data from previous analysis steps, white ellipses indicate results from this analysis and blue rounded rectangles represent different processing steps and calculations to obtain indicated results. Schematic pathway to cluster relations over the time course is shown on the right. If the change in pathway activity is causal for a change in cluster expression, behaviour as shown in the top scheme is expected. The two schemes at the bottom exclude causality as the cluster changes precede changes in the pathway.
- B Heatmap showing multiple regression models of pathway activities that predict cluster expression. Only significant (adjusted $P \leq 0.01$) interactions are shown. Colour intensity represents the strength of the interaction. Red tiles indicate that higher activity of a certain pathway is linked to higher expression of the cluster, while blue tiles indicate the inverse correlation.
- C Observed cluster expression change (red) and cluster expression change predicted by regression models (blue) throughout the 32 h WT differentiation time course for all induced clusters. Predicted cluster expression is calculated using pathway activities throughout the WT time course and significant (adj. $P \leq 0.01$) interactions from the multiple regression models from (B). Graphs show log₂FC of cluster expression relative to the mean cluster expression across the time course. Cluster-pathway connections that were not validated through this test (predicted expression did not follow the same trend AND/OR did not precede observed expression) were rejected, as indicated.
- D Similar to Fig EV5C for constitutive clusters.

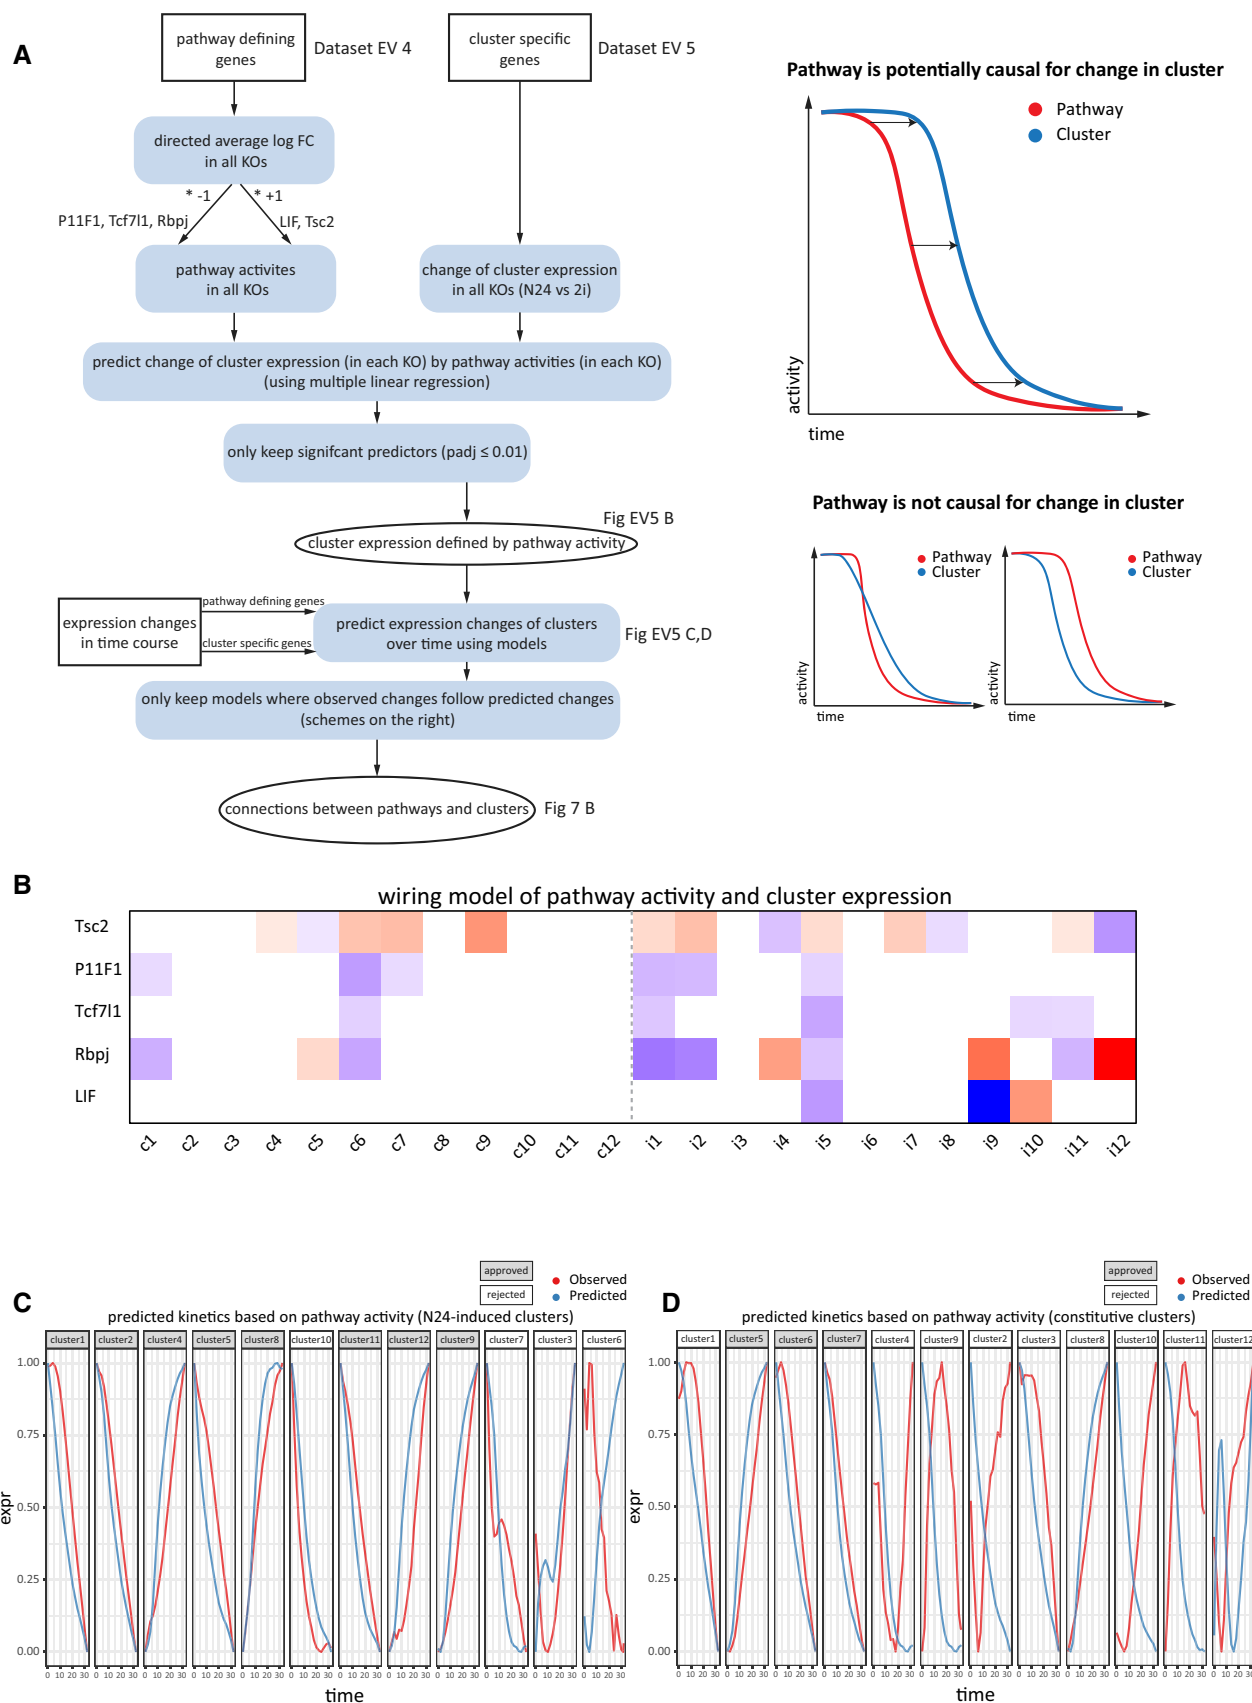

Figure EV5.

How the deposited data were processed for this re-analysis (not part of the article)

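The data are RNA-seq gene tables of RC9 mouse ESCs. One set holds 319 libraries, from 73 KO lines with 2 libraries in 2i and 2 at N24 each and from WT cells with 14 libraries in 2i and 13 at N24, in 7 RNA-seq batches. The other is the WT time course of 21 libraries, 2 in 2i, 2 in 2i with LIF, 1 every 2 h from 2 to 30 h after transfer to N2B27 and 2 at 32 h. The authors mapped the reads to mm10 with STAR and deposited the raw count of each gene and library for both sets; the annotation release is not stated, nor for the KO set the rule by which genes were kept, whereas for the time course the paper names the gene biotypes that were quantified. For the KO set the authors also deposited FPKM values, made with DESeq2 size factors, and for the time course TPM values, whose sum is the same in each library. The authors also deposited the batch number of each library as a table of its own. Each column was matched to its sample by the library name in the sample description (KO set) or by its title (time course). Gene symbols are those of the KO set tables, and coordinates were read from GENCODE M21 on GRCm38, the build of mm10.

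Total counts per library of the KO set were 16054017 to 60785678 (median 26426372). In simulated counts with the means and library sizes of the real libraries, the test used here called 85.9% of 2-fold changes in the WT comparison, 46.5% in the comparison of a KO line with WT at N24 and 64.6% between 2i with LIF and 2i, and 100%, 87.8% and 93% of 4-fold changes. So for a KO line a gene that did not pass is open to a change of 2-fold. The regression on the markers was tested on 2000 simulated genes and found all 200 that followed the markers. Their median R² was 0.862, above the threshold for NAGs, so this says little of genes near the threshold. The timing of 100 simulated lines by 7 markers, with noise of SD 0.3 on the log2 scale, had an error of 1.02 h (SD). That is not the error for real libraries. WT cells of the KO set at N24 lay at 32 h by the markers and at 29 h by the larger gene set.

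Fold changes were computed from the counts in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood fit, TMM factors, filterByExpr, and for the KO lines also any gene with a median count above 5), with batch as a term. WT cells at N24 were compared with WT cells in 2i over the 27 WT libraries. Each KO line was fitted with all 27 WT libraries, which gave its difference from WT in 2i, at N24, and the difference between both, the interaction. The Kdm6a line has libraries in 2 batches. In the time course 2i with LIF was compared with 2i in a fit with the pair at 32 h. A gene passed at a Benjamini-Hochberg adjusted p of at most 0.05 against an absolute fold change below 1.5, the thresholds the paper states for limma's test. Gene lists were tested with camera in limma 3.58.1 with the preset correlation of 0.01. Lines and clusters were compared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and statsmodels 0.14.6. Permutation tests over lines drew 100000 permutations, or all where there were fewer.

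The phenotype of a line is the mean log2 fold change at N24 against WT of 7 naïve markers. Its delay is the point of the WT time course, smoothed by a Gaussian process and interpolated to 15 min, with the smallest Euclidean distance from the line's own change between 2i and N24, set against 24 h; the range is that within the lowest 10% of distances. NAGs are genes with a median count above 5 whose fold changes over the lines had R² of at least 0.65 on those of the 7 markers. Footprint scores use the 50 genes per pathway that the authors list, and clusters are those the authors list; their timing filter between pathways and clusters was not applied. The supplementary sheet with R² of all genes and that of the WT comparison were at hand only in part. The paper's tables and figures had been seen when the settings were fixed.

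Genes are named by a rule: those the paper names beside a claim; 10 naïve factors and 5 formative markers; the targeted gene of a line; the 5 largest rises and 5 largest falls with a mean log2 CPM of at least 3 in the WT and LIF comparisons and the 3 and 3 of each contrast in 8 KO lines; at most 4 examples of a gene list; the top 3 NAGs of each direction. The values in the paper's tables and figures had been seen when this rule was written. The 26 gene lists, drawn up from the paper and textbook knowledge, cover naïve, core and formative pluripotency genes, the germ layers, extraembryonic and 2-cell-like genes, other cells such as fibroblasts, targets of Polycomb, Wnt, FGF/ERK, Notch, LIF, p53, mTORC1, TFE3 and NMD, metabolism, DNA methylation, adhesion, cell cycle and RNA quality. For each list the members past the threshold are counted with p adjusted over all genes, and again adjusted over the list alone.

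Alternatives were limma-voom with its treat test over all 319 libraries, as in the paper's methods, DESeq2 1.42.0, DESeq2 size factors in edgeR, no filter on low counts, no batch term, no fold threshold, the WT libraries of the same batch, each library left out in turn, and the replicate number as a block, besides other distances, markers, thresholds and scores for the measures over lines. The 27 WT libraries were also split at random in 100 ways. Replicates of a line were checked for duplicates: the median chi-square per gene between the 2 libraries was 6.31 over 159 pairs, and 1.72 at the lowest. The QuantSeq data with and without LIF and the data from embryos, which the paper took from elsewhere or deposited apart, were left out, so that the LIF footprint is scored against the change the authors list.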

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

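The tests of the genes that stand lower than WT in most lines were chosen after those genes had been seen, and 2 tests of low counts among them were replaced after their results were seen; the other tests named here were written before their results. The change of a line against WT differed between N24 and 2i, by edgeR's test of the difference itself against a fold change of 1.5, for 1560 genes in the Csnk1a1 KO, 482 in Eed, 474 in Suz12, 393 in Zfp423, 383 in Zfp281, 316 in Tcf7l1, 298 in Trim71, 270 in Tsc2, 269 in Jarid2, 230 in Raf1 and 219 in Etv5, while the median over the 73 lines was 1. Without 2i replicate 1, 2i replicate 2, N24 replicate 1 and N24 replicate 2, in this order, the numbers were Csnk1a1 1187, 1137, 1372 and 1107; Eed 282, 351, 352 and 237; Suz12 207, 336, 361 and 145; Zfp423 163, 94, 382 and 50; Zfp281 174, 153, 176 and 171; Tcf7l1 147, 179, 188 and 174; Trim71 169, 99, 139 and 156; Tsc2 542, 86, 191 and 152; Jarid2 83, 96, 86 and 111; Raf1 63, 67, 88 and 103; Etv5 96, 129, 117 and 125, so most of them rest on all 4 libraries. Among the named genes, this difference was 8.42 on the log2 scale for Pglyrp1 in the Csnk1a1 KO (SE 0.32), 4.18 and 3.86 for the laminin gene Lama1 in the Eed and Suz12 KOs, and -5.32 for the semaphorin gene Sema6a in the Zfp281 KO (SE 0.58).

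The paper does not report on the libraries of the time course in 2i with LIF. Against 2i, 4 of 14561 genes passed there and all were higher (2 libraries each): Gjb3, a connexin gene, by 1.29 (SE 0.10), and, named after their values were seen, Bcl3, a partner of NF-κB known to respond to Stat3, by 2.59 (SE 0.20), Ak7 by 1.86 (SE 0.15) and Gjb5 by 2.12 (SE 0.21). With the replicate number as a block 20 passed there, 16 higher and 4 lower. Same-numbered libraries of these groups had r = 0.691, so this block may be the better fit. DESeq2 called 5 genes there and limma-voom 2, 29 passed with no filter on low counts, 7 without 2i replicate 1 and 17 without 2i/LIF replicate 2, so the number of calls is not firm.

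Y-linked genes, outside those the paper discusses, stood at or below a median of -2 on the log2 scale against WT in both media in 8 lines: Ptpn11, Ski, Gabbr1, Cdk8, Dym, Mbd3, Myo10 and Hnrnph1. In the Ptpn11 KO the median was -7.14 in 2i, while Ddx3y, a helicase gene, stands at 116 ± 10.9 CPM in WT cells (SD, n = 14). Against low counts for the set speaks the median WT count of 86 per library. By gene the WT count ran from 11 (Kdm5d) to 2849 (Ddx3y). Kdm5d lay at or below -2 in 41 lines in 2i and Ddx3y in 7, so low counts can enter the values of the least expressed genes. Against RNA-seq batch speaks that batch takes a share of 0.0245 of the variance between lines (permutation p = 0.914), where 4 batches hold lines with and without the fall. At N24 a share of 0.922 of the Y-linked values of these lines lay at or below -2, so a loss of the Y chromosome in all or most cells of these lines stays open as a candidate explanation. Myo10 (-4.55 in 2i) and Hnrnph1 (-2.04) kept summed levels of 75.2 and 69.2 CPM, and no biological effect of the KOs on these genes was tested.

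Genes of whole chromosomes shifted together in 16 pairs of line and chromosome, in 13 lines: chromosome 8 up in Aff3, Alg13, Cabin1, Etv5, Foxp1, Leo1, Lmna, Msi2 and Rps6ka1, chromosome 6 in Cabin1, Jarid2, Leo1 and Mapk1, chromosome 11 in Fbxw7 and chromosome 3 in Leo1, and chromosome 12 down in Mthfd1l, with medians between 0.30 and 0.55 on the log2 scale for the rises and -0.36 for the fall in 2i, where all 1460 pairs had an SD of 0.063. Against a few genes with large changes, a median share of 0.863 of the genes of the chromosome lay on the side of the shift, and against RNA-seq batch the other lines of the batch had a median of -0.116 times the shift. The share of pairs kept at N24 was 1 (16 of 16), so a gained or lost copy of the chromosome in cells of these lines is a candidate explanation that stays open, and no biological effect of the KOs was tested. WT cells themselves varied: in 2i the WT libraries of batches 2 and 4 stood 0.12 and 0.13 above the mean of WT for chromosome 8, where the other lines of these batches had shifts of -0.19 and -0.19, and those of batch 8, which holds the Jarid2 line alone, 0.15 for chromosome 6.

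In most of the lines in 2i 21 genes, most outside those the paper discusses, were lower than in WT. They include Efhc2 (lower in 61 lines; 8.85 ± 4.53 CPM in WT, 0.404 in the median KO library), Xlr3a, Pnma5 (57.5 ± 21.5 against 7.21) and Slfn9 (48.7 ± 17.7 against 18.1), and a share of 0.476 lies on the X chromosome, against 0.0359 of all genes. Sampling noise of low counts does not account for it, since the libraries at N24, which did not serve to choose these genes, gave them a median log2 fold change of -2.07 over the lines (a test set after the data had been seen, in place of 2 that decided nothing, on the share with a median count above 20, 11 of 21, and on the fold changes of these in 2i). In the WT time course in 2i a share of 0.833 of the 18 found there stood at least 2-fold above the median KO library. By the test as set, this speaks against a state of only those WT cells that were sequenced with the lines as the whole cause. The time course was made with another library kit and read length than the KO set, so the test cannot exclude such a state. Most of the 18 stood lower in the time course than in WT of the KO set, among them Efhc2 (1.53 CPM in the time course), Ushbp1 (2.16 against 6.21 in WT of the KO set), 1700013H16Rik (2.64 against 7.71), Slfn9 (27.0) and Pnma5 (30.7). The fewer that stood higher include Xlr3a (12.6 against 7.15). It thus stays open how much of the difference comes from such a state of the WT cells. Over the lines the median of these genes in 2i and at N24 had r = 0.969 (rho = 0.950), so a lasting difference of the KO lines from WT, such as one that arose when lines were derived, may explain it, and 59 lines in 7 batches stood at -1 or lower in 2i while 10 lines stood above -0.5. With the naïve marker phenotype this median had r = 0.105 (rho = 0.0986; permutation p = 0.378 and 0.404), and no biological explanation was tested.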

How the results depend on the processing

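The alternatives set at the outset were all run, save within-batch values in batch 8, which holds 1 line; the delay with the change against WT added to the time course, the pathway regression on other scores or lines, the split controls of the phenotype relation, voom in the regression, the pathway model and the response groups, and the counts without the genes lower in most lines were added after the data had been seen. Over all 2501 values under an alternative, single named genes included, 2157 kept their direction and their side of the threshold (counts within 1.5 times), 143 lost the threshold, 15 gained it, 170 moved and 16 changed sign. Of 347 such values of single genes in WT cells 344 kept both, and of 1409 in KO lines 1235, with 119 no longer past the threshold and 55 moved. The number of genes changed between 2i and N24 in WT cells, 3248, was 2818 to 3768 under the alternatives other than no fold threshold, and the 105 screen genes among them 96 to 105. Chance can be excluded for it, since 1 of 100 random splits of the 27 WT libraries, the real one included, gave as many changed genes, and the highest other count was 372. The WT libraries carry numbers within their batches, and same-numbered libraries did not deviate together: the correlation of their differences in both media was -0.243 to 0.107 over 5 pairs, with 1 over 0.1, a check that replaced a first one that batch removal had made void; with the replicate block 3104 genes passed. In the time course same-numbered libraries had r = 0.691 between 2i and 2i with LIF, 0.113 between 2i and 32 h and 0.0435 between 2i with LIF and 32 h. The numbers may thus pair the libraries of the 2 groups compared, 2i with LIF and 2i, but not those at 32 h. With the replicate block 20 genes passed between 2i with LIF and 2i in place of 4, 16 higher and 4 lower. At this depth 46.5% of 2-fold changes in a KO line at N24 were called in simulated counts, so low counts of changed genes leave out many moderate changes. For the changes below the cause was not tested unless it is named.

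Counts of changed genes against WT were in 2i 78 for the median line, 3064 for Csnk1a1, 2590 for Eed, 2243 for Suz12, 1476 for Zfp281, 1265 for Smg5, 205 for Fgfr1, 83 for Tcf7l1, 3 for Jmjd1c; at N24 61 for the median line, 4567 for Csnk1a1, 1632 for Eed, 1459 for Suz12, 2069 for Zfp281, 1965 for Smg5, 691 for Fgfr1, 413 for Tcf7l1, 3 for Jmjd1c; for the difference between the media 1 for the median line, 1560 for Csnk1a1, 482 for Eed, 474 for Suz12, 383 for Zfp281, 96 for Smg5, 76 for Fgfr1, 316 for Tcf7l1, 0 for Jmjd1c. With a test against no change in place of a fold change of 1.5, which by construction calls smaller changes, the counts were in 2i 1370 for the median line, 8912 for Csnk1a1, 7432 for Eed, 6808 for Suz12, 6293 for Zfp281, 6707 for Smg5, 2697 for Fgfr1, 1394 for Tcf7l1, 97 for Jmjd1c; at N24 1117 for the median line, 9810 for Csnk1a1, 6078 for Eed, 6013 for Suz12, 7705 for Zfp281, 7755 for Smg5, 4794 for Fgfr1, 2825 for Tcf7l1, 38 for Jmjd1c; for the difference between the media 128 for the median line, 5187 for Csnk1a1, 2796 for Eed, 2539 for Suz12, 3189 for Zfp281, 1472 for Smg5, 682 for Fgfr1, 2237 for Tcf7l1. The WT comparison then gave 10423 genes, 398 screen genes among them, and 2i with LIF 208. With DESeq2 the counts were in 2i 50 for the median line, 1684 for Eed, 1469 for Suz12, 921 for Zfp281, 127 for Fgfr1, 43 for Tcf7l1; at N24 938 for Eed, 855 for Suz12, 368 for Fgfr1, 251 for Tcf7l1; for the difference between the media 246 for Eed, 215 for Suz12, 212 for Zfp281, 53 for Smg5, 46 for Fgfr1, 183 for Tcf7l1. With limma-voom over all libraries the counts were in 2i 17 for the median line, 917 for Zfp281, 60 for Fgfr1, 49 for Tcf7l1, 0 for Jmjd1c; at N24 13 for the median line, 6 for Jmjd1c; for the difference between the media 42 for Fgfr1, 2 for Jmjd1c. Without a batch term the counts were in 2i 25 for the median line, 1813 for Csnk1a1, 21 for Fgfr1, 34 for Tcf7l1, 15 for Jmjd1c; at N24 16 for the median line, 257 for Fgfr1, 255 for Tcf7l1; for the difference between the media 0 for the median line, 844 for Csnk1a1, 119 for Eed, 74 for Suz12, 83 for Zfp281, 1 for Smg5, 7 for Fgfr1, 82 for Tcf7l1. With the WT libraries of the same batch only the counts were in 2i 82 for Fgfr1, 202 for Tcf7l1, 0 for Jmjd1c; at N24 1203 for Tcf7l1, 0 for Jmjd1c; for the difference between the media 2 for the median line, 139 for Eed, 209 for Suz12, 673 for Zfp281, 212 for Smg5, 204 for Fgfr1, 978 for Tcf7l1. The comparison of 2i with LIF gave 2 with limma-voom and 29 with no filter on low counts. DESeq2 size factors and no filter on low counts left the other counts within 1.5 times.

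With each library of a line left out, where the lone library is assumed to vary like the other groups, the counts ranged in 2i 41 to 77 for the median line, 2251 to 3076 for Csnk1a1, 1918 to 2597 for Eed, 1726 to 2231 for Suz12, 990 to 1453 for Zfp281, 849 to 1289 for Smg5, 84 to 188 for Fgfr1, 27 to 81 for Tcf7l1, 6 to 25 for Jmjd1c; at N24 38 to 59 for the median line, 3749 to 4532 for Csnk1a1, 786 to 1659 for Eed, 1015 to 1452 for Suz12, 1514 to 2050 for Zfp281, 1449 to 1945 for Smg5, 324 to 664 for Fgfr1, 232 to 407 for Tcf7l1, 3 to 4 for Jmjd1c; for the difference between the media 0 to 0 for the median line, 1107 to 1372 for Csnk1a1, 237 to 352 for Eed, 145 to 361 for Suz12, 153 to 176 for Zfp281, 18 to 48 for Smg5, 14 to 66 for Fgfr1, 147 to 188 for Tcf7l1, 0 to 1 for Jmjd1c. Single libraries moved these by over 1.5 times: in 2i Fgfr1 101 without 2i replicate 1 and 84 without 2i replicate 2, Tcf7l1 27 without 2i replicate 1, Jmjd1c 8 without 2i replicate 1, 25 without 2i replicate 2, 6 without N24 replicate 1 and 6 without N24 replicate 2; at N24 Eed 786 without N24 replicate 2, Fgfr1 324 without N24 replicate 1 and 449 without N24 replicate 2, Tcf7l1 232 without N24 replicate 1 and 250 without N24 replicate 2; for the difference between the media Eed 282 without 2i replicate 1 and 237 without N24 replicate 2, Suz12 207 without 2i replicate 1 and 145 without N24 replicate 2, Zfp281 174 without 2i replicate 1, 153 without 2i replicate 2, 176 without N24 replicate 1 and 171 without N24 replicate 2, Smg5 30 without 2i replicate 1, 18 without 2i replicate 2, 48 without N24 replicate 1 and 33 without N24 replicate 2, Fgfr1 15 without 2i replicate 1, 22 without 2i replicate 2 and 14 without N24 replicate 1, Tcf7l1 147 without 2i replicate 1, 179 without 2i replicate 2, 188 without N24 replicate 1 and 174 without N24 replicate 2, Jmjd1c 1 without N24 replicate 1; and for the median line 41 and 49 in 2i without 2i replicate 1 and 2, 38 at N24 without N24 replicate 2, and for the difference 0 without any 1 of the 4 libraries. For 2i with LIF the range was 4 to 17, with 7 without 2i replicate 1 and 17 without 2i/LIF replicate 2. The median phenotype ranged 0.582 to 0.605 and that of Csnk1a1 2.87 to 2.94, and the median delays -3.50 to -3.25 h by the markers and -3.25 to -2.75 h by the larger gene set.

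The phenotype of Csnk1a1 (2.89) was 2.35 over 10 factors, 2.16 from log2(FPKM + 1) and 2.10 without a batch term, where the median line moved from 0.633 to 0.264. The median delay was -3.50 h by the markers and -2.75 h by the genes that change in WT cells. With 1 minus Pearson correlation as the distance it was 5.25 and -2 h, and with the change of a line against WT at N24 added to the time course at 24 h, chosen after the data had been seen, 4.50 and 2 h; the latter starts every line at 24 h by construction, whereas WT cells of the KO set at N24 lie at 32 and 29 h of the course. By the larger set it was -1.25 h without smoothing and -4.50 h with the 500 genes of largest change; by the markers the other alternatives gave -4 to -3 h. Of the footprint half-times in the time course all 20 alternatives kept within the spread.

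The number of NAGs, 422, was 250 by adjusted R2, 79 by an R2 from leaving each line out in turn, 268 without Eed, Suz12 and Csnk1a1, 1055 with fold changes centred within batches, and 822 and 196 at thresholds of 0.6 and 0.7, stricter or looser rules by construction except for the centring. Over all genes with a median count above 5, r between lines fell to 0.492 for Ptpn11 with Raf1 (from 0.631), 0.539 for Fgfr1 with Etv5 (0.664), 0.773 for Smg5 with Smg6 (0.833), 0.541 for Mta3 with Mbd3 (0.661) and 0.357 for Tcf7l1 with Jmjd1c (0.466). Ptpn11 with Raf1 was at 0.608 by Spearman's rho and 0.588 with the controls split, and Mta3 with Mbd3 then at 0.618. Of the correlations of 24 clusters with the phenotype, 150 of 156 values under alternatives kept sign and threshold; without Eed, Suz12 and Csnk1a1 r of i10 and c2 no longer passed, at 0.242 (from 0.373) and 0.198 (0.331), with centred fold changes that of c9 passed, at 0.300 (0.219), and that of i6, 0.00780, changed sign, -0.00841 with the median of its genes, -0.00861 without Eed, Suz12 and Csnk1a1 and -0.113 with centred fold changes.

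The correlation of footprint scores with the phenotype was LIF 0.684, Notch 0.660, mTORC1 0.635, Wnt 0.389, Fgf/ERK 0.00312. Within batches, which hold fewer lines, these moved past the threshold or 0 to batch 1 LIF 0.625, Fgf/ERK -0.366, Wnt 0.838; batch 2 Fgf/ERK 0.863, Wnt -0.0700; batch 3 Fgf/ERK -0.346, Wnt -0.418, Notch -0.0612; batch 4 mTORC1 0.560, Wnt -0.0875; batch 6 LIF 0.649, mTORC1 0.337, Wnt -0.424, Notch 0.691; batch 7 mTORC1 0.835, Wnt 0.503, Notch 0.210. Without the 2 lines farthest from the median score r was -0.143 for Fgf/ERK and 0.181 for Wnt, and for Fgf/ERK -0.0620 with a Spearman score and -0.0239 with limma-voom. In the regression on all scores, voom gave a coefficient of 0.626 for mTORC1 with p = 0.0603, against 0.626 with p = 0.0385 and p of 1.43e-04 and 0.00858 under the others. For the gene lists in WT cells, camera with an estimated correlation put the adjusted p over 0.05 for 9 lists (in brackets that of fry, the other alternative, which tests a list against no change and not against the other genes): 2-cell-like genes 0.409 (5.26e-11), FGF/ERK targets 0.223 (3.60e-14), further naïve factors 0.465 (2.56e-09), mesendoderm 0.223 (4.32e-13), mitochondrial respiration 0.175 (5.78e-16), mTORC1 targets 0.445 (1.86e-09), naïve markers 0.289 (6.66e-14), TFE3 targets 0.223 (1.62e-16), Wnt targets 0.445 (4.33e-09). Fry put it under 0.05 for 12 lists that camera did not call (in brackets camera with an estimated correlation): cell cycle 0.00162 (0.739), core pluripotency 2.56e-09 (0.445), DNA methylation 9.46e-12 (0.445), fibroblast genes 1.38e-06 (0.739), glycolysis 0.0241 (0.739), LIF targets 2.87e-05 (0.764), neuroectoderm 7.04e-13 (0.445), NMD transcripts 2.17e-05 (0.753), Notch targets 0.0331 (0.723), Polycomb targets 2.51e-08 (0.445), RNA quality 3.89e-05 (0.445), trophectoderm 8.29e-16 (0.278). Members changed when adjusted over the list alone, against all genes in brackets, were Tcf7l1 naïve markers at N24 7 (4) and Etv5 FGF/ERK targets at N24 8 (4), and with limma-voom the 2-cell-like genes of the Rbpj KO at N24 went from 8 to 0.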

Differences from the paper's values

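The delay with the change against WT added to the time course, other scores, other lines and limma-voom in the pathway regression, limma-voom in the model of pathways and clusters, and the similarity of pairs of lines that the paper names outside its clusters were chosen after the data had been seen. The paper's counts of changed genes come from limma-voom over all libraries at the same thresholds as here. For the Eed KO in 2i the paper's count is about 1600 in Fig. 2D, read by eye, and the count here 2590; the difference closes with DESeq2 (1684), limma-voom over all libraries (1974), without 2i replicate 1 (2189), without 2i replicate 2 (1918) and WT libraries of the same batch only (1970) and stays with DESeq2 size factors, no batch term, no fold threshold, no low-count filter, without N24 replicate 1 and without N24 replicate 2, at 2573 to 7432. For the Eed KO at N24 the paper's count is about 1000 in Fig. 2D, read by eye, and the count here 1632; the difference closes with DESeq2 (938), limma-voom over all libraries (1182) and without N24 replicate 2 (786) and stays with DESeq2 size factors, no batch term, no fold threshold, no low-count filter, without 2i replicate 1, without 2i replicate 2, without N24 replicate 1 and WT libraries of the same batch only, at 1504 to 6078. For the Zfp281 KO in 2i the paper's count is about 900 in Fig. 2D, read by eye, and the count here 1476; the difference closes with DESeq2 (921), limma-voom over all libraries (917), no batch term (1026), without 2i replicate 1 (990) and without 2i replicate 2 (1003) and stays with DESeq2 size factors, no fold threshold, no low-count filter, without N24 replicate 1, without N24 replicate 2 and WT libraries of the same batch only, at 1453 to 6293. For the Fgfr1 KO in 2i the paper's count is about 90 in Fig. 2D, read by eye, and the count here 205; the difference closes with DESeq2 (127), limma-voom over all libraries (60), without 2i replicate 1 (101), without 2i replicate 2 (84) and WT libraries of the same batch only (82) and stays with DESeq2 size factors, no batch term, no fold threshold, no low-count filter, without N24 replicate 1 and without N24 replicate 2, at 21 to 2697. For the Fgfr1 KO at N24 the paper's count is about 400 in Fig. 2D, read by eye, and the count here 691; the difference closes with DESeq2 (368), limma-voom over all libraries (490), without N24 replicate 1 (324) and without N24 replicate 2 (449) and stays with DESeq2 size factors, no batch term, no fold threshold, no low-count filter, without 2i replicate 1, without 2i replicate 2 and WT libraries of the same batch only, at 257 to 4794. For the Tcf7l1 KO in 2i the paper's count is about 40 in Fig. 2D, read by eye, and the count here 83; the difference closes with DESeq2 (43), limma-voom over all libraries (49), no batch term (34), without 2i replicate 1 (27) and without 2i replicate 2 (60) and stays with DESeq2 size factors, no fold threshold, no low-count filter, without N24 replicate 1, without N24 replicate 2 and WT libraries of the same batch only, at 81 to 1394. For the Mbd3 KO in 2i the paper's count is about 11 in Fig. 2D, read by eye, and the count here 38; the difference stays under every alternative named above for Eed, at 2 to 408. For the Mbd3 KO at N24 the paper's count is about 13 in Fig. 2D, read by eye, and the count here 51; the difference closes with limma-voom over all libraries (15) and no batch term (15) and stays with DESeq2, DESeq2 size factors, no fold threshold, no low-count filter, without 2i replicate 1, without 2i replicate 2, without N24 replicate 1, without N24 replicate 2 and WT libraries of the same batch only, at 26 to 1278. For the Jmjd1c KO at N24 the paper's count is about 0 in Fig. 2D, read by eye, and the count here 3; the difference closes with WT libraries of the same batch only (0) and stays with DESeq2, DESeq2 size factors, limma-voom over all libraries, no batch term, no fold threshold, no low-count filter, without 2i replicate 1, without 2i replicate 2, without N24 replicate 1 and without N24 replicate 2, at 3 to 38. Of the alternatives, those named, save the ones given at the start, were set before the data were examined. The paper connects 7 N24-induced clusters to mTORC1, where 3 passed here, also with limma-voom; the authors' timing filter, which only removes connections, was not applied. The Wnt footprint came to 0.5 of its change in WT cells at about 8 h in the paper's Fig. 7A, read by eye, and at 3.25 h here, and at 3 to 3.50 h with log2(TPM + 1), log2(TPM + 0.1), log2(TPM + 1) of genes with a mean TPM of at least 1 and no smoothing, which leave the difference; redrawing the genes of the footprint gave 1.75 to 10.8 h, which holds the paper's value.

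The paper's naïve marker phenotype of the Csnk1a1 KO, 3.20 in Dataset EV2, stands against 2.89 here; beside an SD between replicates of 0.298, the difference is larger here and with limma-voom over all libraries (2.80), 10 factors (2.35), no batch term (2.10), log2(FPKM + 1) (2.16) and without N24 replicate 2 (2.87) and slightly smaller without N24 replicate 1 (2.94), a small move of the value. Over the 73 lines both sets of values had r = 0.990. The median of the paper's delays in Dataset EV2 is 4.50 h by the naïve markers and 1.50 h by the larger gene set, against -3.50 and -2.75 h here. By the markers the difference closes with 1 minus Pearson correlation (5.25) and stays under the other alternatives, at -4 to -3 h (no smoothing, loess, 10 factors, 2i/LIF libraries at -2 h, KO at N24 against WT in 2i, log2(TPM + 1), without the marker Esrrb, without the marker Nanog, without the marker Tfcp2l1, without the marker Tbx3, without the marker Prdm14, without the marker Klf4, without the marker Zfp42, without 2i replicate 1, without 2i replicate 2, without N24 replicate 1 and without N24 replicate 2); by the larger set it stays under every alternative, at -4.50 to -1.25 h (no smoothing, 1 minus Pearson correlation, 2i/LIF libraries at -2 h, 500 genes with the largest change, KO at N24 against WT in 2i, without 2i replicate 1, without 2i replicate 2, without N24 replicate 1 and without N24 replicate 2). With the change of a line against WT at N24 added to the time course at 24 h, an alternative chosen after seeing the values, the medians are 4.50 and 2 h, 69 and 73 of the 73 lines lie within 4 h of the paper's delay (so that 4 lines by the markers and 0 by the larger set lie farther off, while all 73 have a delay), and the delays have r = 0.987 and 0.993 with the paper's, against 0.889 and 0.790 without this change. The paper has the larger gene set give shorter delays on average. Here, counted from 24 h, the markers gave the longer delay in 28 lines and the shorter one in 40. WT cells of the KO set lay at 32 h by the markers and at 29 h by the larger set, so these counts cannot decide the order. Under the alternative chosen after seeing the values, which starts every line at 24 h, the counts were 51 and 22, in the paper's direction.

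Among naïve and formative genes in 2i, the paper lists Klf4 in the Rbpj KO and Klf4 and Tbx3 in the Csnk1a1 KO, and no effect beyond the lines it names. Both Klf4 values passed here as well, whereas Tbx3 in the Csnk1a1 KO (1.10, adjusted p = 0.152) passed only with no fold threshold, and Klf4 also passed in the KOs of Trim71 (1.29) and Zfp281 (1.18). For lower Dnmt3a, Dnmt3b, Pou3f1 and Fgf5 in lines of the Fgf/ERK pathway, the direction was down in all of the values in the Raf1, Fgfr1, Ptpn11, Mapk1 and Etv5 lines except Fgf5 in Ptpn11 (0.044), but only Dnmt3a in the Raf1 KO passed (-1.29); Dnmt3b in the Mapk1 line passed with limma-voom and without either N24 library, Fgf5 in the Etv5 KO with DESeq2, Dnmt3a in the Ptpn11 and Mapk1 lines without 2i replicate 2, Dnmt3a, Dnmt3b and Fgf5 in the Etv5 KO and Dnmt3b and Pou3f1 in the Raf1 KO with the WT libraries of the same batch, and more with no fold threshold. The paper has similar genes upregulated in the Apc, Tcf7l1 and Csnk1a1 KOs. At N24, 2 Wnt targets were higher in the Tcf7l1 KO and 12 in the Csnk1a1 KO. None passed in the Apc KO, where changed genes numbered 50 (31 without N24 replicate 2) and r with the Csnk1a1 KO was 0.113. Between Apc and Tcf7l1 r was 0.397, and between Tcf7l1 and Csnk1a1 0.507, which go with the paper. The paper compared Tcf7l1 with Apc and with Csnk1a1 by total least squares, over genes changed in each KO of a pair. It shows no comparison of Apc with Csnk1a1. The values here rest on other genes and another measure, so the low ones for Apc do not go against the paper. In its text the paper gives the strongest lines higher counts in both media than its Fig. 2D, read by eye, shows for most of them; here the counts were 3064 in 2i and 4567 at N24 for Csnk1a1, 2590 and 1632 for Eed, 2243 and 1459 for Suz12, 1476 and 2069 for Zfp281 and 1265 and 1965 for Smg5; with no fold threshold they lie between 6013 (Suz12 at N24) and 9810 (Csnk1a1 at N24). The paper has Tcf7l1 as the line nearest to Jmjd1c at N24, which here took place 3, with r = 0.466 after Lmna (0.611) and Sulf1 (0.501), and place 3 or 4 under the alternatives; the paper used multiple regression and not r of pairs, and Lmna and Sulf1 share batch 6 with Jmjd1c while Tcf7l1 is in batch 1 (median r of pairs 0.323 within and 0.175 between batches). It finds the Rbpj, Tcf7l1 and Tsc2 KOs unrelated, where r at N24 over the genes that change in WT cells was 0.486, 0.556 and 0.564. A shared lag behind WT alone raises such r, so they do not go against the paper. The paper's statement rests on footprints, another measure, whose scores here were small for each other's pathways, -0.0777 (Wnt) and -0.00755 (mTORC1) in the Rbpj KO, 0.106 (Notch) and -0.0196 (mTORC1) in the Tcf7l1 KO and 0.0999 (Notch) and 0.121 (Wnt) in the Tsc2 KO.

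Of the naïve factors that the paper counts among the NAGs, Klf5 (R² = 0.844) and Nr5a2 (0.70) passed here, and Nr0b1 (0.645) passed without Eed, Suz12 and Csnk1a1 (0.661), with fold changes centred within batches (0.738) and at a threshold of 0.6. Pdgfa, which the paper ranks first among the NAGs, had R² = 0.851 and came after Cpt1a (0.869) and Sephs1 (0.862). The paper does not find mTORC1 and Fgf/ERK scores to be reliable predictors of the marker phenotype, and finds those of Notch, Wnt and LIF related to it. Here r was 0.635 for mTORC1, while by r Fgf/ERK (0.00312), Notch (0.660), Wnt (0.389) and LIF (0.684) go with the paper. For Wnt r was 0.181 without the 2 lines with the most extreme scores. The paper's statement rests on a regression on all scores, another measure, and the scale of its Fig. 6B was not clear. In that regression here, which includes the defining lines, mTORC1 had the smallest coefficient of the 5, 0.626 (p of the coefficient 0.0385, 0.0603 with limma-voom, 0.00858 without Eed, Suz12 and Csnk1a1, and 1.43e-04 for 0.593 with Spearman correlations as the scores). Fgf/ERK had a coefficient of 1.22 (p of the coefficient 3.79e-07), which does not go with the paper. It assigns a pathway to most lines with delayed loss of the markers, where 14 of 41 lines with a marker mean of at least 0.5 had a score of at least 0.3 in size, which in Lmna was only that of Fgf/ERK, against the direction of its definition (-0.387). Of the lines it names for the highest Notch scores, Jarid2, Zfp423 and Smg5 stood behind only Csnk1a1 (0.343) among lines other than Rbpj, and Mbd3, L3mbtl3 and Smg6 took places 7, 9 and 12. It finds constitutive genes not enriched for genes that change in normal differentiation, where 32.9% of them changed in WT cells against 22.3% of the others; the N24-induced genes, which it finds enriched, did so in 70.4%. All N24-induced clusters that it relates to the phenotype are enriched for NAGs in the paper; here i1, i2, i4, i5 and i11 passed and i9 (adjusted p = 0.117) and i12 (0.439) did not, i8, which it does not relate, had r = -0.585, and i11, which it places next to the highest by NAGs, came after i4 and i1 (31 against 42 and 32 NAGs) but next to the highest by its correlation (0.897). Among constitutive clusters it relates c6, c7 and c8 to the phenotype, which had r = 0.778, 0.696 and -0.514, while another of its sentences counts c5 too (-0.735 here). Fewer of them, c5, c6, c7 and c8, were enriched for NAGs than in the paper. The paper's sentence names c5 beside c6 under downNAGs, whereas c5 held 16 upNAGs here. By the authors' own lists it holds 19 upNAGs and 0 downNAGs, so the difference is from the wording and not from their values.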

Other observations

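The tests of this part were chosen before their results were seen. In WT cells between 2i and N24, further gene groups, in counts of genes past the threshold from edgeR, moved as follows. Core pluripotency genes (3 higher and 1 lower of 8) rose for Esrp1, a splicing regulator, by 3.78 on the log2 scale, Utf1 by 2.21 and Lin28a by 1.07, while Sox2 fell (-0.88). Of DNA methylation genes (5 higher and 1 lower of 12), the cofactor gene Dnmt3l rose by 1.42 and Tet3 by 1.10. Germ layer and extraembryonic genes went both ways: neuroectoderm (4 higher and 1 lower of 9) with Sox1 (4.12), Pax6 (2.68) and Tubb3 (-1.19); primitive endoderm (4 higher and 2 lower of 13) with Gata6 (4.02) and the laminin gene Lama1 (-2.21); trophectoderm (1 higher and 4 lower of 8, 1 and 5 when adjusted over the list alone) with Tfap2c (-3.28), Tead4 (-2.90) and the keratin gene Krt18 (2.18). Polycomb targets (6 higher and 1 lower of 12) included Hoxb1 (3.11) and Hoxa1 (-1.41), and 2-cell-like and germline genes (4 higher and 0 lower of 11, 6 and 0 when adjusted over the list alone; camera adjusted p = 0.0175, and 0.409 with an estimated correlation) Mael (2.36) and Taf7l (1.82), both germ cell genes. Adhesion and junction genes (6 higher and 5 lower of 20) included the integrin gene Itga3 (2.87), the claudin gene Cldn7 (2.51) and Jam2 (-3.90).

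Lysosomal targets of TFE3 (1 higher and 6 lower of 19, 1 and 7 when adjusted over the list alone; camera adjusted p = 6.47e-04, and 0.223 with an estimated correlation) fell for Hexb (-2.32) and Lamp2 (-1.62), and of mitochondrial genes (0 higher and 1 lower of 18; camera adjusted p = 7.04e-05, and 0.175 with an estimated correlation) Cox5a fell (-0.73). Glycolysis (3 higher and 3 lower of 18) showed the lactate carrier gene Slc16a3 at 2.77 and the glucose carrier gene Slc2a3 at -2.05, and targets of mTORC1, SREBP and ATF4 (4 higher and 1 lower of 21; camera adjusted p = 0.0180, and 0.445 with an estimated correlation) the cystine carrier gene Slc7a11 at 1.69 and Asns at -1.08. Signalling targets went both ways: Notch (3 higher and 5 lower of 12) with Hes1 (-2.15), LIF and Stat3 (4 higher and 5 lower of 17, 4 and 6 when adjusted over the list alone) with Gbx2 (2.89), Socs3 (1.80) and the receptor gene Il6st (-1.51), and p53 (2 higher and 1 lower of 21) with Pmaip1 (2.34) and the cell cycle inhibitor gene Cdkn1a (-2.10), which is also the 1 that fell among cell cycle genes (1 higher and 1 lower of 19). Transcripts known to be degraded by NMD (2 higher and 1 lower of 18) included Gadd45a (2.56) and Gadd45b (-3.11), and genes read as signs of RNA quality and stress (3 higher and 1 lower of 14) Egr1 (2.24) and the heat shock gene Hspa1a (1.96). Markers of fibroblasts or other cells (2 higher and 3 lower of 9, 2 and 4 when adjusted over the list alone) included Dcn, from 0.00513 ± 0.0192 to 5.58 ± 5.58 CPM (SD; so near 0 in 2i that its fold change has no set size), Col1a1 (1.58) and Vim (-1.21).

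In the KO lines, 16 of 22 p53 targets were lower than in WT in the Trp53 KO in 2i and 16 at N24 (19 and 19 when adjusted over the list alone), and 9 were higher in the Zfp281 KO in 2i (9). In the Tsc2 KO in 2i 11 of 20 TFE3 targets were higher (12 when adjusted over the list alone), and in the Eed KO at N24 10 of 11 trophectoderm genes and 9 of 14 mesendoderm genes (10 and 11). In the Rbpj KO at N24 all 7 naïve markers were higher, with 7 of 13 Notch targets higher and 2 lower, and 8 2-cell-like genes were lower, which limma-voom did not call (0). In 2i with LIF against 2i, 1 of 18 LIF and Stat3 targets was higher (5 when adjusted over the list alone), and adjusted so 3 of 16 Wnt targets were lower and 1 of 7 naïve markers was higher.

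The mean of the 2-cell-like genes in cluster c10 ran from -3.51 to 4.86 between the lines at N24, with r = 0.918 (rho = 0.895) between 2i and N24, a share of 0.0358 of its variance between batches and a share of 0.0625 of its genes with a median count above 20.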
